# The nBAF complex subunit CREST/SS18L1 regulates hippocampal memory processes via tyrosine 397 and histone acetyltransferase CBP

**DOI:** 10.1016/j.celrep.2026.117158

**Published:** 2026-03-25

**Authors:** Franklin G. Garcia, Maria Farias de Albuquerque, Vanessa Johnson, Enikö Kramár, Kousha Changizi, Sherif Abdelkarim, Agatha S. Augustynski, Dina P. Matheos, Joseph Picone, Tracy L. Fetterly, Alyssa Rodriguez, Jessica Childs, Angela Gomez-Arboledas, Julia Winter, Elizabeth Heller, Pierre Baldi, Marcelo A. Wood

## Abstract

Chromatin-modifying and -remodeling machineries are important for learning-induced transcriptional activity, yet it remains unclear how they coordinate to drive *de novo* gene expression for memory formation. Here, we examine the transcription factor known as calcium-responsive transactivator (CREST) in memory formation, synaptic plasticity, and learning-induced gene expression. CREST is known to bind major chromatinmodifying and -remodeling machineries via interaction with CREB-binding protein (CBP) and brahma-related gene 1 (BRG1), respectively. *In silico* modeling of CREST identified tyrosine 397 (Y397) within the CBP-binding domain. Expression of a CREST Y397F point mutant impairs long-term potentiation and memory. Conversely, expression of a CREST Y397D point mutant enhances memory in a CBP-dependent manner. Differential gene expression analysis reveals distinct CREST Y397-regulated signatures during memory consolidation. CBP acts through CREB and post-translation modifications to affect memory, but the findings of this study argue for consideration of the CREST-CBP interaction and Y397 accessibility as factors in memory processes.

## In brief

Garcia et al. show that knockdown of CREST or expression of CREST Y397F in the adult dCA1 impairs hippocampal long-term memory formation and synaptic plasticity. Bulk RNA sequencing and differential gene expression analysis were used to identify distinct gene sets that are regulated by CREST Y397 during memory consolidation.

## INTRODUCTION

The process by which new information is converted into memory relies on a highly coordinated induction of molecular, cellular, and transcriptional changes. The stabilization process of memory consolidation requires distinct profiles of *de novo*, learning-induced gene expression during the critical “post-training” phase of a learning event that is necessary for transforming memory into a more lasting form (i.e., long-term memory, LTM).^1^ While it is well accepted that transcription is necessary for memory consolidation, it is not well understood how transcriptionally permissive mechanisms cooperate to induce gene expression required for memory formation. The epigenome provides a particularly powerful signal-integration system in the brain for transcriptional machinery to effectively access gene targets within the condensed higher-order structure of chromatin and act on the nucleosome subunits that consist of condensed DNA and histone octamers. The study of epigenetic mechanisms has identified major roles for chromatin modifying (post-translational modification on histone proteins) and remodeling (nucleosome sliding, evicting, or shuffling) in LTM consolidation.^2–6^ The acetylation and deacetylation of lysine residues on histone tails is a dynamic and reversible chromatin modification that is regulated by histone acetyltransferases (HATs) and histone deacetylases (HDACs).^4,7,8^

Very little is known about the transcriptional mechanisms that bring together histone modification and nucleosome remodeling. The discovery of calcium-responsive transactivator (CREST; aka synovial sarcoma translocation gene on chromosome 18-like 1, SS18L1) provided a key candidate for a transcriptional regulator with the capacity to interact with multiple subunits of the chromatin-modifying/remodeling machinery.^9^ There is an N-terminal regulatory domain that is essential for binding brahma-related gene 1 (BRG1), which is an ATPase of the neuron-specific Brg/Brm-associated factor (nBAF) nucleosome remodeling complex. CREST also has a C-terminal transactivation domain that is necessary for binding and recruiting cAMP-responsive element binding protein (CREB)-binding protein (CBP), which is a HAT and transcriptional regulator.^9–11^ CBP is well known for its role in long-term potentiation (LTP) and memory via its phosphorylation-dependent interaction with CREB, an essential transcription factor for memory formation.^12–17^ Mutations in CREST have been associated with amyotrophic lateral sclerosis (ALS), a fatal neurodegenerative disorder characterized by loss of muscle control and cognitive dysfunction.^18–20^ The role of CREST in cognition independent of its function in neural motor activity remains unknown yet a strong possibility, given its interaction with CBP.

Previous work by our group and others has demonstrated a role for *Crest* in cocaine-induced drug-seeking behavior and synaptic plasticity in the nucleus accumbens, neuronal dendrite morphogenesis, and the assembly kinetics of the neuron-specific nBAF nucleosome remodeling complex in post-mitotic neurons.^9,21,22^ A study by Ghosh and colleagues first identified that mutation of *Crest* in cultured hippocampal neurons resulted in decreased dendrite length and morphology, suggesting a role for CREST in cellular mechanisms important for synaptic plasticity and memory.^9^ In a different study by Qiu and Ghosh, it was shown that a CREST:BRG1 complex can occupy the promoter region of glutamate ionotropic receptor NMDA-type subunit 2B (*Nr2b*) in stimulated cultured neurons and recruit CBP for increased *Nr2b* mRNA expression in a CREST-dependent manner.^10,23^ In this study, we examined the role of CREST in LTP (a form of synaptic plasticity) and memory.

## RESULTS

### Crest is necessary for LTM formation and stabilization of LTP in the adult dorsal hippocampus

The first goal of this study was to determine the role of *Crest* in LTM formation and LTP. We chose the object location memory (OLM) task and slice physiology, which both involve the dorsal CA1 (dCA1) region of the hippocampus.^24–32^ Immunofluorescences staining shows CREST has robust expression among the neuronal (NeuN+) subtype population within the dorsal hippocampus (Figure S1). As such, we targeted the dCA1 with an anti-*Crest* morpholino to knockdown CREST expression (Figure S2A). We found that 4 days is sufficient to significantly reduce protein levels of CREST (Figures 1B and S2B). To determine the effect of knocking down CREST on memory, male and female C57BL/6J mice were subjected to the OLM task and received either control or anti-Crest morpholino via bilateral infusion 24 h after habituation (see schematic, Figure 1C). A comparison between control and anti-*Crest* morpholino conditions for distance traveled throughout days of habituation prior to surgery and after delivery of the morpholino showed no significant difference (Figure S2C, males and females). As we have previously reported, a 10-min training session (which we will refer to as threshold training) is sufficient for young adult mice to develop an LTM for object location.^27,28,30^ During the threshold training session, we did not observe a significant difference in total object exploration time or object preference (i.e., discrimination index [DI]) in either group condition or sex (Figures 1D and 1E). At 24 h after training, control morpholino-infused male and female groups showed a significant increase in preference for the moved object relative to the training session (paired Student’s *t* test of test × training session: control, males, *t*_9_ = 16.66, ^####^*p* < 0.0001, and females, *t*_9_ = 9.81, ^####^*p* < 0.0001) (Figures 1F and 1G). In contrast, male and female animals infused with the anti-*Crest* morpholino did not show a significant preference (relative to the training session) for the moved object during testing (paired Student’s *t* test of test × training: anti*Crest*, males, *t*_9_ = 1.40, *p* = 0.19, and females, *t*_9_ = 1.03, *p* = 0.33) despite having similar levels of total object exploration (Figures 1F and 1G). There were no significant sex differences between the independent male and female cohorts in OLM performance (no effect of sex × treatment interaction: *F*_1,36_ = 2.02, *p* = 0.16; Sidak’s *post hoc* test for male vs. female, control, *p* = 0.14, and anti-*Crest*, *p* = 0.99). Thus, animals infused with the anti-*Crest* morpholino were impaired in LTM acquisition/consolidation in a hippocampus-dependent task.

We also assessed retention of normal mouse anxiety behavior (thigmotaxis) via open field and elevated-plus-maze testing (Figure S2D).^33–35^ Analysis of zone preference (open field, i.e., center vs. edges of OLM chambers) on day 13 (i.e., 2 days post-morpholino infusion) of OLM behavior and exploration in the elevated plus maze (1–2 days after OLM test) showed that focal knockdown of *Crest* expression in the hippocampus did not alter animal thigmotaxis across control and anti-*Crest* conditions of either male or female groups (Figures S2E and S2F).

We next examined LTP, a form of lasting synaptic plasticity that requires gene expression. Transverse hippocampal slices were prepared 4 days post-infusion of either control or anti-*Crest* morpholino, and LTP was induced by delivering theta burst stimulation (TBS) to Schaffer collateral inputs in CA1c. Field excitatory post-synaptic potentials (fEPSPs) were recorded from outputs in CA1b stratum radiatum (Figure 2A, schematic). TBS-induced LTP in slices from the anti-*Crest* morpholino group failed to stabilize with respect to the control morpholino-infused group (Figure 2B). At 50–60 min post-TBS (i.e., 70–80 min after beginning CA1b recording), slices from anti-*Crest* morpholino-infused mice had significantly less potentiation relative to the control morpholino group (Figure 2C). Paired-pulse facilitation (PPF) and input/output curves showed no difference between control and anti-Crest morpholino groups (Figures 2D–2F). Thus, CREST knockdown in the hippocampus impairs LTP. Together, these results demonstrate that focal knockdown of CREST is sufficient to impair the acquisition of long-term object location-dependent memory in both the adult male and the adult female dorsal hippocampus and that CREST is necessary for the stabilization of LTP.

### Crest has a tyrosine within the CBP-binding domain with predictive affinity for post-translational modification

Next, we examined whether *Crest* expression is induced during the memory consolidation phase, which is known to require *de novo* gene expression.^15,16^ As shown in the Figure 3A experimental timeline, the dCA1 was harvested from mice at 1 h after OLM threshold training (OLM-T10) or home cage (HC, control) conditions, as we previously published.^28,30,36^ Quantification of *c-Fos*, a well-characterized learning-induced gene in LTM, mRNA expression showed a nearly 2.5-fold increase in the OLM-T10 group compared with HC controls (Figure 3B, 391 (Y391) in the human CREST peptide sequence is a target for phosphorylation, according to curated mass spectroscopy analysis, which coincides with the homologous Y397 site in mouse (Figure 3F).^40^ Notably, both the human Y391 and the mouse Y397 conserved residues reside within the last nine C-terminal amino acids necessary for recruitment of CBP (Figure 3F).^9,11,41^ Additionally, when we used NetPhorest2.1 (i.e., a computational atlas of Table S1).^37–39^ Quantification of *Crest* mRNA expression in hippocampal CA1 did not show any difference relative to HC control (Figure 3C). Similarly, there were no differences in CREST protein levels between HC and OLM-T10 conditions (Figures 3D and 3E). Thus, neither *Crest* mRNA nor CREST protein levels change during memory consolidation, which is supported by our RNA sequencing (RNA-seq) data from Kwapis et al.^28^ This suggests that CREST may be regulated via a post-translational modification mechanism, such as phosphorylation, similar to the phosphorylation of CREB that is required to recruit CBP.^12^

To identify potential sites on CREST that may be subject to post-translational modification, we utilized the PhosphoSite Plus (Cell Signaling) database, where we found that tyrosine consensus sequence motifs for kinases and binding domains derived from *in vivo* and *in vitro* assays), we found that the last 11 amino acid residues spanning the C terminus (which includes the CBP-binding domain) of CREST have conserved consensus binding motifs recognized by SH2-domain family kinases and PTP family phosphatases (based on prediction score) (Figure 3G and Data S1).^42^ We further cross-referenced the CREST peptide sequence with the PhosphoSVM (a non-kinase-specific prediction tool for serine, threonine, and tyrosine residue phosphorylation) database and found that the human Y391 residue was ranked with the highest prediction score among all other candidate targets for phosphorylation.^43^ Thus, we generated point-mutant versions of CREST.

### Manipulation of CREST Y397 has bidirectional effects on hippocampal CA1-dependent LTM and LTP

We generated CREST tyrosine 397 to phenylalanine (Y397F) and CREST tyrosine 397 to aspartic acid (Y397D) point mutants and examined their effects on LTM and LTP (Figures S3A and S3B). We predicted that the Y397F point mutant would impair LTM formation, whereas the Y397D point mutant would enhance LTM formation. Mice were subjected to the OLM task and received bilateral dCA1 infusion of a vector-free *in vivo* transfection reagent (in vivo-JetPEI) complexed to a plasmid expressing the CREST Y397F point mutant at 24 h after habituation (i.e., day 11 of the OLM procedure), followed by 1 day of recovery before proceeding through the OLM behavior (in vivo-jetPEI reagent without DNA delivered as vehicle control [VEH]) (Figure 4A).^44,45^ Both the VEH and the Y397F in vivo-jetPEI transfection conditions successfully habituated to the OLM context, and we observed no differences in total distance traveled throughout days of habituation (Figure S4A). VEH control (VEH-T10) and the Y397F point mutant experimental conditions (Y397F-T10) received threshold training (10 min) on day 14 of OLM behavior. Infusion of Y397F-T10 had no effect on total exploration or DI for threshold training compared with VEH-T10 controls (Figures 4B and 4C). Both groups exhibited comparable total exploration during the test session (Figure 4D). During the retention test, we observed that the Y397F-T10 group showed a significantly decreased DI compared with the VEH-T10 control group (Student’s *t* test: *t*_28_ = 7.76, ****p < 0.0001) (Figure 4E). We also assessed anxiety behavior via open field and elevated plus maze, where we observed that infusion of the CREST Y397F point mutant (Y397F-T10) did not alter anxiety-like behavior compared with VEH-T10 control (Figures S4B and S4C). These results demonstrate that the Y397F point mutation in CREST significantly impairs LTM formation.

In parallel experiments, a CREST Y397D point mutant was delivered bilaterally into the dCA1 in complex with in vivo-jetPEI 3 days prior to OLM subthreshold training (3 min, which we refer to as T3), which is not sufficient for LTM formation (schematic, Figure 4A). Both the VEH-T3 and the Y397D-T3 transfection conditions successfully habituated to the OLM context, and we observed no difference in total distance (Figure S4D). During the subthreshold training session, both the VEH-T3 control and the Y397D-T3 point-mutant conditions had comparable total exploration and displayed no object preference bias (Figures 4F and 4G). During the retention test, we found that, while both groups had comparable total exploration, VEH-T3 controls were not able to acquire LTM (as predicted); however, the Y397D-T3 condition showed a significant preference for the moved object (Student’s *t* test: *t*_25_ = 10.49, ****p < 0.0001) (Figures 4H and 4I). When we examined VEH-T3 and Y397D-T3 groups in open field and elevated plus maze, we observed no differences (Figures S4E and S4F). These results demonstrate that the Y397D point mutation in CREST can enable LTM formation in subthreshold, insufficient learning conditions.

To further examine the role of CREST in memory formation, we used an adeno-associated virus (AAV) approach to overexpress the Y397F or Y397D point mutant in the adult dCA1 and compared with an empty vector (EV) control in two distinct hippocampal-dependent tasks, with either threshold or subthreshold learning period, to assess LTM (Figure S5). First, mice that received dCA1 infusion of AAV-Y397F, AAV-Y397D, or AAV-EV were subjected to the object-based memory updating task (objects in updated locations [OUL]) developed and described by our group in Kwapis et al.^46^ to measure LTM for original information after memory updating (Figure S6A).^46^ Similar to our transfection approach, animals that received the AAV-Y397F infusion condition and a threshold learning training period were significantly impaired in memory updating relative to AAV-EV control (48 h LTM test; DI, Student’s *t* test: *t*_17_ = 2.25, *p < 0.05; Figures S6B–S6D), whereas the animals with infusion of the AAV-Y397D condition were able to facilitate LTM for updated information when exposed only to an insufficient, subthreshold learning period during training, relative to AAV-EV control (48 h LTM test; DI, Student’s *t* test: *t*_18_ = 2.91, **p < 0.01; Figures S6E–S6G). Second, we examined other aspects of hippocampal-dependent memory via contextual fear conditioning, an inherently more stressful learning condition than OLM or OUL, where the AAV-Y397F and AAV-Y397D point-mutant conditions were exposed to either threshold or subthreshold context acquisition protocols (Figure S7A).^47–49^ While the AAV-Y397F point-mutant condition showed impaired LTM for contextual memory, in contrast to our expected outcome, the AAV-Y397D point-mutant also impaired LTM for contextual fear, relative to AAV-EV control (Y397F, one-tailed Student’s *t* test, *t*_17_ = 2.04, *p < 0.05, and Y397D, one-tailed Student’s *t* test, *t*_18_ = 1.96, *p < 0.05; Figures S7B and S7C). This discrepancy will be addressed in the discussion, but together these results further strengthen the importance of the CREST Y397 residue in bidirectional regulation of hippocampal-dependent LTM formation.

To test the effect of CREST Y397 point mutants on synaptic plasticity, we examined LTP in the dCA1 of slices harvested 4 days after in vivo-jetPEI-mediated transfection of the CREST Y397F or Y397D point mutants or VEH experimental conditions. The time course of TBS-induced LTP in hippocampal slices from Y397F, Y397D, and VEH mice showed comparable short-term potentiation during the first 10 min after induction (Figure 4J). Thereafter, we found that hippocampal expression of the CREST Y397F point mutant interfered with the stabilization of late-phase LTP, as fEPSP responses rapidly decayed toward baseline relative to the VEH control condition (Figure 4J).^50–52^ In contrast, recordings in hippocampal slices with expression of the CREST Y397D point mutant showed an overall enhancement in LTP compared with the VEH control condition (Figure 4J). When we examined mean levels of potentiation at 50–60 min following induction, the Y397D-infused group showed significantly enhanced potentiation, while LTP in slices from the Y397F-infused group was significantly impaired relative to VEH slices (one-way ANOVA: *F*_2,34_ = 58.45, ****p < 0.0001) (Figure 4K). Despite the effects of each point-mutant condition on LTP, only one group showed altered baseline synaptic transmission. PPF and input/out curves were comparable between VEH and Y397F; however, the PPF in slices from the Y397D-infused experimental condition were significantly enhanced over VEH at each stimulation interval (Figures 4L–4N). Together, these results demonstrate that manipulation of CREST Y397 bidirectionally affects LTP.

### Profiling of the LTM consolidation window reveals distinct patterns of gene expression associated with CREST Y397

To investigate how the CREST Y397 point mutations affect learning-induced gene expression, we performed bulk RNA-seq and downstream analyses. 

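The expression data are FPKM values from 30 dCA1 libraries, 1 per mouse, with 6 male C57BL/6J mice in each of the 5 experimental conditions. The paper's sample table gives VEH-HC, VEH-T10 and VEH-T3 mice the transfection reagent without DNA, with VEH-HC mice kept in the home cage, and Y397F-T10 and Y397D-T3 mice received a plasmid encoding HA-tagged mouse CREST with the respective point mutation. The authors aligned the reads to mm10 with TopHat and computed FPKM with Cufflinks, which divides by transcript length and by the mapped reads of the library. The table holds 24883 rows named by gene symbol, and all 30 of its value columns were used. The paper names NovaSeq and HiSeq instruments without assigning libraries to them, so the platform could not enter the model. Read totals are not part of the table. Relative depth was therefore estimated from the steps that single fragments leave in 2642 genes with a mean FPKM between 0.005 and 0.1, and it ranged from 0.822 to 1.25 of the median library. Log2(FPKM + 1) of the 13184 genes with a mean FPKM of at least 1 entered limma, with all 30 libraries in a single linear model and empirical Bayes variances that follow expression level. The same 6 VEH-HC libraries serve every comparison with the home cage, and a gene is counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 within its comparison.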

We examined gene expression changes 1 h after either a subthreshold (3 min, T3) or a threshold (10 min, T10) training period from dCA1 tissue (Figure 5A, schematic). 

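Ss18l1, the gene that encodes CREST (chromosome 2: 180042483–180070201), was read first as a check on the condition labels, because both plasmids carry the mouse coding sequence. Its FPKM was 12.3 ± 0.745 in VEH-HC, 12.0 ± 1.18 in VEH-T10, 12.6 ± 0.92 in Y397F-T10, 12.9 ± 1.08 in VEH-T3 and 13.6 ± 0.471 in Y397D-T3 (mean ± SD, n = 6 mice each). The 2-sided exact permutation test gave p = 0.368 for Y397F-T10 against VEH-T10 and p = 0.195 for Y397D-T3 against VEH-T3. Y397D-T3 exceeded VEH-HC by 0.13 log2 (exact permutation p = 0.00866, 0.0606 after Benjamini-Hochberg adjustment over the 7 comparisons). The smallest p that 6 against 6 mice can give is 0.00216. FPKM by gene symbol does not separate plasmid from endogenous transcript, and no rise over the vehicle mice of the same training period was detected for either plasmid. Ss18l1 therefore cannot assign a library to a plasmid. Crebbp, the gene for the CREST partner CBP (chromosome 16: 4081334–4213957), averaged 5.71 ± 0.947 FPKM in VEH-HC, 6.0 ± 0.422 in VEH-T10, 7.07 ± 0.361 in Y397F-T10, 7.67 ± 0.704 in VEH-T3 and 7.32 ± 0.452 in Y397D-T3. In limma Crebbp was higher than VEH-HC in VEH-T3 (log2 fold change 0.38, standard error 0.075, adjusted p = 0.0091, 6 of 6 mice above the VEH-HC median) and in Y397D-T3 (log2 fold change 0.32, standard error 0.075, adjusted p = 0.0103, 6 of 6). Both rises are enlarged by VEH-HC mouse 4, at 3.89 FPKM where the other VEH-HC mice lay between 5.76 and 6.59. The lowest mice of VEH-T3 (6.36 FPKM) and Y397D-T3 (6.48 FPKM) lay below the highest VEH-HC mouse. Between Y397D-T3 and VEH-T3 the Crebbp difference was -0.06 (adjusted p = 0.867, 6 of 6 mice below the VEH-T3 median). The Y397F-T10 mice (6.53 to 7.55 FPKM) all lay above the VEH-T10 mice (5.47 to 6.51 FPKM). Crebbp was not called between these conditions, where limma called 0 genes.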

We compared groups exposed to subthreshold (VEH-T3 and Y397D-T3) and threshold (VEH-T10 and Y397F-T10) training periods to HC controls (VEH-HC) to identify distinct expression profiles that are enhanced (by the CREST Y397D point mutant) or impaired (by the CREST Y397F point mutant) during memory consolidation (Figure S8A). All five experimental conditions have reads alignment rates between 90% and 95%, and each sample has a PHRED base quality score greater than 30, a benchmark for high-quality next-generation sequencing, which is also comparable to our previous RNA-seq studies (Figures S8B and S8C).^28,30,36,53^ The receiver operating characteristic (ROC) curve produced by Cyber-T analysis of this dataset provided an area under the curve (AUC) metric that demonstrates robust model performance (AUC = 0.978) (Figure S8D).^54,55^ Principal-component analysis of log_2_-TMM-normalized counts (*n* = 30 libraries) showed only partial separation of the five experimental groups, with PC1 explaining 41.1% and PC2 10.0% of the total variance (Figure S5E). This modest spread is expected given that the CREST Y397 point mutants alter a limited subset of transcripts, whereas most variance arises from shared hippocampal expression. 

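On log2(FPKM + 1), centred per gene and without scaling, the first 3 components held 31.5%, 19.3% and 8.76% of the variance across the 30 libraries. Leaving out 1 library at a time moved the share of PC1 between 27.9% and 32.9%, and keeping every gene above 0 FPKM in at least 6 libraries gave 30.3%. Differences between the 5 conditions made up 7.07% of the spread along PC1 (permutation p = 0.756), 21.4% along PC2 (p = 0.183) and 35.9% along PC3 (p = 0.0209), each from 100000 permutations of the labels. The Pearson correlation between libraries had a median of 0.98 over the 75 pairs within a condition and 0.977 over the 360 pairs between conditions. PC1 scores fell as the median FPKM of a library rose (n = 30, r = -0.951, rho = -0.946, both permutation p = 1e-05, the smallest that 100000 permutations give, with Benjamini-Hochberg values of 3e-05 and 6e-05 over 6 relations). Without the 2 farthest libraries r was -0.942.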

In this study, we report a comprehensive analysis of this dataset with Cyber-T, but as a comparison, we also provide a brief differential gene expression (DGE) analysis with DESeq2 for each condition relative to HC or training period control, where we found that indeed Cyber-T is a more conservative analysis, which produces already adjusted *p* values through its Bayesian approach (Table S2).^54–56^

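A Cyber-T-style test was also run on the log2 values, with each condition's variance shrunk toward the mean SD of a window of 101 genes of similar expression at a prior weight of 10, and Tukey p values over the 10 pairs of conditions that are not adjusted over genes. Its form was settled after 40 forms had been compared with the counts and p values of the paper's lists, so it is not independent of them. At p under 0.05 it called 435 genes for VEH-T10, 618 for VEH-T3, 424 for Y397F-T10 and 1028 for Y397D-T3 against VEH-HC, of which 82, 368, 99 and 584 were also called by limma. The 3 other forms that the plan left open, run after the values had been seen, called between 193 and 408 genes for VEH-T10. On simulated values with 200 changed genes the Cyber-T-style test made 105 false calls and limma with adjusted p values made 8. They recovered 88% and 82% of the changes of 0.5 log2. The simulated genes varied independently of each other, unlike real ones, so these counts of false calls may not hold for the real libraries. The condition means printed in the paper's supplementary gene lists equal the means of the FPKM columns for every listed gene. Every listed gene that passed the expression filter also had the listed direction in limma. An adjusted p under 0.05 was reached as follows: for VEH-T10, 27 of 183 listed upregulated genes and 45 of 449 downregulated ones; for VEH-T3, 137 of 243 listed upregulated genes and 209 of 473 downregulated ones; for Y397F-T10, 41 of 142 listed upregulated genes and 54 of 370 downregulated ones; for Y397D-T3, 321 of 481 listed upregulated genes and 231 of 809 downregulated ones. Without adjustment the listed upregulated genes at p under 0.05 numbered 123, 202, 130 and 427 in the same order.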

The first question we asked was whether there is a difference in gene expression induced following 10 min (threshold) of training vs. 3 min (subthreshold) of training. As these two training periods have different effects on LTM formation, we predicted large differences in learning-induced gene expression profiles. 

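With limma, 42 genes were higher and 66 lower in VEH-T10 than in VEH-HC, and 294 were higher and 387 lower in VEH-T3. Without adjustment the counts were 602 and 1362 for VEH-T10 and 1027 and 1818 for VEH-T3, where 659 genes in all are expected by chance. The values of all 6 trained mice lay outside the range of the 6 VEH-HC mice for 34 of the 42 raised and 50 of the 66 lowered VEH-T10 genes, and for 76 of 294 and 118 of 387 VEH-T3 genes. Among all tested genes, called or not, this held for 104 raised and 216 lowered in VEH-T10 and 89 and 173 in VEH-T3, where random labels give 0.108% of all genes in a given direction. In a model of the 12 libraries of VEH-T3 and VEH-HC alone no gene reached an adjusted p under 0.05, while the VEH-T10 count rose to 321 with its own 12 libraries. Subtracting each library's median raised the upregulated share from 38.9% to 75.4% for VEH-T10 and from 43.2% to 76.0% for VEH-T3.
The genes described here have the largest fold changes among those with an adjusted p under 0.05 and without overlap between the mice of VEH-T10 and VEH-HC. Cdh24 (chromosome 14: 54631231–54642067) rose from 4.6 ± 0.415 FPKM in VEH-HC to 6.91 ± 1.02 in VEH-T10 (log2 fold change 0.49, standard error 0.104, adjusted p = 0.0243, 6 of 6 mice). Epha6 (chromosome 16: 59641433–60610911) rose from 10.6 ± 2.05 to 15.1 ± 1.65 FPKM (log2 fold change 0.49, standard error 0.122, adjusted p = 0.0498, 6 of 6) and the immediate-early gene Fosb (chromosome 7: 19302696–19310118) from 1.68 ± 0.189 to 2.79 ± 0.675 (log2 fold change 0.48, standard error 0.111, adjusted p = 0.0319, 6 of 6). Slc17a6 (chromosome 7: 51621830–51671126), which is strongly expressed in thalamus, went from 4.38 ± 0.629 to 1.66 ± 0.898 FPKM (log2 fold change -1.07, standard error 0.246, adjusted p = 0.031, 6 of 6 lower). Ctgf, now named Ccn2 (chromosome 10: 24595442–24598683), went from 4.57 ± 0.902 to 1.93 ± 0.345 (log2 fold change -0.92, standard error 0.228, adjusted p = 0.0479, 6 of 6 lower), and Wnt9a (chromosome 11: 59306849–59333552) from 3.69 ± 0.635 to 1.6 ± 0.545 (log2 fold change -0.86, standard error 0.159, adjusted p = 0.0101, 6 of 6 lower).
Among genes with an adjusted p under 0.05 and without overlap between the mice of VEH-T3 and VEH-HC, Epha6 reached 17.6 ± 2.51 FPKM (log2 fold change 0.69, standard error 0.122, adjusted p = 0.00473, 6 of 6 mice) and Hipk2 (chromosome 6: 38687512–38876331) 7.75 ± 0.572 against 4.8 ± 1.81 in VEH-HC (log2 fold change 0.68, standard error 0.173, adjusted p = 0.0241, 6 of 6). The Hipk2 change is enlarged by VEH-HC mouse 4, at 1.24 FPKM where the other VEH-HC mice lay between 5.12 and 6.42. The largest rise among these genes was that of the beta-globin gene Hbb-bs (chromosome 7: 103826523–103827928), at 14.4 ± 12.7 FPKM against 0.0020 (log2 fold change 3.27, standard error 0.832, adjusted p = 0.0244, 6 of 6). Hbb-bs exceeded 1 FPKM in 5 VEH-T3 mice. In VEH-T3 mouse 2 it was 0.0025 FPKM, next to the VEH-HC range of 0.0018 to 0.0022, so the lack of overlap rests on values near 0. It shares most of its sequence with Hbb-b1 and Hbb-b2, so reads can pass between these genes and the Hbb-bs value is uncertain. Their FPKM sum was 709.9 ± 286 in VEH-T3 and 553 ± 133 in VEH-HC (exact permutation p = 0.262, 2-sided). The genes lowered most among them were Dbp (chromosome 7: 45705100–45710203), from 43.8 ± 8.03 to 26.1 ± 3.67 (log2 fold change -0.72, standard error 0.114, adjusted p = 0.0036, 6 of 6 lower), Ciart (chromosome 3: 95878500–95882257), from 6.81 ± 1.68 to 3.82 ± 0.577 (log2 fold change -0.67, standard error 0.133, adjusted p = 0.00899, 6 of 6 lower), and Hpcal1 (chromosome 12: 17690750–17791944), from 31.9 ± 0.934 to 23.1 ± 3.52 (log2 fold change -0.46, standard error 0.125, adjusted p = 0.0325, 6 of 6 lower).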

As shown in Figures 5B and 5C, the VEH-T10 and VEH-T3 control groups (compared with an HC control experimental condition, VEH-HC) had comparable numbers of total differentially expressed genes (DEGs), 822 and 863, respectively (Tables S3 and S4). However, VEH-T10 and VEH-T3 shared only 52 upregulated DEGs (Fisher’s exact test [FET]: false discovery rate [FDR]-adjusted *p* = 0.661) (Figure 5F top; Tables S5, S6, and S7; see Figure S9 for Gene Ontology [GO] analysis). In contrast, there were 285 shared DEGs among the downregulated DEGs between VEH-T10 and VEH-T3 (FET: FDR-adjusted ****p < 0.0001) (Figure 5F, bottom). 

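Of the 42 genes upregulated in VEH-T10 and the 294 upregulated in VEH-T3 in limma, 28 were shared, which is 66.7% of the VEH-T10 genes and 9.52% of the VEH-T3 genes. With all 13184 tested genes as background 0.937 shared genes are expected (one-sided Fisher's exact p = 6.19e-37). With only the 734 genes called in either comparison as background, the p value was 0.000306, or 0.823 after each library's median was subtracted. In that background the genes outside both lists are those called only in the opposite direction. Its p value thus moves with the balance of raised and lowered calls and does not by itself measure sharing. With unadjusted p values the overlap was 369 shared genes. Genes are not independent of each other, and both lists use the same VEH-HC libraries, so these p values overstate the evidence. Of the genes in the paper's own VEH-T10 upregulated list that were tested, 150 of 183 (82.0%) were also higher in VEH-T3 than in VEH-HC, 83 of them at an unadjusted p under 0.05 and 35 at an adjusted p under 0.05. The list was chosen against the same VEH-HC mice, which favours a shared direction here and in the later comparisons of listed genes with VEH-HC. In the direct comparison of VEH-T10 with VEH-T3, 158 of the 183 were higher in VEH-T10, 21 at an unadjusted p under 0.05 and 0 after adjustment.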

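Among downregulated genes limma called 27 in both training periods, of 66 in VEH-T10 and 387 in VEH-T3, where 1.94 are expected against all tested genes (one-sided Fisher's exact p = 1.48e-24). Against the called genes alone the p value was 0.984, or 0.0667 after each library's median was subtracted. That p value too moves with the balance of raised and lowered calls. The shared genes are 40.9% of the VEH-T10 genes. Of the paper's VEH-T10 downregulated list, 443 of 449 tested genes were also lower in VEH-T3 (98.7%), 87 of them at an adjusted p under 0.05. The mean log2(FPKM + 1) of 6 choroid plexus markers was 5.33 ± 0.98 in VEH-HC, 3.09 ± 2.17 in VEH-T10 and 4.33 ± 2.15 in VEH-T3. With the medians subtracted, 10 downregulated genes were shared.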

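At adjusted p under 0.05 no gene was higher in one of VEH-T10 and VEH-T3 and lower in the other, against VEH-HC. At unadjusted p under 0.05, 2 genes were higher in VEH-T3 and lower in VEH-T10, and 0 showed the reverse.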

We also examined overlap in the VEH-T10 and VEH-T3 conditions when DEGs have opposite directions of expression but found as little as a 2–3 gene overlap (Figure S1; Tables S8 and S9). Thus, overall, these two different training periods lead to similar overall numbers of DEGs, but the identity of the genes is mostly different, which supports the different effects these training periods have on LTM formation.

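Compared directly between VEH-T10 and VEH-T3, limma called 0 genes higher and 6 lower, with 481 higher and 594 lower at an unadjusted p under 0.05 where 659 in all are expected by chance. The called genes were lower in VEH-T10, and Rc3h1 (chromosome 1: 160906411–160974976) had the largest change, with 3.69 ± 0.151 FPKM against 4.82 ± 0.304 in VEH-T3 (log2 fold change -0.31, standard error 0.0591, adjusted p = 0.0313, 6 of 6 mice below the VEH-T3 median). Lrrc58 (chromosome 16: 37868400–37888857) measured 10.1 ± 0.811 against 12.4 ± 0.593 (log2 fold change -0.27, standard error 0.0464, adjusted p = 0.0152, 6 of 6) and Rlim (chromosome X: 103957163–103981296) 6.59 ± 0.436 against 8.07 ± 0.714 (log2 fold change -0.26, standard error 0.0482, adjusted p = 0.0313, 6 of 6). Across genes the fold changes of this comparison followed transcript length (rank correlation -0.312) and GC content (0.237). With the trend with length and GC content removed from each library, a step chosen after the values had been seen, the smallest adjusted p among these genes was 0.245 and no gene was called. Across the 13184 genes the fold changes of VEH-T10 and VEH-T3 against VEH-HC correlated with r = 0.664 and rho = 0.64, and 74.2% had the same direction. Genes are not independent replicates, so no p value is given. Part of the correlation comes from the shared VEH-HC mice: with 3 VEH-HC mice used for both, r averaged 0.723 over 20 splits, and with 3 different mice for each it averaged 0.362 (range 0.159 to 0.567).

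**Figure D1:**
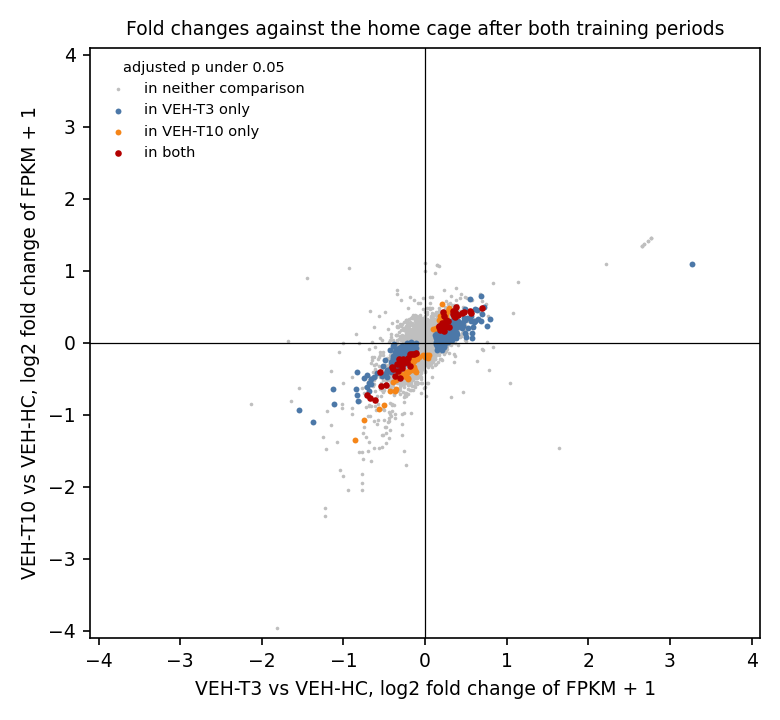
Log2 fold change of FPKM + 1 against VEH-HC for VEH-T3 (x axis) and VEH-T10 (y axis), 1 point per tested gene, coloured by an adjusted p under 0.05 in neither (grey), VEH-T3 only (blue), VEH-T10 only (orange) or both (red). The genes called in both lie in the quadrants of shared direction.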

We then examined the effect of the CREST Y397F point mutant on learning-induced gene expression following a 10 min threshold training period. 

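Against VEH-HC, limma called 62 genes higher and 87 lower in Y397F-T10, with 725 higher and 1507 lower at an unadjusted p under 0.05. The mice of the 2 conditions did not overlap for 33 of the 62 raised and 50 of the 87 lowered genes, and among all tested genes for 73 raised and 164 lowered, where chance gives 0.108% in each direction. Among the called genes without overlap, Epha6 measured 16.5 ± 3.32 FPKM (log2 fold change 0.60, standard error 0.122, adjusted p = 0.0264, 6 of 6 mice higher), Kdm7a (chromosome 6: 39136620–39206773) 8.87 ± 0.479 against 5.81 ± 0.605 in VEH-HC (log2 fold change 0.54, standard error 0.0805, adjusted p = 0.00147, 6 of 6) and Homer1 23.5 ± 2.67 against 16.1 ± 1.15 (log2 fold change 0.51, standard error 0.0763, adjusted p = 0.00147, 6 of 6). Slc17a6 fell to 1.49 ± 0.353 FPKM (log2 fold change -1.12, standard error 0.246, adjusted p = 0.0313, 6 of 6 lower) and Dbp to 25.7 ± 3.3 (log2 fold change -0.73, standard error 0.114, adjusted p = 0.00172, 6 of 6). Cited4 (chromosome 4: 120666563–120667820), from the family of CBP-interacting proteins, fell from 2.08 ± 0.485 to 1.03 ± 0.323 (log2 fold change -0.60, standard error 0.15, adjusted p = 0.0434, 6 of 6). Cited4 was also low without a plasmid, at 0.774 ± 0.326 FPKM in VEH-T10 and 1.05 ± 0.528 in VEH-T3. With the trend with length and GC content removed, a step chosen after the values had been seen, 100 genes were called, 64 of them also called without this step.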

The Y397F-T10 point-mutant condition exhibited a total of 671 DEGs, with 194 being upregulated and 477 being downregulated (Figure 5D; Table S10). 

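In limma VEH-T10 and Y397F-T10 shared 26 of the 42 genes upregulated in VEH-T10 (61.9%), where 0.198 are expected against all tested genes (one-sided Fisher's exact p = 1.05e-52). Against the 201 genes called in either comparison the p value was 2.49e-06. They shared 30 of the 66 downregulated genes (45.5%, expected 0.435, one-sided Fisher's exact p = 6.38e-50, and p = 0.388 against the called genes alone). After each library's median was subtracted, the p values against the called genes were 0.999 for the 39 upregulated and 0.00232 for the 9 downregulated genes then shared. Of the tested genes in the paper's VEH-T10 upregulated list, 165 of 183 were higher in Y397F-T10 than in VEH-HC, 76 at an unadjusted p under 0.05 and 19 after adjustment. Across genes the fold changes of both conditions against VEH-HC correlated with r = 0.814 (rho = 0.731), and with separate VEH-HC mice r averaged 0.468.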

When we compared the up- and downregulated DEGs to the VEH-T10 controls (because the Y397F group received the T10 training period), we observed an overlap of 50 genes that were upregulated (FET: FDR-adjusted *p* = 0.0626) and 313 genes that were downregulated (FET: FDR-adjusted *p* < 0.0001) between VEH-T10 and Y397F-T10 conditions (Figure 5G; Tables S11 and S12; Figure S11 for GO analysis). A within-T10 training period comparison revealed that expression of the Y397F-T10 point mutant can alter expression of 167 DEGs relative to the corresponding VEH-T10 condition (Figure S12A; Table S13). 

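The direct limma comparison of Y397F-T10 with VEH-T10 called 0 genes, and its smallest adjusted p was 0.996. At an unadjusted p under 0.05 it held 498 genes, 256 higher and 242 lower, with 659 expected by chance. The Cyber-T-style test, which does not adjust over genes, called 26 genes. Of the genes the paper lists for this comparison, 30 of 79 upregulated and 61 of 108 downregulated ones had a mean of at least 1 FPKM. Of those tested, 6 and 31 had an unadjusted p under 0.05. Fold changes followed transcript length across genes with a rank correlation of 0.345.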

To understand how the CREST Y397F mutant impairs LTM, we examined which DEGs were upregulated in the VEH-T10 group and were downregulated in the Y397F-T10 group (Figure S12B). 

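Atxn7l1 (chromosome 12: 33146968–33376408) and 4933409K07Rik each occupy several rows of the authors' table, Atxn7l1 2 and 4933409K07Rik 4. In every library one Atxn7l1 row holds most of the signal and the other the rest, and the rows trade places between mice: the first was the higher in 0 of 6 VEH-HC, 3 of 6 VEH-T10, 4 of 6 Y397F-T10, 4 of 6 VEH-T3 and 1 of 6 Y397D-T3 mice. Taken alone, the first row differed from VEH-HC by 0.85 log2 in VEH-T10 (adjusted p = 0.361, 5 of 6 mice higher) and by 1.03 in Y397F-T10 (adjusted p = 0.219, 4 of 6). The second differed by -0.91 in VEH-T10 (adjusted p = 0.327, 4 of 6 lower) and -1.18 in Y397F-T10 (adjusted p = 0.163, 5 of 6 lower). The sum of both was 11.8 ± 0.829 FPKM in VEH-HC, 11.6 ± 1.06 in VEH-T10 and 11.0 ± 1.04 in Y397F-T10. Against VEH-HC the 2-sided exact permutation p of the sum was 0.729 for VEH-T10 and 0.177 for Y397F-T10, and between VEH-T10 and Y397F-T10 it was 0.342. For 4933409K07Rik the sum of its 4 rows was 18.0 ± 0.737 in VEH-HC, 17.8 ± 1.98 in VEH-T10 and 17.6 ± 1.67 in Y397F-T10, with exact p = 0.801 and p = 0.552 against VEH-HC.

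**Figure D2:**
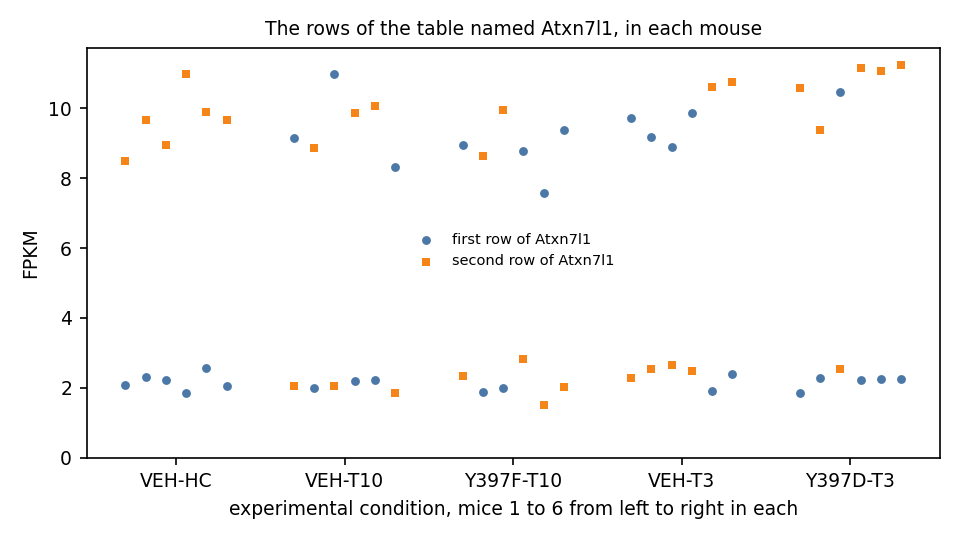
FPKM of the first (circles) and second (squares) Atxn7l1 entry of the authors' table for mice 1 to 6 of each condition, left to right. The upper values lie between 7.58 and 11.2 FPKM, and the entry that takes them changes from mouse to mouse.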

We found only two genes, *Atxn7l1* and gene ID 4933409K07RIK (Table S14). Interestingly, both are associated with human diseases.^57,58^

Next, we examined the effect of the CREST Y397D point mutant following a 3 min subthreshold training period. The Y397D-T3 condition had a total of 1,497 DEGs, with 532 being upregulated and 965 being downregulated (Figure 5E; Table S15). 

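In limma 515 genes were higher and 417 lower in Y397D-T3 than in VEH-HC, of 1358 and 1929 at an unadjusted p under 0.05. Mice of the 2 conditions did not overlap for 274 of the 515 raised and 221 of the 417 lowered genes, and among all tested genes for 330 raised and 398 lowered, where chance gives 0.108% in each direction. A model of the 12 libraries of both conditions alone called 1845 genes. With the choroid plexus score as a covariate, chosen after the values had been seen, the count was 477, 398 of them also called without it. Hbb-bs, uncertain for the reason of shared sequence, had the largest change at 39.8 ± 30.0 FPKM (log2 fold change 4.88, standard error 0.832, adjusted p = 0.00134, 6 of 6 mice higher). The pseudogene Gm12338 (chromosome 11: 75599634–75600231) rose from 7.34 ± 1.13 to 15.8 ± 1.48 (log2 fold change 1.01, standard error 0.239, adjusted p = 0.0112, 6 of 6) and Dok6 (chromosome 18: 89292423–89769540) from 11.9 ± 3.31 to 24.4 ± 4.75 (log2 fold change 1.00, standard error 0.179, adjusted p = 0.00176, 6 of 6). Gpx3 (chromosome 11: 54902854–54910387) fell from 11.2 ± 8.73 to 2.68 ± 0.636 (log2 fold change -1.49, standard error 0.381, adjusted p = 0.0182, 6 of 6 lower). Dcn (chromosome 10: 97479500–97518163), a gene of meninges and fibroblasts, fell from 21.0 ± 3.63 to 9.6 ± 1.59 (log2 fold change -1.06, standard error 0.199, adjusted p = 0.00248, 6 of 6) and Ngb (chromosome 12: 87097531–87102539) from 2.31 ± 1.01 to 0.638 ± 0.182 (log2 fold change -0.97, standard error 0.219, adjusted p = 0.0087, 6 of 6).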

When we compared the Y397D-T3 and VEH-T3 conditions, we observed an overlap of 177 genes that were upregulated (FET: FDR-adjusted ****p < 0.0001) and 339 genes that were downregulated (FET: FDR-adjusted *p* < 0.001) (Figure 5H; Tables S16 and S17; Figure S13 for GO analysis). 

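limma called 201 genes upregulated in both VEH-T3 and Y397D-T3, 68.4% of the VEH-T3 genes, where 11.5 are expected against all tested genes (one-sided Fisher's exact p = 1.95e-225, and p = 7.69e-28 against the 1262 genes called in either comparison). Downregulated in both were 150 genes, 38.8% of the VEH-T3 genes (expected 12.2, one-sided Fisher's exact p = 5.40e-130, and p = 0.00263 against the called genes). After each library's median was subtracted, 58 downregulated genes were shared. Across genes the fold changes correlated with r = 0.757 (rho = 0.735), or 0.494 on average with separate VEH-HC mice for each.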

A within-T3 subthreshold training period comparison revealed that expression of the Y397D-T3 point mutant can alter expression of 416 DEGs relative to the corresponding VEH-T3 condition (Figure S14A; Table S18). 

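In the direct limma comparison of Y397D-T3 with VEH-T3, Tmem263 (chromosome 10: 85102627–85117747) was the only gene with an adjusted p under 0.05. It measured 6.72 ± 0.273 FPKM in Y397D-T3 and 8.1 ± 0.308 in VEH-T3 (log2 fold change -0.24, standard error 0.0409, adjusted p = 0.0383, 6 of 6 mice below the VEH-T3 median). At an unadjusted p under 0.05, 679 genes were higher and 358 lower, with 659 in all expected by chance. The Cyber-T-style test called 79 genes. The fold changes rose with GC content across genes (rank correlation 0.311), and with the trend with length and GC content removed the adjusted p of Tmem263 was 0.366. Of the genes the paper lists for this comparison, 58 of 87 tested upregulated and 52 of 227 tested downregulated genes had an unadjusted p under 0.05.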

To understand how the CREST Y397D mutant transforms subthreshold training into LTM for object location, we examined which DEGs were upregulated in both the VEH-T10 group and the Y397D-T3 point-mutant condition. We found an overlap of 96 genes, which consisted of several immediate-early genes (i.e., *Egr1*, *Homer1*, c-*Fos*, and *Dusp6*) known to be involved in LTM formation (Figure S14B; Table S19).^37,59^ In addition, a past study by Qiu and Ghosh^10^ used cultured neurons and identified the *Grin2b* and c*Fos* genes as physical targets of CREST using chromatin immunoprecipitation (ChIP)-qPCR.^23,37–39^ 

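In limma 39 genes were upregulated in both VEH-T10 and Y397D-T3, 92.9% of the 42 called for VEH-T10, where 1.64 are expected against all tested genes (one-sided Fisher's exact p = 2.99e-52, and p = 1.64e-08 against the 965 called genes). Egr1 (chromosome 18: 34861207–34864956) measured 36.3 ± 3.29 FPKM in VEH-HC, 50.5 ± 2.22 in VEH-T10 (log2 fold change 0.47, adjusted p = 0.0651, 6 of 6 mice higher) and 54.4 ± 10.7 in Y397D-T3 (0.55, adjusted p = 0.0087, 5 of 6). Egr1 also rose in VEH-T3, to 56.1 ± 8.45 (0.61, adjusted p = 0.0104, 6 of 6). Homer1 (chromosome 13: 93303757–93405129) measured 21.9 ± 2.56 in VEH-T10 (log2 fold change 0.42, adjusted p = 0.00959, 6 of 6 mice higher) and 22.1 ± 1.73 in Y397D-T3 (0.44, adjusted p = 0.00159, 6 of 6). Dusp6 (chromosome 10: 99263231–99267489) measured 18.3 ± 0.924 FPKM in VEH-HC, 24.3 ± 1.84 in VEH-T10 (log2 fold change 0.39, adjusted p = 0.0526, 6 of 6 mice higher) and 27.1 ± 4.51 in Y397D-T3 (0.53, adjusted p = 0.00245, 6 of 6). In VEH-T3 Homer1 was 22.4 ± 2.02 (0.45, adjusted p = 0.00393, 6 of 6) and Dusp6 23.9 ± 3.79 (0.35, adjusted p = 0.0367, 5 of 6).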

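Fos (chromosome 12: 85473890–85477274) measured 4.96 ± 1.23 FPKM in VEH-HC, 7.44 ± 0.864 in VEH-T10, 6.42 ± 1.17 in Y397F-T10, 6.73 ± 1.00 in VEH-T3 and 6.93 ± 1.85 in Y397D-T3. Against VEH-HC its log2 fold change in limma was 0.52 for VEH-T10 (adjusted p = 0.0658, 6 of 6 mice higher), 0.32 for Y397F-T10 (0.23, 6 of 6), 0.39 for VEH-T3 (0.0962, 6 of 6) and 0.40 for Y397D-T3 (0.0741, 5 of 6). The direct difference between Y397F-T10 and VEH-T10 was -0.20 (standard error 0.139, adjusted p = 1.00, 4 of 6 mice below the VEH-T10 median). Grin2b (chromosome 6: 135713221–136173615) measured 11.2 ± 3.34 FPKM in VEH-HC, 8.64 ± 3.02 in VEH-T10, 10.9 ± 1.28 in Y397F-T10, 11.6 ± 2.33 in VEH-T3 and 14.3 ± 3.6 in Y397D-T3. Its log2 fold change against VEH-HC was 0.35 in Y397D-T3 (0.268, 5 of 6 higher) and -0.33 in VEH-T10 (0.451, 5 of 6 lower). Between Y397D-T3 and VEH-T3 it differed by 0.27 (adjusted p = 0.756, 5 of 6 higher). The lowest VEH-HC value, 4.76 FPKM in mouse 4, stands apart from the other 5 mice, which lay between 11.2 and 13.7 FPKM. It lowers the VEH-HC mean, which enlarges the rise in Y397D-T3 and reduces the fall in VEH-T10.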

In our dataset, we see a significant upregulation of *Grin2b* (fold change = 1.27, *p* < 0.05) only in the Y397D-T3 condition (Table S15), and *c-Fos* was upregulated in all training period conditions except for the Y397F-T10 pointmutant condition. We also asked the question of whether mutation of CREST Y397 can affect the identity of the DEGs expressed in the T10 and T3 OLM training periods (relative to HC). The Y397F-T10 point-mutant condition recapitulates only 367 of the 822 total DEGs in the control T10 training period (VEH-T10) (Figure S15A; Table S20). 

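In limma 56 of the 108 genes called for VEH-T10 were also called in the same direction for Y397F-T10 (51.9%). Of the paper's VEH-T10 downregulated list, 445 of 449 genes had the same direction in Y397F-T10 as in VEH-T10. The list was chosen against the same VEH-HC mice, which favours a high share even without a shared effect.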

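In Y397D-T3, limma also called 75 of the 108 VEH-T10 genes (69.4%) and 351 of the 681 VEH-T3 genes (51.5%), each in the same direction against VEH-HC. The VEH-T3 condition without a plasmid held 55 of the VEH-T10 genes (50.9%). Y397D-T3 has the longest list of the 4 conditions. Of the paper's VEH-T10 lists, 141 of 183 upregulated and 441 of 449 downregulated genes moved the same way in Y397D-T3, as did 237 of 243 genes of its VEH-T3 upregulated list. These lists too were chosen against the same VEH-HC mice.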

Alternatively, the Y397D-T3 point-mutant condition expressed 497 of the 822 total DEGs of the controls with the T10 training period (VEH-T10) and only 517 of the 863 total DEGs in the control condition with a subthreshold training period (VEH-T3), relative to HC (Figures S15A and S15B; Table S20). Sorting by the VEH-HC, VEH-T10, or VEH-T3 condition did not reveal any distinct gene expression patterns across all conditions (Figures S15C and S15D). However, a comparison of the 497 and 517 DEGs that the Y397D-T3 condition recapitulates within the T10 and T3 training periods, respectively, revealed 279 DEGs that are shared (regardless of direction of expression), which further demonstrates the ability of the Y397D point mutation to transform subthreshold learning periods (Figures S15F and S15G; Table S21).

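Of the 55 genes that limma called with the same direction in VEH-T10 and VEH-T3, 46 were also called in Y397D-T3. Across genes the fold changes of VEH-T10 and Y397D-T3 against VEH-HC correlated with r = 0.726 (rho = 0.634), and 75.2% had the same direction. With separate VEH-HC mice for each condition r averaged 0.472 over the splits. With the unadjusted p values the count of genes called in all 3 conditions was 904.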

To further explore the intersection of learning periods and the CREST Y397D point mutant, we examined a three-way overlap from the RNA-seq data. Figure 6A shows a three-way Venn diagram between the VEH-T10, VEH-T3, and Y397D-T3 groups. This allowed us to determine the genes that are induced with threshold learning (VEH-T10), fail to be induced during subthreshold training (VEH-T3), but are induced by the Y397D point mutant with a subthreshold training period (Y397D-T3). We identified 52 DEGs that are induced by both threshold training (VEH-T10) and the Y397D point mutant following subthreshold training (Y297D-T3) (Figure 6A; Table S22). 

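limma called 13 genes as upregulated in VEH-T10 and Y397D-T3 but not in VEH-T3, where 0.341 are expected (one-sided Fisher's exact p = 1.14e-20). Genes called in VEH-T3 were left out before this test. It thus asks only whether VEH-T10 and Y397D-T3 share calls, and not whether the genes are absent from VEH-T3. Both lists use the same VEH-HC libraries, so the p value overstates the evidence. The alternatives moved this count between 1, with the choroid plexus score as a covariate, and 123, with unadjusted p values. Of the 52 genes listed in the paper, 49 had a mean of at least 1 FPKM. All 49 were higher than VEH-HC in each of the 4 trained conditions, with a median log2 fold change of 0.33 in VEH-T10, 0.22 in VEH-T3, 0.23 in Y397F-T10 and 0.35 in Y397D-T3. In VEH-T3, the condition in which the list requires no call, 33 of the 49 had an unadjusted p under 0.05 and 6 an adjusted p under 0.05. In VEH-T10 these counts were 48 and 14, and in Y397D-T3 48 and 38. Tested directly between VEH-T10 and VEH-T3, all 49 were higher in VEH-T10 by a median of 0.13, 8 had an unadjusted p under 0.05 and none an adjusted p under 0.05, either over all genes (smallest 0.394) or over the list alone (smallest 0.104). Between Y397D-T3 and VEH-T3, all 49 were higher in Y397D-T3 by a median of 0.14, 9 at an unadjusted p under 0.05 and none after adjustment (smallest 0.52 over all genes). The list was chosen on the same libraries, which favours these directions.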

GO analysis of these 52 genes revealed annotation terms associated with several key molecular and cellular mechanisms relevant to synaptic plasticity and memory formation (Figure 6B; Table S23). For example, Figure 6C shows a summary of several genes associated with calcium signaling (represented by *Capb7*, *Plch2*, *Smoc2*, *Hpca*, *Camk1d*, and *Tesc*), known immediate-early genes (represented by *Homer3*, *Egr2*, *Egr4*, *Per2*, and *c-Fos*), and histone isoforms and histone chaperone complexes (represented by *Sirt4*, *Hist2h2aa2*, *Hist1h4j*, *Hist2h4*, and *Zfpm1*). 

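Against VEH-HC, the calcium signaling gene Cabp7 (printed as Capb7, chromosome 11: 4736892–4747179) had a log2 fold change of 0.39 in VEH-T10 (adjusted p = 0.0263, 6 of 6 mice higher) and 0.36 in Y397D-T3 (0.0109, 6 of 6). In the same order, with the adjusted p and the mice above the VEH-HC median in parentheses, Plch2 had 0.31 (0.24, 6 of 6) and 0.29 (0.155, 6 of 6), Smoc2 0.26 (0.127, 6 of 6) and 0.27 (0.0541, 6 of 6), Hpca 0.33 (0.154, 6 of 6) and 0.41 (0.0301, 6 of 6), Camk1d (chromosome 2: 5293457–5714860) 0.24 (0.0309, 6 of 6) and 0.31 (0.00176, 6 of 6) and Tesc 0.34 (0.051, 6 of 6) and 0.27 (0.0534, 6 of 6). Camk1d measured 31.8 ± 1.94 FPKM in VEH-HC, 37.9 ± 3.83 in VEH-T10 and 39.7 ± 2.72 in Y397D-T3, and was also called in VEH-T3 (0.21, adjusted p = 0.0259, 6 of 6) and Y397F-T10 (0.22, adjusted p = 0.0429, 6 of 6). Of the immediate-early genes, Homer3 had 0.38 (0.0577, 6 of 6) and 0.32 (0.0465, 6 of 6), Egr2 0.51 (0.0916, 6 of 6) and 0.52 (0.034, 6 of 6), Egr4 0.35 (0.0637, 6 of 6) and 0.46 (0.00414, 6 of 6) and Per2 (chromosome 1: 91415977–91459351) 0.38 (0.0147, 6 of 6) and 0.44 (0.00134, 6 of 6). Per2 measured 4.7 ± 0.324 FPKM in VEH-HC, 6.4 ± 0.323 in VEH-T10 and 6.74 ± 0.393 in Y397D-T3, and it was also called in VEH-T3 (0.36, adjusted p = 0.0105, 6 of 6) and Y397F-T10 (0.35, adjusted p = 0.0301, 6 of 6). Sirt4 (chromosome 5: 115478006–115490264) had 0.45 (0.0121, 6 of 6) and 0.44 (0.00267, 6 of 6), at 5.37 ± 0.648 FPKM in VEH-HC, 7.68 ± 0.741 in VEH-T10 and 7.67 ± 1.04 in Y397D-T3, and was also called in Y397F-T10 (0.33, adjusted p = 0.0466, 6 of 6) and not in VEH-T3 (0.28, adjusted p = 0.0511, 6 of 6). Zfpm1 had 0.24 (0.273, 6 of 6) and 0.33 (0.0541, 6 of 6). The histone genes belong to families of near-identical copies whose transcripts are largely not polyadenylated, so their values are uncertain: Hist1h4j had 1.06 (0.301, 5 of 6) and 0.81 (0.302, 5 of 6), Hist2h4 0.47 (0.423, 4 of 6) and 0.87 (0.0461, 6 of 6) and Hist2h2aa2, whose row on the paper's list averages under 1 FPKM and takes its test from the model without an expression filter, 0.43 (0.691, 4 of 6) and 0.53 (0.441, 3 of 6).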

The histone category may have been excluded from the GO analysis because these genes are not currently classified within the current DAVID Knowledgebase. We further compared these 52 DEGs to the 179 DEGs that the Y397F-T10 failed to upregulate compared with learning-induced DEGs in the VEH-T10 control condition. This comparison revealed that, among the 52 DEGs that the Y397D-T3 point-mutant condition can facilitate to resemble DEGs from threshold learning (T10), 37 (including Egr2, Histh4j, Homer3, and Hpca, to name a few) overlapped with the 179 DEGs affected by expression of the Y397F point mutant in a T10 period (Figure 6D; Table S24). 

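limma called 8 genes as upregulated in VEH-T10 and Y397D-T3 but in neither VEH-T3 nor Y397F-T10, where 0.214 are expected (one-sided Fisher's exact p = 8.39e-13). This test too leaves out the genes called in VEH-T3 or Y397F-T10 and does not test their absence there. Its p value also overstates the evidence, because the VEH-HC libraries are shared. The alternatives ranged from 1 with the choroid plexus score as a covariate to 87 with unadjusted p values. Of the 37 genes listed in the paper, 34 had a mean of at least 1 FPKM, and all 34 were higher in Y397F-T10 than in VEH-HC, by a median log2 fold change of 0.20, with 16 at an unadjusted p under 0.05 and 1 after adjustment. In VEH-T10 the median was 0.32, with 34 unadjusted and 6 adjusted. Tested directly, all 34 were lower in Y397F-T10 than in VEH-T10, with a median log2 difference of -0.14, 4 at an unadjusted p under 0.05 and none after adjustment (smallest 0.261 within the list). Of all 52 listed genes, 45 of 49 were lower in Y397F-T10 than in VEH-T10 and 4 higher. The lists were chosen on the same libraries, which favours these directions. Between Y397F-T10 and VEH-T10 the difference was -0.11 for Egr2 (chromosome 10: 67534469–67542188, standard error 0.149, 3 of 6 mice below the VEH-T10 median), -0.13 for Homer3 (0.0977, 4 of 6), -0.09 for Hpca (chromosome 4: 129111570–129125919, 0.114, 3 of 6) and -0.48 for Hist1h4j (0.485, 4 of 6), each with an adjusted p of 1.00.

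**Figure D3:**
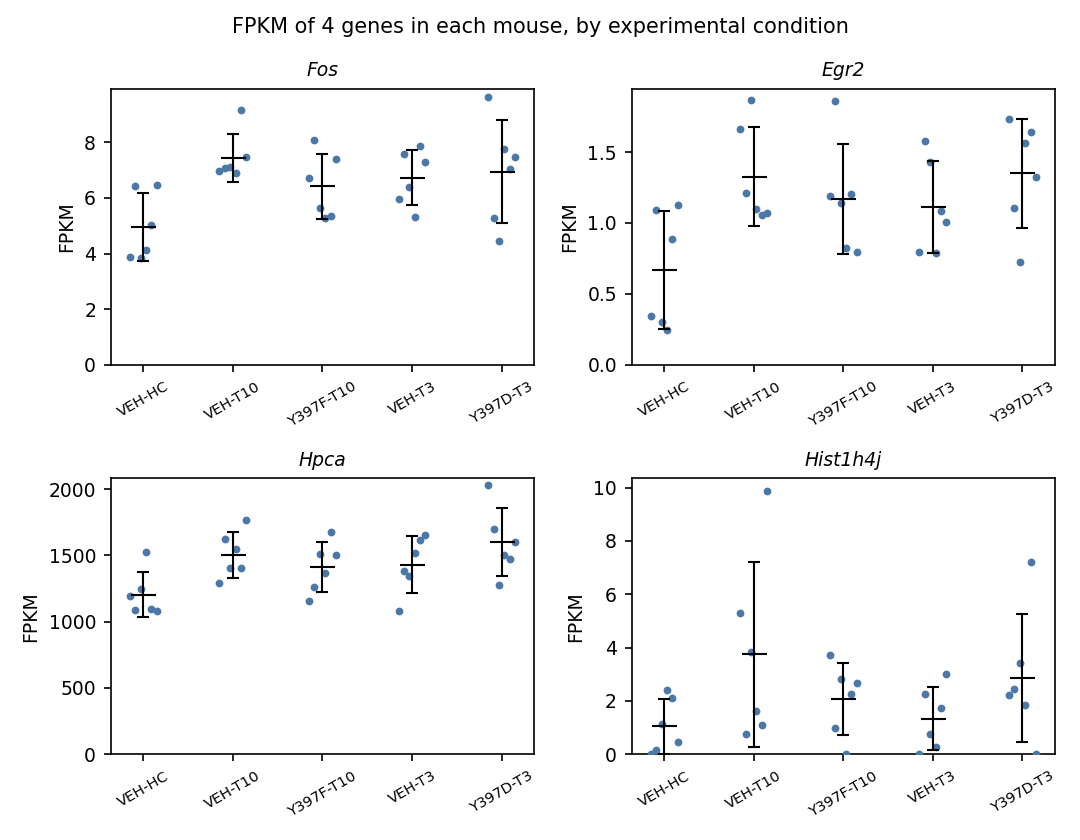
FPKM of Fos, Egr2, Hpca and Hist1h4j in each mouse (points) by condition, with mean ± SD bars. Mean FPKM in VEH-T10 and Y397F-T10 was 1.33 and 1.17 for Egr2, 1506 and 1413 for Hpca, and 3.74 and 2.07 for Hist1h4j.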

To determine if CREST is directly regulating these DEGs, we performed ChIP-qPCR to measure changes in CREST occupancy after an OLM T10 period at the promoter region of c-*Fos*, *Egr2*, *Hpca*, and *H4c11* (aka *Hist1h4j*) (Figures 6E–6H). While CREST binding was highest in the HC condition, we observed only a trend for a learning-induced decrease in CREST occupancy for c-*Fos* (*p* = 0.099), *Egr2* (*p* = 0.12), *Hpca* (*p* = 0.086), and *H4c11* (*p* = 0.060) (Figures 6E–6H). Together, these findings support our underlying hypothesis that the Y397 residue may have a role in facilitating a specific gene expression signature during memory consolidation that supports LTM formation.

### CBP is necessary for Crest Y397D to facilitate memory formation

The Y397 residue is in the small CBP-binding domain of CREST, which suggests that CBP may modulate CREST-dependent effects on LTM. To test this possibility, we expressed the CREST Y397D point mutant in *Cbp^fl/fl^* mice. We first generated a focal deletion of CBP (Figure S16A) in the dCA1, as in our previous study, using AAV-Cre.^27^ Male and female *Cbp^fl/fl^* mice received dCA1 infusion of either AAV-EV (i.e., empty vector, *Cbp^fl/fl^*) or AAV-Cre recombinase (*Cbp^fl/fl^*; Cre) 2 week prior to the start of OLM behavior in a circular chamber with object set B (see experimental timeline in Figure 7A). Both received subthreshold (T3) training (Figures 7B and 7C) to ensure that focal deletion of CBP had no effect on LTM formation, which is important as the subsequent experiment examined the effect of CREST Y397D on transforming subthreshold learning into LTM in a CBP-dependent manner. Throughout habituation and during subthreshold training sessions, animals did not differ in total exploration of objects or DI (Figures 7B and 7C). As predicted, during OLM test sessions AAV-EV- and AAV-Cre-infused *Cbp^fl/fl^* groups had comparable object exploration and DI when provided subthreshold training (Figures 7D and 7E).

After being provided 1 week in HC conditions to allow for a return to behavioral baseline, animals proceeded through a second round of OLM testing in a distinct context and object setting.^28,60,61^ In this second round of OLM testing, both AAV-EV and AAV-Cre groups received bilateral infusion of an in vivo-jetPEI + CREST Y397D transfection complex into the dCA1 24 h after habituation (day 11) (Figure 7F). Following recovery, animals received a subthreshold training period and 24 h retention testing. During habituation and subthreshold training, comparison of *Cbp^fl/fl^*; EV + Y397D and *Cbp^fl/fl^*; Cre + Y397D mice revealed no significant differences in exploration or DIs (Figures 7G and 7H). However, in the retention test session, only *Cbp^fl/fl^*; EV + Y397D showed a significant enhancement in DI relative to *Cbp^fl/fl^*; Cre + Y397D (Student’s *t* test: *t*_24_ = 7.98, ****p < 0.0001) and respective training DI (Student’s *t* test; preplanned paired *t* test, training × test: *t*_20_ = 7.05, ^####^*p* < 0.0001) (Figures 7I, 7J, and S16B–S16E). This effect is conserved in both males and females (no effect of sex × AAV condition interaction, two-way ANOVA: *F*_1,22_ = 0.64, *p* = 0.43) (Figure S16F). In dCA1 tissue isolated 1 h after the end of the OLM test in context A, we detected a significant decrease in *Cbp* expression only in the AAV-Cre infusion condition (Figure S16G) (Student’s *t* test: *t*_12_ = 5.22, ***p < 0.001). Together, these results demonstrate that CBP is necessary for the CREST Y397D point mutant to enable LTM formation following subthreshold learning.

## DISCUSSION

The ability to interact with a nucleosome remodeling enzyme (BRG1) and a HAT (CBP) suggested that CREST may have a central role in epigenetic gene regulation required for long-lasting forms of synaptic plasticity and LTM formation. However, the role of CREST in cognitive function remained unknown. Our initial experiments in this study demonstrated that *Crest* expression (mRNA or protein) does not change during the critical period of consolidation following a learning experience, suggesting that a potential post-translational modification mechanism regulates CREST activity. *In silico* modeling identified a putative phosphorylation site at residue Y397, which is conserved from mouse to human. Although we were unable to verify this phosphorylation using conventional immunoprecipitation-western blot approaches, due to poor available antibodies, or through mass spectrometry, we generated the Y397F and Y397D point mutants to examine their effects on LTP, LTM, and learning-induced gene expression. We found that the Y397D point mutant enhances LTP and enables LTM formation following subthreshold learning, whereas the Y397F point mutant impairs both LTP and LTM. In parallel analysis using the OUL task, we were able to replicate this bidirectional effect of the Y397 point mutants for memory updating with dCA1 AAV overexpression. Contextual fear condition with the AAV approach may have also revealed the detrimental effect of Y397D overexpression, because the condition resulted in a further decrease in freezing below subthreshold control. This can also be further informed by our observation that the expression of the point mutant with the transfection approach resulted in the highest number of DEGs. The Y397 residue is located within the last 9 amino acids of the C terminus, which has been shown to be the minimal binding domain for CBP recruitment.^9^ These results suggest that CREST is regulating learning-induced gene expression via a CBP-dependent manner, and we speculate that the Y397 residue may be a *bona fide* phosphorylation site essential to CBP recruitment, which will be the focus of future investigation.

CBP is a potent HAT that we and others have shown to be necessary for LTP and LTM.^15–17,26,27,32,52,62^ CBP is most well known for its inducible interaction with the transcription factor CREB via the phosphorylation of serine 133 on CREB. Phosphorylation of S133 on CREB is critical for CREB:CBP-mediated gene expression required for LTM formation.^12–14,63^ With regard to CREST, a cell culture study demonstrated that CREST and CBP are physically located (using ChIP-qPCR) on the promoters of *c-Fos* and *Grin2b*.^10^ This raises the possibility that CBP is required for CREST-dependent regulation of memory formation. Indeed, we found that the CREST Y397D point mutant could enable the transformation of subthreshold learning into LTM only in a CBP-dependent manner. Alternatively, the effects we observed with the CREST Y397F point mutant and anti-Crest morpholino on impairing LTM and LTP may point to the availability of CREST or the accessibility to Y397 as rate-limiting factors important for the interaction of CBP and CREST. This result suggests that, similar to CREB, CREST requires CBP for LTM formation. A key open question is whether CREST and CREB interact with CBP simultaneously, independently of each other, or in temporally distinct phases of memory consolidation.

One of the first studies to try to understand how different epigenetic mechanisms are recruited during transcriptional regulation dynamics comes from the yeast field. For example, budding yeast implement a multi-stage, combinatorial coordination of recruiting a nucleosome remodeling complex (SWI/SNF) at gene promoter regions prior to a HAT (SAGA GCN5 adaptor complex) to regulate cell-cycle processes.^64–66^ While insight from the yeast field provides a specific scenario for epigenetic machinery recruitment, CREST in the mammalian brain provides a molecular bridge that may be able to facilitate similar coordinated regulation, by engaging both BRG1 and CBP.^10^ The neuron-specific subunits (CREST, BAF53b, and BAF45b/c) are incorporated into the neuronal BAF nucleosome remodeling (nBAF) complex as neuronal precursor cells differentiate into neurons, and they are indeed essential for that differentiation process.^22,67–69^ We have previously demonstrated that BAF53b is an important subunit of the nBAF complex that is necessary for LTP and LTM.^29–31^ Mutations in most genes whose protein products are part of the nBAF complex have been shown to be associated with human developmental and cognitive disorders. For example, *de novo* mutations in nBAF complex subunit genes are linked to the intellectual disability disorders Coffin-Siris (*BAF250A/B* and *BRG1*), Nicolaides-Baraitser syndrome (*BAF250B*, *BRM*, and *BAF47*), and autism spectrum disorder (*BAF53b*).^70–73^ In humans, more than one-third of cases of ALS show evidence of cognitive impairment, and *de novo* mutations of *CREST* at Ileu123Met and Gln388Stop have been identified in cases.^18–20,74,75^ The localization of these mutations to the BRG1- and CBP-binding domains, respectively, may have a causal link to the disease phenotype. In this study, we demonstrated that CREST has a role in LTP and LTM in the adult mouse brain that is independent of any potential role in development, so our findings provide valuable insight for how we can interpret the significance of a loss of the CBP-binding domain in the Gln388Stop ALS mutation and the possibilities for further exploring the potential of targeted activation of the Y397 site to rescue memory decline with aging.

To begin to understand the role of CREST in regulating learning-induced gene expression that is required for LTM formation, we examined the effects of the CREST mutants on gene expression during memory consolidation. The main comparisons we focused on were how threshold training (10 min) compared with subthreshold training (3 min). A major advantage of the study design for the RNA-seq analysis was the ability to directly compare gene expression during memory consolidation following periods of threshold or subthreshold training. Notably, we observed that, although the 3 min subthreshold and the 10 min threshold training periods induce very similar numbers of DEGs, they share very little overlap gene identity. This may point to more complex aspects of memory consolidation where a longer duration of incidental learning may not necessarily result in a greater number of genes or a proportional accumulation.

To understand how the CREST Y397D point mutant may be facilitating subthreshold training-induced gene expression for LTM, we focused on how it recapitulates the threshold training condition and deviates from the subthreshold training period condition. This specifically revealed gene sets encoding known immediate-early genes, collagen isoforms of the extracellular matrix (ECM) that support synaptic plasticity, several components of the calcium signaling pathway (including the calcium-sensor, *Hpca*), and histone exchange mechanisms.^76–79^ Notably, matrix metalloproteinases (MMPs) that regulate turnover of components of the ECM, including collagen, are elevated with ALS pathology.^80–82^ We detected *Hpca*, a calcium sensor, within our ‘‘calcium ion binding’’ term in the GO analysis, and its role in preventing excitotoxicity in hippocampal neurons expands on the calcium-responsive properties previously described in cell-culture CREST studies.^9,79^

The process of histone exchange and turnover provides another layer of epigenetic regulation whereby nucleosome remodeling complexes, such as SWI/SNF and nBAF, can further affect nucleosome composition to change chromatin structure.^83–88^ Specifically, the turnover of the histone variants H3.3 and H2A.Z is dynamically involved in regulating transcriptional activation, synaptic plasticity, and LTM formation in adult dCA1 neurons both positively and negatively, respectively.^89–92^ In our targeted differential gene expression analysis of DEGs that are enabled by the Y397D-T3 and recapitulate a subset of the VEH-T10 learning-induced genes, we identified a significant increase in expression of genes that encode histone isoforms (i.e., *Hist1h4j, Hist2h2aa2*, and *Hist2h4*).^93^ While these specific histone isoforms have not been previously implicated in memory function in the adult dCA1, a *de novo* heterozygous missense mutation in a lysine residue of HIST1H4J has been linked to intellectual disability disorder and further highlights non-redundant and lack of compensatory function by other histone isoforms.^94^ Furthermore, a role for CREST Y397 regulating nucleosome composition is further supported by the upregulation of *Zfpm1* (i.e., zinc-finger protein, FOG1), which directly interacts with RBBP4 (a chaperone of H3/H4 tetramers) within the chromatin assembly factor-1 (CAF-1) and the HDAC complex NuRD.^95–97^ The bidirectional function of Y397 was further strengthened when we found these key gene signatures transformed by the Y397D point mutant to also be represented among those DEGs that failed to induce in the Y397F point mutant with threshold learning. This provided us with a subset of 37 DEGs that are oppositely regulated by Y397. We also provide evidence that CREST is in fact binding a subset of these genes (e.g., c-*Fos, Egr2, Hpca*, and *H4c11* [aka *Hist1h4j*]). While CREST occupancy at these Y397-regulated DEGs did not change with learning, it is possible that the 1 h post-threshold training time point we used may have missed the more dynamic activity of CREST binding, considering that other transcription factors, such as CREB, can be rapidly phosphorylated within the first 30 min following contextual fear acquisition.^38^ The Y397-regulated DEGs were represented in a recent RNA-seq dataset by Chatterjee et al., who used the CBP^KIX/KIX^ transgenic mouse to uncouple interactions with CREB, where we see *c-Fos, Egr2*, and *Per2*.^26^ This would suggest that at least a subset of the Y397-regulated DEGs are directly regulated via a CREST-CBP interaction. Thus, CREST may have a role in regulating the expression of genes that encode components of mechanisms that affect nucleosome composition in addition to calcium signaling response and synapse function.

In summary, this study demonstrates a role for CREST in synaptic plasticity, memory formation, and the regulation of distinct gene signatures, which further adds to what little we know about it to date. More specifically, the Y397 residue of CREST appears particularly important, as manipulation of this residue has bidirectional effects on LTP and LTM and it may be a putative phosphorylation site. The location of Y397 in the CBP-binding domain of CREST further suggests that CREST functions in a CBP-dependent manner to modulate memory formation, which our data support. This raises intriguing questions regarding the interplay between CREB, CREST, and CBP especially considering the predominant role of CREB/CBP in the learning and memory literature.

### Limitations of the study

The detection of the phosphorylation of Y397 was not possible, and additional time points or further exploration of mass spectrometry methodology is needed. Thus, we can only speculate that Y397 is a phosphorylation site, so we refer to Y397F and Y397D only as point mutants rather than phospho-mutants. While CREST has been previously shown to recruit CBP, further investigation would be necessary to provide sufficient evidence for a CBP mechanism involving Y397 phosphorylation status and CREST-CBP interaction. The scope of this study was limited to a brief glimpse into how CBP is necessary for mediating the ability of the Y397D point mutant to facilitate memory formation, and we cannot make any claims as to when or whether a CREST-CBP interaction is in direct competition with the well-established and essential transcriptional activation that is mediated through CREB-CBP interaction. This study primarily focused on the CREST-CBP interaction independent of the status of the nBAF complex, so it is unclear whether the effects of the Y397 residue involve CREST that is also interacting with BRG1. This study did not test the effects of overexpressing wild-type CREST. As such, we cannot distinguish between the effects of exogenous expression and those of the point mutations.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Requests for further information, resources, and reagents should be directed to and will be fulfilled by the lead contact, Dr. Marcelo A. Wood (). Supplemental information and source data are available for this article.

#### Materials availability

Plasmids generated in this study are deposited at the University of California, Irvine, Center for Neural Circuit Mapping (CNCM) Viral Vector Core Facility (RRID: SCR_025573). All unique/stable reagents generated in this study are available from the lead contact with a completed material transfer agreement.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Mice

Young adult mice were between 2 and 4 months old at the time of testing. All mice were C57BL/6J (Jackson Laboratory, RRID:IMSR_JAX:000664). The previously characterized CBP conditional knockout mice (*Cbp^fl/fl^*,genotyping primers: forward 5’- CTGCTCTACCTAAATTCCCAG-3’ and reverse 5’- GGGGAAATTTTGGCTGGCAAG-3’) (RRID:IMSR_JAX:025178) are maintained on a C57BL/6 background and received Cre recombinase infusion to produce focal CBP deletion.^27,100^ Mice had access to food and water *ad libitum*, and lights were maintained on a 12h light/dark cycle. All behavioral testing was performed during the daytime light cycle between the hours of 8am and noon to account for memory performance oscillations.^101^ Animals were only single-housed prior to the start of behavioral experiments. All experiments were conducted according to US National Institutes of Health guidelines for animal care and use and were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine.

#### Sex as a biological variable

Both male and female vertebrate animals were included as a factor in the experimental design, analyses, and reporting in this study where possible to account for the effect of sex as a biological variable (SABV). This study factored the new SABV National Institute of Health (NIH) initiative to enhance reproducibility, rigor, and transparency.

### METHOD DETAILS

#### Surgery

Mere were anesthetized with isoflurane (induced, 4%; maintained 2%) and mounted on a stereotax (Stoelting, #51730D). Custom injectors (Plastics One) were lowered at a rate of 0.2mm/15sec for bilateral infusion into the dorsal hippocampus (dCA1): AP= −2.0mm, ML= ±1.5mm, DV= −1.5mm; relative to Bregma. Once at DV coordinate, the injector was left in place for 2min prior to beginning infusion.^25,27,28^ Our conditions involved infusing either 1μL of a vivo-morpholino oligo (Control or anti-*Crest*, Gene Tools), AAV-CMV-EV (UC Viral Core), AAV-CMV-Cre (Addgene), AAV1-miniCaMK2-hBG-EV, AAV1-miniCaMK2-hBG-HA-CREST-Y397F or AAV1-miniCaMK2-hBG-HA-CREST-Y397D (UCI Viral Core) per dCA1 hemisphere at a rate of 12μL/hr. For the dCA1 infusion of the in vivo-jetPEI/DNA complexes (Polyplus), each animal received 1.5μL per hemisphere at a rate of 12μL/hr. After complete infusion, the injectors remained in place for an additional 5mins to allow for optimal diffusion before raising by 0.1mm from target DV coordinate for a 1min hold and proceeding to withdrawing at a rate of 0.1mm/15secs. Mice were allowed to recover after surgery before proceeding to behavior testing and closely monitored for distress. AAV infusions were performed 3 weeks prior to behavior testing. Vivo-morpholino and in vivo-jetPEI/DNA complexes were infused 4 days prior to behavior testing.

#### Morpholino, site-directed mutagenesis, *in vivo* transfection and AAV

For vivo-morpholino (VM) oligo infusions, the standard negative control oligo (‘Control’; 5’ -CCTCTTACCTCAGTTACAATTTATA-3’, #PCO-VivoStandardControl-100) and a custom oligo targeting the 5’-UTR of the mouse *Crest* mRNA sequence (‘anti-Crest’; 5’-ACTCAGCCCGTGATCATTGGG-3’) were diluted in sterile water to a final working concentration of 5μM. For generating CREST point-mutants, a plasmid encoding the mouse *Crest* with a N-terminus HA-tag under the regulation of the miniCaMK2 promoter (Viral Core, UCI Center for Neural Circuit Mapping) was used with the GeneArt Site-Directed Mutagenesis system (ThermoFisher Scientific, #A13282) and NEBuilder HiFi DNA Assembly Master mix (NEB, #E2621S). The following primers were used to generate the point mutants: CREST-Y397F (forward: 5’- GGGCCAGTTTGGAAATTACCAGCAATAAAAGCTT-3’, reverse: 5’- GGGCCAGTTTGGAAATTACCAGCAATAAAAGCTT-3’) and CREST-Y397D (forward: 5’- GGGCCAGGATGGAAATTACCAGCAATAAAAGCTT-3’; reverse: 5’- TTTCCATCCTGGCCCTGTTCATAGCC-3’) (Figures S3A and S3B). *In vivo* transfection was carried out with the in vivo-jetPEI reagent kit (Polyplus, #101000040) prepared and optimized according to the manufacturer’s and previously established protocol recommends.^44,45^ Briefly, 20μg of DNA plasmid (endotoxin free and suspended in sterile water) encoding a CREST Y397 point-mutant was diluted in 10% sterile glucose and 3.2μL of in vivo-jetPEI polymer reagent (i.e., 0.16μL/μg of DNA, N/P=8) to prepare a 60μL injection master mix in a final 5% glucose that was incubated for 15min at RT to form JetPEI/Plasmid complexes prior to dCA1 infusion. The AAV1-CMV-Cre (titer: ≥1x10^13^ vg/mL, Addgene viral prep # 105537-AAV1, was a gift from Dr. James M. Wilson). AAV1-miniCaMK2-hBG-EV (empty vector control, titer: 8.88x10^13^ gc/mL), AAV1-miniCaMK2-hBG-HA-CREST-Y397F (1.72x10^13^ gc/mL), AAV1-miniCaMK2-hBG-HA-CREST-Y397D (2.24x10^13^ gc/mL) and AAV-CMV-EV (≥1x10^13^ vg/mL) were made at the University of California, Irvine Center by the Neural Circuit Mapping Viral Production Facility.

#### Open field and object location memory task

The function of dCA1 is particularly essential for processes of long-term memory formation, including encoding, consolidation and retrieval.^24,25,27,29,30^ For examining hippocampal-dependent memory formation, we used the well characterized object location memory (OLM) task.^24,28,60,61,102–104^ Briefly, mice received 5 days of handling (2mins/day) followed by habituation to the OLM chamber context (32cm (l) x 32cm (w) x 31cm(h)) for 5 consecutive days (5mins/day). Either on the 5^th^ or on a 6^th^ day (following recovery from surgical procedures) of habituation zones defined as edges and center of the OLM context field were designated in the ANY-maze software (Stoelting, #6000) and used to track time in zone and reported as percentage of time. The day after the end of habituation mice received either a threshold (10min) or sub-threshold (3min) training session that consisted of free access to explore two identical objects (100mL Pyrex beakers weighted with quickset cement, ThermoFisher Scientific, Fisher: cat# 02-540H). During the retention testing session for long-term memory formation (24hrs after training session), the mice were given access to explore the OLM chamber context for 5mins with one of the identical objects displaced from the training position to a distal novel location. For all OLM task sessions, the ANY-maze tracking software 4.99 (Stoelting Co.) was used to collect videos and tracking data. A multi-timer was used to score exploration of each object during the session based on defined criteria described in Vogel-Ciernia et al.^60^ In addition to reporting total exploration (*t*) and distance travelled, we also report exploration preference for objects in a familiar or novel location based on video scoring to obtain a discrimination index (DI = (*t*_novel_ – *t*_familiar_) / (*t*_novel_ + *t*_familiar_) x 100%). Based on training session, mice that showed a preference for one object (DI > ±20) were removed from the study. A DI of 0 indicates equal preference for the two objects. A DI higher than 25 in the 5min retention test session is considered as a significant preference for the moved object and successful acquisition of long-term memory formation for object location. A second OLM context (defined as ‘Context B’) consisted of a modified 5-gallon round bucket (24.5cm (h) x 27.5cm (d)), weighted square glass candle holders (7.6cm x 7.6cm x 7.6cm), floor bedding distinct to Context A and a peppermint oil (0.1%) scent. When the same mice received multiple behavior task testing, they were proved 7 days of recovery in the colony facility (with refreshed housing material and bedding) immediately following the end of OLM Context B testing and prior to starting OLM Context A testing based on previously established behavioral protocol recommendations.^30,60^ All experimental condition assigned to animals are kept blind throughout behavior for experimenters as well as during scoring of exploration preferences.

#### Elevated plus maze

At 24hrs after the OLM test session, mice were examined for retention of anxiety-like behavior on the plus maze.^28,34,36^ The apparatus consists of two open arms (30 × 5 cm), two enclosed arms (30 × 5 × 15 cm), and a center platform (5 × 5 cm) at the intersection and an overall height of 40cm above the floor. The mice receive a 5min session (starting in the center platform) 24hrs after the end of the OLM test session with ANY-maze recording and data acquisition of time used to calculate percentage of time spent in enclosed versus open arms (i.e., zone). The apparatus was cleaned with 70% ethanol between each mouse.

#### Contextual fear conditioning (CFC)

For contextual fear conditioning, 1 wk after the end of OUL 48 hr LTM test, mice received a single 3 min acquisition session with 2 min and 28 secs of context exposure prior to a 2 sec foot-shock with an intensity for either a threshold (0.70 mA), which produces robust long-term memory formation, or a subthreshold (0.35mA) training protocol.^27,30,36,48^ Animals remained in the context for 30 secs post-shock before being removed from the conditioning chambers. The following day, animals were re-exposed to the original context for a 6 min test session (without a foot-shock) where freezing behavior provided an index for fear based on prior memory formation for the context-shock association.^49,105^ Video Freeze software (version 3.0.0.0, MedAssociates) was used to automatically collect and score animal freezing.

#### Objects in updated locations (OUL) task

The OUL task was carried out as previously described in Kwapis et al.^46^ Briefly, mice were provided with 5 days of handling (2min/day) and 6 days of habituation in the white open field OUL context chambers (60.96 x 45.72 x 26.67-cm). After habituation, animals were trained with two identical objects (C1 and C2) for a single threshold (10min) or subthreshold (3min) session in the habituation context. The following day, mice received a 10min or 3min 24hr LTM test (Update session) during which object C2 is replace by C3 in the new location for memory updating. Finally, mice were given a 48hr LTM test (Update test) where objects C1-3 are reintroduced along with object C4 in a novel location. Memory for the original information is calculated by with the exploration for object A4 and A1 with the following formula: (A4−A1)/(A4+A1) * 100). The ANY-maze tracking software 4.99 (Stoelting Co.) was used to collect videos and tracking data and a multi-timer was used to score videos to log total exploration of each object.

#### Immunohistochemistry

Mice were administered an intraperitoneal standard dose of 50 mg/kg of sodium pentobarbital (stock concentration = 60 mg/ml, Sigma Aldrich, #P3761) for transcardiac perfusion with saline followed by 4% paraformaldehyde (PFA) prior to harvesting whole brain for post-fixation (24hrs) and cryopreservation in 30% sucrose (48hrs). Then, brains were flash frozen and sliced at 40μm on a cryostat (Epredia HM525 NX cryostat, Fisher Scientific #95-664-0EC70) and placed into PBS for subsequent free-floating immunohistochemistry previously described in Harris et.^106^ Briefly, brain sections were wash with PBS (4 × 10 min), permeabilized with 0.5% Triton X-100 in PBS (1 h), incubated with a blocking solution (5% Normal Goat serum (NGS), 0.5% bovine serum albumin (BSA), and 0.1% Triton X-1000 in PBS) for 1 h at room temperature (RT, with shaking). Then, slices were incubated overnight at RT (with shaking) with blocking solution supplemented with antibodies to probe for CREST (Rabbit, Proteintech, #12439-1-AP,1:300), NeuN (mouse, Abcam, ab104224, 1:250) or anti-HA tag (rabbit, Cell Signaling, #3724S). The following day, sections were washed in PBS (4 × 10 min), incubated with secondary antibodies (goat anti-rabbit Alexa Fluor 568, 1:500, A-11011; goat anti-mouse Alexa Fluor 488, 1:500, A-11008; ThermoFisher Scientific) in 0.1% Triton X-100 in PBS for 24 h at 4°C (with shaking), and washed in PBS (2 x 10min). Finally, the sections were counterstained with DAPI (1:10,000, Life Technologies; #D3571) for 15min at RT with shaking, washed in PBS (4 × 10 min), mounted onto Fisher Plus slides (Fisher Scientific, #12-550-15), and coverslipped with Aqua-Poly/Mount (Polysciences, # 18606-20). Images were acquired with a Leica TCS Sp8 confocal microscope under non-saturating conditions and processed with ImageJ (RRID:SCR_003070) or LAS X (Leica) to adjust channel colors, brightness, and contrast and applied to all experimental conditions. Low magnification micrographs were collected as a tilescan with a 10x objective at a single z-plane. High magnification micrographs were collected as z-stacks with either a 20x oil objective at 1.04 μm/z-step with 10 z-steps or a 63x oil objective at 0.43 μm/z-step with 47 z-steps and shown as a Maximum Intensity Projection processed in LAS X (Leica, RRID:SCR_013673). Conditions were compared within each slide and all images were acquired with the same gain/intensity. Pseudo-coloring for merged channels was used when possible to produce color-safe images and the same brightness and contrast settings are applied across experimental conditions for representative micrographs. Scale bars are included and described in figure legends. To examine CREST knockdown with the morpholino approach we used an intra-sample comparison analysis such that mice received unilateral infusion of the anti-Crest morpholino in one hemisphere and the standard negative control morpholino in the contralateral hemisphere. Tilescans were collected for 3 slices per animal (N=7) with a 10x objective.

The following alternative protocol was used for immunostaining of CBP (Rabbit, 1:500, Proteintech, 22277-1-AP) or CREST (Rabbit, 1:300, Proteintech, 12439-1-AP). Brains were flash frozen in isopentane, then sliced into 20-μm- thick sections around the injection site. After slide mounting, tissue was fixed in 4% PFA, followed by incubation in 10% NGS and 0.5% Triton-X in PBS. Primary antibody was diluted in 1% BSA in PBS and incubated overnight at 4°C. The tissue was washed with PBS and then incubated for 1 hour at room temperature in secondary antibody (1:500, Invitrogen AB_143157), followed by DAPI counterstaining (1:10,000). After mounting, slides were imaged using a Leica TCS SP8 confocal microscope at 20X and processed using ImageJ software. Conditions were compared within each slide and all images were acquired with the same gain/intensity. See key resources table.

#### Immunoblotting

To detect CREST protein expression, the dCA1 was collected 4days post-infusion (anti-Crest morpholino) (Figures 1A and 1B) and 1hr after the end of the OLM training period (i.e., molecular window of memory consolidation) (Figure 3D) (HC v. OLM-T10) (refer to Data S1 files for original immunoblot images).^27,28,36^ Hippocampal dissections were homogenized with a pestle in a mixture of Halt Protease Inhibitor (ThermoFisher, 87786) diluted to 1X in RIPA (Boston BioProducts, BP-115). Total protein lysate concentrations were determined with a Bradford assay (Bio-Rad, #5000005). A mixture of 60μg of total protein, NuPAGE LDS Sample Buffer (4x) (Invitrogen, #NP0007), Reducing buffer (10x) (Invitrogen, #NP0009) was prepared per sample replicates and denatured at 100° for 10min before loading to each lane of a 10% Bis-Tris NuPAGE (Invitrogen, #NP0301) precast gel. Gels ran for 20 minutes at 120V, then for 50 min at 200V, followed transfer onto a PVDF membrane (Millipore, #IPFL00010) at 35V at 4°C for 1hr using the XCell SureLock Mini-Cell and XCell II Blot Module system (Invitrogen, #EI0002). Then, the membranes were incubated for 1hr blocking buffer (5% BSA in TBS-Tween 0.1%), followed by primary antibodies diluted in blocking buffer (rabbit anti-Crest 1:3000, Proteintech, #12439-1-AP; mouse anti-GAPDH 1:800, Santa Cruz, #sc32233) incubation overnight at 4°C. The following day the membranes were washed in 0.1% TBS-Tween and followed with incubation in secondary antibodies (1:15,000 mouse anti-Rabbit 680LC, Li-COR, #926-68021; 1:15,000 goat anti-mouse 800CW, Li-COR, #926-32210) diluted in blocking buffer and a series of final washes in 0.1% TBS-Tween. Membranes were scanned with the Odyssey 2800 imager and protein expression was analyzed with Image Studio Lite (v3.1) (Li-COR). See key resources table.

#### RTq-PCR

Quantitative real-time RT-PCR was performed to examine the expression of *cFos, Crest, Cbp* and *Hprt* (reference gene). The dorsal hippocampus (dCA1) tissue was rapidly dissected for RNA isolation using the RNeasy minikit (Qiagen, #74104), including on-column DNase treatment with the RNase-Free DNase Set (Qiagen, #79256). The cDNA was generated using 100ng of total RNA with the High-Capacity cDNA Reverse Transcription Kit with RNase inhibitor (Thermo Fisher, #4374966). The primers and probe sets were derived from the Roche Universal Probe Library or the Integrated DNA Technologies PrimerQuest Tool and PrimeTime qPCR Probe Assay and designed to be exon-exon spanning (see Table S1 for primer and probe sequences) and multiplexed in the Roche Light-Cycle 480 II machine (Roche, LightCycler480 software version 1.5.1.62 SP3). All values were normalized to *Hprt* expression. Data analyses and statistics were conducted using the Roche proprietary algorithm based on the Pfaffl method.^107^

#### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed using dorsal hippocampus tissue and was processed as described in the Millipore EZ Magna ChIP kit protocol.^28,36,48^ Briefly, tissue was cross-linked in 1% formaldehyde, subjected to a cell lysis step followed by nuclear lysis. Sonication was performed on ice, using a hand-held sonicator (Fisher Scientific, Sonic Dismembrator Model 100) with 5X, 20’’ second pulses with at least one minute off in between. 50 microliters of chromatin (equivalent to 1/8 of the total) was used per IP. 4μg of anti-Crest antibody (Proteintech, Cat# 12439-1-AP) or 4μg of anti-rabbit IgG (Proteintech, cat# 30000-0-AP) was used for IPs. After washing, chromatin was eluted in the presence of Proteinase K followed by column purification of the DNA (Qiagen, QIAquick PCR Purification Kit, cat #28106). Primer sequences for *Egr2, c-Fos, Hpca* and *H4c11* (aka, *Hist1h4j*) that were used for PCR are provided in Table S1. Percent input was calculated as 100*AE ^(Ct(Input)- Ct(IP)).

#### RNA sequencing and alignment

To examine learning-induced gene expression changes during memory consolidation, we expressed the Y397F (null, blue), Y397D (mimic, green) or vehicle control (VEH, jetPEI only, orange and purple) in the dCA1 and subjected adult mice to either a subthreshold or threshold OLM training period (Figure 5A). The dCA1 tissue was harvested from n=6 male mice/experimental condition 1hr after the end of the training period and snap frozen. Mice assigned as home-cage controls only received handling prior to dCA1 collection. This RNA-seq experiment consisted of a total of 30 samples and 5 distinct experimental conditions collected only from male adult C57BL/6J mice. Total RNA was isolated from frozen hippocampi with the RNAeasy Plus mini kit (Qiagen, #74104). A RNA integrity number (RIN) was measured for each sample with the Qubit RNA HS assay kit (Invitrogen, Q32852), and only samples with a RIN ≥ 7.0 were included for submission to Novogene (Sacramento, CA) for cDNA synthesis, amplification, library construction, and sequencing using the Illumina NovaSeq and HiSeq platforms with paired-end 150bp (PE150) sequencing. The RNA-seq analysis was conducted using the Tuxedo pipeline. Tophat was used for alignment, and Cufflinks was used for assembly and expression level computation.^98,99^ Tophat aligned the RNA-seq reads against the mm10 reference genome and its transcriptome.^98^ Then, Cufflinks assembled the aligned reads to get the gene expression levels, with the output being fragments per kilobase of the exon model per million reads mapped (FPKM).^108^ The quality of sequences was evaluated using the mean PHRED quality scores for each replicate produced in real-time during the base-calling step of the sequencing run.

#### Differential gene expression

The differential analysis was performed by Cyber-T, using the ANOVA mode, which considers all conditions simultaneously.^55,109^ Cyber-T corrects naive p-values by employing an adjustable window of genes with similar expression levels and an adjustable background-strength parameter, deriving posterior distributions and more accurate standard deviation estimates. Following this, the genes were sorted by their corrected p-value, and analysis was confined to genes with a p-value of < 0.05. Cyber-T also produces a receiver operating characteristic (ROC) curve with an area under the curve (AUC) metric. As shown in supplementary Figure S8D, our analysis achieved an AUC of 0.978, a promising result for this type of biological experiment.

For completeness, we also performed the differential analyses using DESeq2.^56^ The list of genes identified by DESeq2 with a p-value < 0.05 is provided in supplementary Table S2. Although most Cyber-T DEGs are present in the DESeq2 output, DESeq2 identified additional genes, indicating that Cyber-T adopts a more conservative approach in assigning p-values. Specifically, between 64% and 77% of the Cyber-T DEGs in comparisons of Y397F-T10, Y397D-T3, Veh-T3, and Veh-T10 versus Veh-HC were also identified by DESeq2.

Volcano plots show DEGs for each comparison, where scattered points represent genes: the x-axis is the fold change, while the y-axis is the −log10(p-value). Colored dots refer to genes with a p-value < 0.05 generated by Cyber-T.^55^ Heatmaps display the numbers of DEGs and the magnitude of log2(fold-change) within each comparison. Gene ontology analysis was conducted using the DAVID Knowledgebase (v2023q4, NIH DAVID Bioinformatics), and the unadjusted p-values from the EASE score (DAVID’s modified Fisher’s Exact test) are used to report gene-enrichment in annotation terms.^110–113^

#### Hippocampal slice preparation and recording

Hippocampal slices were prepared from male WT mice (approximately 3 months of age). Following isoflurane anesthesia, mice were decapitated, and the brain was quickly removed and submerged in ice-cold, oxygenated dissection medium containing (in mM): 124 NaCl, 3 KCl, 1.25 KH2PO4, 5 MgSO4, 0 CaCl2, 26 NaHCO3, and 10 glucose. Coronal hippocampal slices (320 μm) were prepared using a Leica vibrating tissue slicer (Model: VT1000S) before being transferred to an interface recording containing preheated artificial cerebrospinal fluid (aCSF) of the following composition (in mM): 124 NaCl, 3 KCl, 1.25 KH2PO4, 1.5 MgSO4, 2.5 CaCl2, 26 NaHCO3, and 10 glucose and maintained at 31 ± 10C. Slices were continuously perfused with this solution at a rate of 1.75-2 ml/min while the surface of the slices were exposed to warm, humidified 95% O2 / 5% CO2. Recordings began following at least 2 hours of incubation.

Field excitatory postsynaptic potentials (fEPSPs) were recorded from CA1b stratum radiatum using a single glass pipette filled with 2M NaCl (2-3 MΩ) in response to orthodromic stimulation (twisted nichrome wire, 65 μm diameter) of Schaffer collateral-commissural projections in CA1 stratum radiatum. Pulses were administered at 0.05 Hz using a current that elicited a 50% maximal response. Paired-pulse facilitation was measured at 40, 100, and 200 sec intervals prior to setting baseline. After establishing a 20 min stable baseline, long-term potentiation (LTP) was induced by delivering 5 ‘theta’ bursts, with each burst consisting of four pulses at 100 Hz and the bursts themselves separated by 200 msec (i.e., theta burst stimulation or TBS). The stimulation intensity was not increased during TBS. Data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst Corp., Irvine, CA) and stored on a disk.

Data in the text are presented as means ± SD, while in the figures as mean ± SEM. The fEPSP slope was measured at 10–90% fall of the slope and data in figures on LTP were normalized to the last 20 min of baseline. Electrophysiological measures were analyzed using a 2-way ANOVA unless otherwise specified in the text and the level of significance was set at p ≤ 0.05.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical analyses were performed as stated in the main text and figure legends using Prism v10.0.2 (GraphPad). The quantification of immunoblots was performed using Licor Image Studio Lite (Version 3.1; RRID:SCR_013715) to collect band signal (i.e., Signal = Total Intensity - (Background Intensity x Area)) and reported as normalized values relative to a housekeeping protein (i.e., GAPDH) and the control condition. The quantification of fluorescence intensity from immunohistochemistry staining was performed using a defined area with the ImageJ (RRID:SCR_003070) Region of Interest (ROI) feature to sample the dCA1 brain region in all biological replicates for each experimental condition and reported as integrated density relative to the internal control condition in the contralateral brain hemisphere. The statistical methods used, including sample size, are based on previously published work with no additional methods to predetermine sample size, but we followed what is routinely reported in the field and reported it for each figure in the corresponding figure legend. The data distribution was assumed as normal, with similar variance among sample groups without any formal testing. All two-group comparisons were analyzed by two-tailed Student’s t-test, except for the quantitative analysis of immunohistochemistry fluorescence signal which used a two-tailed paired-Student’s t-test. When two independent factors were compared (i.e., treatment and session), data were analyzed with two-way ANOVAs with Sidak’s post-hoc test for multiple comparisons. All statistical analyses are two-tailed, unless otherwise stated in figure legends, with α value set to 0.05 and a p-value less than α required for statistical significance (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001). The error bars in all figures represent Standard error of the mean (SEM). For all experiments, any sample values with a ± 2-standard deviations from the group mean were defined as outliers and excluded from data plots. Statistical analyses of LTP data used number of slices *in lieu* of number of animals as replicate data points.

FET was used to assess the significance of the intersection between pairs and groups of gene sets, which were identified based on their expression profiles across different conditions. This test is particularly suited for small sample sizes. The test compares the observed distribution of genes across conditions to what would be expected by chance, providing a p-value indicative of the likelihood of observing such an overlap if no actual association exists. For each comparison, we constructed 2x2 contingency tables containing the number of genes exclusively expressed in one condition, exclusively in another, shared between conditions, and not observed in either condition. These counts were then input into the FET to compute the p-value, reflecting the probability that the observed overlap (or greater) could occur under the null hypothesis of no association. We performed two versions of the test with a different number of background genes (not observed in either condition) and we report both results. Background1 contains all the genes with low expression values (<1) in the FPKM table, which resulted in 14434 genes. Background2 contains all the DEGs from both conditions. Given the multiple comparisons inherent in differential gene expression analysis, we applied a False Discovery Rate (FDR) Benjamini-Hochberg (BH) procedure to the p-values obtained from FET. For each set of comparisons, p-values from FET were collated and subjected to the BH procedure (Table S6). *Implementation Details*: The statistical analyses were implemented in Python, utilizing libraries such as Pandas for data manipulation, StatsModels for FDR correction, and SciPy for conducting Fisher’s Exact Test.

## Supplementary Material

Figures_S1-S16

Data_S1

Table_S1

Table_S2

Table_S3

Table_S4

Table_S5

Table_S6

Table_S7

Table_S8

Table_S9

Table_S10

Table_S11

Table_S12

Table_S13

Table_S14

Table_S15

Table_S16

Table_S17

Table_S18

Table_S19

Table_S20

Table_S21

Table_S22

Table_S23

Table_S24

Data_S2

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2026.117158.

## Figures and Tables

**Figure 1.**
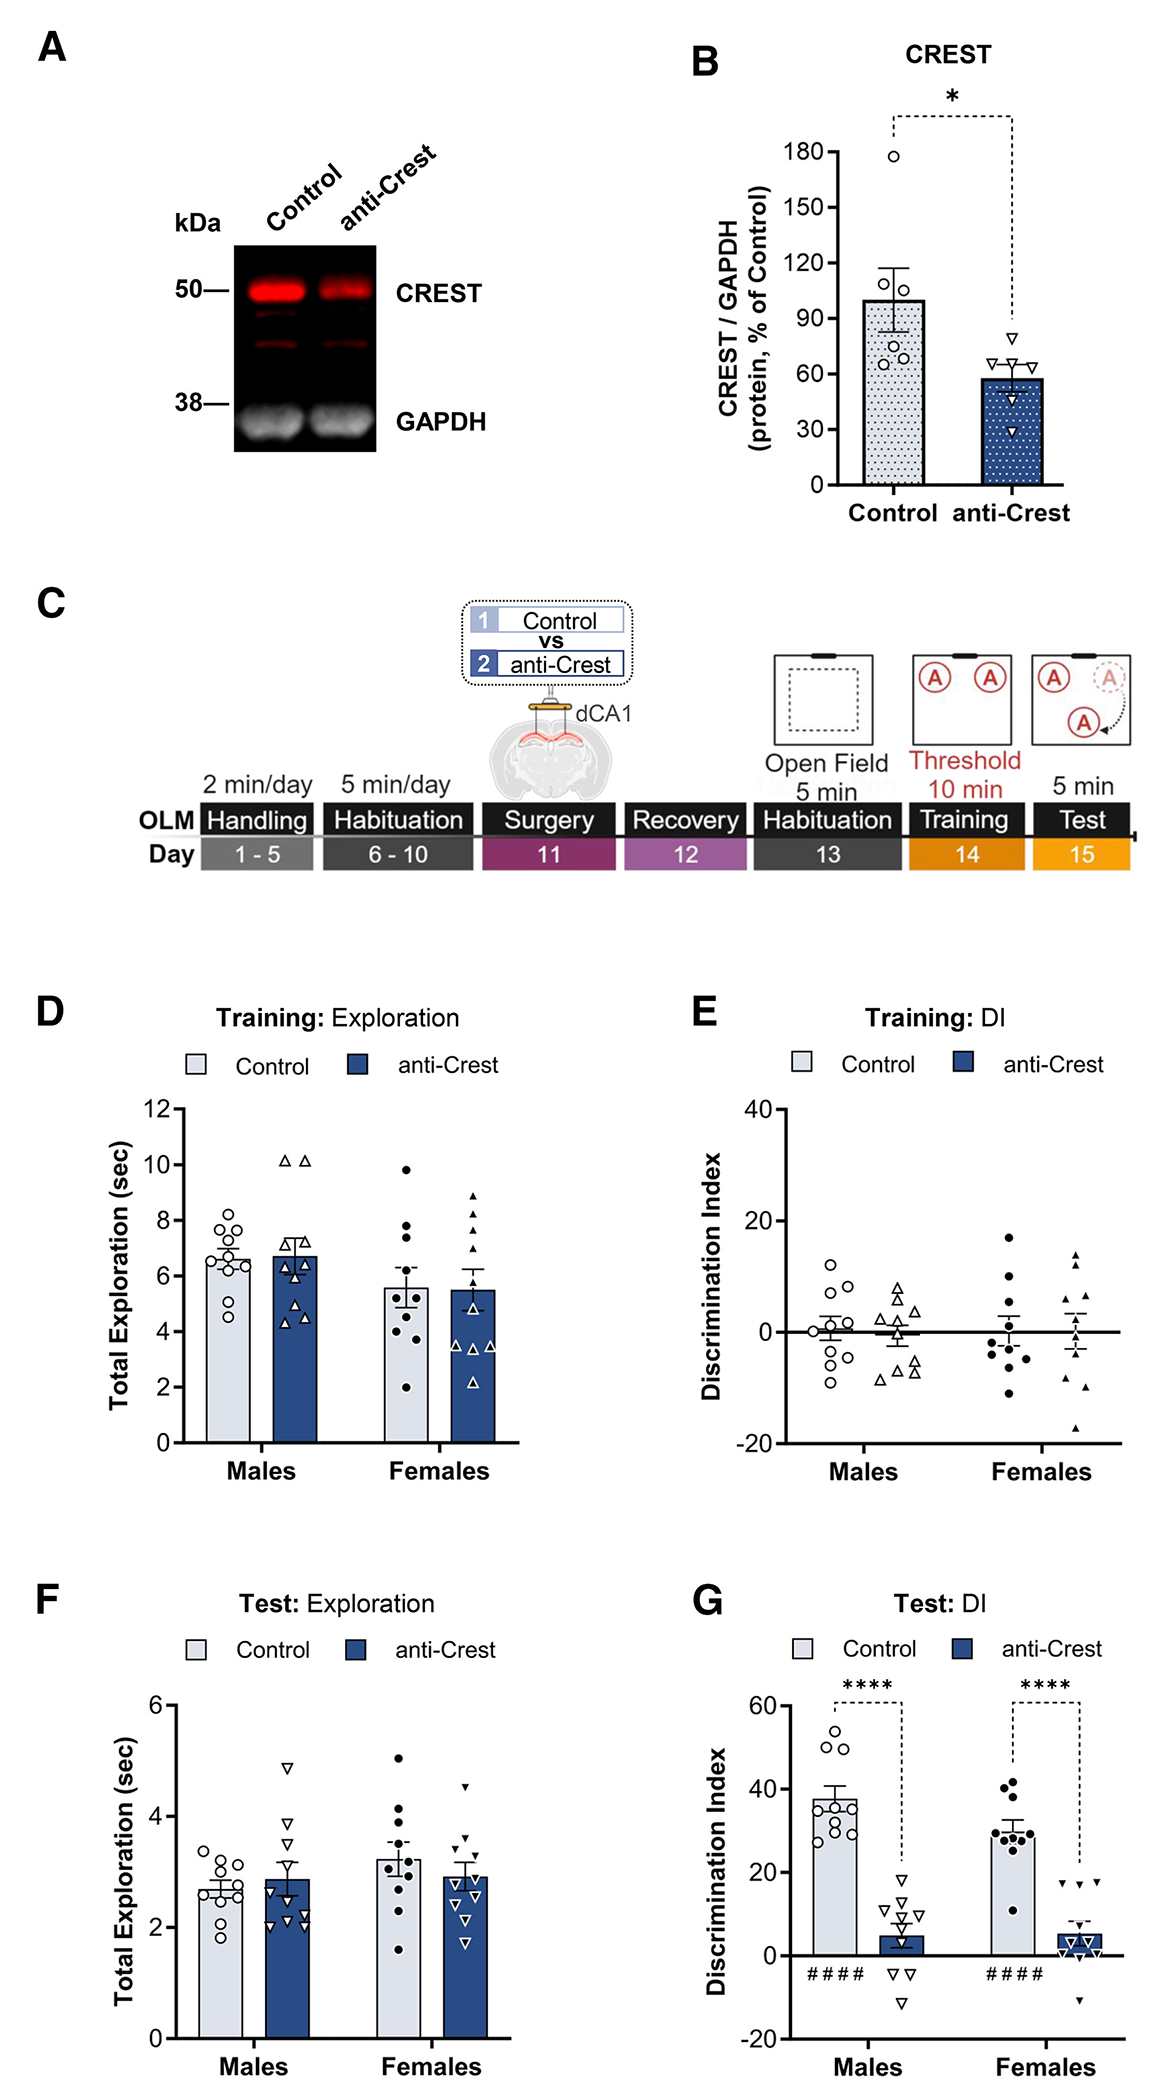
Focal knockdown of *Crest* in adult dorsal hippocampus impairs long-term memory formation (A and B) Representative immunoblot and quantification of CREST (red) protein expression relative to GAPDH in the adult dorsal hippocampus (dCA1) 4 days after infusion of a control or anti-*Crest* vivo-morpholino oligo (two-tailed Student’s *t* test*: t*_10_ = 2.25, *p < 0.05). *n* = 6 males/condition (see Data S1 source data). Protein size markers are annotated in units of kilodaltons. (C) Timeline of OLM behavior testing with bilateral infusion of either control or anti-*Crest* vivo-morpholino oligo into the dCA1. (D) Total exploration of objects during the threshold training session (10 min) (two-way ANOVA: sex × treatment effect *F*_1,36_ = 0.020, *p* = 0.89). (E) Discrimination index (DI) for threshold training session (10 min) (two-way ANOVA: sex × treatment effect *F*_1,36_ = 0.066, *p* = 0.80). (F) Total exploration of objects during test session (5 min) (two-way ANOVA: sex × treatment effect *F*_1,36_ = 0.88, *p* = 0.35). (G) DI for test session (5 min) at 24 h after training session (two-way ANOVA: effect of treatment *F*_1,36_ = 94.99, ****p < 0.0001). Sidak’s *post hoc* test of control vs. anti-*Crest*: males, ****p < 0.0001, and females, ****p < 0.0001. No effect of sex × treatment interaction (two-way ANOVA: *F*_1,36_ = 2.02, *p* = 0.16). Pre-planned paired *t* test of test × training session annotated for each cohort: controls, males, *t*_9_ = 16.66, ^####^*p* < 0.0001, and females, *t*_9_ = 9.81, ^####^*p* < 0.0001; and anti-*Crest*, males, *t*_9_ = 1.40, *p* = 0.19, and females, *t*_9_ = 1.03, *p* = 0.33. Males, white circles and triangles. Females, black circles and triangles. Data are presented as means ± SEM. Data represent two independent cohorts of male and female C57BL/6J adult (*n* = 10/condition/sex). See also Figure S2

**Figure 2.**
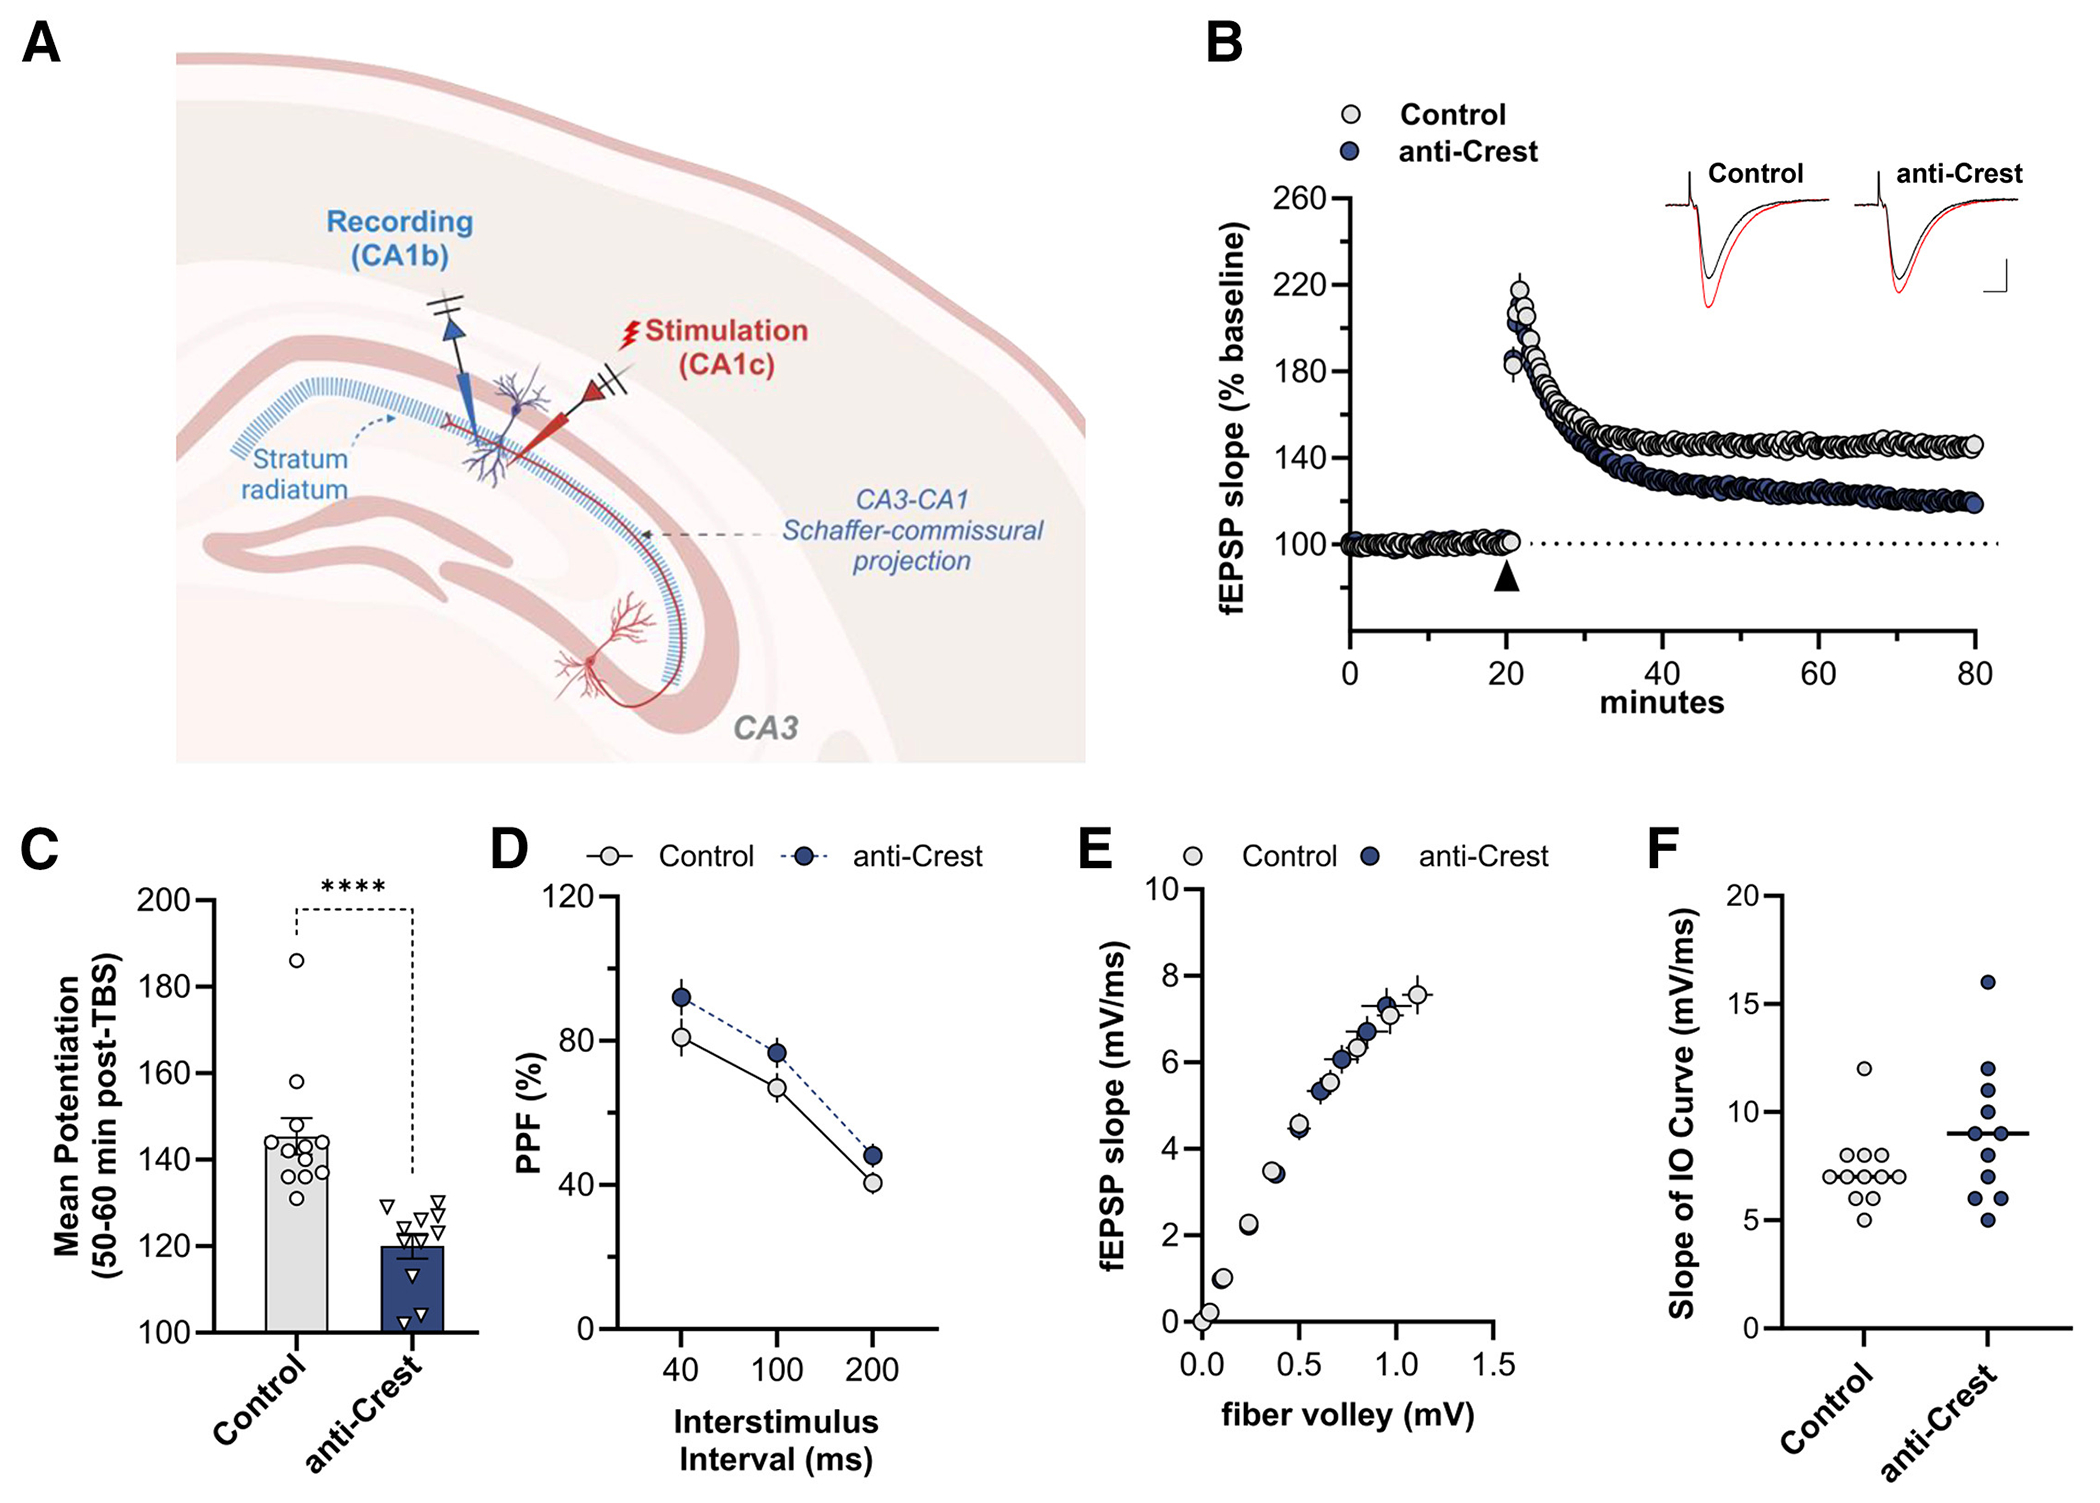
Focal knockdown of *Crest* in the adult hippocampus impairs synaptic plasticity (A) A simplified schematic of electrode placement in a hippocampus slice. Long-term potentiation (LTP) was induced by applying theta burst stimulation (TBS, black arrowhead) at CA1c of Schaffer-collateral projections, and recordings were collected in apical dendrites at CA1b (stratum radiatum) of the dorsal hippocampus. (B) Mean slope of the field excitatory postsynaptic potential (fEPSP) as a percentage of baseline recordings in slices prepared from young (2 months old) C57BL6/J males at 4 days post-bilateral infusion of either control (gray) or anti-*Crest* (blue) vivo-morpholinos. Representative traces during baseline (black) and 60 min post-TBS (red). Scale bar: 1 mV/5 ms. (C) Bar graph shows mean potentiation of control (circles) and anti-*Crest* (downward triangles) infused conditions at 50–60 min after TBS (Student’s *t* test: *t*21 = 4.90, ****p < 0.0001). (D–F) (D) Paired-pulse facilitation (PPF) (two-way ANOVA: no effect of condition × time interaction *F*_2,42_ = 0.67, *p* = 0.52) and (E) input/out (IO) curve and (F) slope of IO curves (*t*21 = 1.58, *p* = 0.13) for control (gray) and anti-*Crest* (blue) groups. Data are presented as means ± SEM. *n* = 6 male mice/condition; 11 or 12 slices/condition.

**Figure 3.**
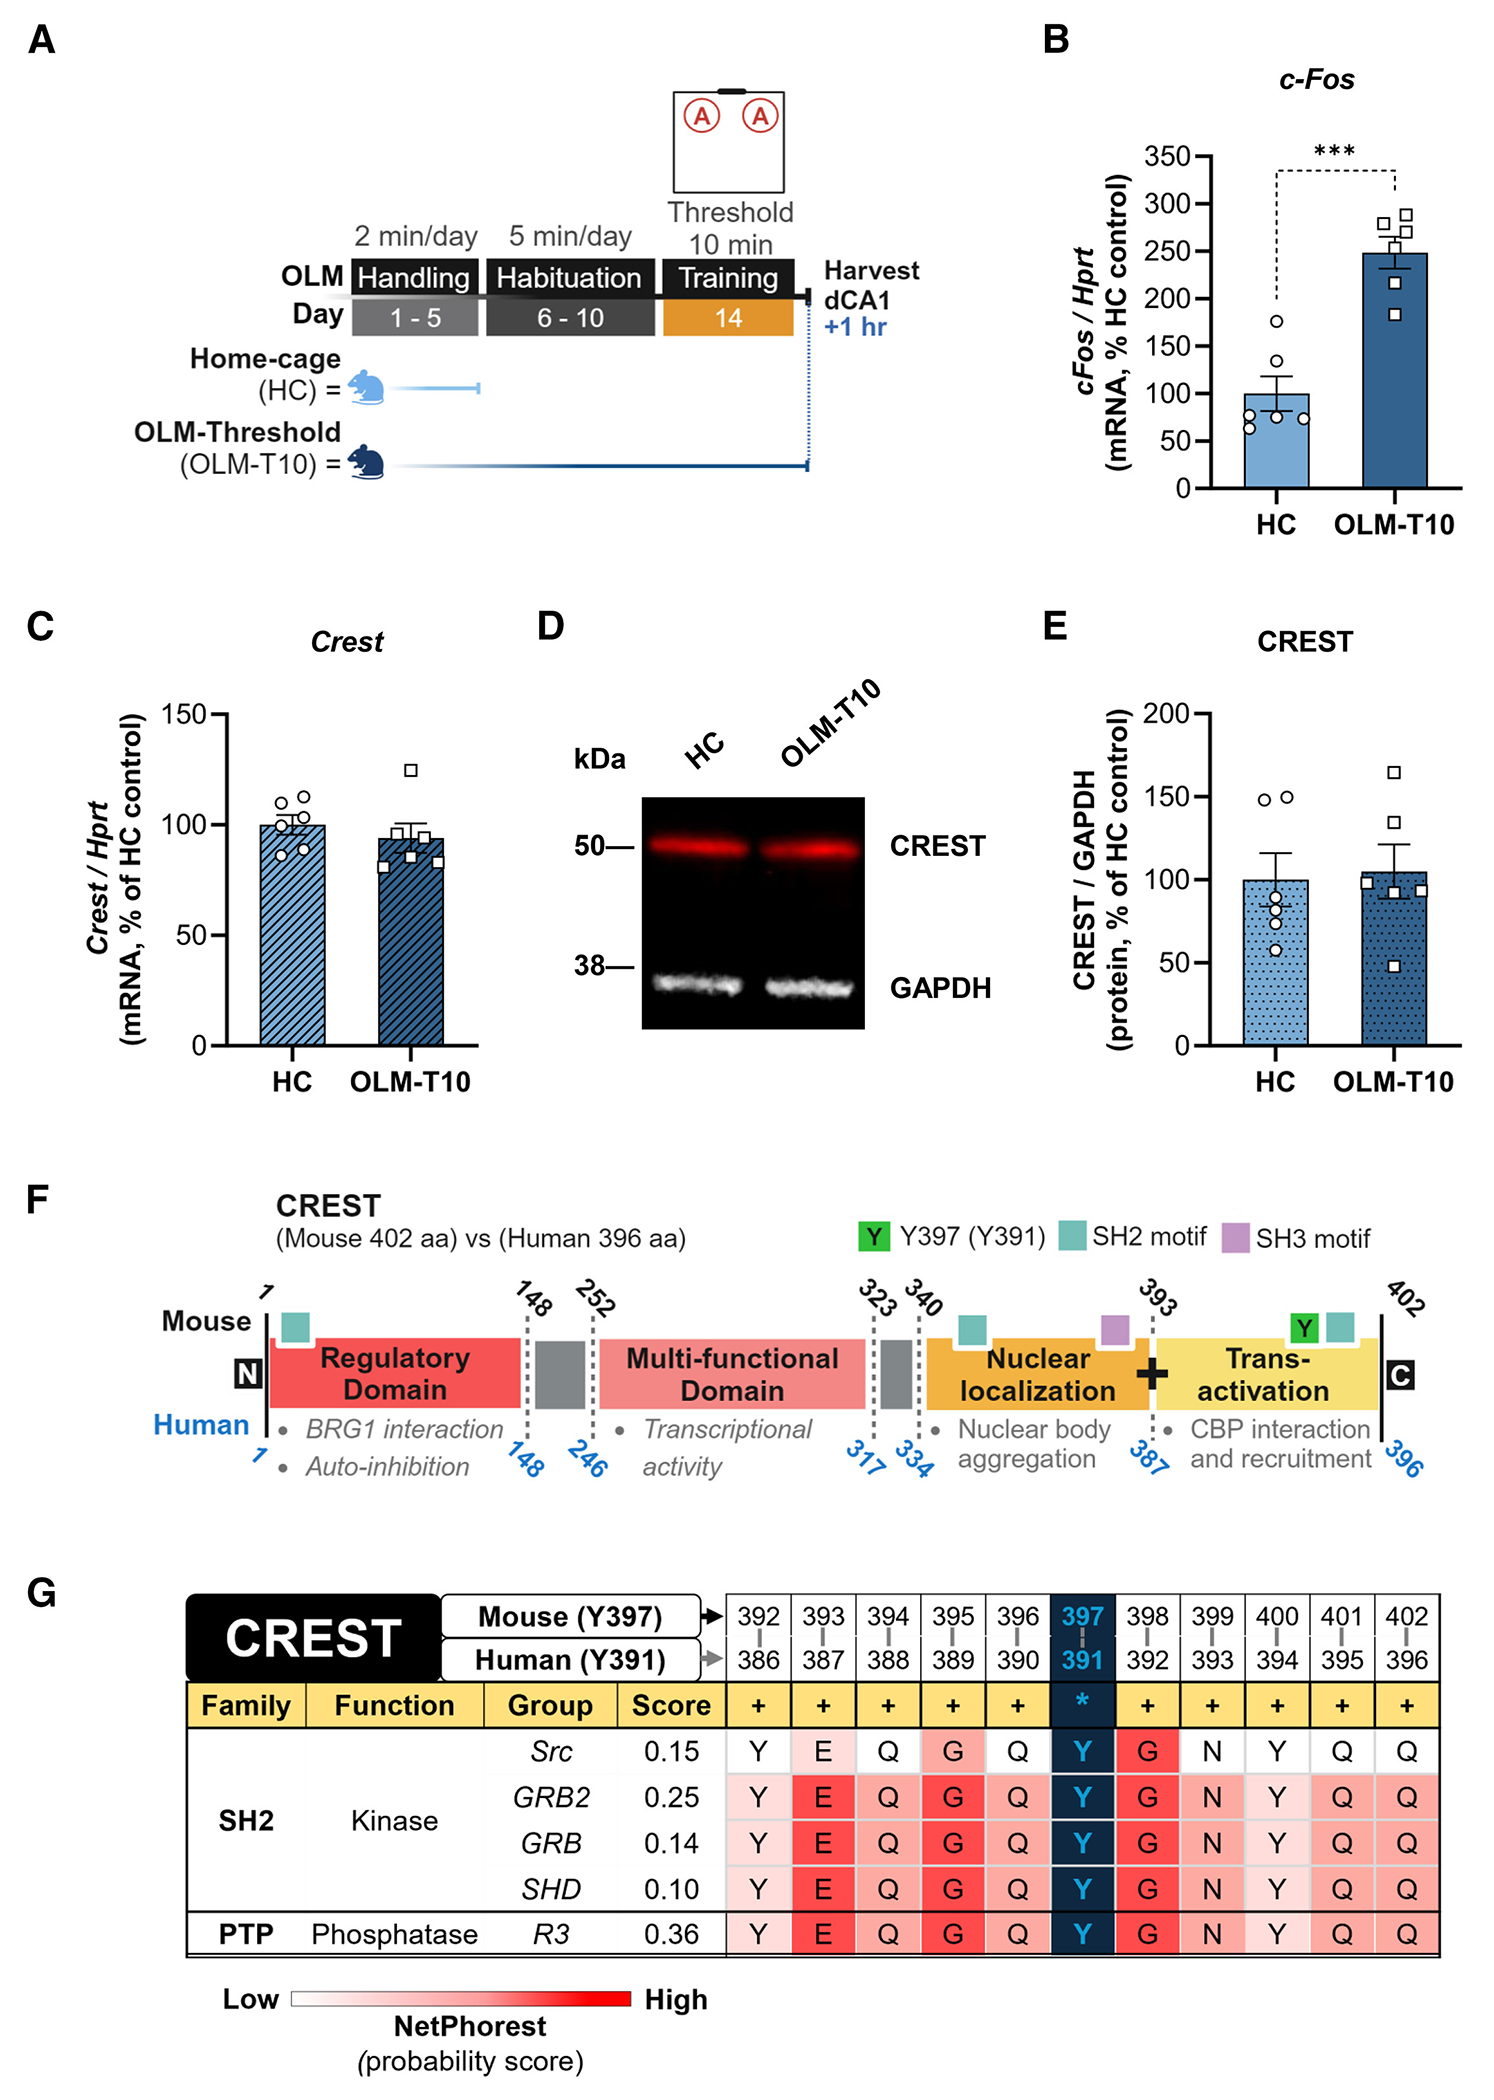
CREST has a highly conserved tyrosine within the CBP-binding domain (A) Timeline of OLM behavior for collection of dCA1 tissue from home cage (HC) or 1 h post-OLM threshold training (OLM-T10) conditions. (B) Quantification of *cFos* mRNA expression relative to *Hprt* reference gene in HC (circles) and OLM-T10 (squares) (Student’s *t* test: *t*_10_ = 5.99, ***p < 0.001). (C) Quantification of *Crest* mRNA expression in HC and OLM-T10 (Student’s *t* test: *t*10 = 0.76, *p* = 0.47). (D and E) Representative immunoblot and quantification of CREST (red) protein expression in HC and OLM-T10 conditions relative to GAPDH (gray, loading control) (Student’s *t* test, *t*_10_ = 0.22, *p* = 0.83) (see Data S1 source data). Protein size markers are annotated in units of kilodaltons. (F) Schematic adapted from the UniProt Consortium database (#O75177, human, and #Q8BW22, mouse) of key domains and motifs and a tyrosine residue in the transactivation (i.e., CBP-binding) domain that is highly conserved between the mouse and the human CREST protein sequences. (G) Summary output adapted from the Net-Phorest2.1 classifier for kinase recognition motifs relative to the conserved CREST Y397 (mouse) and Y391 (human) tyrosine site (blue) with a representative probability score gradient for amino acid residues within the transactivation domain (C terminus) (see Data S1 source data). Data are represented as means ± SEM with *n* = 6/group, all males.

**Figure 4.**
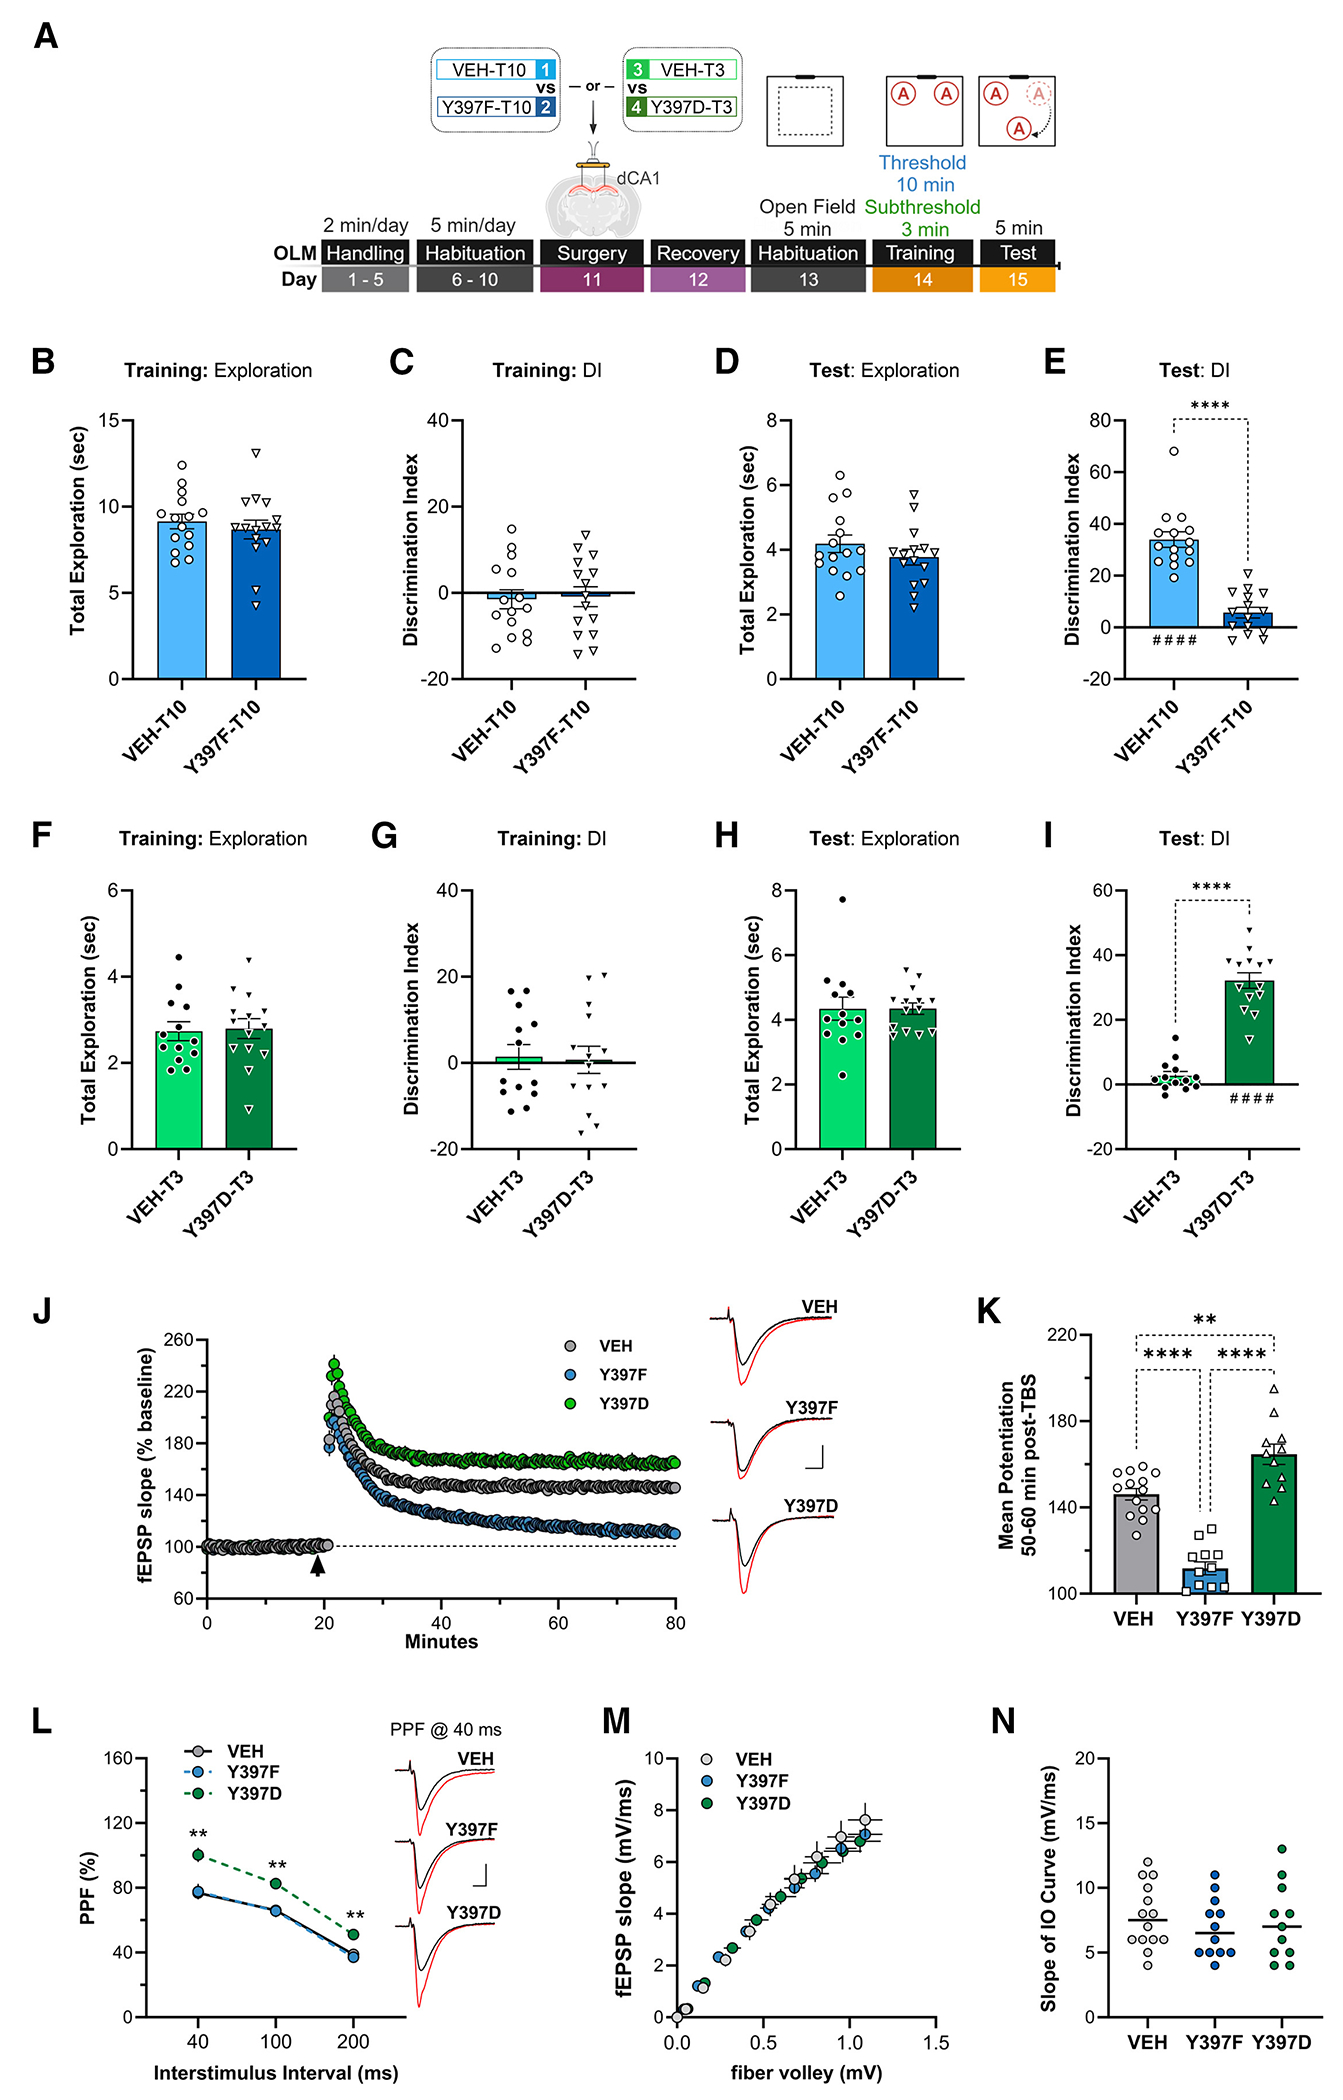
CREST Y397 bidirectionally regulates memory processes of long-term memory formation and synaptic plasticity (A) Timeline of OLM behavior procedure in which in vivo-jetPEI-mediated transfection was used to express CREST Y397F (2, Y397F-T10, B–E), CREST Y397D (4, Y397D-T3, F–I), or vehicle control (1 and 3, VEH-T10 and VEH-T3, respectively) in the adult dCA1 and examined in either a threshold (T10, 10 min) or a subthreshold (T3, 3 min) training condition. (B) Total time of object exploration in 10 min threshold training session for groups VEH-T10 and Y397F-T10 (Student’s *t* test: *t*28 = 0.67, *p* = 0.51). (C) DI in 10 min threshold training session for groups VEH-T10 and Y397F-T10 (Student’s *t* test: *t*28 = 0.19, *p* = 0.85). (D) Total time of object exploration in 5 min OLM test session for groups VEH-T10 and Y397F-T10 (Student’s *t* test: *t*_28_ = 1.14, *p* = 0.26. (E) DI in 5 min OLM test session for groups VEH-T10 and Y397F-T10 (Student’s *t* test: *t*_28_ = 7.76, ****p < 0.0001) (training [C] vs. test DI, pre-planned Student’s *t* test: VEH-T10, *t*_14_= 8.25, ^####^*p* < 0.0001, and Y397F-T10, *t*_14_ = 1.93, *p* = 0.07). (F) Total time of object exploration in 3 min OLM subthreshold training session for groups VEH-T3 and Y397D-T3 (Student’s *t* test: *t*_25_= 0.19, *p* = 0.85). (G) DI in 3 min subthreshold training session for groups VEH-T3 and Y397D-T3 (Student’s *t* test: *t*_25_ = 0.16, *p* = 0.87). (H) Total time of object exploration in 5 min OLM test session for groups VEH-T3 and Y397D-T3 (Student’s *t* test: *t*_25_ = 0.0034, *p* = 0.997). (I) DI in 5 min OLM test session for groups VEH-T3 and Y397D-T3 (Student’s *t* test: *t*_25_ = 10.49, ****p < 0.0001) (training [G] vs. test DI, pre-planned Student’s *t* test: VEH-T3, *t*_12_ = 0.41, *p* = 0.69, and Y397D-T3, *t*_13_ = 5.91, ^####^*p* < 0.0001). Data are presented as means ± SEM. *n* = 13–15/condition, males only. VEH-T10 (white circles) vs. Y397F-T10 (white triangles). VEH-T3 (black circles) vs. Y397D- T3 (black triangles). (J) Mean slope of field excitatory postsynaptic potential (fEPSP) recordings from CA1b stratum radiatum in slices prepared from adult C57BL/6J males at 4 days post-bilateral infusion of in vivo-JetPEI transfection reagent with vehicle-only control (VEH; gray), CREST Y397D (green) or CREST Y397F (blue) experimental conditions. Arrowhead marks TBS. Representative traces during baseline (black) and 60 min post-TBS (red) for each condition (scale bar: 1 mV/5 ms). (K) Quantification of mean ± SEM potentiation of VEH control (white circles), Y397F (white squares), and Y397D (white triangles) 50–60 min after TBS (one-way ANOVA: *F*_2,34_ = 58.45, ****p < 0.0001; Sidak’s *post hoc* multiple comparisons: VEH vs. Y397F, *t*_34_= 7.30, ****p < 0.0001; VEH vs. Y397D, *t*_34_ = 3.83, **p < 0.01; Y397F vs. Y397D, *t*_34_ = 10.58, ****p < 0.0001). (L) Paired-pulse facilitation (PPF) of the synaptic response in CA1 dorsal hippocampus of VEH (gray), Y397F (blue), and Y397D (green) for inter-pulse intervals at 40, 100, and 200 ms (two-way ANOVA: effect of time × group interaction, *F*4,68 = 3.38, **p < 0.05; Sidak’s *post hoc* test: VEH vs. Y397D, 40 ms *t*_18.45_ = 4.38, **p < 0.01; 100 ms *t*_20.35_ = 3.77, **p < 0.01; 200 ms *t*_21.79_ = 3.71, **p < 0.01). Right, representative examples of PPF collected at 40 ms inter-stimulus interval in slices from each group. Traces of the first (black line) and second (red line) fEPSPs are superimposed. Scale bar, 1 mV/5 ms. (M and N) (M) IO curve and (N) slope of IO curves (one-way ANOVA: *F*_2,34_ = 0.37, *p* = 0.70) for VEH, Y397D, and Y397F comparing pre-synaptic fiber volley (mV) to fEPSP slopes (mV/ms) across a range of stimulation currents in CA1b. Data are presented as means ± SEM for *n* = 6 males/condition; 11–14 slices/condition. See also Figures S3 and S4.

**Figure 5.**
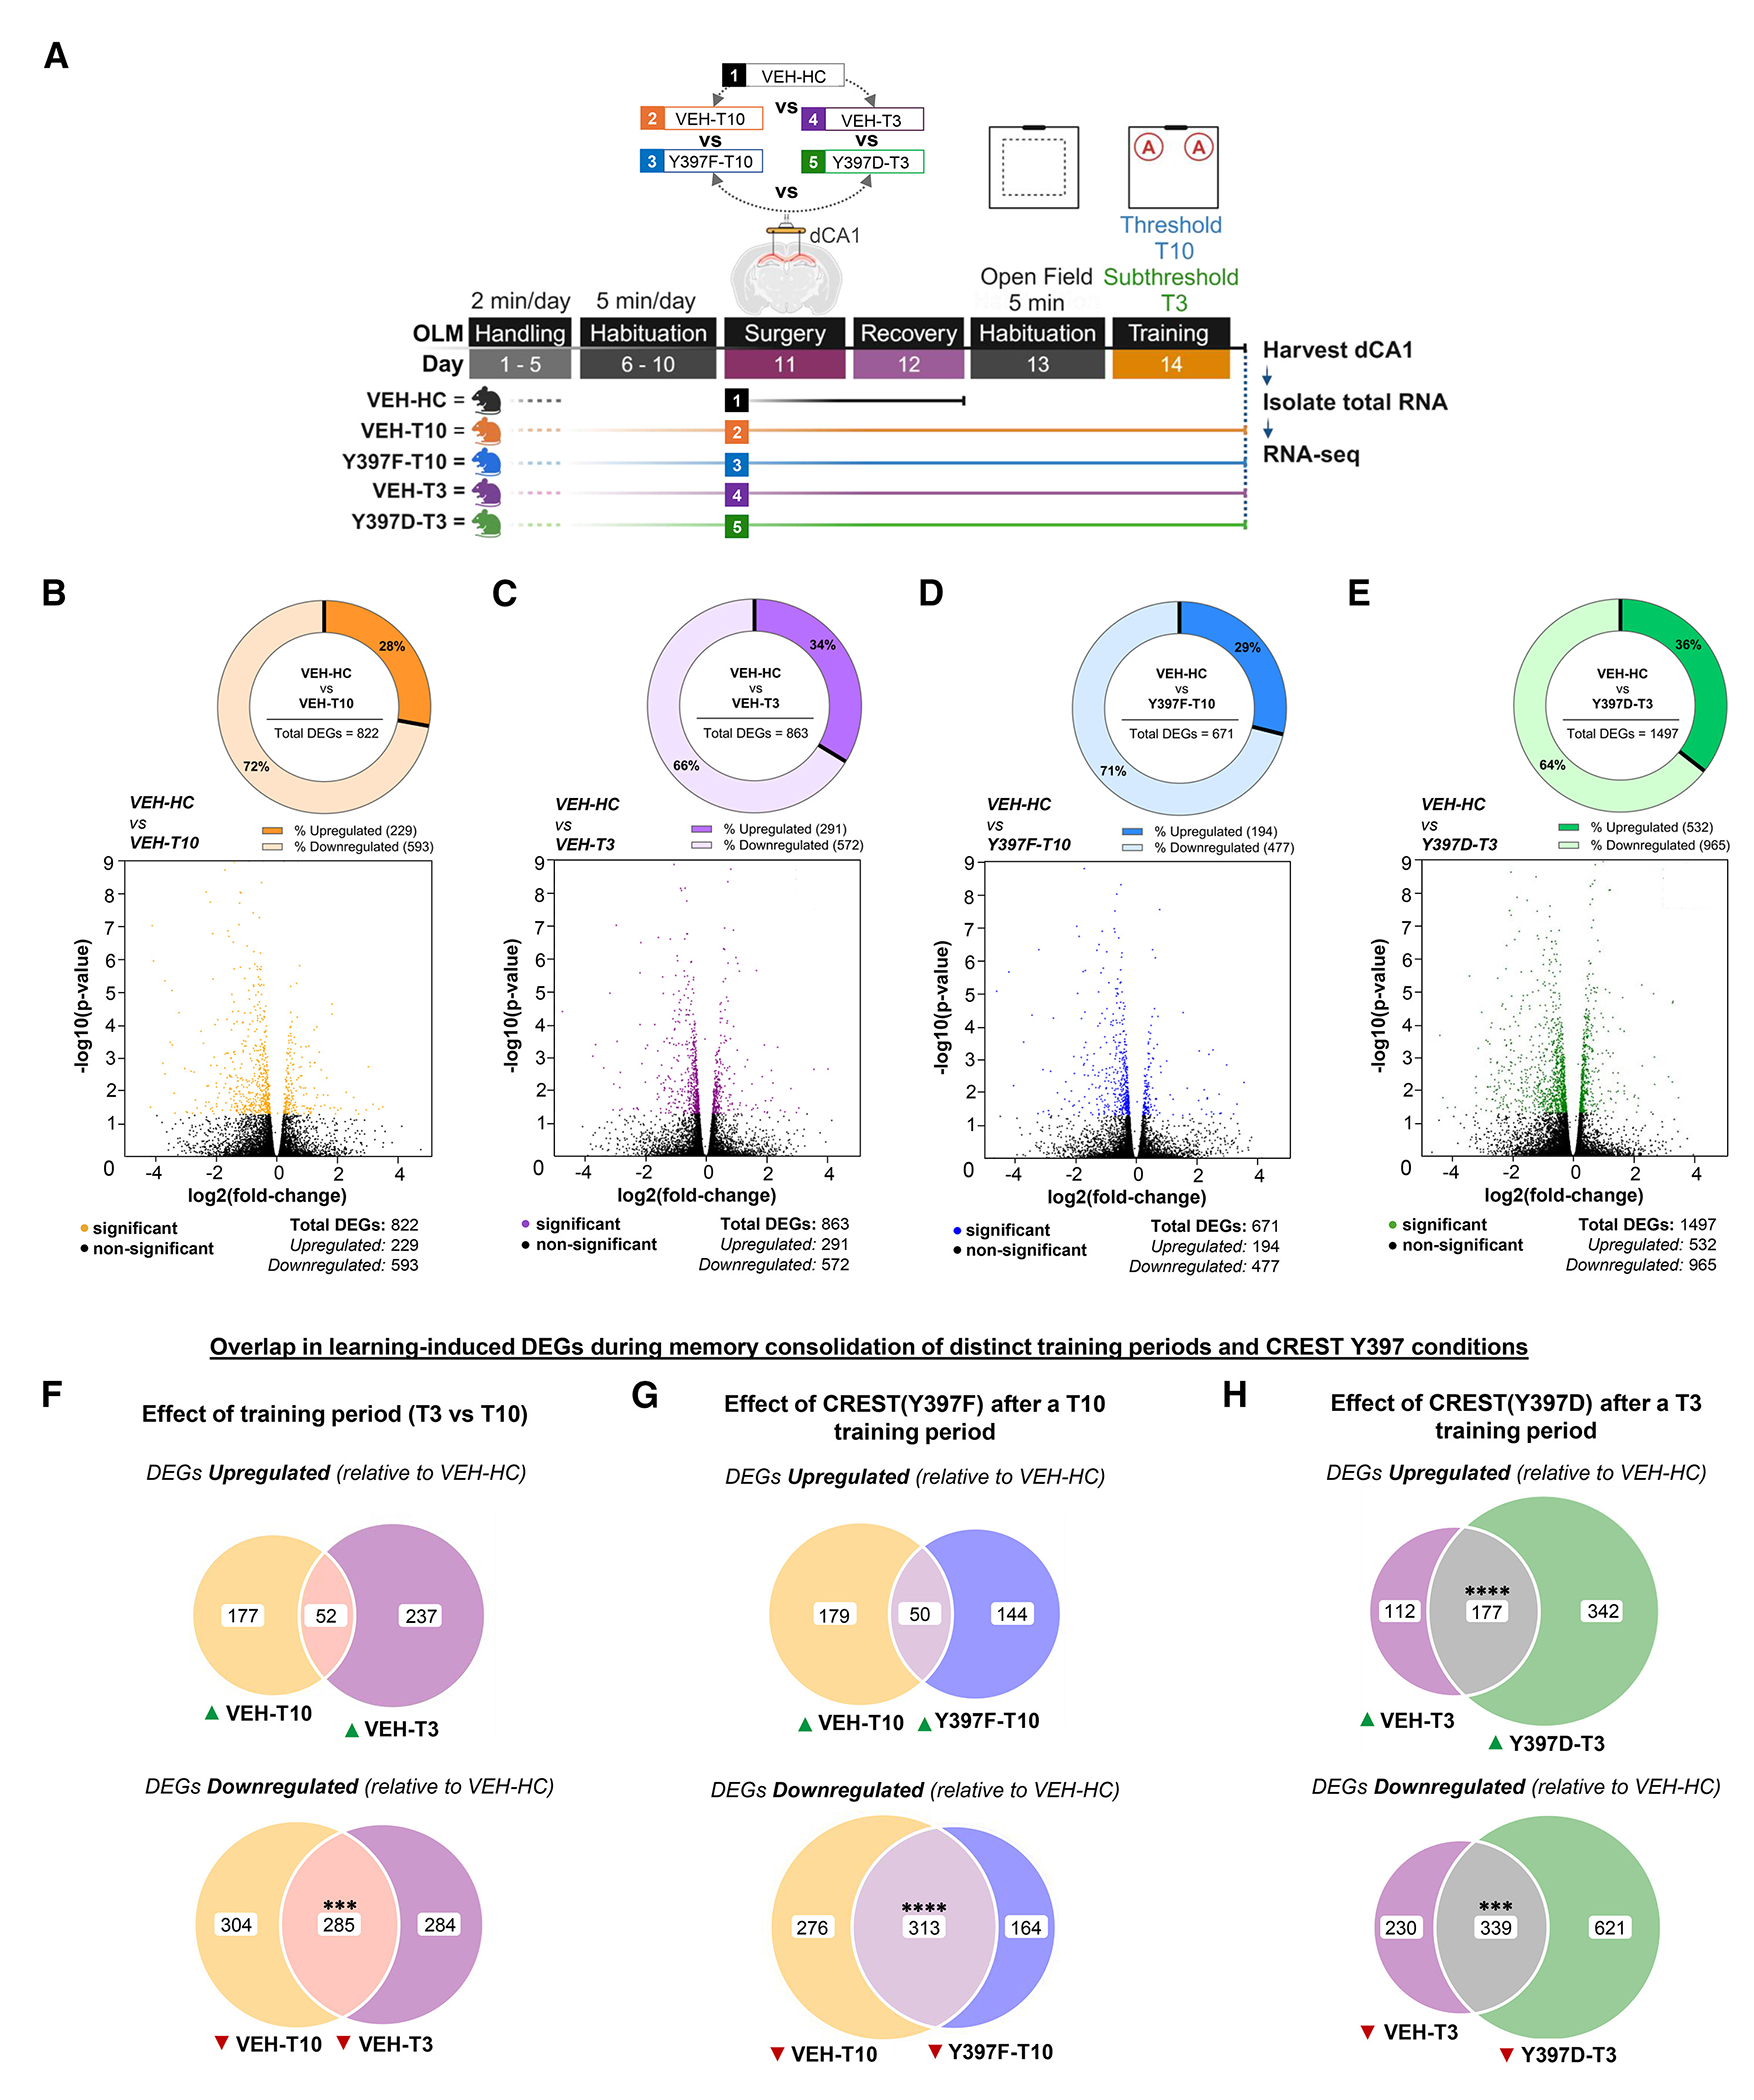
Altering Crest Y397 in the dCA1 has OLM training-period-specific effects on learning-induced transcriptional profiles (A) Timeline of OLM behavior for dCA1 tissue collection 1 h after either a subthreshold (T3) or a threshold (T10) training period (molecular window of memory consolidation) for adult mice that received vehicle control (VEH), CREST Y397F, or CREST Y397D experimental conditions. (B–E) Volcano plots illustrate significance (*y* axis) and magnitude (*x* axis) (*p* < 0.05, color coded; *p* ≥ 0.05, black), and corresponding donut charts summarize percentage of learning-induced DEG (upregulated and downregulated) experimental conditions. (F–H) All Venn diagrams show upregulated or downregulated DEGs (*p* < 0.05, relative to VEH-HC) from the comparison of two conditions, with the numbers of DEGs and Fisher’s exact test (FET) statistic (FDR-adjusted *p* value annotated) (see Tables S5, S7, S10, S12, S15, and S18; Figures S8, S9, S10, S11, S12, S13, S14, and S15).

**Figure 6.**
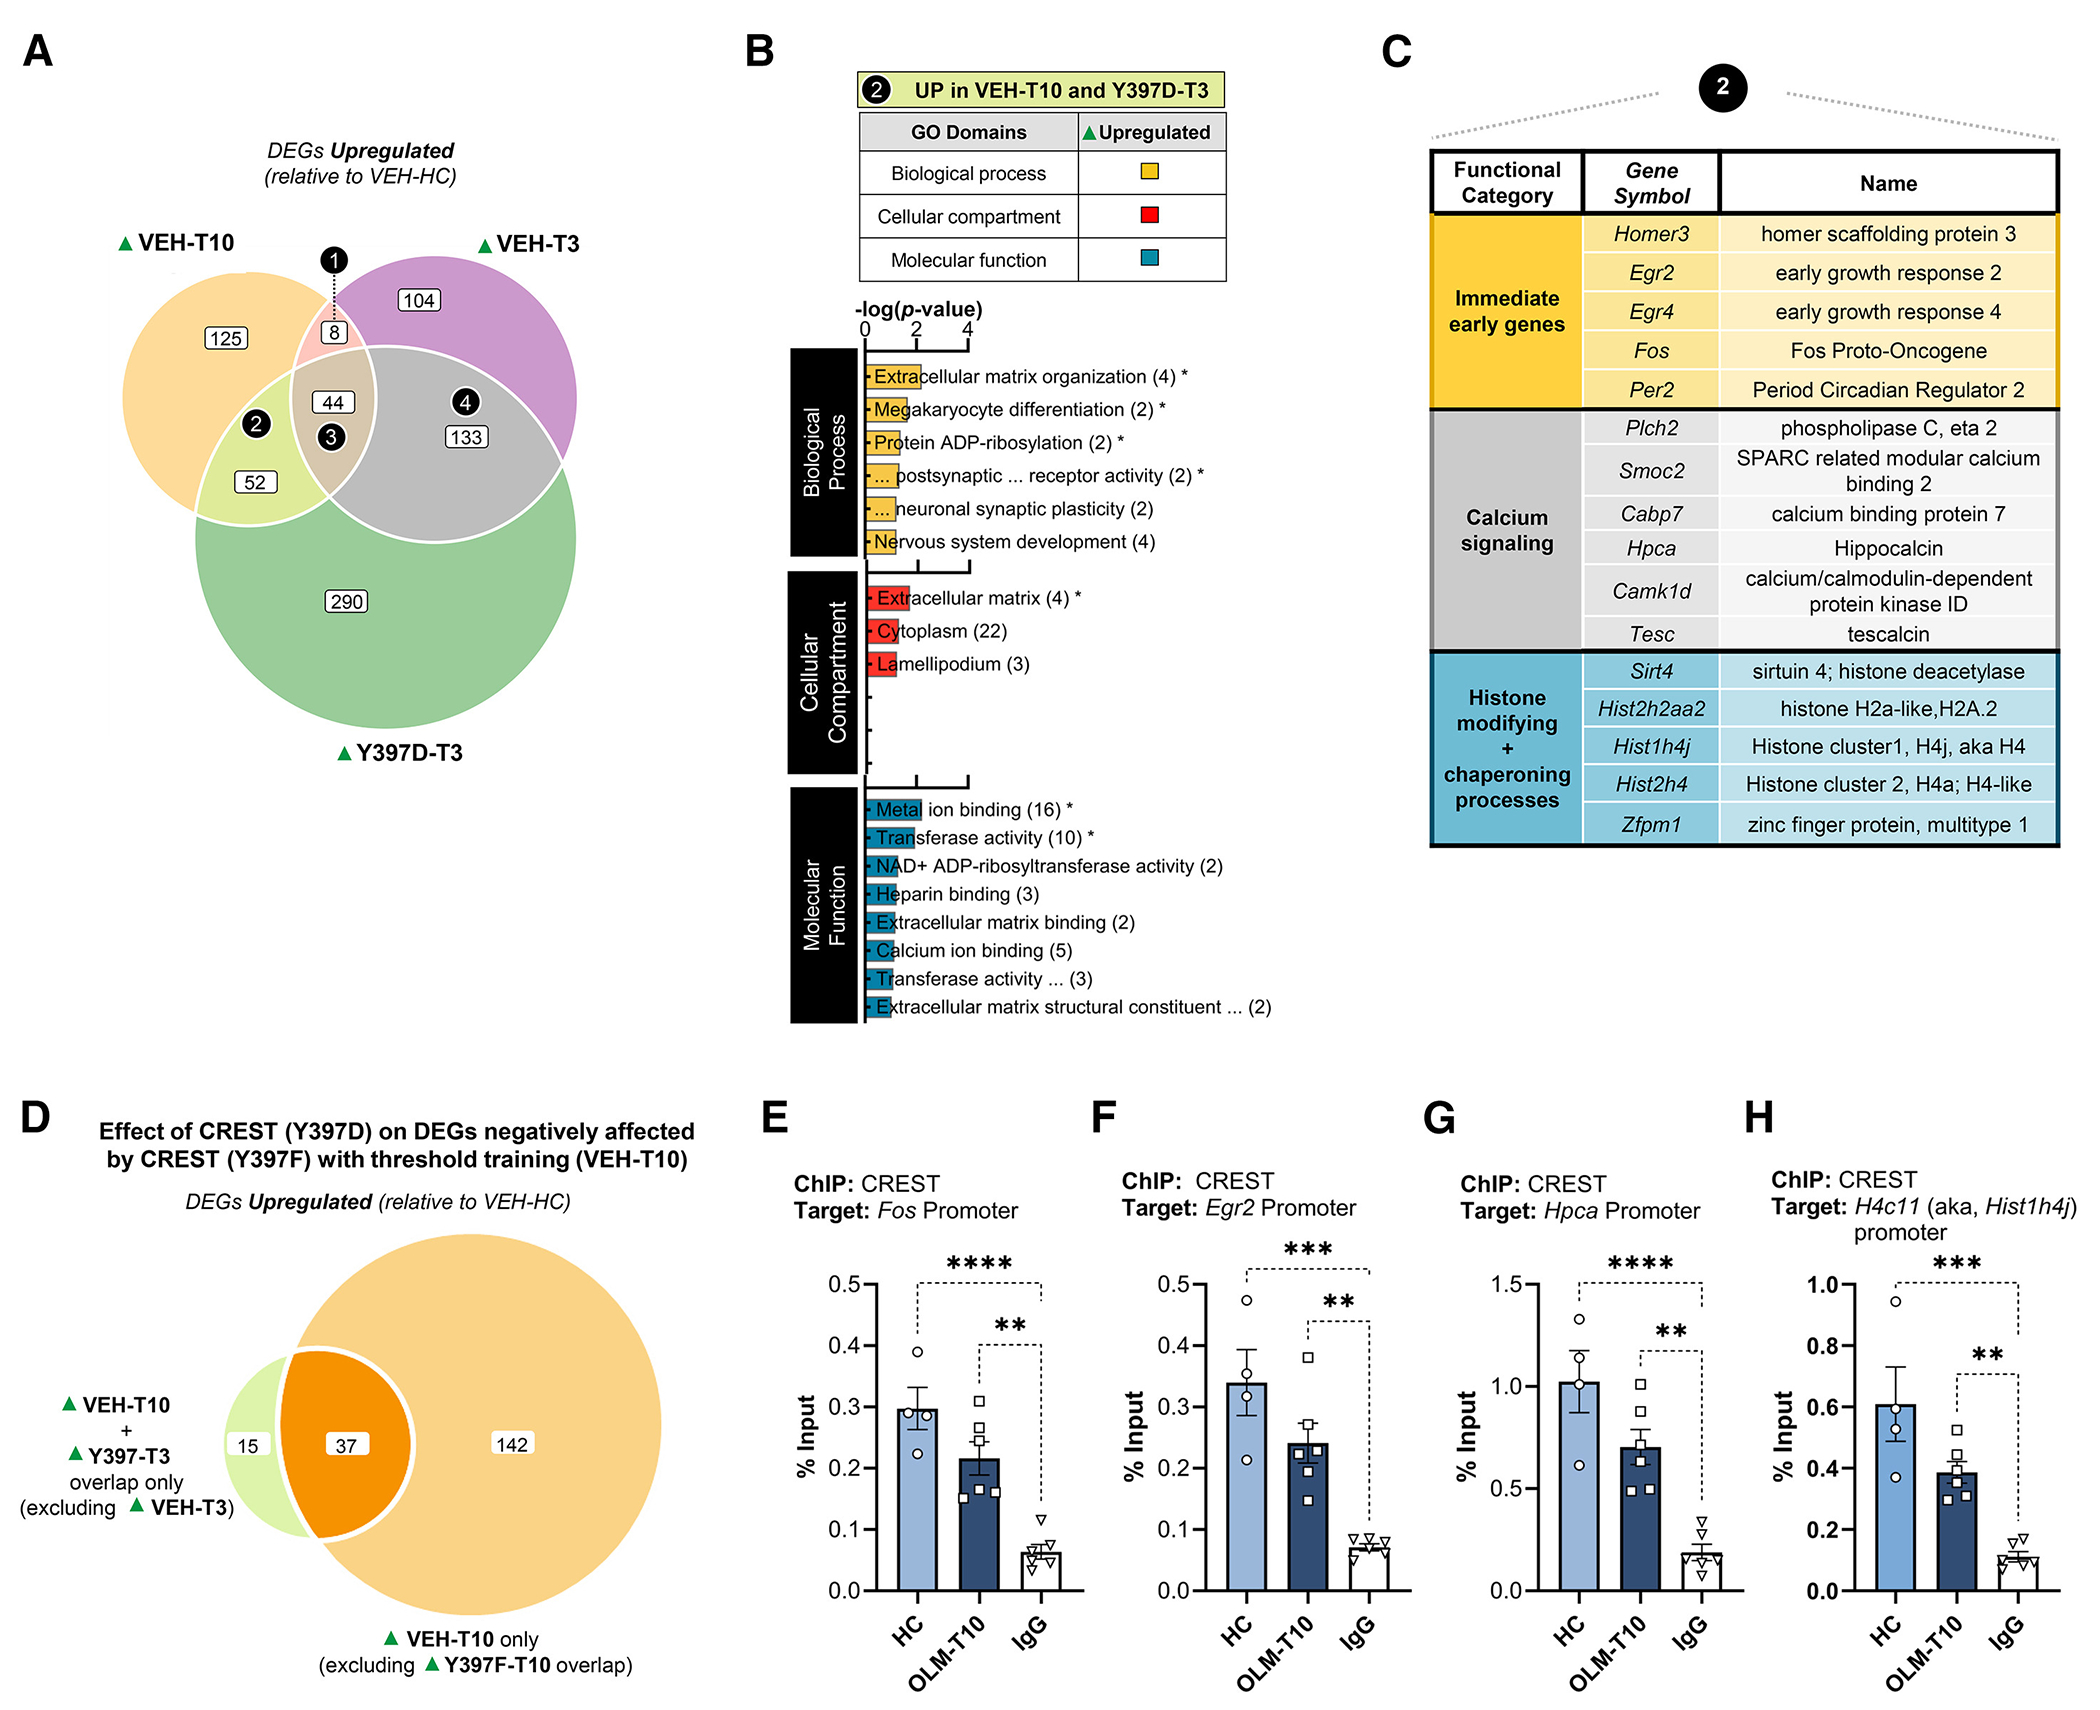
Upregulated DEGs that normally induce in threshold T10, fail to induce in subthreshold T3, but are captured by the CREST Y397 point mutant Y397D (A) A three-way Venn diagram comparing upregulated learning-induced genes from differential gene expression analysis (*p* < 0.05 relative to VEH-HC, homecage) for VEH with OLM threshold (VEH-T10, orange), VEH with OLM subthreshold training period (VEH-T3, purple), and CREST Y397D point mutant with subthreshold training period (Y397D-T3, green), with overlaps #1–#4 (black icons) and number of DEGs (white boxes) (Table S22). (B) Gene Ontology (GO) analysis showing the top 10 terms for the biological process, cellular compartment, and molecular function GO domains (ranked by – log(*p*), *y* axis) for overlap #2 for the DEGs (*p* < 0.05, *n* = 52) that are upregulated only in both VEH-T10 and Y397D-T3 (Table S23). The number of DEGs from overlap #2 is annotated in parentheses per GO term (asterisks indicate *p* < 0.05). (C) Summary of DEGs in overlap #2 associated with histone modifying/chaperone processes, immediate-early genes, and calcium signaling. (D) Venn diagram compares the 179 DEGs negatively affected by the Y397F-T10 experimental condition (relative to VEH-T10, Figure 5G, top) with the 52 DEGs where the Y397D-T3 and VEH-T10 experimental conditions overlap (relative to VEH-T3, A, overlap #2) (Table S24). (E–H) Results of chromatin immunoprecipitation (ChIP) in dCA1 tissue collected under HC or 1 h after OLM threshold (T10) conditions (see Figure 3A diagram, *n* = 4–6/condition, all males) and examined for CREST occupancy at the promoter of *Fos* (one-way ANOVA: *F*_2,13_ = 23.21, *p* < 0.0001; Sidak’s *post hoc* multiple comparisons: HC vs. IgG, *t*_13_ = 6.50, ****p < 0.0001; OLM-T10 vs. IgG, *t*_13_ = 4.74, **p < 0.01), *Egr2* (one-way ANOVA: *F*_2,13_ = 18.10, ***p < 0.001; Sidak’s *post hoc* multiple comparisons: HC vs. IgG, *t*_13_ = 5.78, ***p < 0.001; OLM-T10 vs. IgG, *t*_13_ = 4.08, **p < 0.01), *Hpca* (one-way ANOVA: *F*_2,13_ = 21.58, *p* < 0.0001; Sidak’s *post hoc* multiple comparisons: HC vs. IgG, *t*_13_ = 6.34, ****p < 0.0001; OLM-T10 vs. IgG, *t*_13_ = 4.37, **p < 0.01), and *H4c11* (aka *Hist1h4j*) (one-way ANOVA: *F*_2,13_ = 18.07, ***p < 0.001; Sidak’s *post hoc* multiple comparisons: HC vs. IgG, *t*_13_ = 5.91, ***p < 0.001; OLM-T10 vs. IgG, *t*_13_ = 3.65, **p < 0.01). Data are presented as means ± SEM.

**Figure 7.**
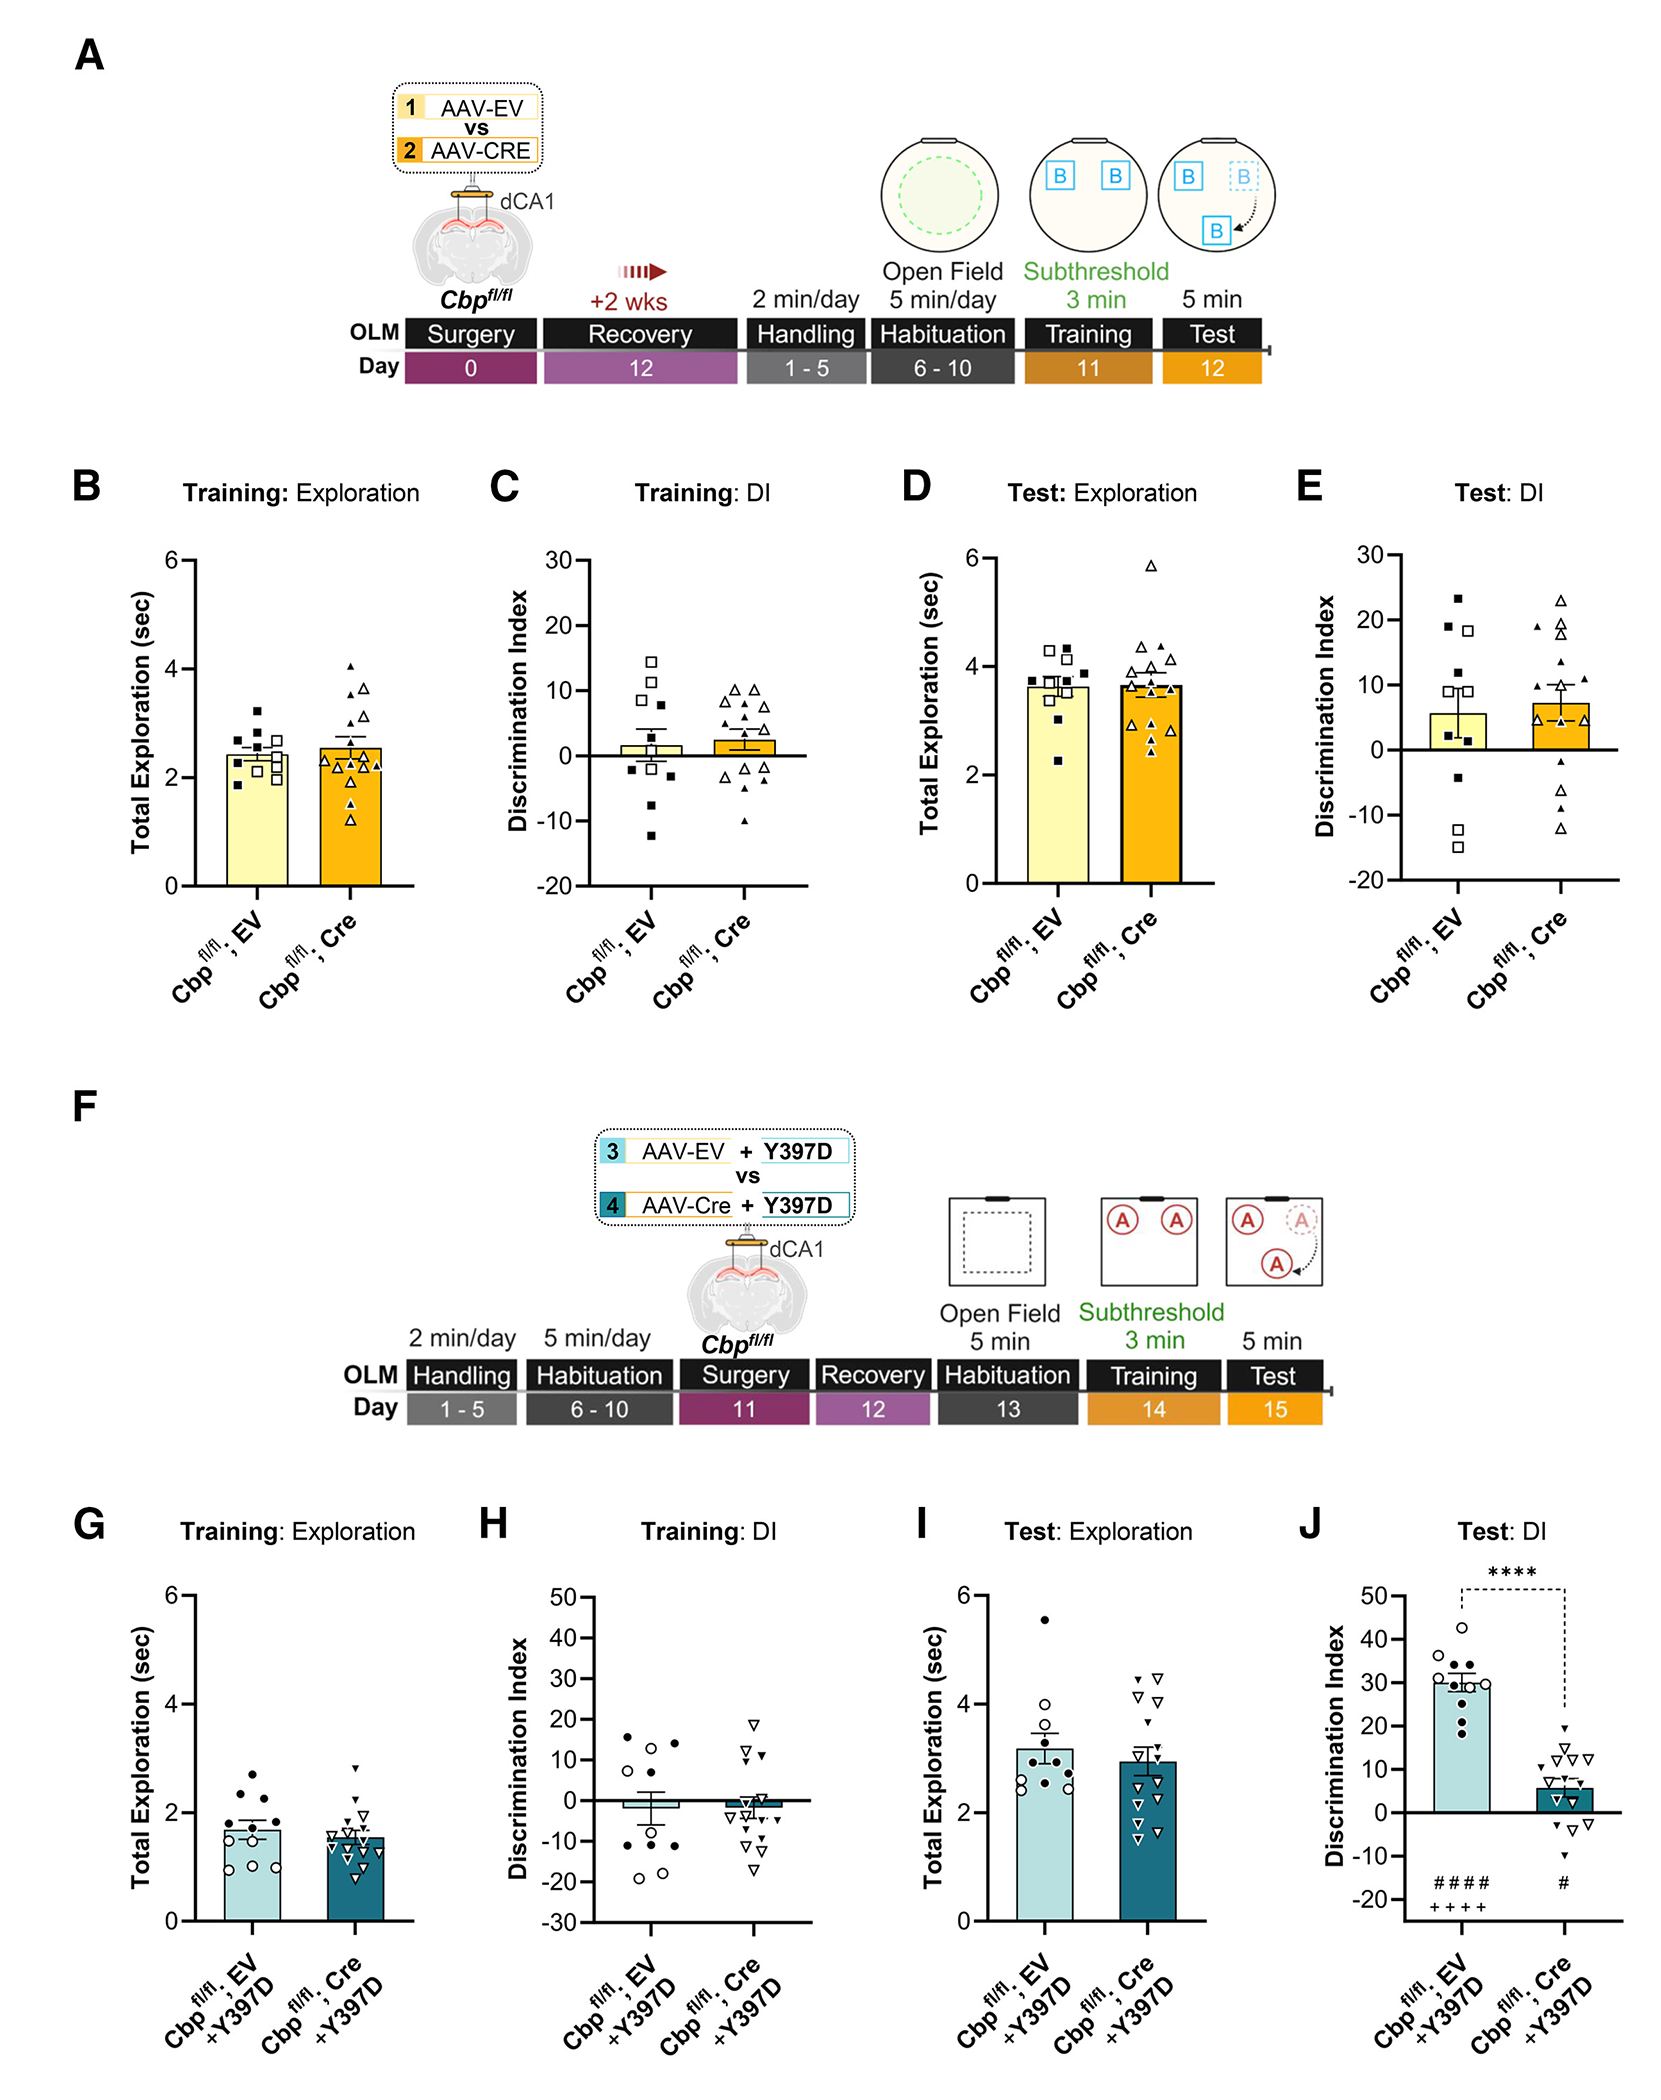
CREST Y397D-mediated facilitation of long-term memory formation is CBP dependent (A) Timeline of OLM behavior in context B (B–E), with *Cbp*^*fl/fl*^ adult mice infused with an AAV expressing either empty vector (1; EV, squares) control or Cre-recombinase (2; Cre, triangles) into the dCA1. (B) Total object exploration during context B OLM subthreshold training (Student’s *t* test: *t*_24_ = 0.46, *p* = 0.65). (C) DI during context B OLM subthreshold training session (Student’s *t* test: *t*_24_ = 0.30, *p* = 0.77). (D) Total exploration of objects during context B OLM test session (Student’s *t* test: *t*_24_ = 0.09, *p* = 0.93). (E) DI during context B OLM test session (Student’s *t* test: *t*_24_ = 0.35, *p* = 0.73). (F) Timeline of OLM behavior in context A (G–J), where EV- and Cre-infused *Cbp*^*fl/fl*^ groups from context B received bilateral jetPEI-meditated transfection of CREST Y397D point mutant: 3, *Cbp*^*fl/fl*^; EV + Y397D (circles) and 4, *Cbp*^*fl/fl*^; Cre +Y397D (downward triangles). (G) Total object exploration during context A OLM subthreshold training (Student’s *t* test: *t*_24_ = 0.65, *p* = 0.52). (H) DI during context A OLM subthreshold session (Student’s *t* test: *t*_24_ = 0.043, *p* = 0.97). (I) Total object exploration during context A OLM test session (Student’s *t* test: *t*_24_ = 0.61, *p* = 0.55). (J) DI for context A OLM test session (Student’s *t* test: *t*_24_ = 7.98, ****p < 0.0001) with pre-planned comparisons annotated (Student’s *t* test: *Cbp*^*fl/fl*^; EV + Y397D [pre-planned paired *t* test, training × test: *t*_20_ = 7.05, ^####^*p* < 0.0001]; *Cbp*^*fl/fl*^; Cre +Y397D [pre-planned, paired *t* test, training × test: *t*_28_ = 2.23, ^#^*p* < 0.05]; and context B vs. A [pre-planned, paired *t* test: EV *t*_20_ = 5.621, ^++++^*p* < 0.0001, and Cre *t*_28_ = 0.43, *p* = 0.67). *n* = 11–15 (5–8 males and females)/group. Data are presented as means ± SEM and represented as combinations of two independent experiments. Males, white squares, triangles, and circles. Females, black squares, triangles, and circles. See also Figure S16.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
anti-CBP	Proteintech	Cat# 22277-1-AP; RRID:AB_3085692
anti-CREST	Proteintech	Cat# 12439-1-AP; RRID:AB_2302517
anti-NeuN	Abcam	Cat# ab104224; RRID:AB_10711040
anti-HA	Cell Signaling	Cat# 3724S; RRID:AB_1549585
Goat anti-Rabbit Alexa Fluor 568	Thermo Fisher Scientific	Cat# A-11011; RRID:AB_143157
Goat anti-Mouse Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-11008; RRID:AB_143165
DAPI	Life Technologies	Cat# D3571; RRID:AB_2307445
anti-GAPDH	Santa Cruz Biotechnology	Cat# sc-32233; RRID:AB_627679
IRDYE 800CW Mouse secondary	Licor	Cat# 926-32210; RRID:AB_621842
IRDYE 680LT Rabbit secondary	Licor	Cat# 926-68021; RRID:AB_10706309
Bacterial and virus strains		
AAV1-CMV-Cre	Addgene	RRID: 10553
AAV1-CMV-EV	UCI Center for Neural Circuit Mapping (CNCM) Viral Core; RRID:SCR_025573	MW87
AAV1-miniCaMK2-hBG-HA-CREST-Y397F	UCI Center for Neural Circuit Mapping (CNCM) Viral Core; RRID:SCR_025573	MW276
AAV1-miniCaMK2-hBG-HA-CREST-Y397D	UCI Center for Neural Circuit Mapping (CNCM) Viral Core; RRID:SCR_025573	MW277
AAV1- miniCaMK2-hBG-EV	UCI Center for Neural Circuit Mapping (CNCM) Viral Core; RRID:SCR_025573	MW270
Biological samples		
adult C57BL/6J mouse hippocampal tissue	This paper	N/A
adult C57BL/6J mouse whole brain (flash-frozen, isopentane)	This paper	N/A
Healthy adult C57BL/6J mouse whole brain (PFA-perfused)	This paper	N/A
Chemicals, peptides, and recombinant proteins		
In vivo-jetPEI	Polyplus	Cat# 101000040
Paraformaldehyde	Sigma-Aldrich	Cat# 441244
Tween-20	Sigma-Aldrich	Cat# P7949
D-sucrose	Fisher Scientific	Cat# BP220-1
BSA standard	Fisher Scientific	Cat# 23209
BSA (lyophilized)	Fisher Scientific	Cat# 9048-46-8
Sodium pentobarbital	Sigma-Aldrich	Cat# P3761
Critical commercial assays		
RIPA lysis buffer	Thermo Fisher Scientific	Cat# 89900
NuPAGE sample reducing buffer (10x)	Thermo Fisher Scientific	Cat# NP0009
NuPAGE antioxidant reagent	Thermo Fisher Scientific	Cat# NP0005
NuPAGE Transfer buffer (20x)	Thermo Fisher Scientific	Cat# NP00061
NuPAGE MOPS running buffer	Thermo Fisher Scientific	Cat# NP001
LICOR Chameleon Due protein ladder	Licor	Cat# 928-60000
Bradford Protein Assay dye concentrate	BioRad	Cat# 5000005
Invitrogen NuPAGE precast protein gels	Thermo Fisher Scientific	Cat# NP0321BOX
PrimeTime Gene expression Mastermix (2x)	IDT	Cat# 1055771
High-capacity cDNA Reverse Transcription Kit with Rnase Inhibitor	Thermo Fisher Scientific	Cat# 4374966
GeneArt Site-Directed Mutagenesis system	Thermo Fisher Scientific	Cat# A13282
NEBuilder HiFi DNA Assembly Master Mix	NEB	Cat# E2621S
Qiagen RNeasy Mini kit	Qiagen	Cat# 74104
Qiagen Plasmid Plus Maxi kit	Qiagen	Cat# 12965
Deposited data		
Raw and analyzed data	This paper	GEO: GSE268687
Experimental models: Organisms/strains		
Mouse: C57BL/6J	The Jackson Laboratory	RRID:IMSR_JAX:000664
Mouse: Cbp^fl/fl^	Kang-Decker et al. 2004	RRID:IMSR_JAX:025178
Oligonucleotides		
Morpholino: standard negative control CCTCTTACCTCAGTTACAATTTATA	Gene Tools	Cat# PCO-VivoStandardControl-100
Morpholino: anti-Crest ACTCAGCCCGTGATCATTGGG	Gene Tools	Cat# mSS18L-42-12Jul22A-V-K
Primers for RTqPCR and ChIPqPCR, See Table S1	This paper	N/A
Forward primer for Site-Directed Mutagenesis, CREST Y397F: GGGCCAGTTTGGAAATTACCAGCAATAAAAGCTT	This paper	N/A
Reverse primer for Site-Directed Mutagenesis, CREST Y397F: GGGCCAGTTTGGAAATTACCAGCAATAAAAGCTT	This paper	N/A
Forward primer for Site-Directed Mutagenesis, CREST Y397D: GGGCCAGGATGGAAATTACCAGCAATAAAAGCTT	This paper	N/A
Reverse primer for Site-Directed Mutagenesis, CREST Y397D: TTTCCATCCTGGCCCTGTTCATAGCC	This paper	N/A
Recombinant DNA		
pAAV-miniCaMK2-hBG-HA-CREST-Y397F	This paper	MW276
pAAV-miniCaMK2-hBG-HA-CREST-Y397D	This paper	MW277
Software and algorithms		
ImageJ	NIH	RRID:SCR_003070; https://imagej.net/ij/
Leica Application Suite LAS X	Leica	RRID:SCR_013673
Biorender	Biorender	RRID:SCR_018361; https://www.biorender.com/
Licor Image Studio Lite v5.2	Licor	Version 3.1; RRID:SCR_013715
PhosphoSite Plus v6.7.4	Cell Signaling Technologies	https://www.phosphosite.org/homeAction.action
NetPhorest2.1	Miller et al^42^	http://www.miller-lab.org/webservices.html
GraphPad Prism (for Windows) v10.0.2 (232)	GraphPad	RRID:SCR_002798
LightCycler 480 RW v1.5.1.62; SP3	Roche	N/A
Cyber-T	Kayala and Baldi^55^	https://cybert.ics.uci.edu
TopHat v2.1.1	Trapnell et al.^98^	https://ccb.jhu.edu/software/tophat/index.shtml
DESeq2 v1.42.0	Love et al.^56^	https://bioconductor.org/packages/DESeq2
Cufflinks v2.2.1	Trapnell et al.^99^	https://cole-trapnell-lab.github.io/cufflinks
DAVID Knowledgebase v2023q4	NIH DAVID Bioinformatics	RRID:SCR_001881
Mouse genome assembly GRCm38 (mm10)	UCSC Genome Browser	https://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10
ANY-maze tracking software	Stoelting	RRID:SCR_014289
Video Freeze Video Fear Conditioning Software v3.0.0.0	Med Associates Inc	RRID:SCR_014574; https://med-associates.com/product/videofreeze-video-fear-conditioning-software/
Other		
cDNA synthesis, amplification, library construction, and sequencing using the Illumina NovaSeq and HiSeq platforms with paired-end 150bp (PE150) sequencing	Novogene	Sacramento, CA

## Data Availability

• The RNA-seq datasets generated in this study have been deposited to the NCBI Gene Expression Omnibus (GEO) under accession number GEO: GSE268687 and are publicly available as of the date of publication. • Original western blot images (Data S1) and the datapoints used to generate all graphs (Data S2) are provided as source data files. • This paper does not report original code • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: The nBAF complex subunit CREST/SS18L1 regulates hippocampal memory processes via tyrosine 397 and histone acetyltransferase CBP
**Source:** Cell Rep. Author manuscript; Available in PMC 2026 May 20.
**Supplement:** Figures_S1-S16

**Supplemental information**

**The nBAF complex subunit CREST/SS18L1 regulates  
hippocampal memory processes via tyrosine 397  
and histone acetyltransferase CBP**

**Franklin G. Garcia, Maria Farias de Albuquerque, Vanessa Johnson, Enikő Kramár, Kousha Changizi, Sherif Abdelkarim, Agatha S. Augustynski, Dina P. Matheos, Joseph Picone, Tracy L. Fetterly, Alyssa Rodriguez, Jessica Childs, Angela Gomez-Arboledas, Julia Winter, Elizabeth Heller, Pierre Baldi, and Marcelo A. Wood**

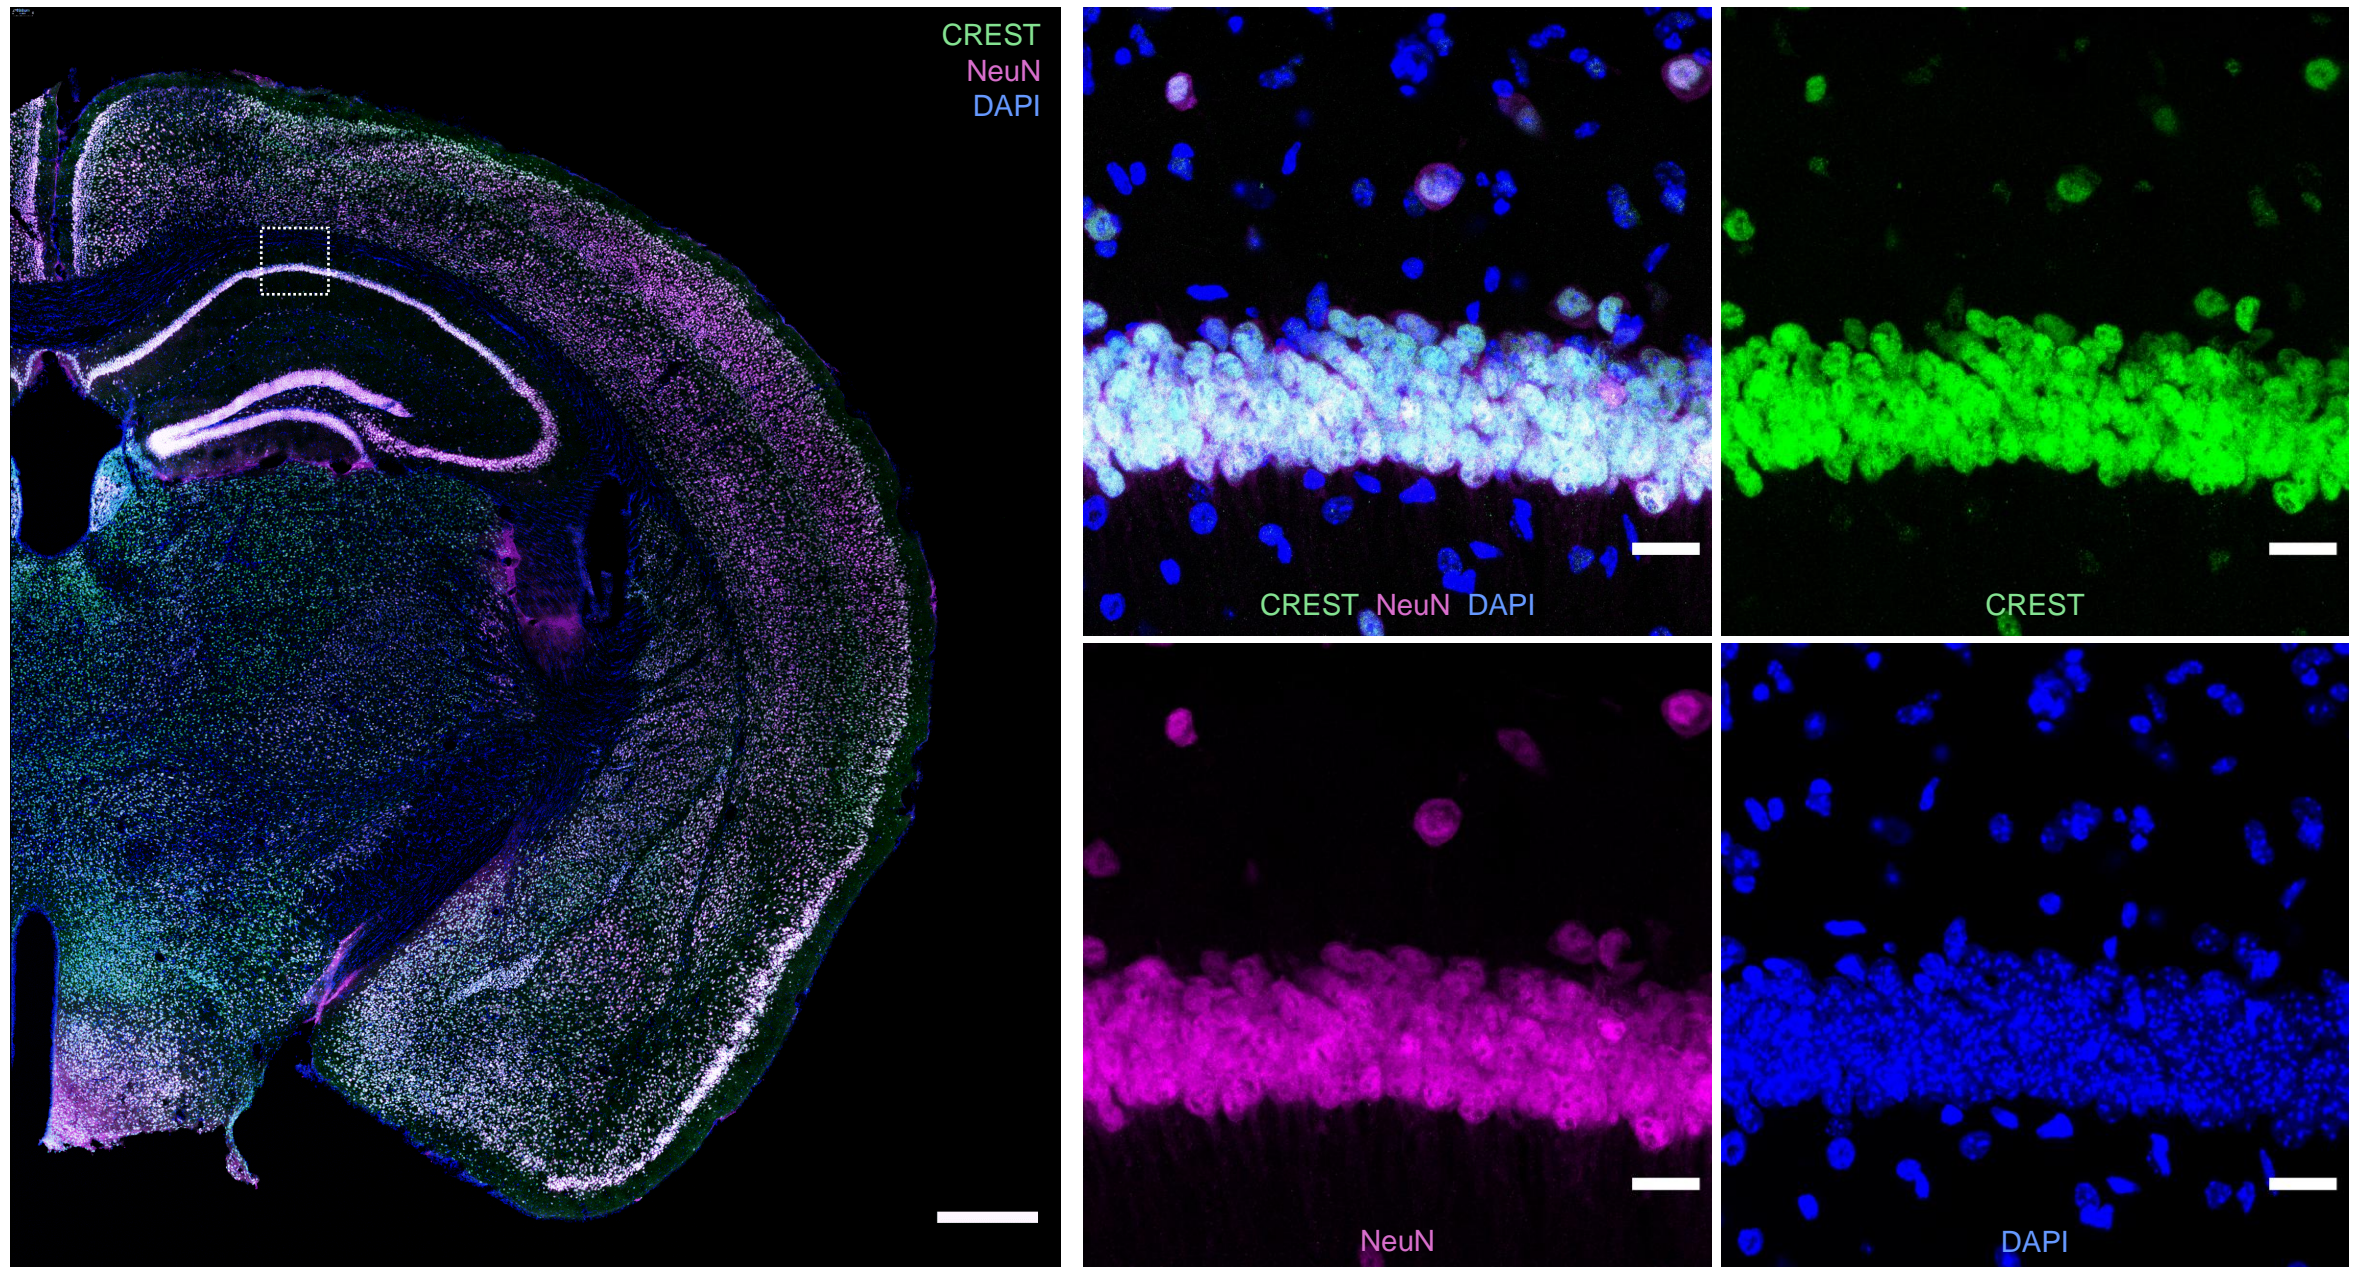

**Figure S1.**

**CREST is highly expressed among neuronal populations of the dorsal hippocampus.** Representative immunofluorescence micrographs with color-safe pseudo-coloring show expression of CREST (green) and NeuN (magenta) in a coronal section of the mouse brain (Bregma = -2.0). Nuclei are counterstained with DAPI (blue). Boxed area (white, left) selected for higher magnification (right) and shown with merged signals for CREST, NeuN and DAPI and provided with the individual color channel for each. Scale bar: low magnification (left, 500 μm) and higher magnification (right, 20 μm).

**A**

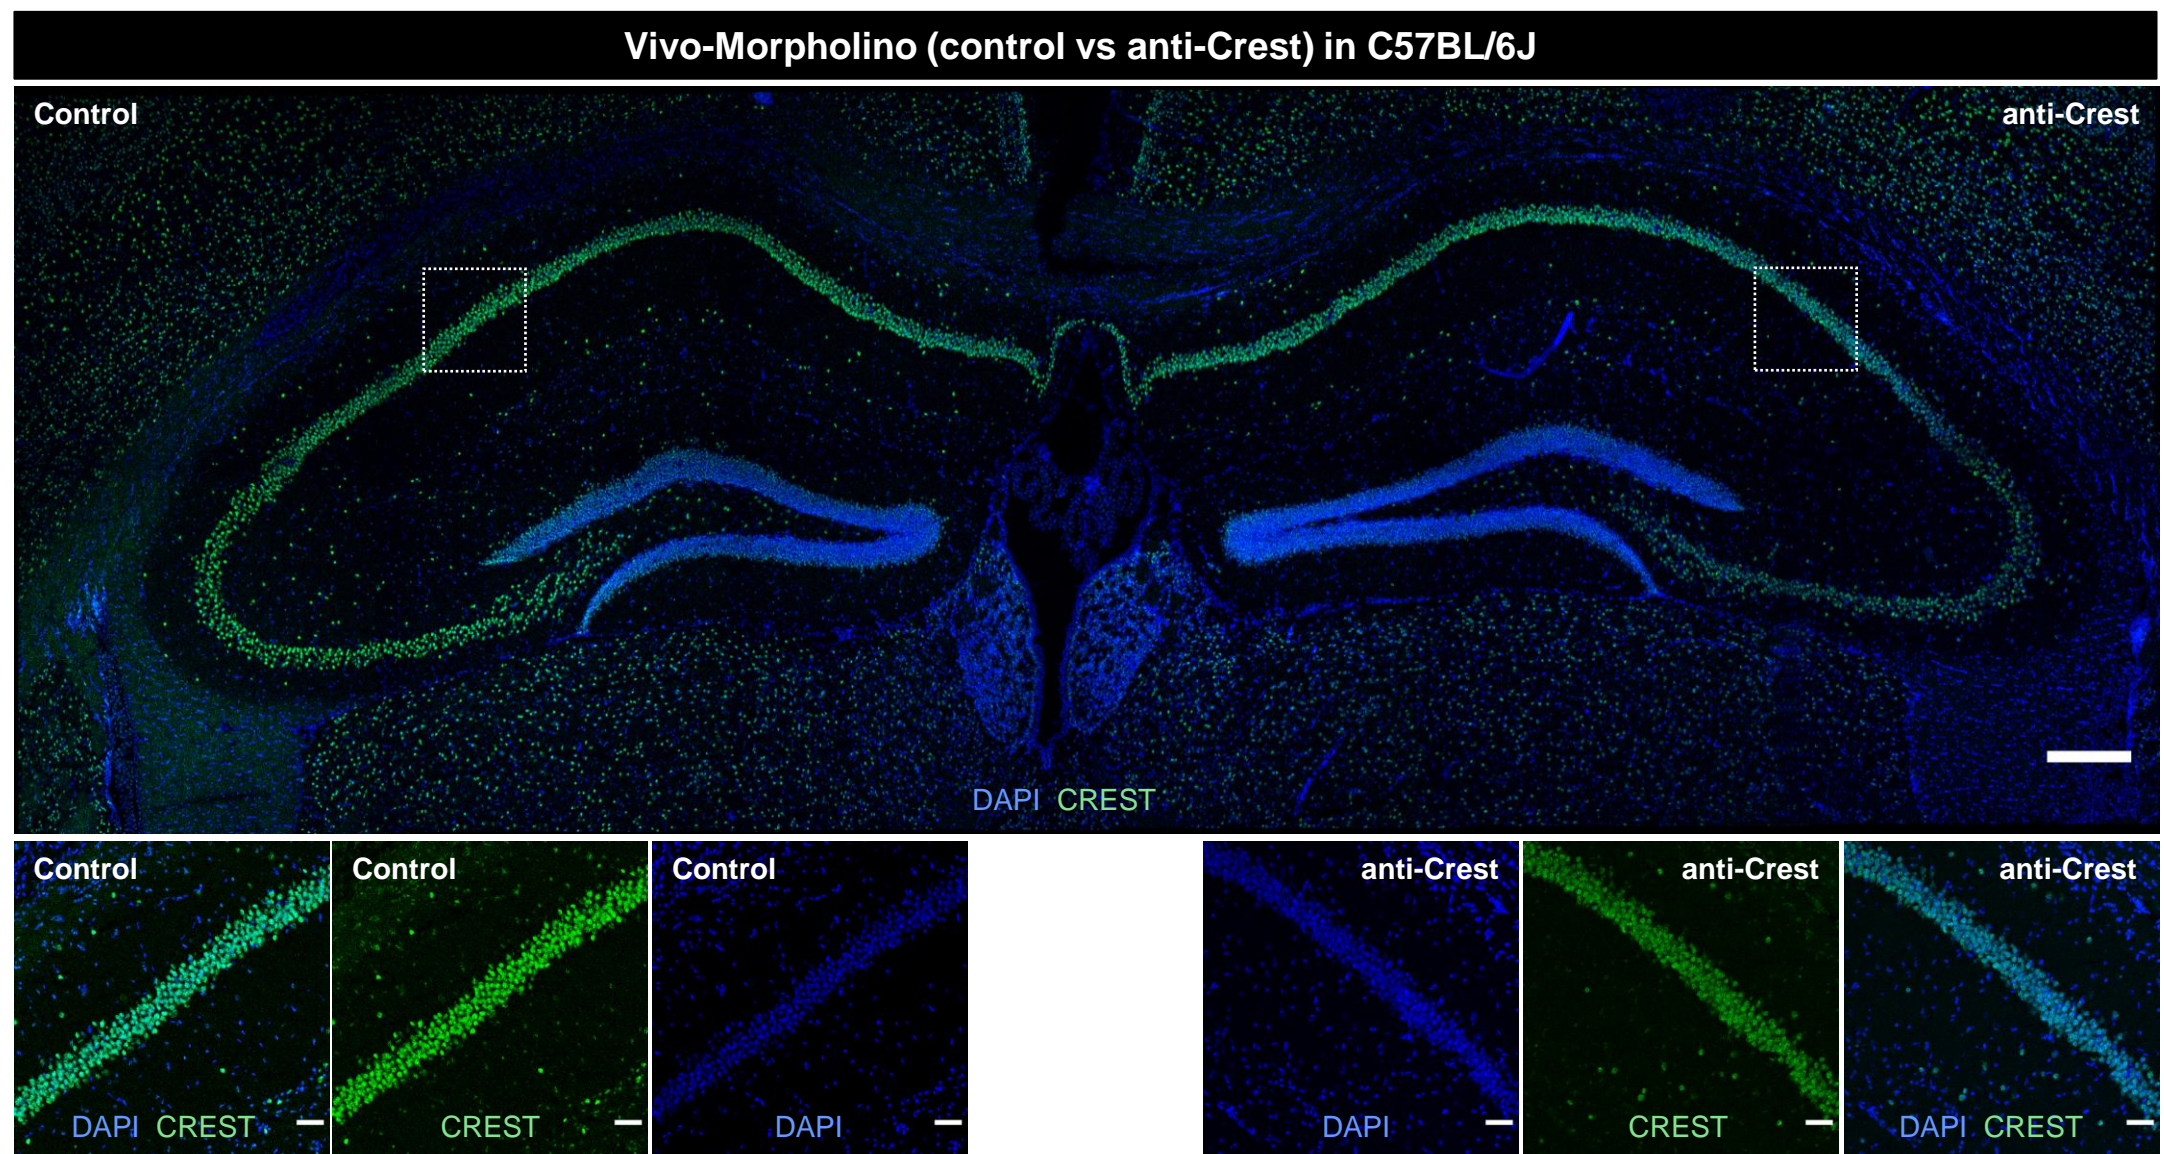

**B**

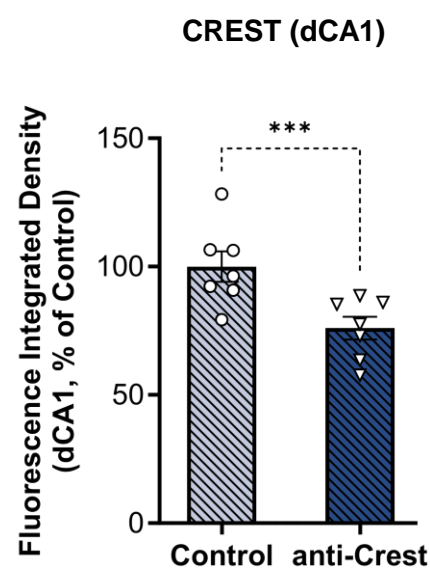

**C**

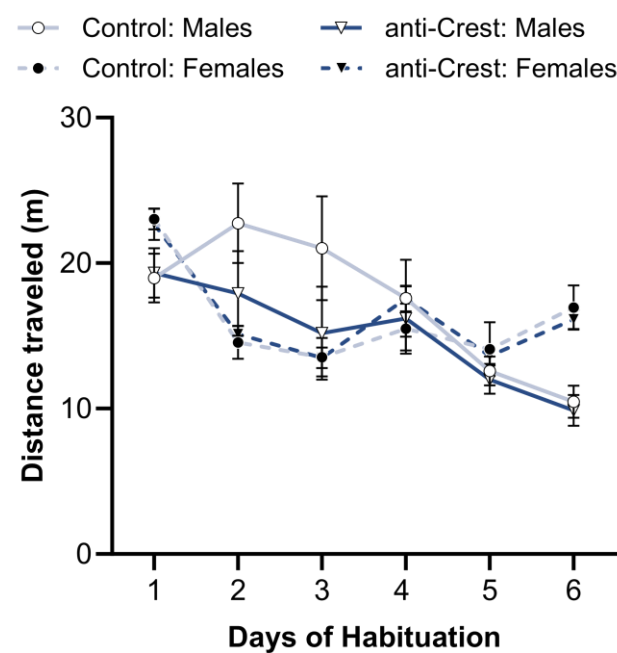

**D**

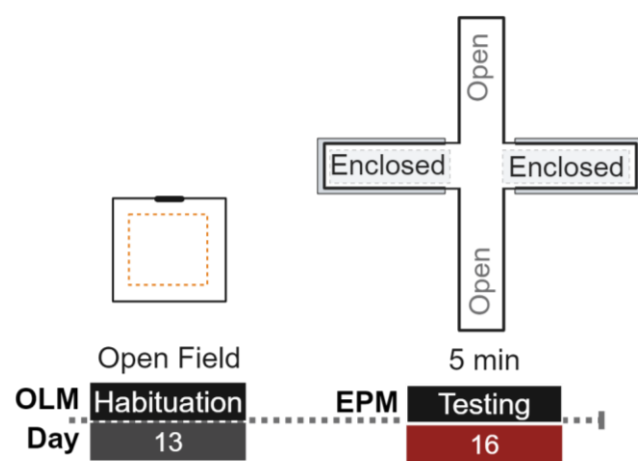

**E**

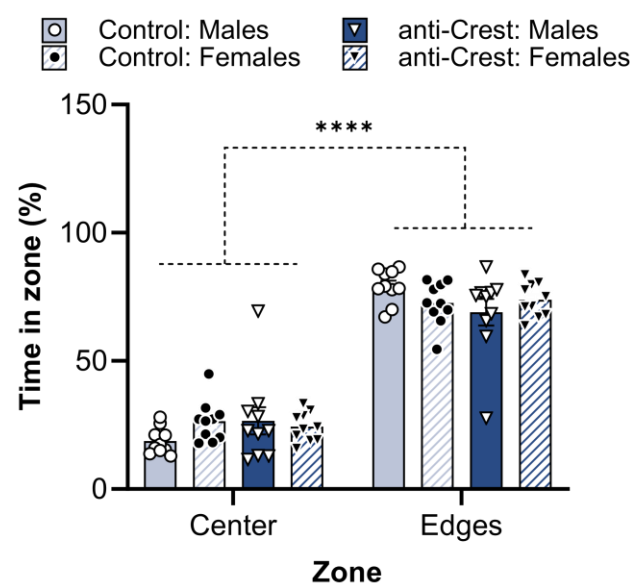

**F**

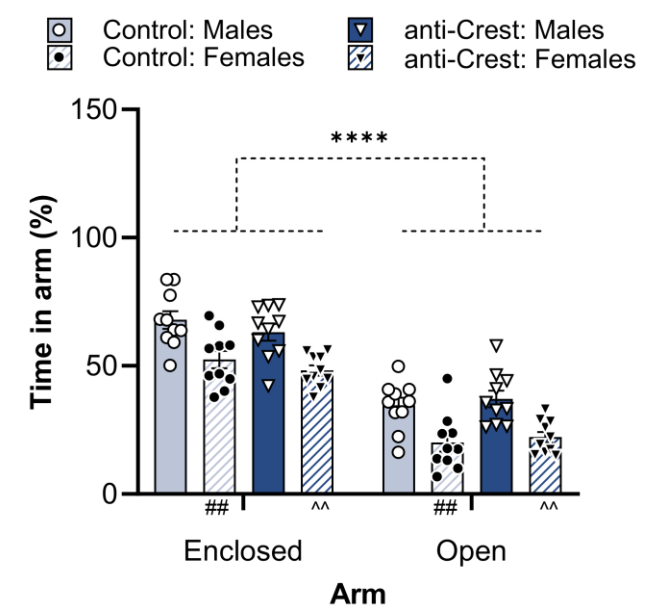

**Figure S2.**

**Focal dorsal hippocampus knockdown of *Crest* has no effect on open field or elevated plus maze performance.**

(A) Representative fluorescence micrograph shows an intra-sample comparison of both brain hemispheres for CREST (green) immunoreactivity 4 days after infusion of an anti-Crest (right hemisphere) or a standard control (left, contralateral hemisphere) vivo-morpholino (6μM) into the dorsal hippocampus (dCA1). Selected area (white) corresponds to high magnification insets for each condition. Nuclei are counterstained with DAPI (blue). Scale bar: low magnification (above, 250 μm) and high magnification (below, 50 μm). (B) Quantification of fluorescence integrated density of CREST protein expression in the dCA1 (two-tailed paired-Student's t-test:  $t_6 = 7.10$ , \*\*\*  $p < 0.001$ ;  $n = 7$  males/condition; 3 slices per animal) 4 days after unilateral infusion of an anti-Crest morpholino and a control morpholino (contralateral hemisphere) into the dCA1 that is presented as a summary of two independent experiments. (C) Total distance travelled during OLM habituation for male and female C57BL6/J mice infused with either Control or anti-Crest vivo-morpholino (Two-way ANOVA: males (main effect of day  $F_{5,108} = 6.41$ , \*\*\*\*  $p < 0.0001$ ; no interaction of condition x day,  $F_{5,108} = 0.64$ ,  $p = 0.67$ ) and females (main effect of day  $F_{5,108} = 17.89$ , \*\*\*\*  $p < 0.0001$ ; no interaction of condition x day,  $F_{5,108} = 0.41$ ,  $p = 0.84$ )). (D) Schematic of Open field testing on Day 13 of OLM (i.e., 6th day of habituation following post-surgery recovery day) and elevated plus maze (EPM, Day 16) testing 2 days after the end of OLM testing. (E) Percent of time in center or edge zones of the OLM chambers (i.e., open field task) in male and female C57BL6/J mice (Effect of zone only: Two-way ANOVA:  $F_{1,72} = 475.4$ , \*\*\*\*  $p < 0.0001$ ). No group differences were observed within zone. (F) Percent of time in either the opened or closed arms in the elevated plus maze (Effect of arm only: Two-way ANOVA:  $F_{1,72} = 187$ , \*\*\*\*  $p < 0.0001$ ; Sidak's post-hoc test: effect of sex within Control condition (##  $p < 0.01$ ); effect of sex within anti-Crest condition (^  $p < 0.01$ ).  $n = 10$ /condition/sex. Data presented as mean  $\pm$  SEM. Group color-scheme: males (white circles and triangles) and females (black circles and triangles).

A

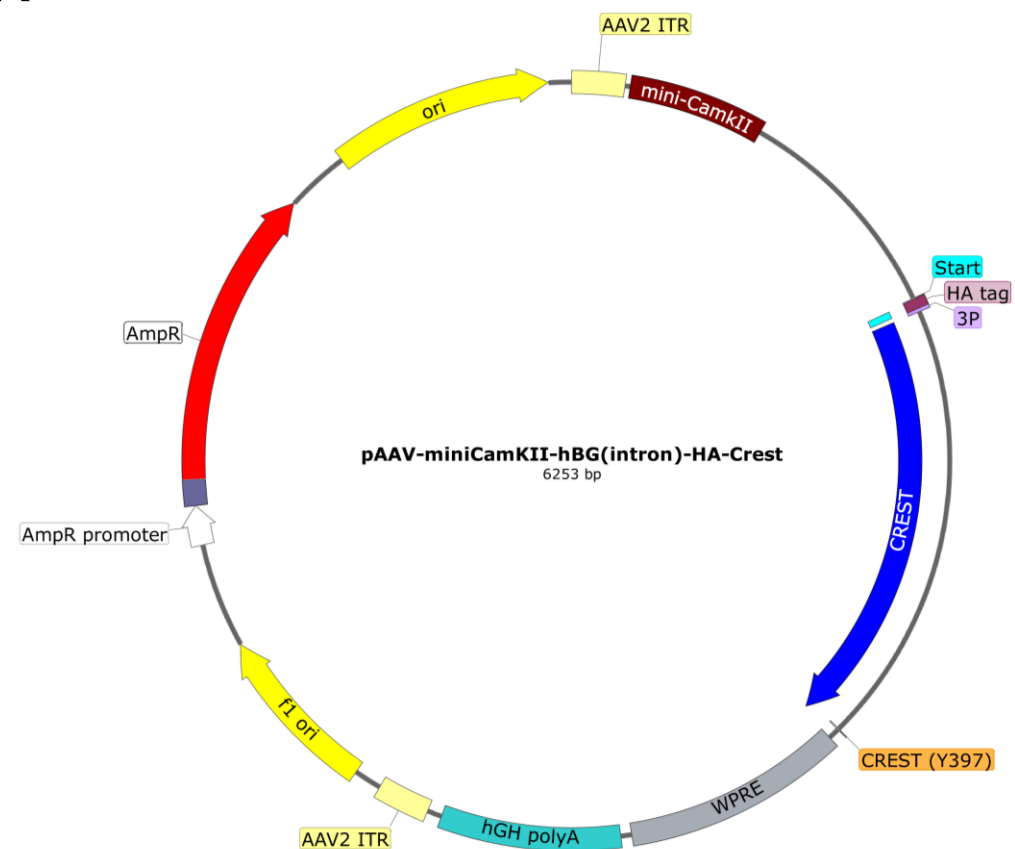

B

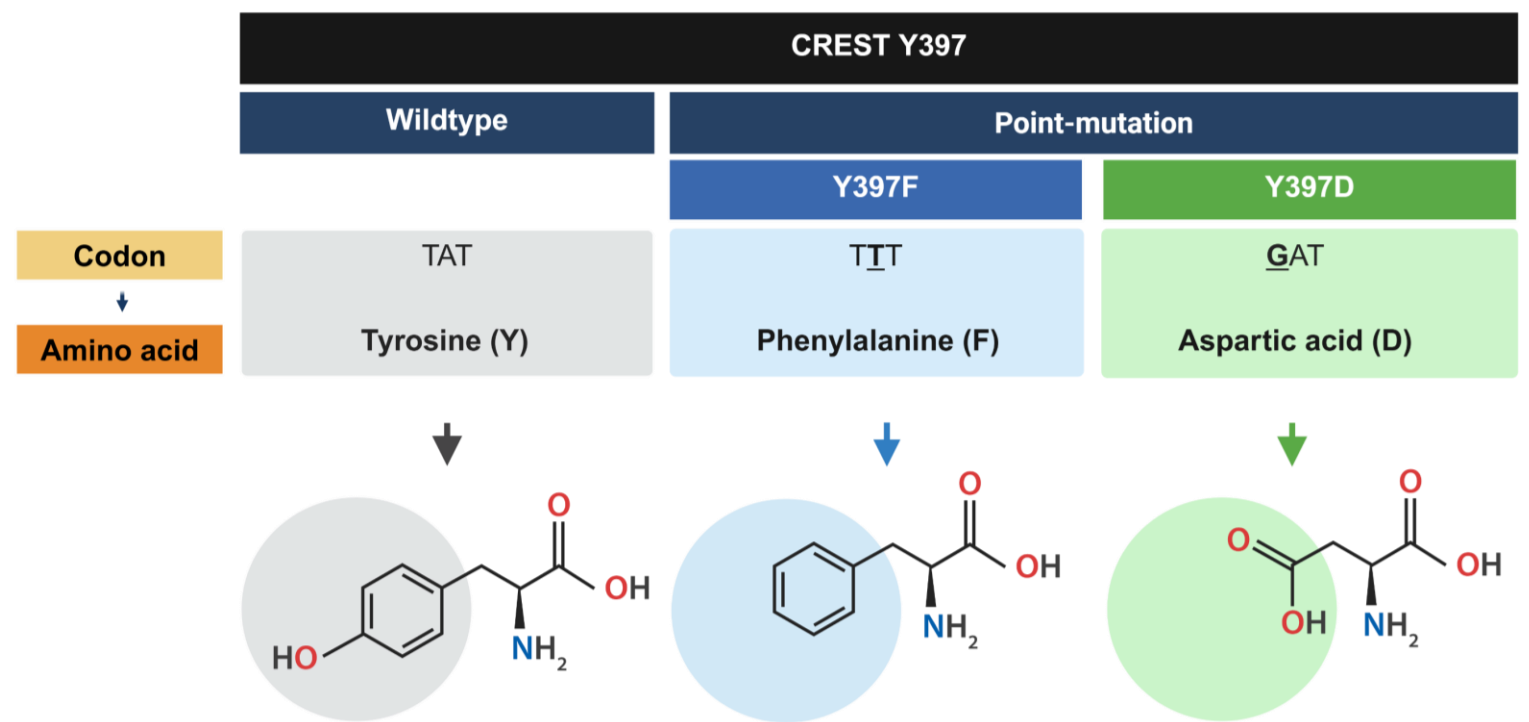

C

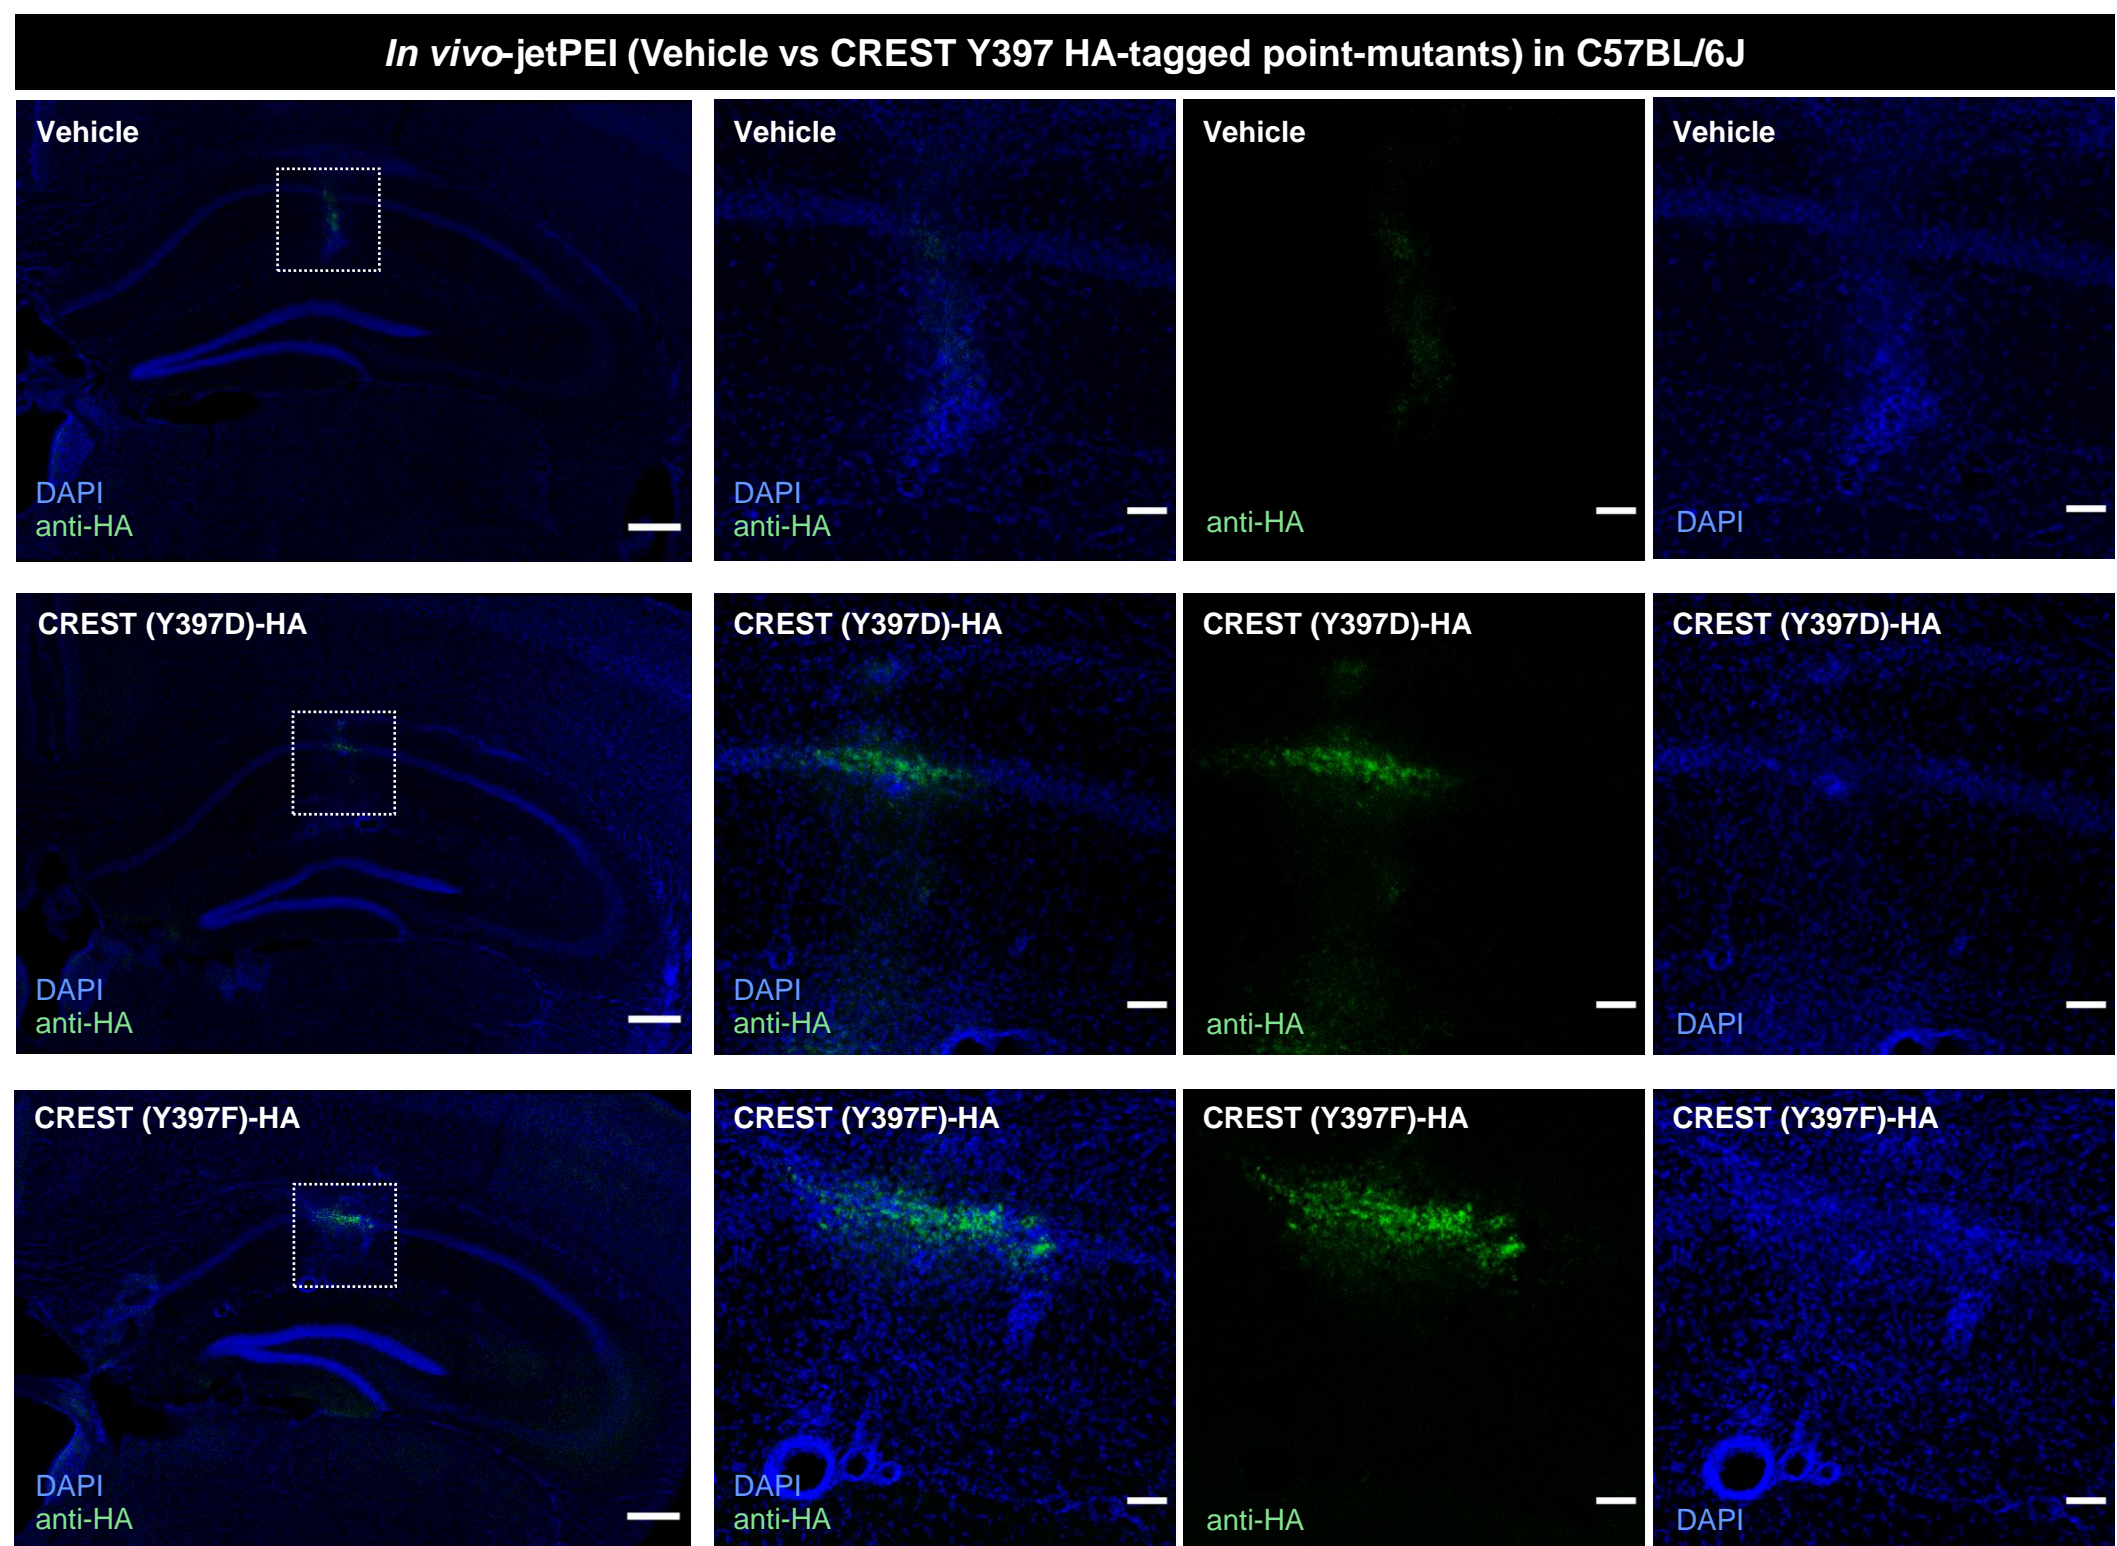

Figure S3.

**Summary for generating CREST Y397 point-mutants.**

(A) Map of a plasmid expressing *Crest* (i.e., *Ss1811*) under the regulation of a CaMKII0.4 (mini) promoter (UCI CNM Viral Core Facility) that was used for site-directed mutagenesis at Y397 (orange annotation) (Created with SnapGene). (B) Schematic summary for generating CREST Y397 point-mutants: 1. CREST Y397 (gray) is encoded by codon TAT (Y, tyrosine). Site-directed mutagenesis and Seamless cloning system (GeneArt-Thermo Fisher Scientific) was used to generate a Y397F point-mutant (TAT → TTT; Y → F, phenylalanine) and a Y397D point-mutant (TAT → GAT; Y → D, aspartic acid). (C) Representative immunofluorescence micrographs show immunoreactivity for the HA-tagged (green) CREST(Y397D)-HA and CREST(Y397F)-HA point-mutants (relative to the vehicle control condition) when complexed with the in vivo-jetPEI (Polyplus) transfection reagent at 4 days after infusion into the dCA1. Nuclei are counterstained with DAPI (blue). Selected area in dCA1 (white) corresponds to high magnification insets for each condition. Scale bar: low magnification (250  $\mu$ m) and high magnification (50  $\mu$ m).

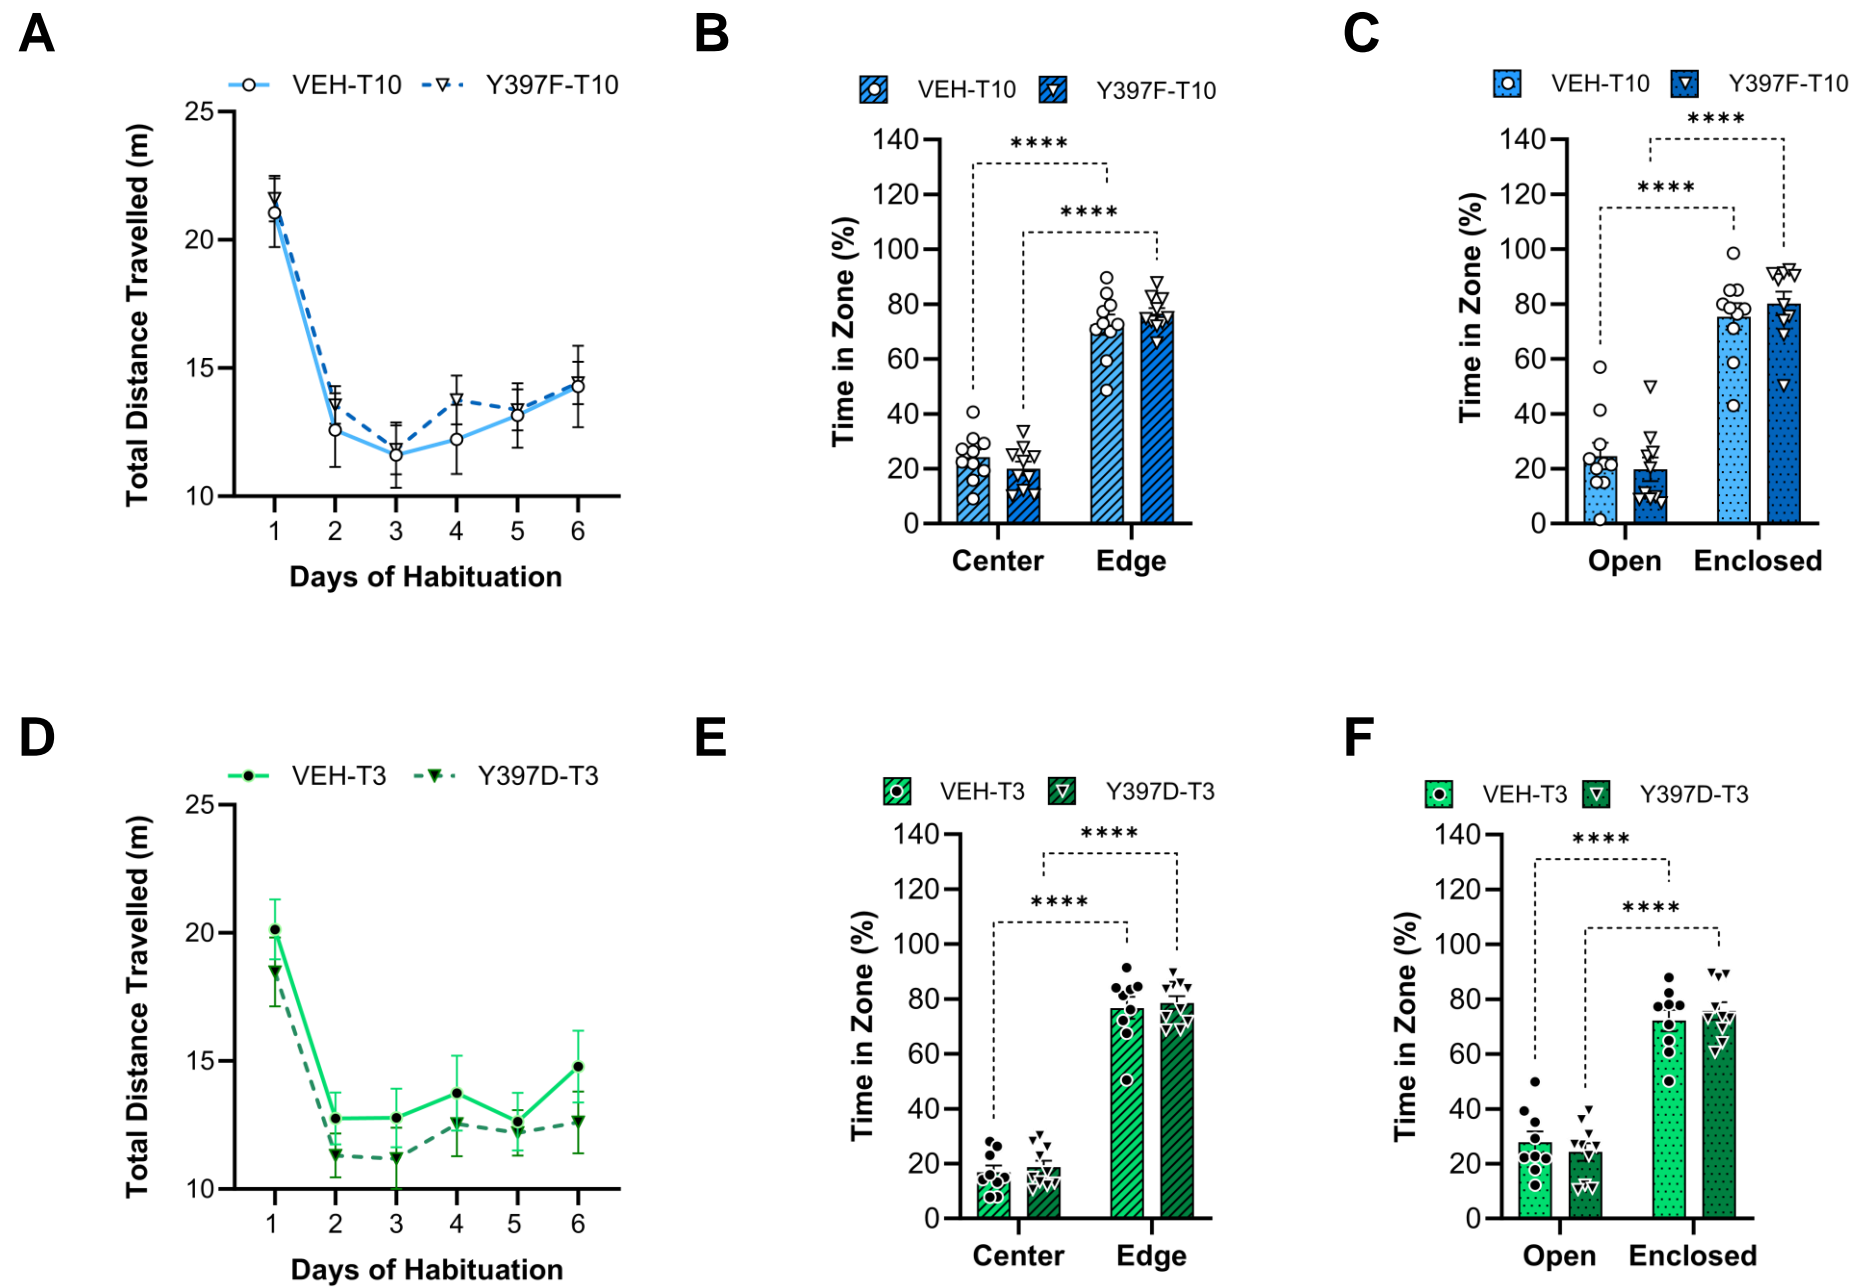

**Figure S4.**

**Focal *in vivo* transfection of CREST Y397 point-mutants has no effect on movement during habituation or performance in the open field or elevated plus maze.**

**(A)** Total distance traveled during days of habituation of OLM behavior: VEH-T10 and Y397F-T10 (Two-way ANOVA: main effect of day,  $F_{5,108} = 18.23$ , \*\*\*\*  $p < 0.0001$ ; no interaction of condition x day comparison,  $F_{5,108} = 0.12$ ,  $p = 0.99$ ). **(B)** Percent of time in open field zones during Day 6 of OLM habituation: VEH-T-10 and Y397F-T10 (Two-ANOVA: effect of zone only,  $F_{1,36} = 345.1$ , \*\*\*\*  $p < 0.0001$ ). **(C)** Percent of time in elevated plus maze zones 24 hrs after OLM test: VEH-T10 and Y397F-T10 (Two-ANOVA: effect of zone only,  $F_{1,36} = 148.0$ , \*\*\*\*  $p < 0.0001$ ). **(D)** Total distance traveled during days of habituation of OLM behavior: VEH-T3 and Y397D-T3 (Two-way ANOVA: main effect of day,  $F_{5,102} = 11.10$ , \*\*\*\*  $p < 0.0001$ ; no interaction of condition x day,  $F_{5,102} = 0.12$ ,  $p = 0.99$ ). **(E)** Percent of time in open field zones during Day 6 of OLM habituation: VEH-T3 and Y397D-T3 (Two-ANOVA: effect of zone only,  $F_{1,34} = 438.1$ , \*\*\*\*  $p < 0.0001$ ), no condition differences within zone. **(F)** Percent of time in elevated plus maze arm zones at 1 day after OLM test: VEH-T3 and Y397D-T3 (Two-way ANOVA: effect of zone only,  $F_{1,34} = 180.6$ , \*\*\*\*  $p < 0.0001$ ). Control (VEH-T10, white circles; VEH-T3, black circles), Crest Y397F-T10 (white triangles) and Crest Y397D-T3 (black triangles). Data presented as mean  $\pm$  SEM. Behavior:  $n = 9-10$ / group (males only)/ independent replicate cohort. See **Figure S2D** for schematic of open field and elevated plus maze timeline relative to OLM behavior.

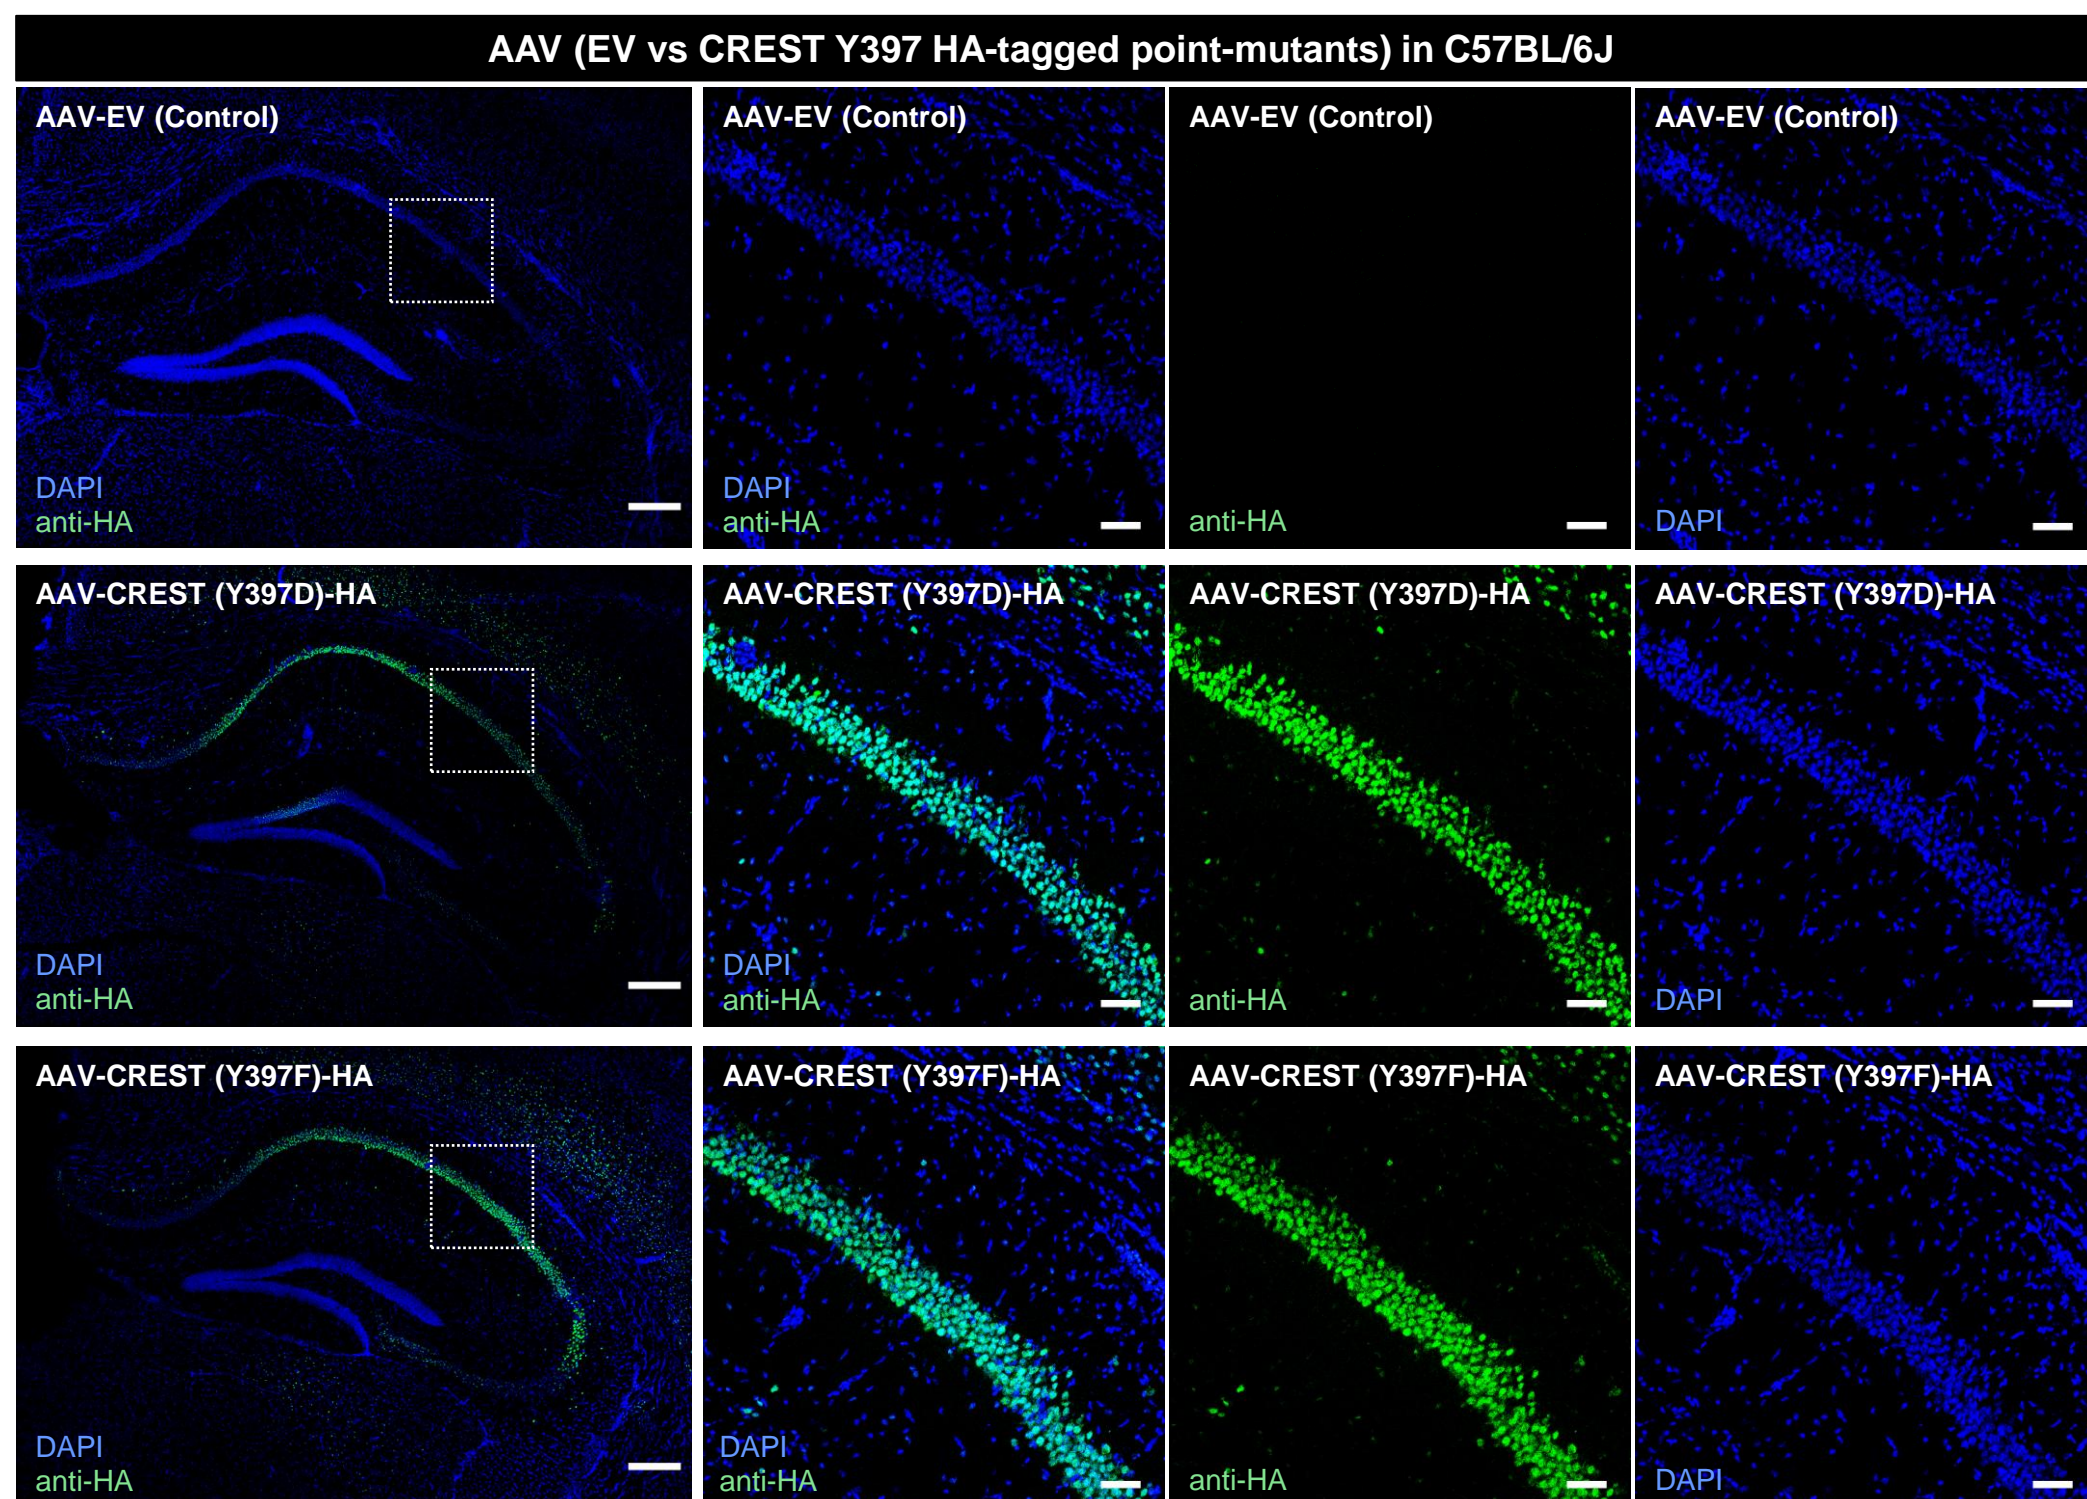

**Figure S5.**  
**AAV overexpression of the CREST Y397F and Y397D point-mutations in the adult dCA1.**  
 Representative immunofluorescence micrographs show immunoreactivity for the HA-tagged (green) AAVs that express either the CREST Y397D or Y397F point-mutant 2 weeks after infusion into the dCA1. Selected area (white) corresponds to high magnification insets for each condition. An AAV empty vector (EV) was delivered as a control condition. Nuclei are counterstained with DAPI (blue). Scale bar: low magnification (250  $\mu$ m) and high magnification (50  $\mu$ m).

**A**

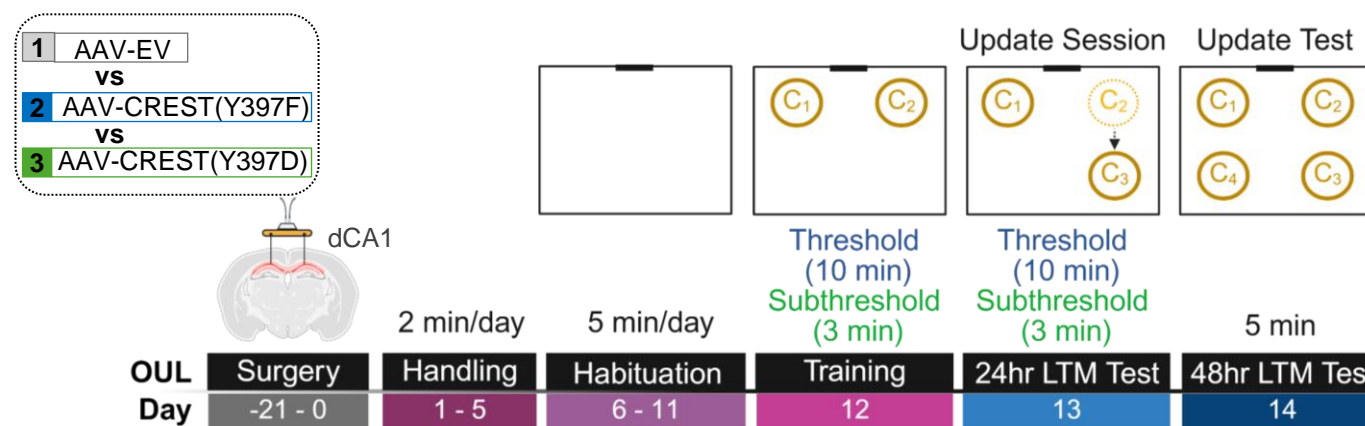

**B**

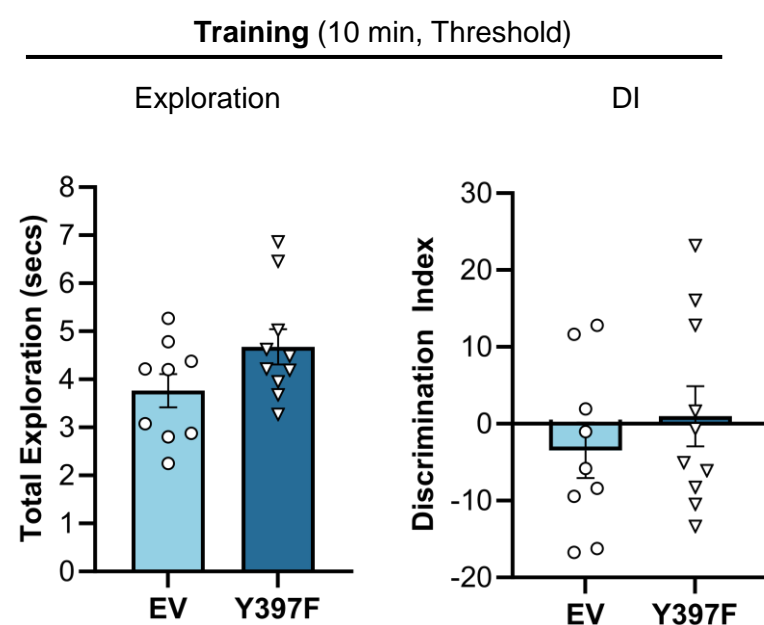

**C**

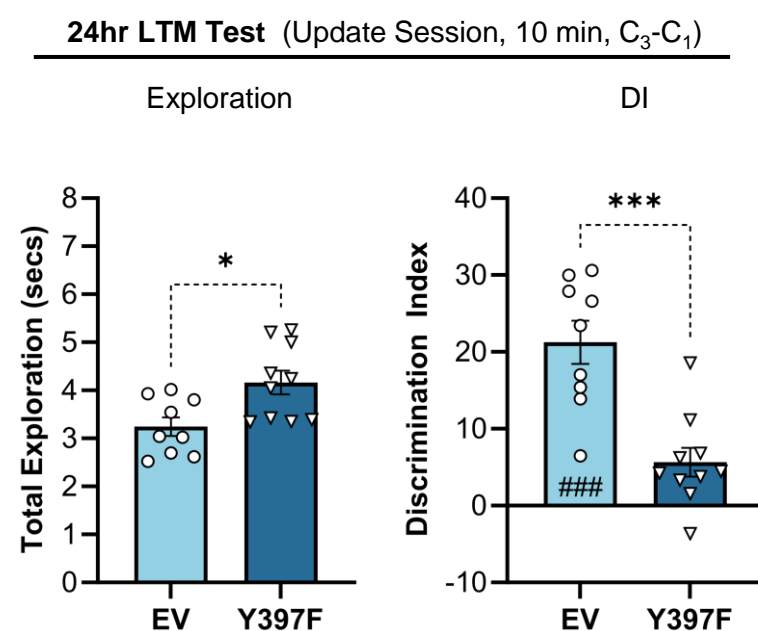

**D**

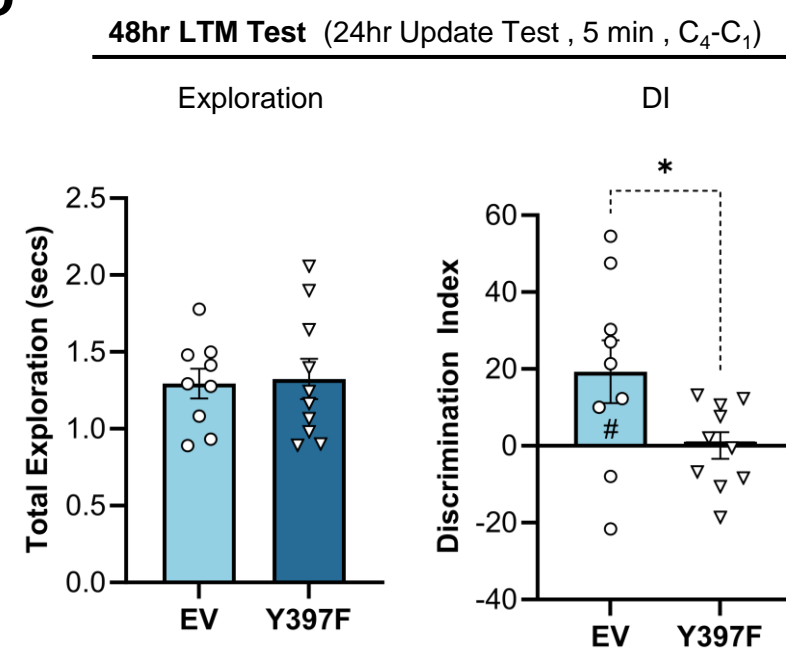

**E**

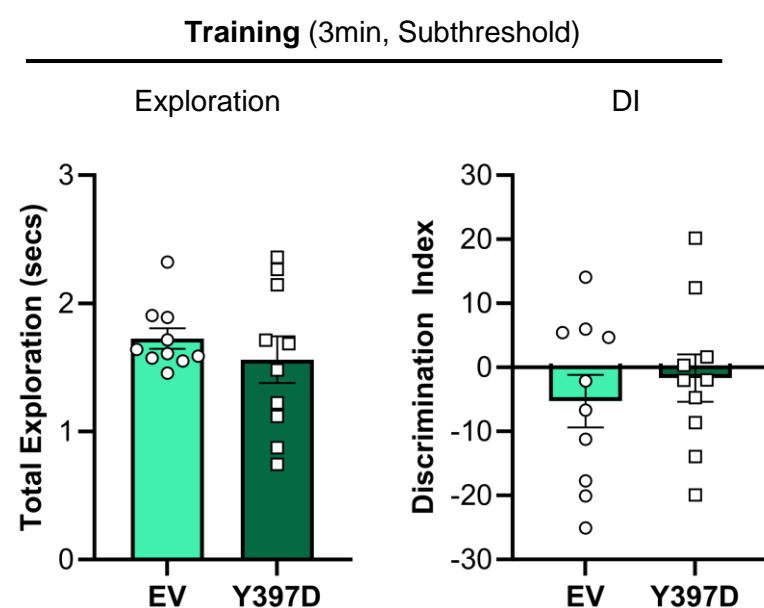

**F**

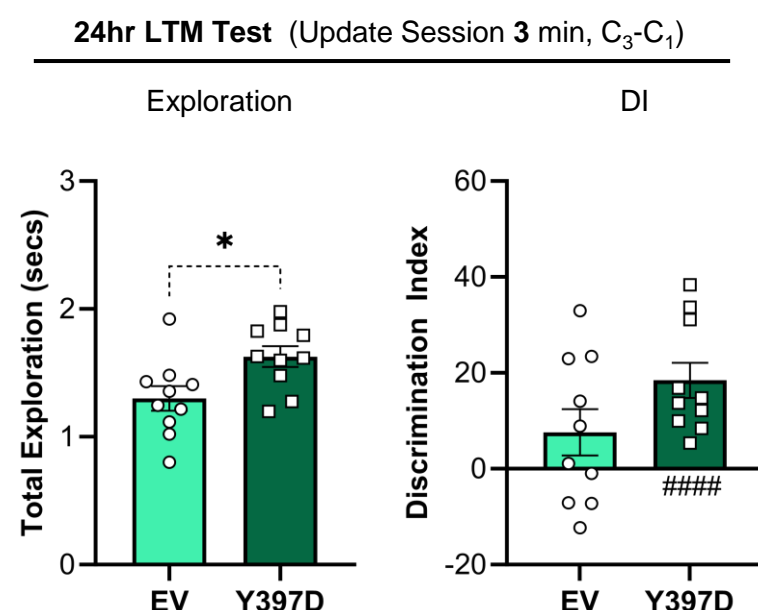

**G**

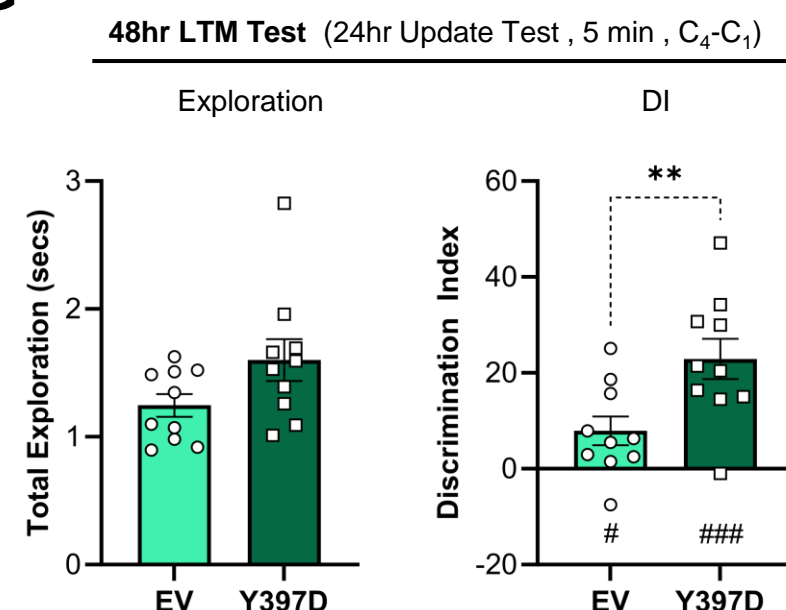

**Figure S6.**  
**CREST Y397 bidirectionally regulates hippocampal-dependent long-term memory for updated information.**  
**(A)** Timeline of the hippocampal-dependent Object in Updated Location task (OUL) where animals received bilateral dCA1 infusion of AAVs for empty vector control (EV), CREST(Y397F) or CREST(Y397D) 3weeks prior to the start of behavior and examined in either a threshold (T10, 10min) or subthreshold (T3, 3min) training conditions followed by a 24hr LTM test (Update session) and a 48hr LTM test (24hr Update test, 5min). **(B)** Total time of object exploration (Student's t-test:  $t_{17} = 1.80$ ,  $p = 0.089$ ) and DI (Student's t-test:  $t_{17} = 0.83$ ,  $p = 0.42$ ) in the 10 min threshold training session for EV and Y397F conditions. **(C)** Total time of object exploration (Student's t-test:  $t_{17} = 2.86$ ,  $p = 0.012$ ) and DI (Student's t-test:  $t_{17} = 4.72$ ,  $***p < 0.001$ ) in the 24hr LTM test (Update session, 10 min) for EV and Y397F conditions. Training vs 24hr LTM test DI: EV (paired Student's t-test:  $t_8 = 5.20$ ,  $###p < 0.001$ ), Y397F (paired Student's t-test:  $t_9 = 1.46$ ,  $p = 0.18$ ). **(D)** Total time of object exploration (Student's t-test:  $t_{17} = 0.18$ ,  $p = 0.86$ ) and DI (Student's t-test:  $t_{17} = 2.25$ ,  $*p < 0.05$ ) in the 48hr LTM test session (24hr Update test, 5 min) for the EV and Y397F conditions. Training vs 48hr LTM test DI: EV (paired Student's t-test:  $t_8 = 2.97$ ,  $#p < 0.05$ ), Y397F (paired Student's t-test:  $t_9 = 0.15$ ,  $p = 0.89$ ). **(E)** Total time of object exploration (Student's t-test:  $t_{18} = 0.83$ ,  $p = 0.42$ ) and DI (Student's t-test:  $t_{18} = 0.65$ ,  $p = 0.52$ ) in the 3min subthreshold training session for EV and Y397D conditions. **(F)** Total time of object exploration (Student's t-test:  $t_{18} = 2.63$ ,  $*p < 0.05$ ) and DI (Student's t-test:  $t_{18} = 1.78$ ,  $p = 0.092$ ) in the 24hr LTM test (Update session, 3min) for EV and Y397D conditions. Training vs 24hr LTM test DI: EV (paired Student's t-test:  $t_9 = 1.67$ ,  $p = 0.13$ ), Y397D (paired Student's t-test:  $t_9 = 8.31$ ,  $####p < 0.0001$ ). **(G)** Total time of object exploration (Student's t-test:  $t_{18} = 1.91$ ,  $p = 0.072$ ) and DI (Student's t-test:  $t_{18} = 2.91$ ,  $**p < 0.01$ ) in the 48hr LTM test session (24hr Update test, 5 min) for the EV and Y397D conditions. Training vs 48hr LTM test DI: EV (paired Student's t-test:  $t_9 = 2.34$ ,  $#p < 0.044$ ), Y397D (paired Student's t-test:  $t_9 = 5.90$ ,  $###p < 0.001$ ). Data presented as mean  $\pm$  SEM.  $n = 9-10$  /condition, all males. EV (white circles), Y397F (white triangles), and Y397D (white squares).

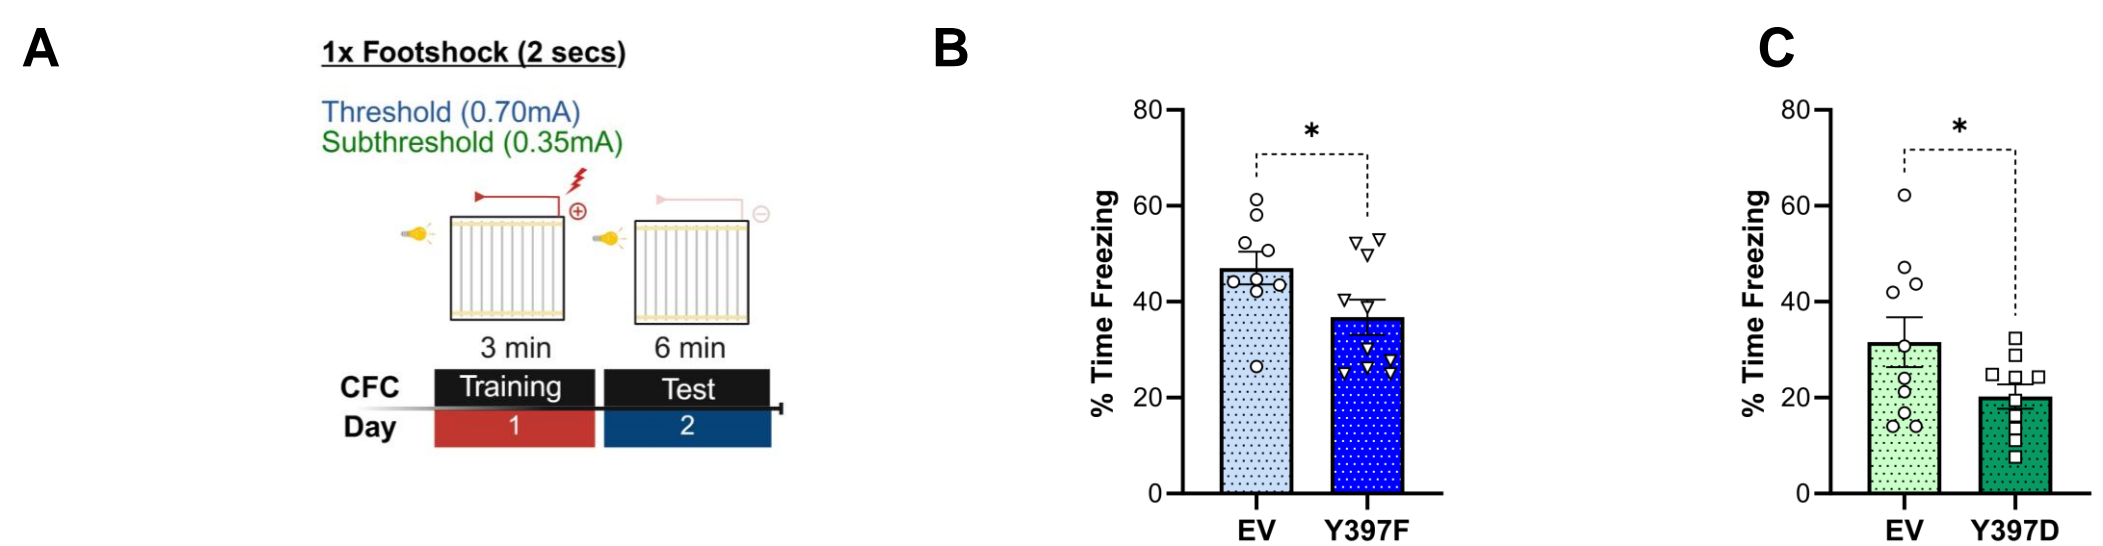

**Figure S7.**

**AAVs of CREST Y397 point-mutants impair long-term memory for contextual fear.**

**(A)** Schematic of procedure for hippocampal-dependent contextual fear conditioning to examine LTM after dCA1 expression of AAVs to express the Y397F or Y397D point mutation conditions and exposure to threshold (0.70mA shock) or subthreshold (0.35mA shock) training session (3min), respectively, relative to EV control. **(B)** Total % freezing during the 24hr LTM test (6min) for EV and Y397F AAV conditions (one-tailed Student's t-test:  $t_{17} = 2.04$ ,  $*p < 0.05$ ). **(C)** Total % freezing during the 24hr LTM test (6min for EV and Y397D AAV conditions (one-tailed Student's t-test:  $t_{18} = 1.96$ ,  $*p < 0.05$ ). Data presented as mean  $\pm$  SEM.  $n = 9-10$  /condition, all males. EV (white circles), Y397F (white triangles), and Y397D (white squares).

A

| Condition # | Description of dCA1 infusion experimental conditions                                                                        | Sample Sequencing IDs | Condition Abbreviation |
|-------------|-----------------------------------------------------------------------------------------------------------------------------|-----------------------|------------------------|
| 1           | in vivo-jetPEI reaction without exogenous DNA transfection (Vehicle) collected with only home-cage exposure                 | N01-N06               | VEH-HC                 |
| 2           | in vivo-jetPEI reaction without exogenous DNA transfection (Vehicle) collected 1hr post-threshold training period (10min)   | O01-O06               | VEH-T10                |
| 3           | in vivo-jetPEI transfection of CREST(Y397F) point mutation and collected 1hr post-threshold training period (10min)         | P01-P06               | Y397F-T10              |
| 4           | in vivo-jetPEI reaction without exogenous DNA transfection (Vehicle) collected 1hr post-subthreshold training period (3min) | Q01-Q06               | VEH-T3                 |
| 5           | in vivo-jetPEI transfection of CREST(Y397D) point mutation and collected 1hr post-subthreshold training period (3min)       | R01-R06               | Y397D-T3               |

B

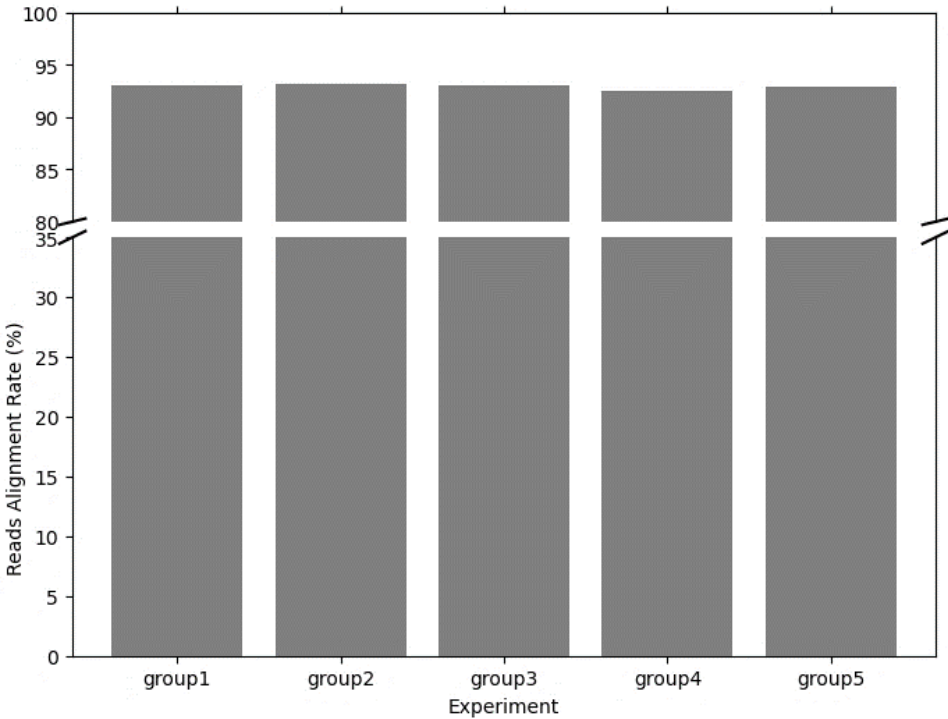

C

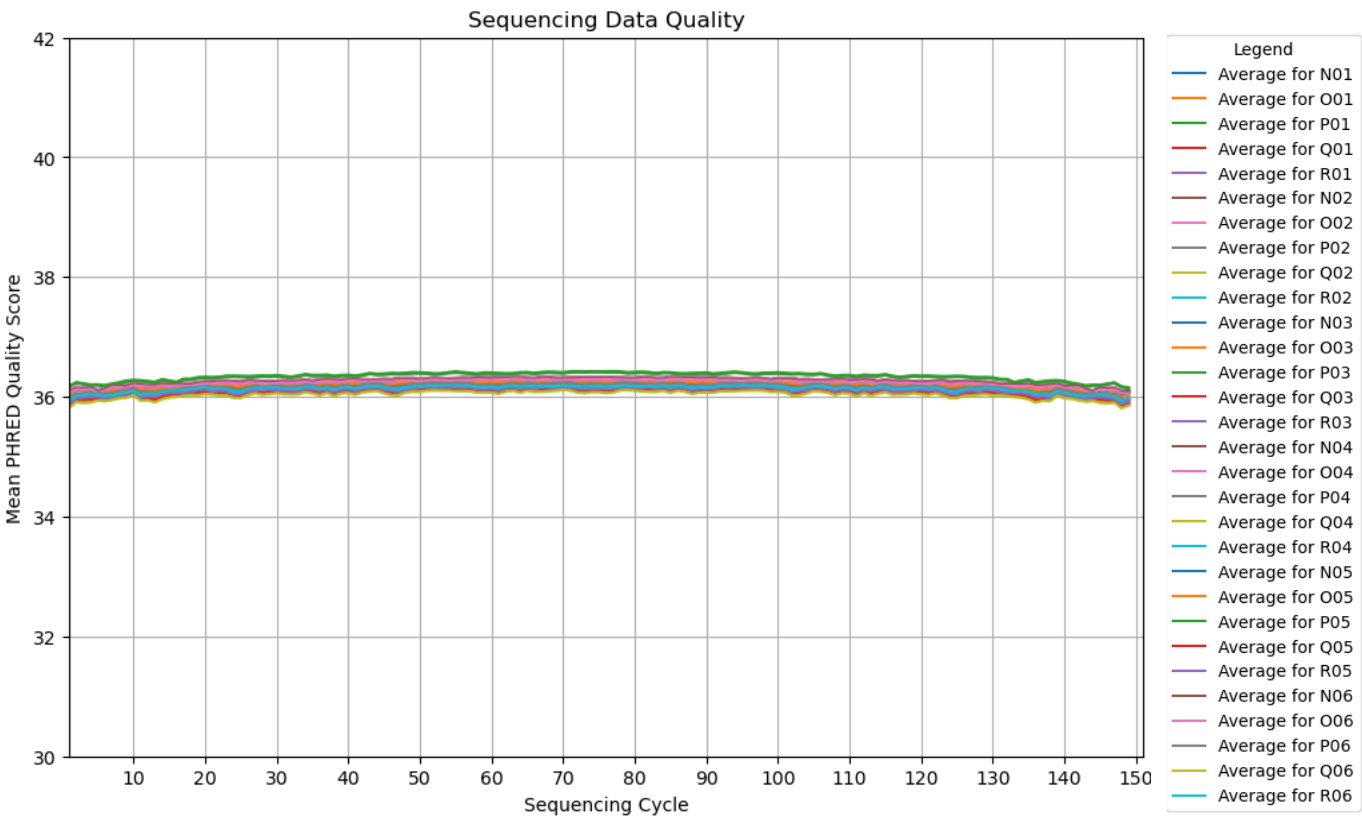

D

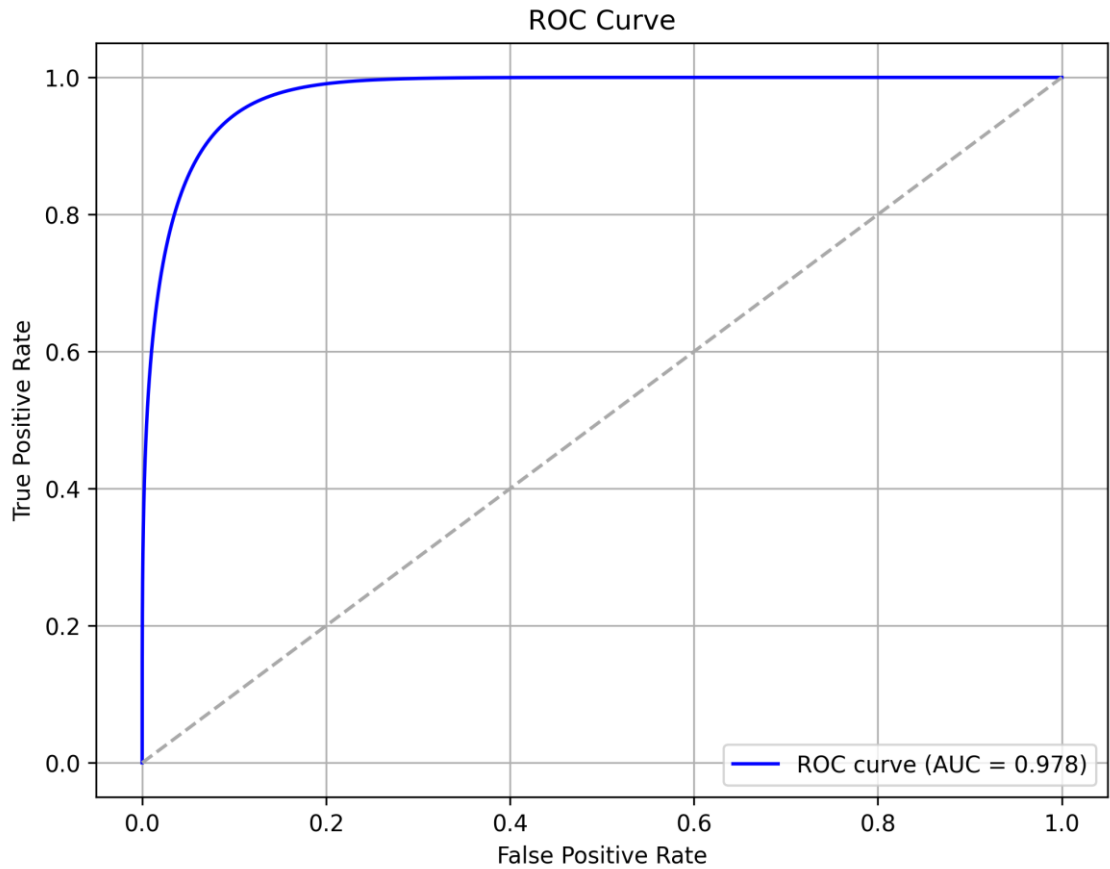

E

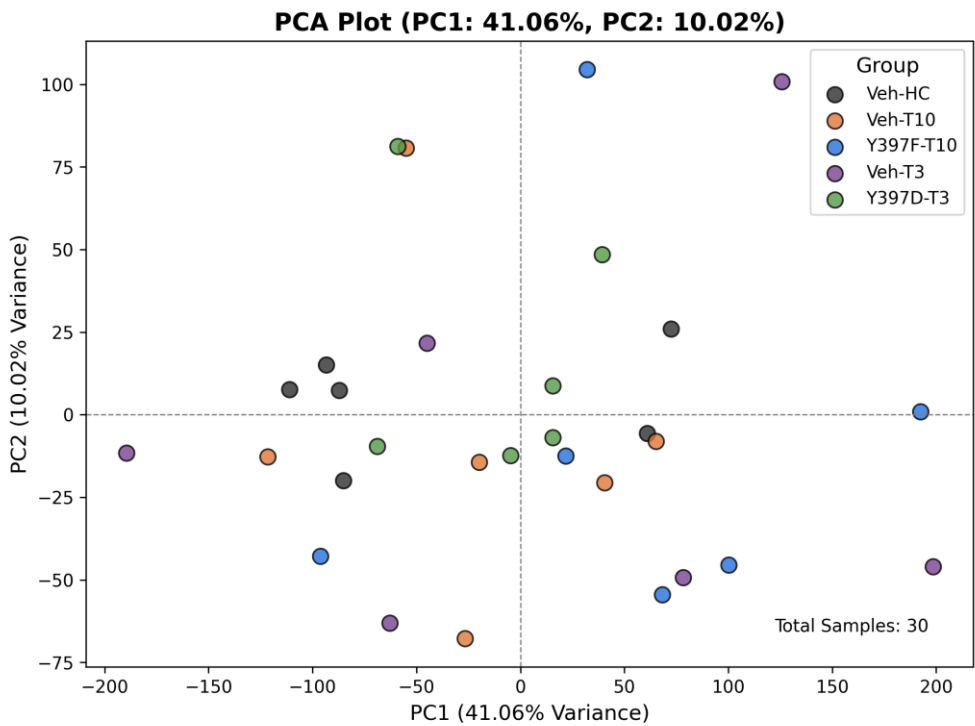

**Figure S8.**  
**RNA sequencing quality analysis.**  
**(A)** Summary of conditions, sample sequencing identification numbers and abbreviations for each sample group of RNA-seq dataset where a hemisphere of dissected dorsal hippocampus tissue was collected for  $n = 6$  animals/group. **(B)** Plot of average Matched Reads for each experimental group reported as read alignment rate (%). **(C)** Mean PHRED quality scores for each sample. **(D)** ROC curve generated from Cyber-T analysis by modeling the distribution of p-values as a mixture of two beta distributions—a uniform component representing background (non-differentially expressed genes) and a peaked component near zero representing differentially expressed genes (described in Kayala and Baldi, 2012). **(E)** PCA plot shows the distribution of individual samples for each corresponding experimental condition based on their similarity.

| GO Domains           | ▲ Upregulated | ▼ Downregulated |
|----------------------|---------------|-----------------|
| Biological process   | ■             | ■               |
| Cellular compartment | ■             | ■               |
| Molecular function   | ■             | ■               |

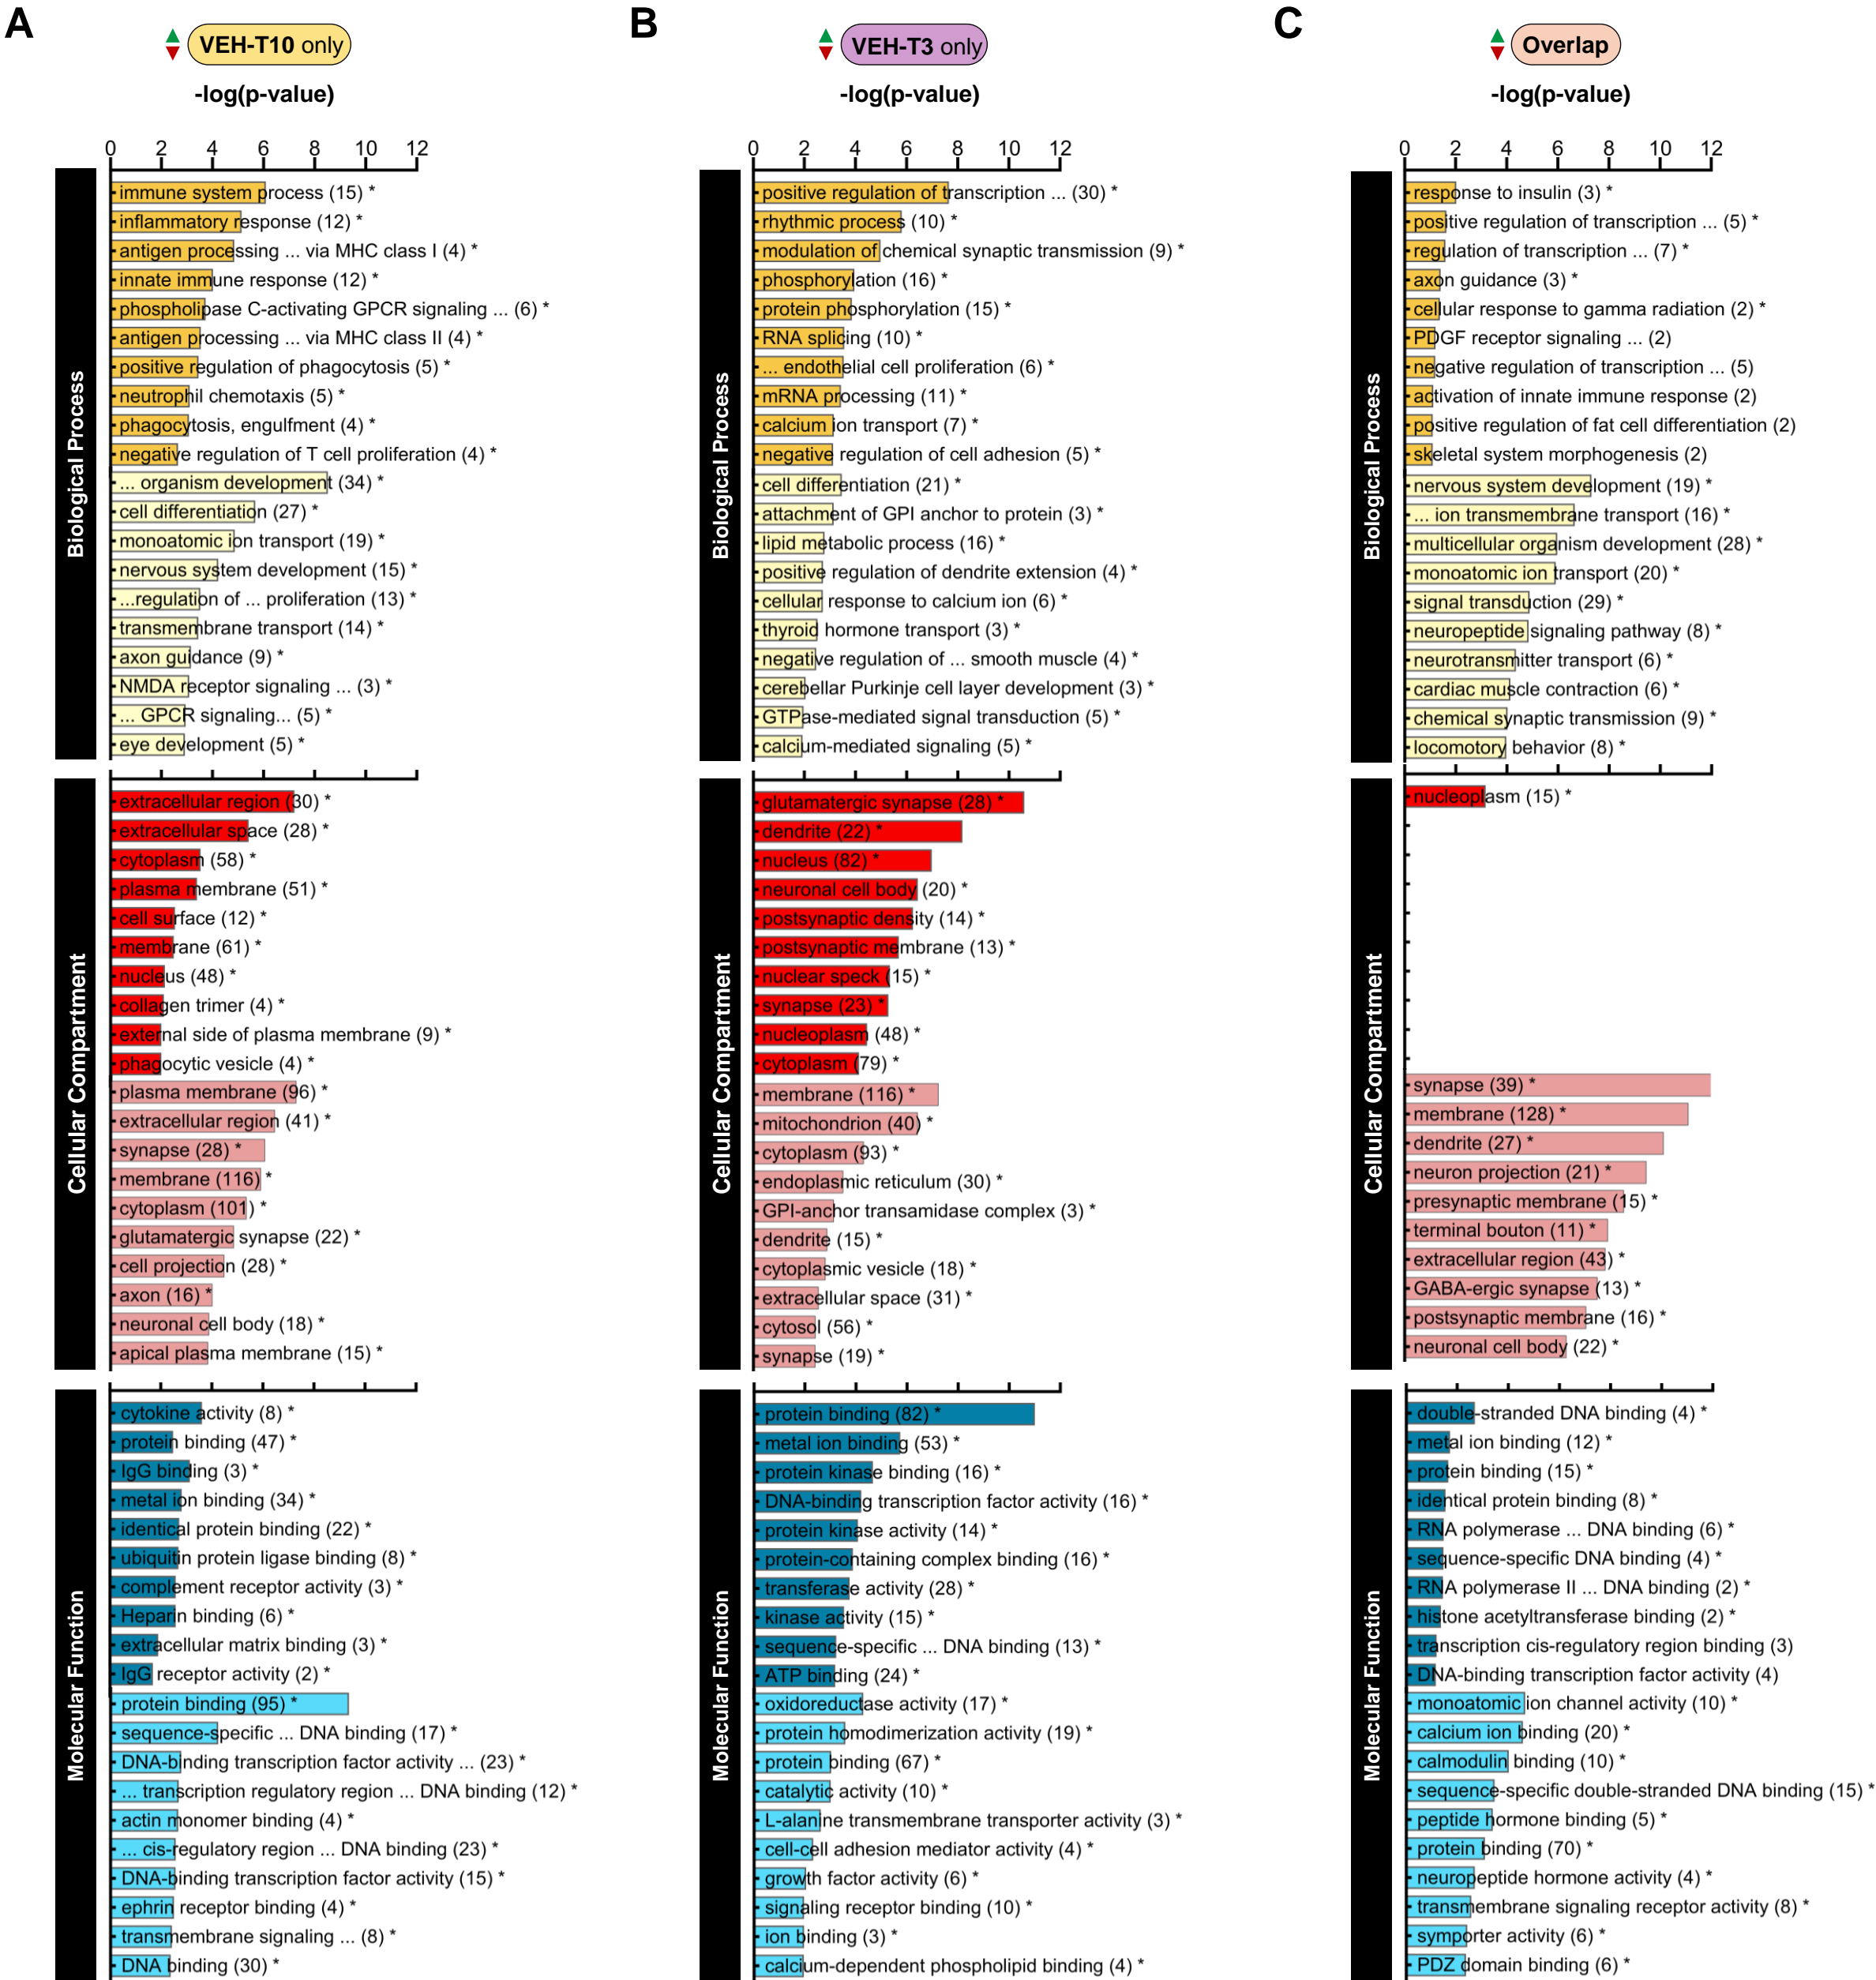

**A**

*DEGs **Upregulated** in VEH-T10 vs **Downregulated** in VEH-T3  
(relative to VEH-HC)*

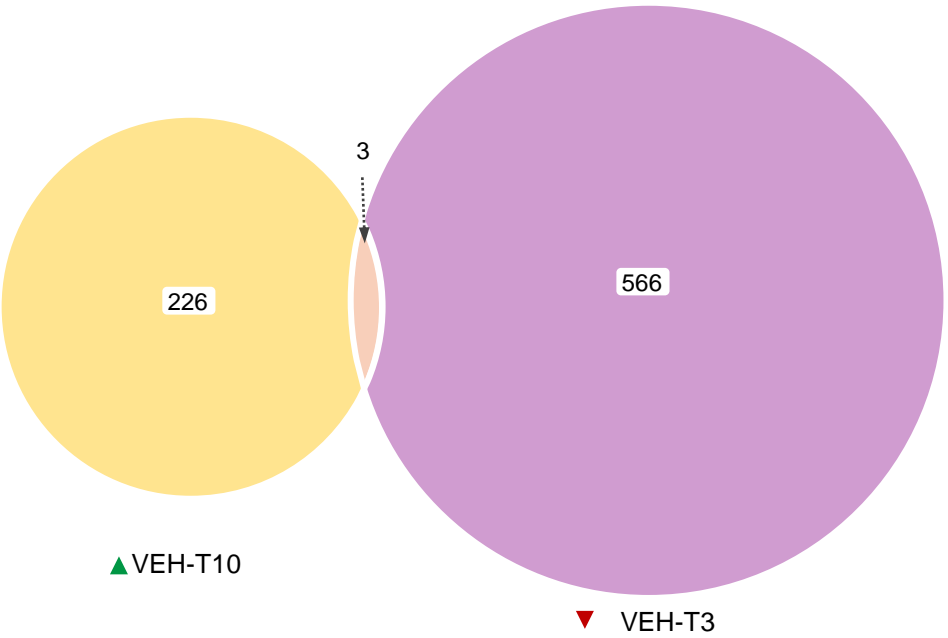

**B**

*DEGs **Downregulated** in VEH-T10 vs **Upregulated** in VEH-T3  
(relative to VEH-HC)*

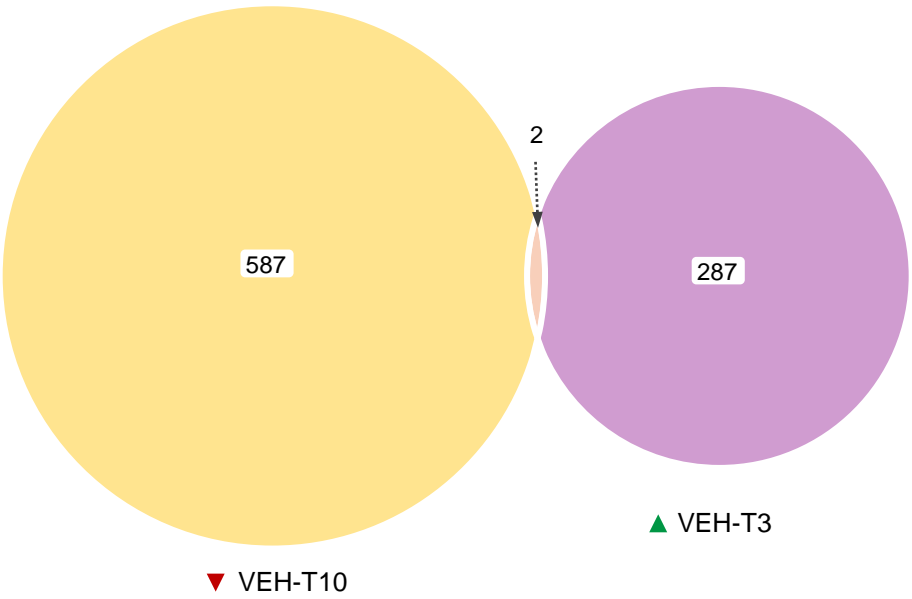

**Figure S10.**  
**DEGs with opposing direction of expression for threshold (T10) and subthreshold (T3) OLM training periods.**  
**(A-B)** Venn diagrams show the overlap in shared DEGs upregulated in VEH-T10 (threshold OLM training) but downregulated in VEH-T3 or downregulated in VEH-T10 but upregulated in VEH-T3. Number of significant DEGs noted for each section of the comparison ( $p < 0.05$ , relative to HC) (see **Table S8** and **Table S9**).

| GO Domains           | ▲ Upregulated | ▼ Downregulated |
|----------------------|---------------|-----------------|
| Biological process   | ■             | ■               |
| Cellular compartment | ■             | ■               |
| Molecular function   | ■             | ■               |

A

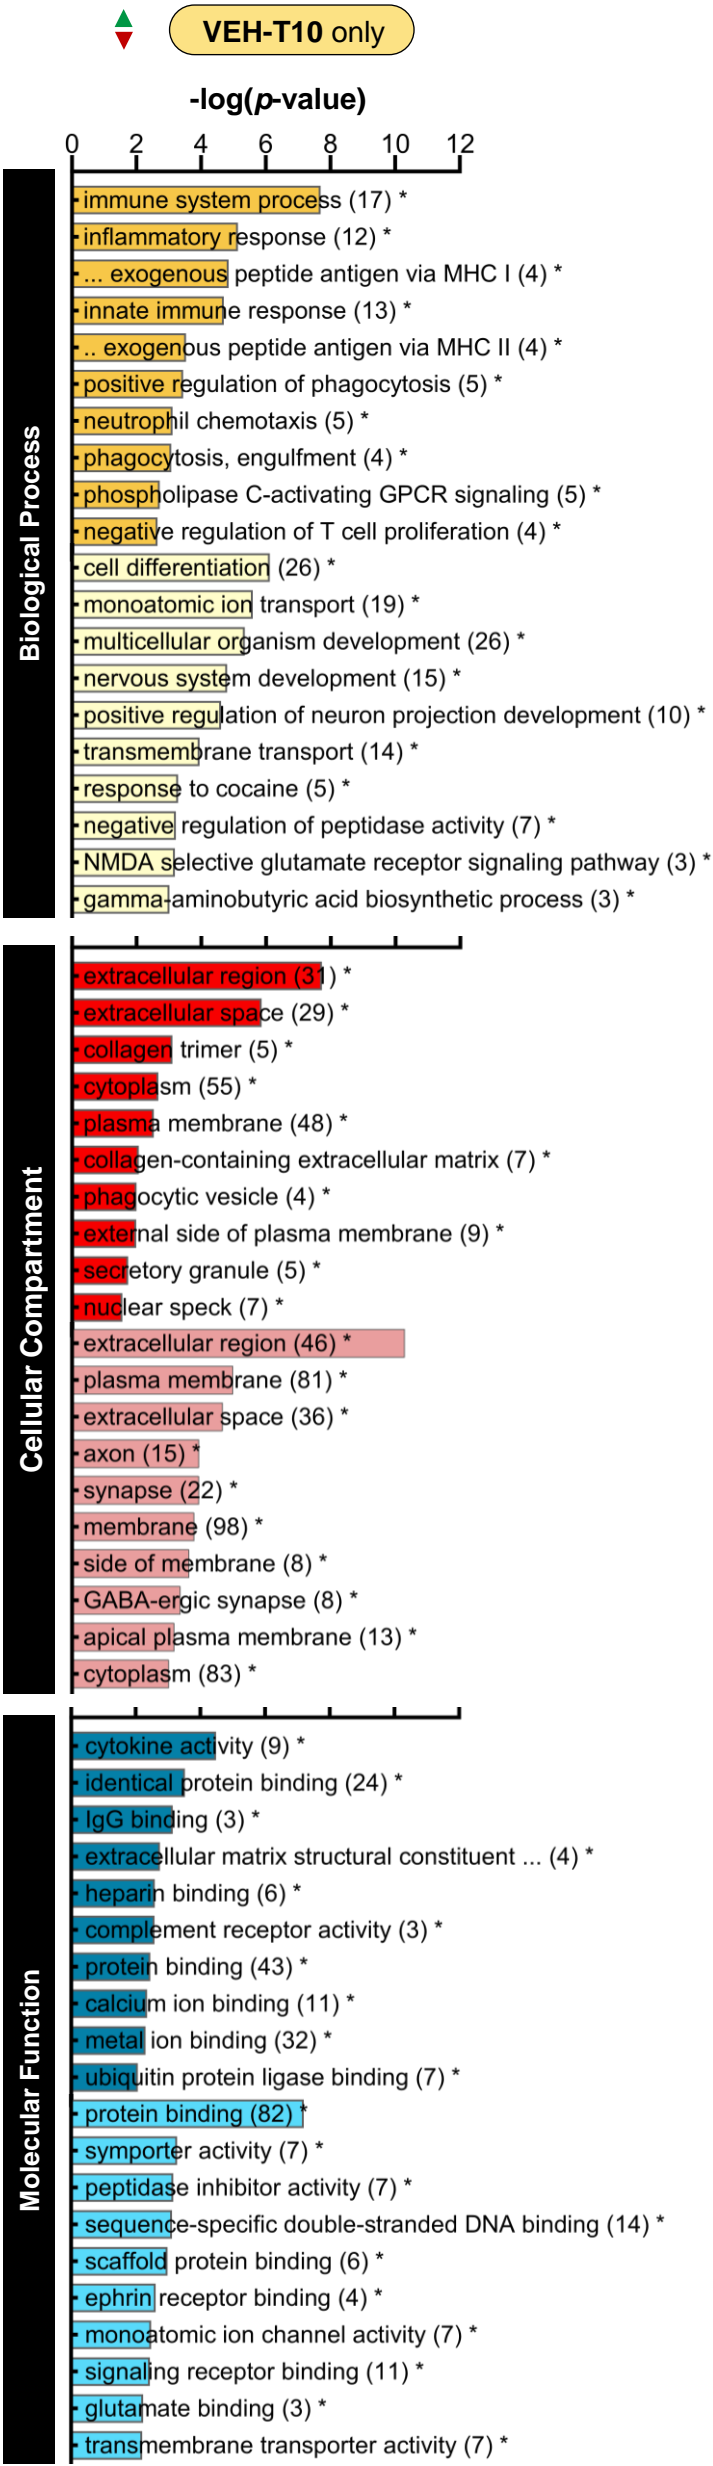

B

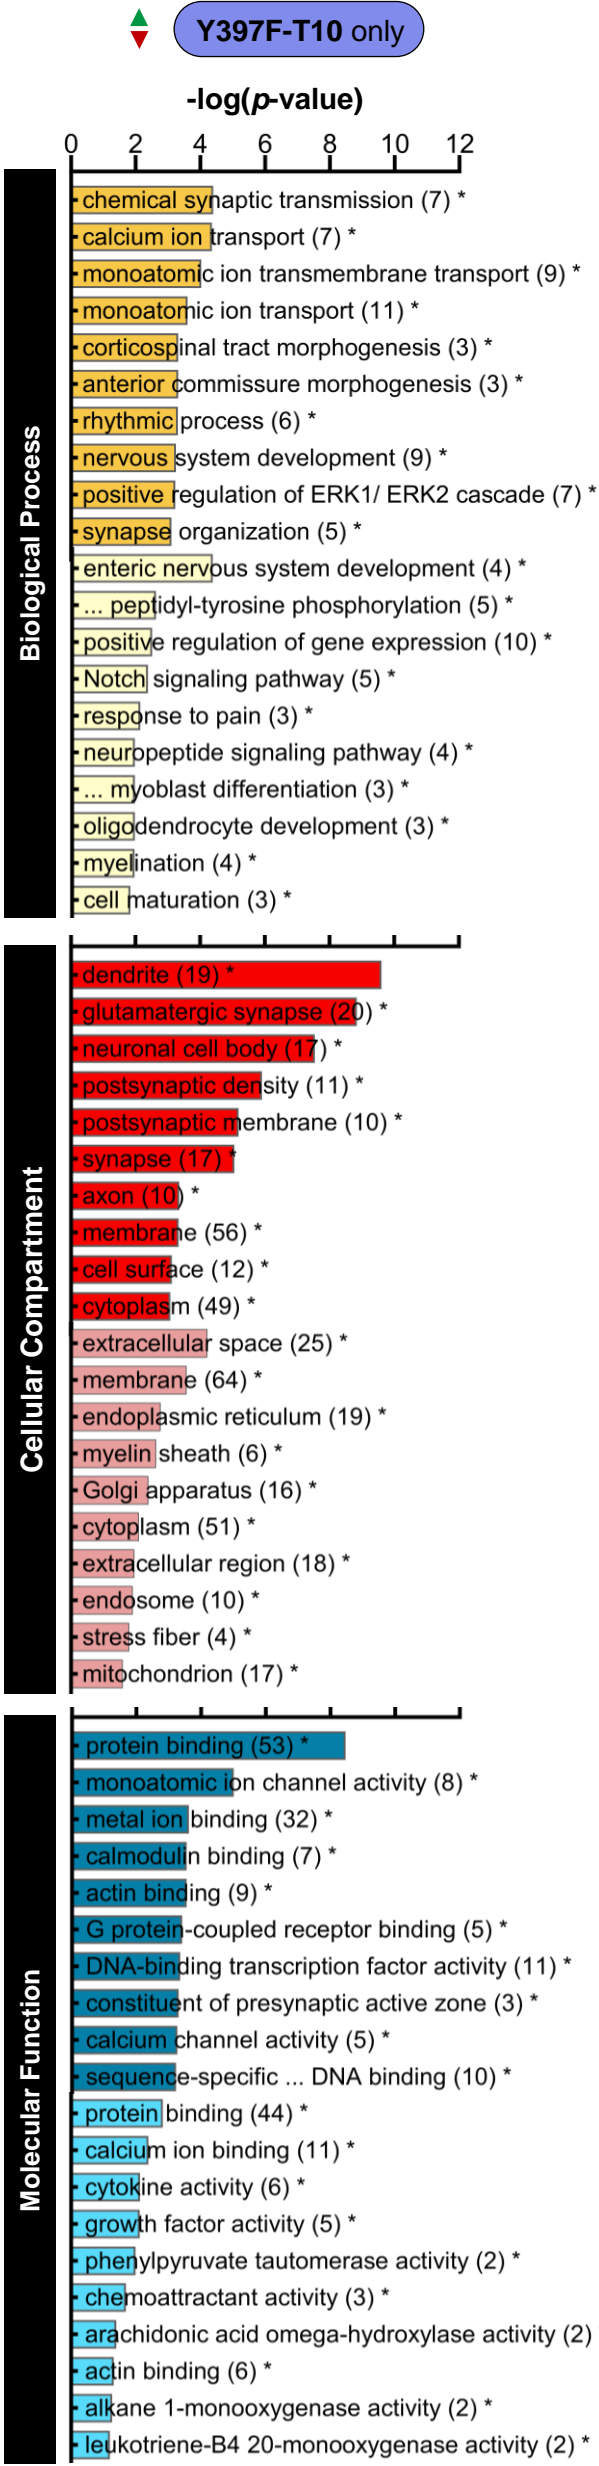

C

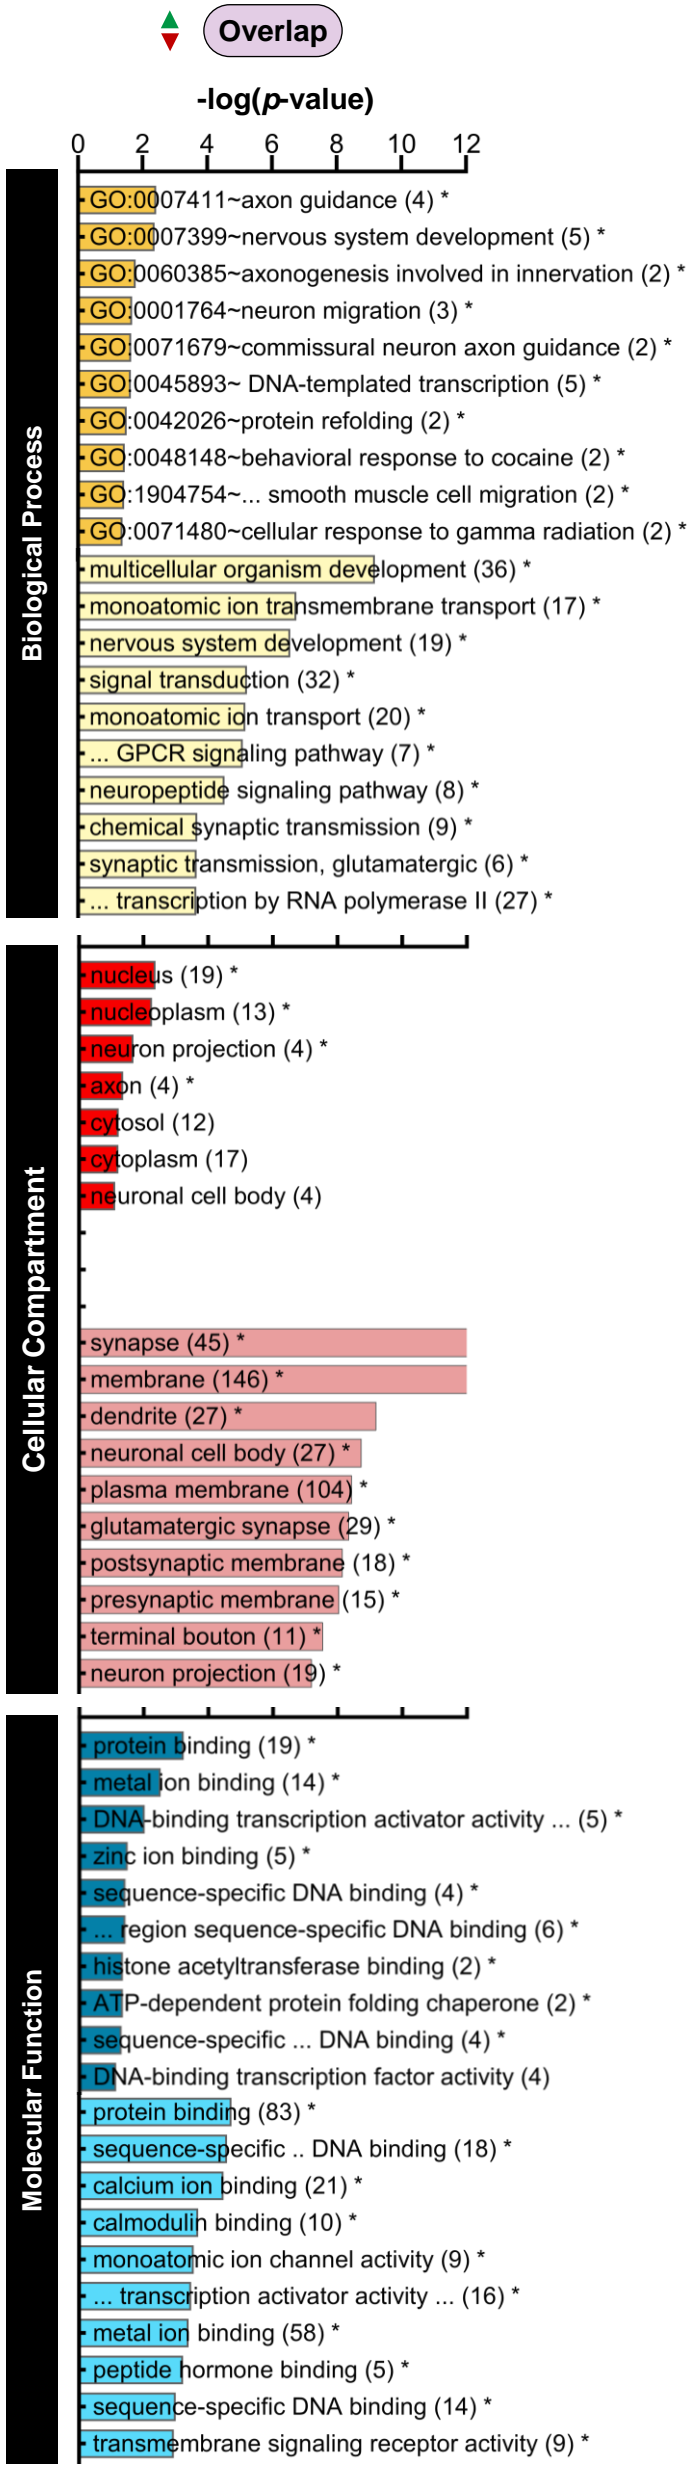

**Figure S11.**  
**DEGs affected by expression of the CREST Y397F point-mutant in a T10 OLM training period show distinct biological signatures.**  
 Top 10 gene ontology (GO) terms from functional annotation and enrichment analysis of upregulated and downregulated DEGs ( $p < 0.05$  cutoff) identified by the three distinct gene signature clusters in the two-way Venn diagram comparison of the VEH-T10 and Y397F-T10 conditions (**Figure 5G**) and categorized by biological process, molecular function and cellular compartment GO domains: **(A)** VEH-T10 only, **(B)** Y397F-T10 only, and **c**, overlap. Fisher's exact  $p$ -value used to annotate significant gene-enrichment for an annotation term (\*  $p < 0.05$ ) (refer to **Table S6**, **Table S11** and **Table S12**). Upregulated GO terms = dark color scheme; and downregulated GO terms = light color scheme.

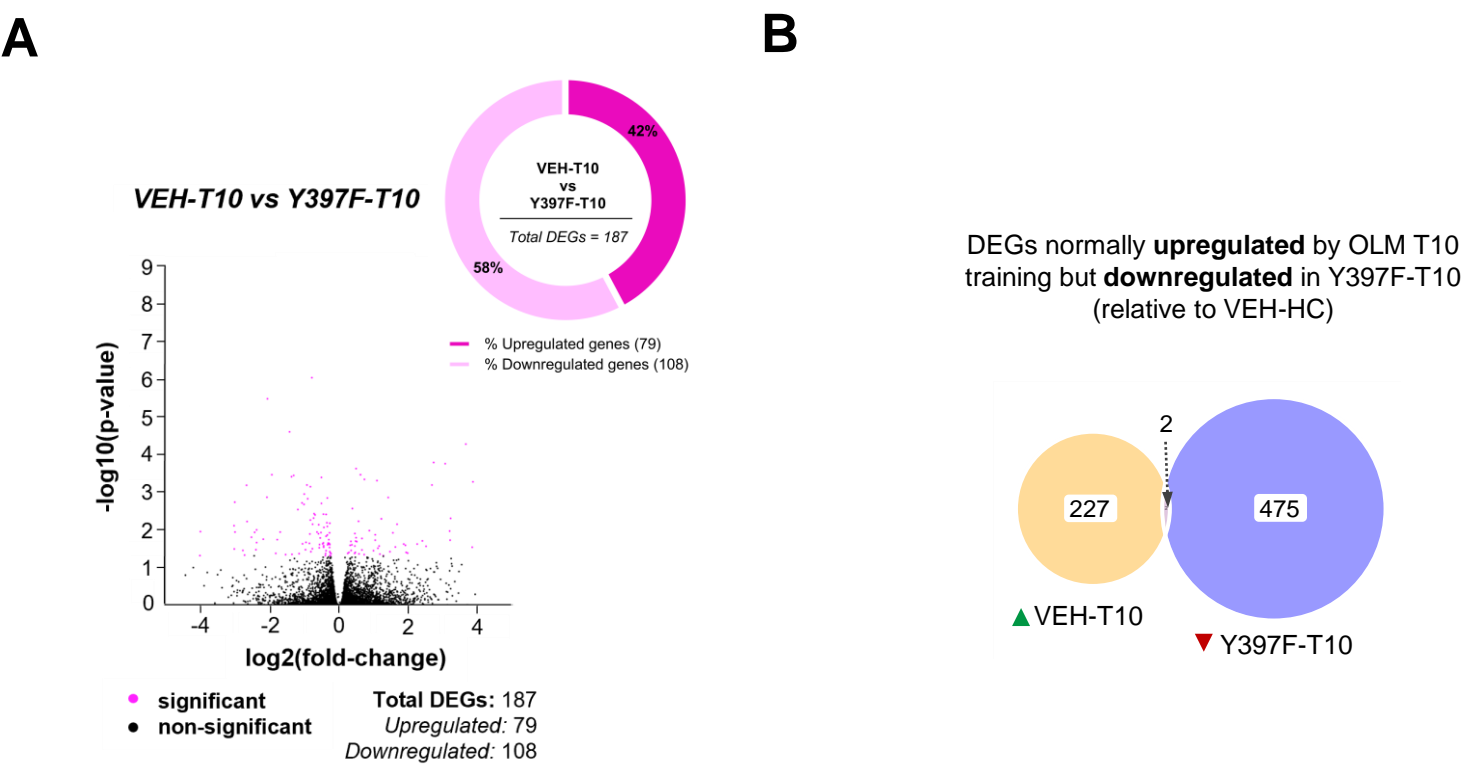

**Figure S12. In vivo jetPEI transfection of CREST Y397 point mutants is sufficient to drive distinct DEGs relative to its corresponding threshold training period vehicle control.**

**(A)** Volcano plot illustrates significance (y-axis) and magnitude (x-axis) for learning-induced DEGs ( $p < 0.05$ ) for the Y397F-T10 experimental condition relative to the VEH-T10 control condition for a within threshold training period conditions DGE analysis (see **Table S13**). **(B)** Venn diagrams show the overlap in shared DEGs up-regulated in VEH-T10 (threshold OLM training) down-regulated in Y397F-T10. Number of significant DEGs ( $p < 0.05$ , relative to HC) (**Tables S14**) and overlap statistics (FDR-adjusted  $p$ -value from FET analysis; reported in **Table S6**, background 2) are annotated.

| GO Domains           | ▲ Upregulated | ▼ Downregulated |
|----------------------|---------------|-----------------|
| Biological process   | ■             | ■               |
| Cellular compartment | ■             | ■               |
| Molecular function   | ■             | ■               |

A

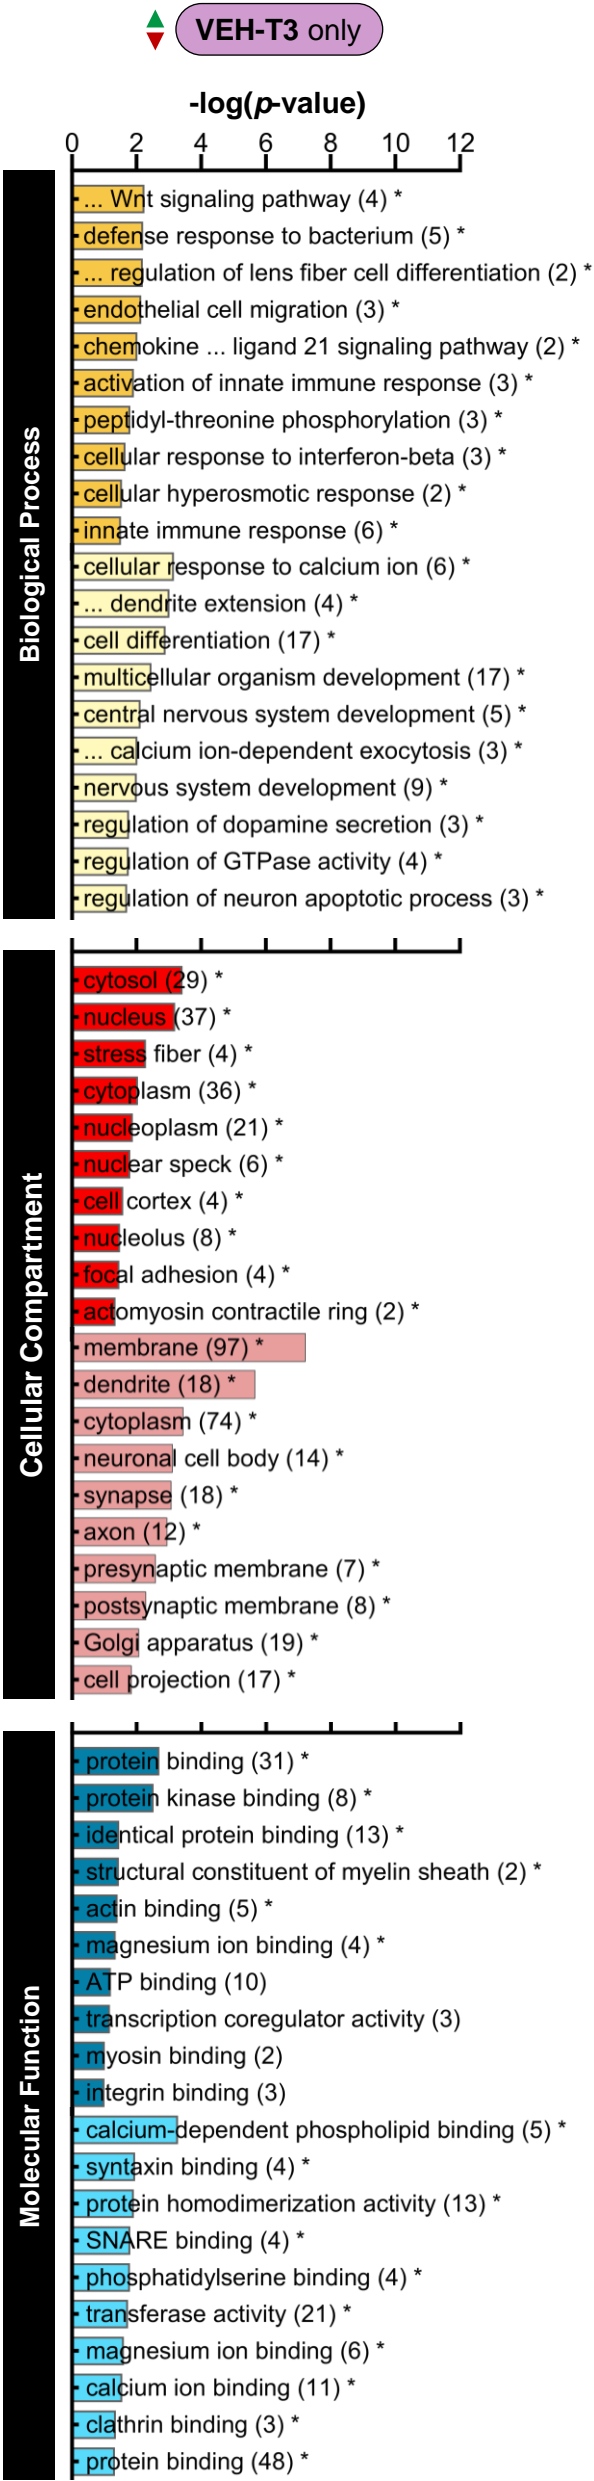

B

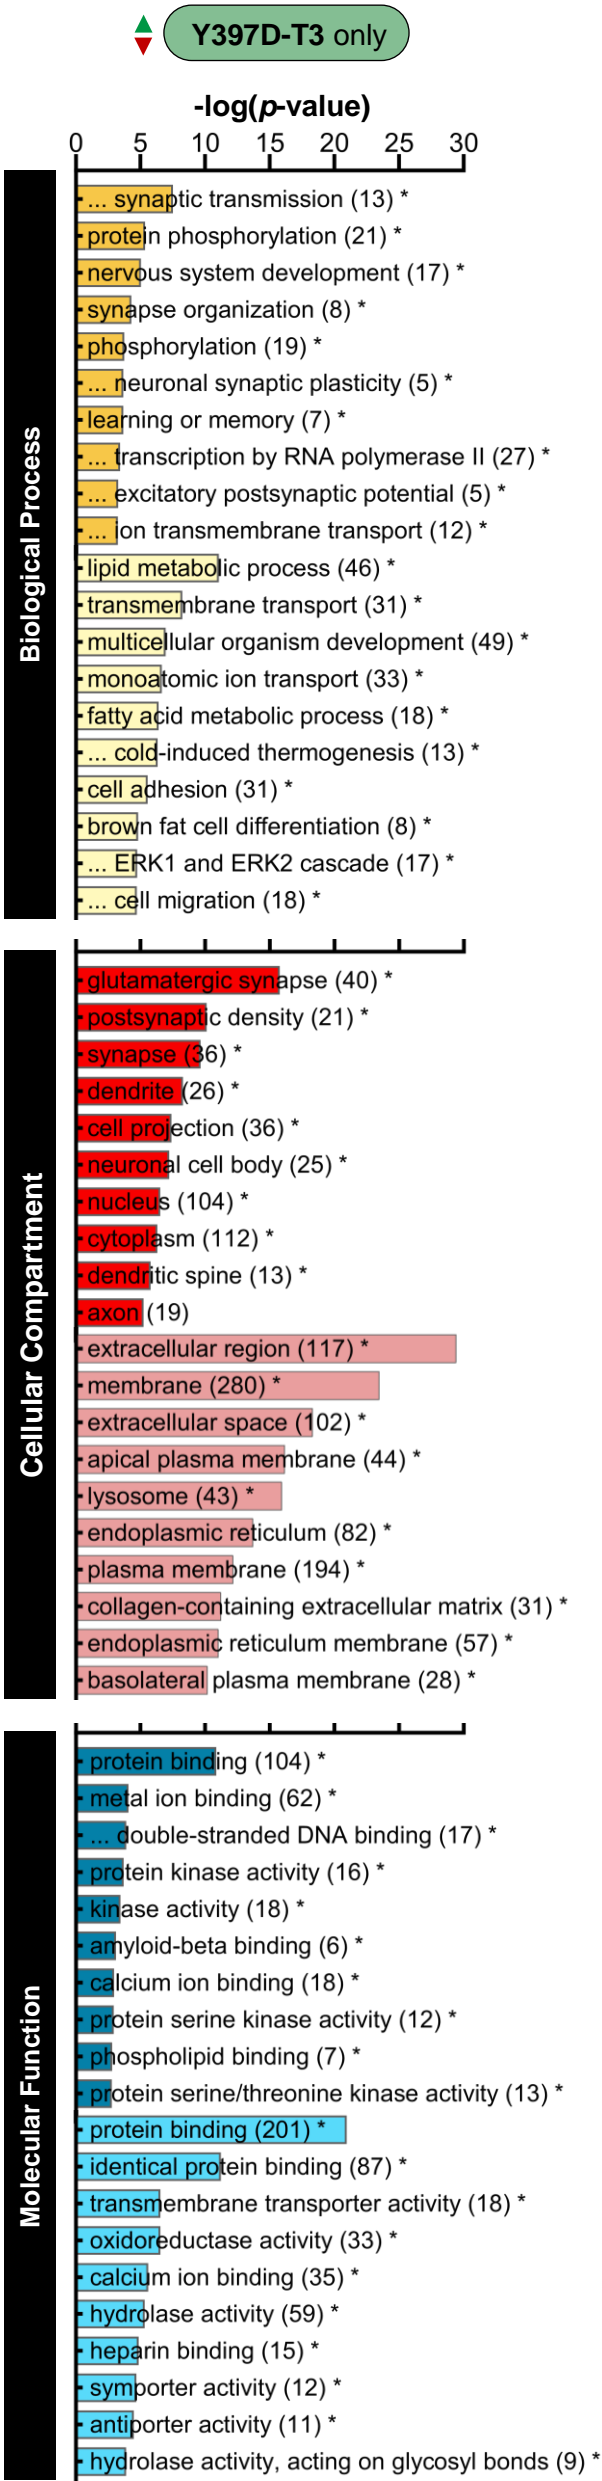

C

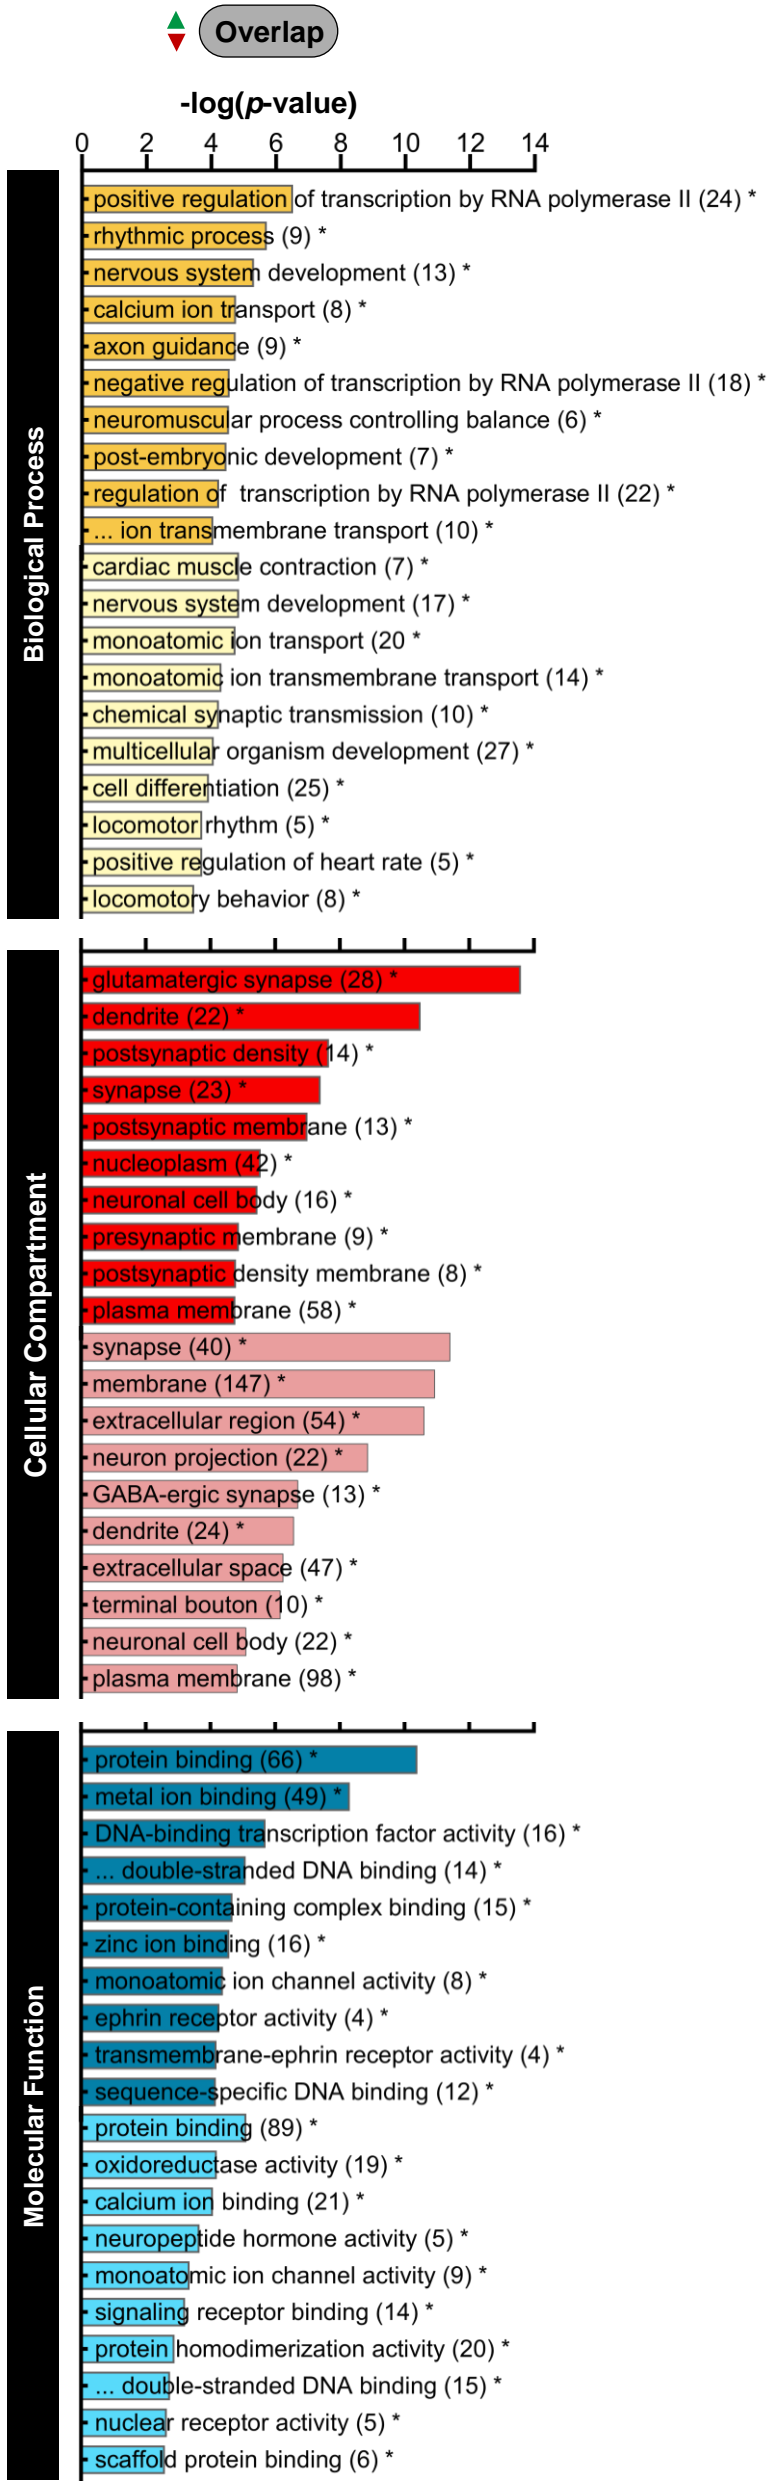

**Figure S13.**  
**DEGs affected by expression of the CREST Y397D point-mutant in a T3 OLM training period show distinct biological signatures.**  
 Top 10 gene ontology (GO) terms from functional annotation and enrichment analysis of upregulated and downregulated DEGs ( $p < 0.05$  cutoff) identified by the three distinct gene signature clusters in the two-way Venn diagram comparison of the VEH-T3 and Y397D-T3 conditions (**Figure 5H**) and categorized by biological process, molecular function and cellular compartment GO domains: **(A)** VEH-T3 only, **(B)** Y397D-T3 only, and **(C)** overlap. Fisher's exact p-value used to annotate significant gene-enrichment for an annotation term (\*  $p < 0.05$ ) (refer to **Table S6**, **Table S16** and **Table S17**). Upregulated GO terms = dark color scheme; and downregulated GO terms = light color scheme.

A

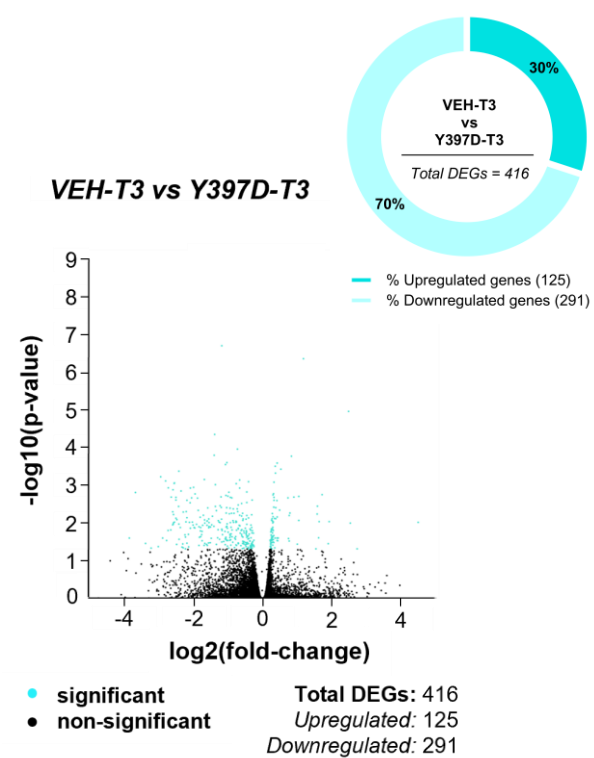

B

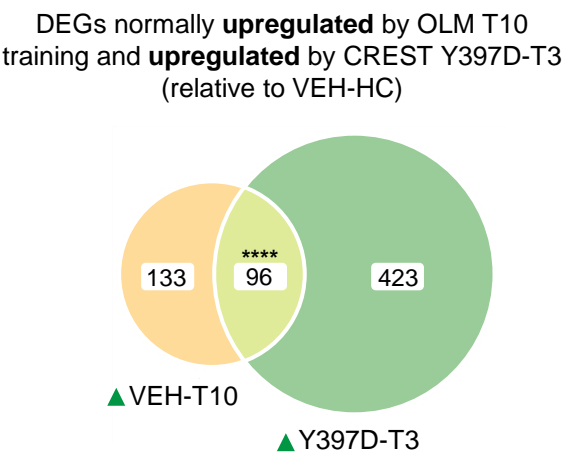

**Figure S14. In vivo jetPEI transfection of the CREST Y39D point mutants is sufficient to drive distinct DEGs relative to its corresponding subthreshold training period vehicle control.**

**(A)** Volcano plot illustrates significance (y-axis) and magnitude (x-axis) for learning-induced DEGs ( $p < 0.05$ ) for the Y397-T3 experimental condition relative to the VEH-T3 control condition for a within subthreshold training period condition DGE analysis (see **Table S18**). **(B)** Venn diagrams show the overlap in shared DEGs up-regulated in both the VEH-T10 and the Y397D-T3 point-mutant condition (see **Table S19**). Number of significant DEGs ( $p < 0.05$ , relative to HC) (**Tables S19**) and overlap statistics (FDR-adjusted  $p$ -value from FET analysis; reported in **Table S6**, background 2) are annotated.

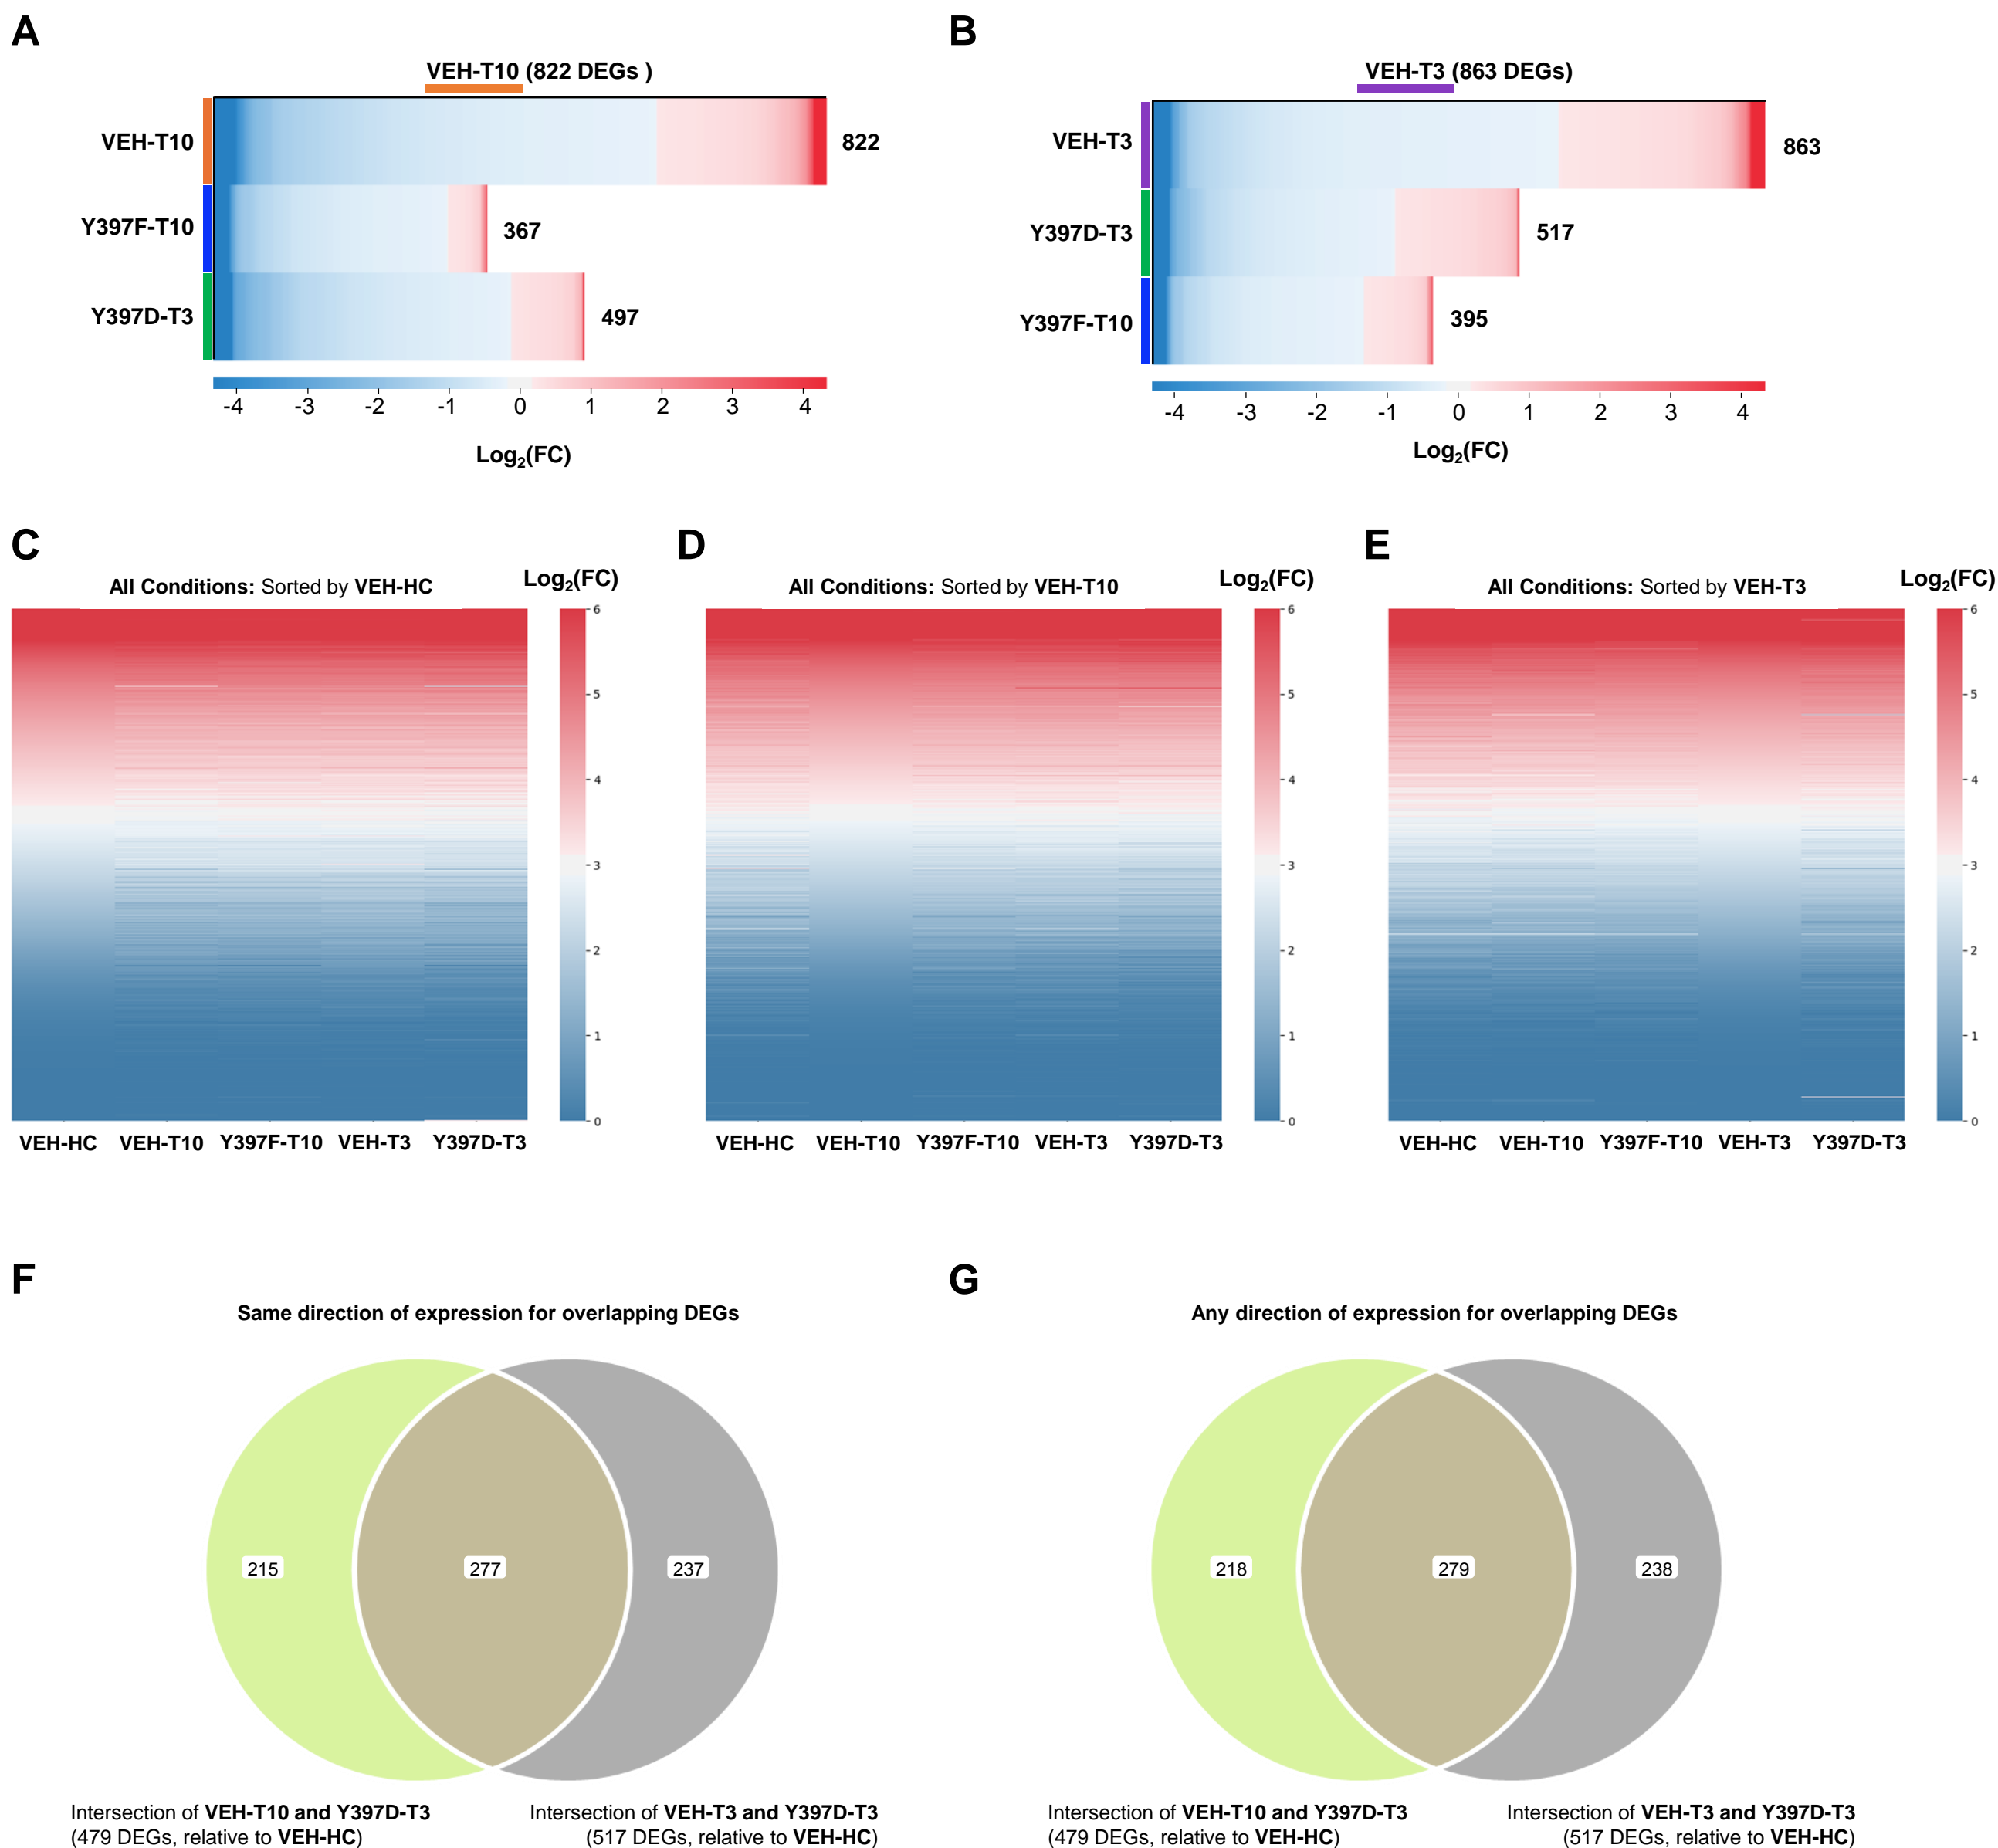

**Figure S15.**

**Mutation of CREST Y397 alters learning-induced DEGs within distinct OLM training periods.**

(A-B) Heatmaps compare the number and magnitude of learning-induced DEGs ( $p < 0.05$ ) (relative to VEH-HC) in the Y397F-T10 and Y397D-T3 groups to DEGs exclusive to threshold (VEH-T10) or subthreshold (VEH-T3) OLM training period exposure, respectively (see **Table S20**). Venn diagram shows overlap between DEGs identified in the VEH-T10 (497) or VEH-T3 (517) control conditions for the Y397D-T3 phospho-mimic condition (each vs home cage) as identified in (A) and (B), respectively. (C-E) Gene expression across all conditions. Heatmap representing the average of log-transformed gene expression levels within each condition. Genes are sorted according to their expression levels in the VEH-HC, VEH-T10 or VEH-T3 experimental conditions. The heatmap exhibits a high correlation of gene expressions across the groups, an observation commonly expected in biological studies since the majority of genes (90%-95% in our study) do not exhibit significant differential expression between conditions. (F) DEG entries from the Y397D-T3 condition that overlap and change in the same direction (i.e., up- or down-regulated in both Y397D-T3 and the training period control conditions). (G) DEG entries from the Y397D-T3 condition that overlap with either the VEH-T10 or VEH-T3 control condition lists are shown without requiring concordant direction of regulation (i.e., same gene is differentially expressed, regardless of  $\text{log}_2\text{FC}$  sign) (see **Table S21**).

**A**
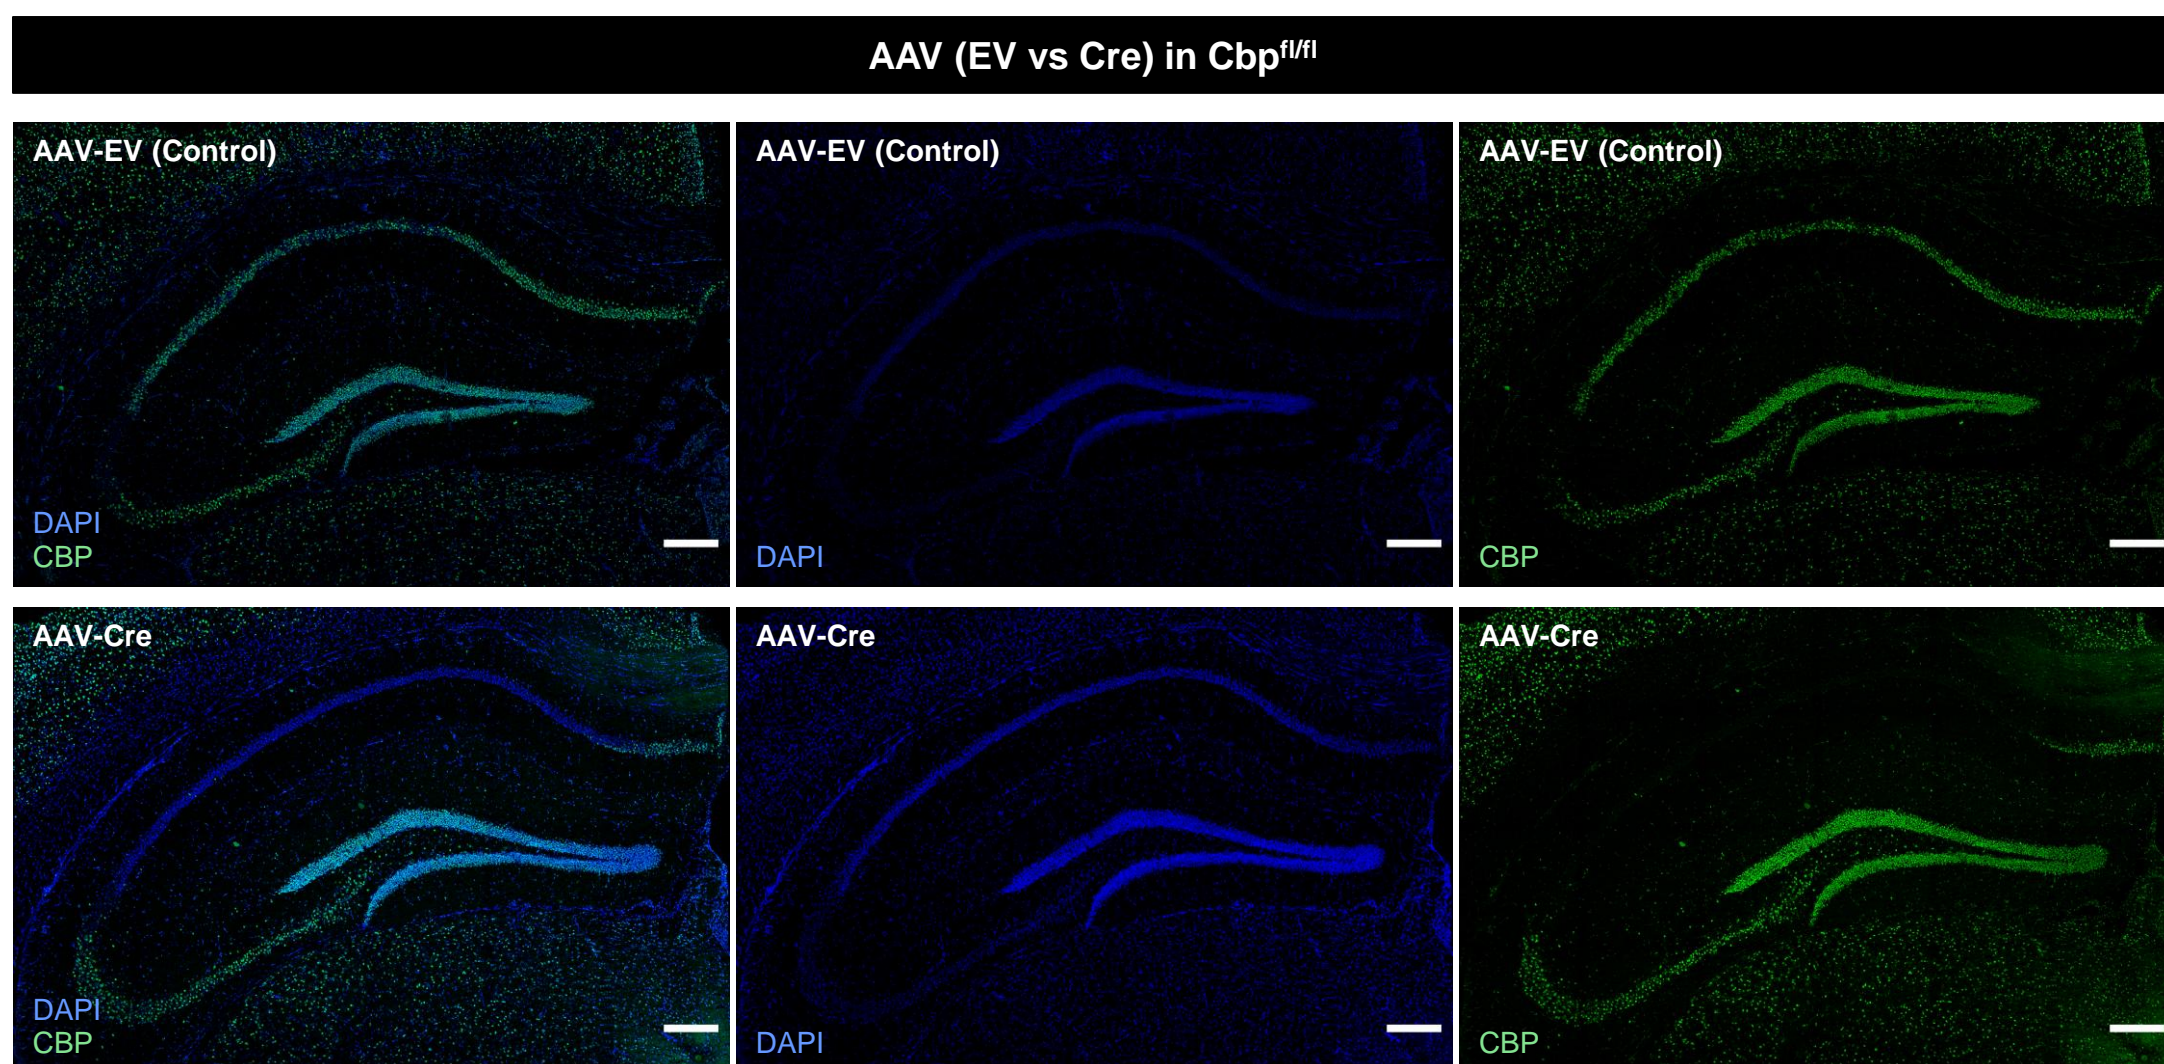
**B**
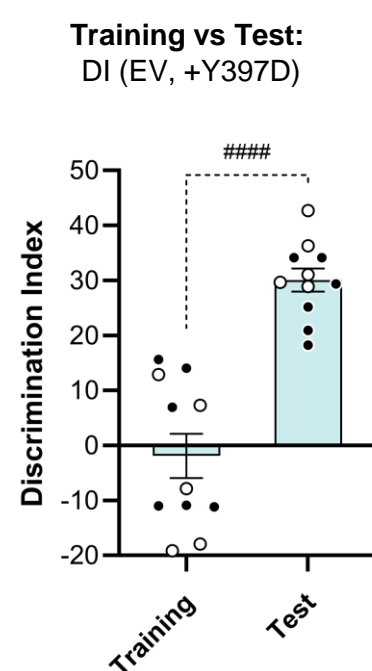
**C**
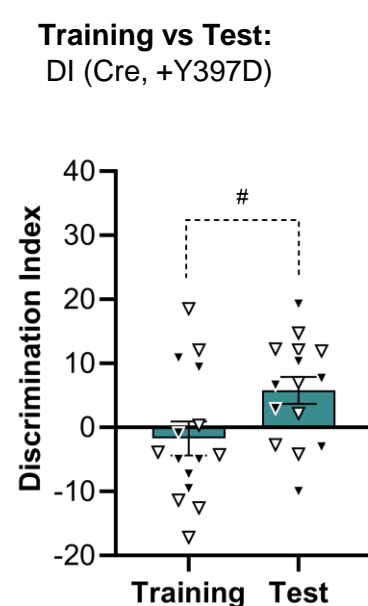
**D**
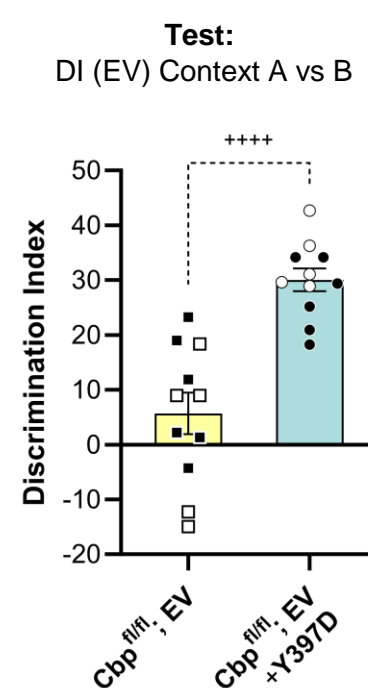
**E**
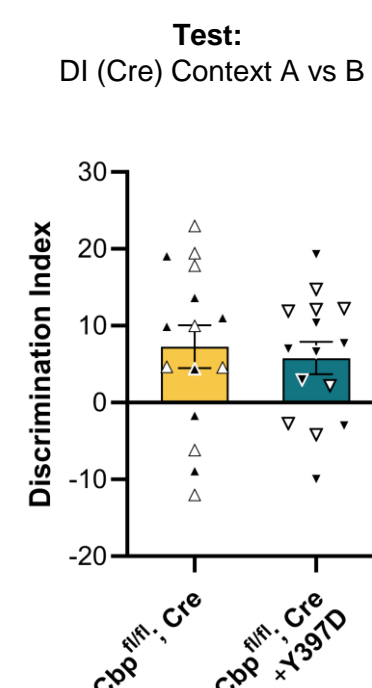
**F**
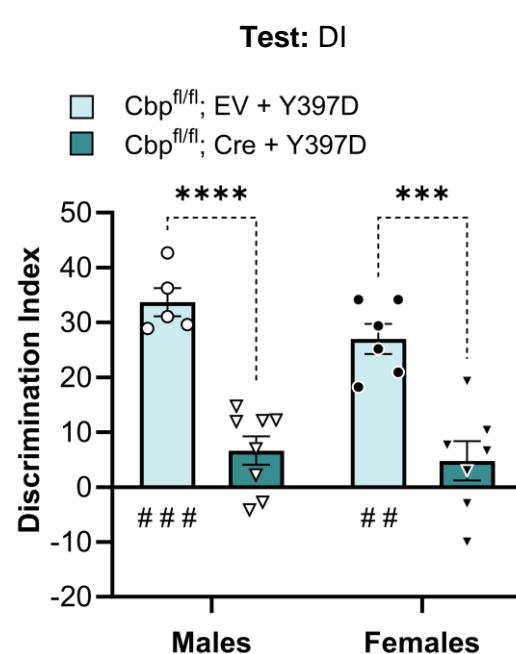
**G**
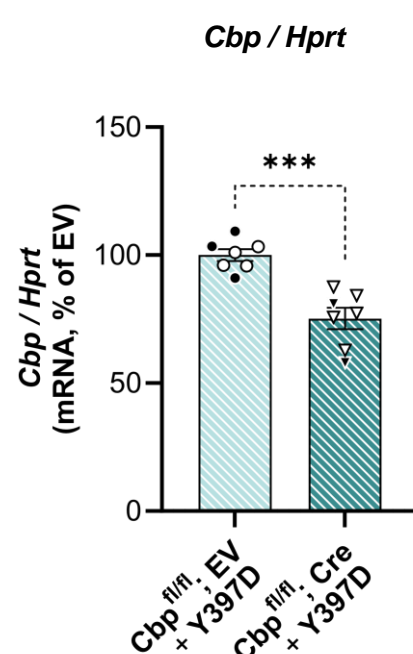
**Figure S16.**
**OLM performance in Context A versus B and expression of *Cbp* JetPEI:Crest Y397D transfection.**

(A) Representative immunofluorescence micrographs show CBP deletion after AAV-CMV-Cre infusion into the dCA1 of *CBP<sup>fl/fl</sup>* mice. The CBP (green) deletion was observed in brains injected with AAV-CMV-Cre, but not in brains injected with AAV-CMV-EV. Cells were counterstained with DAPI (blue). Scale bar: 250 μm. (B) DI for *Cbp<sup>fl/fl</sup>*; EV, +Y397D comparing test and training session in Context A (Student's t-test:  $t_{20} = 7.05$ , \*\*\*\*  $p < 0.0001$ ) (Figure 7H and J). (C) DI for *Cbp<sup>fl/fl</sup>*; Cre, +Y397D comparing test and training session in Context A (Student's t-test:  $t_{28} = 2.23$ , #  $p < 0.05$ ) (Figure 7H and J). (D) DI for OLM testing session in *Cbp<sup>fl/fl</sup>* mice with EV (Context B, squares) or EV, +Y397D infusion (Context A, circles) (Student's t-test,  $t_{20} = 5.62$ , \*\*\*\*  $p < 0.0001$ ) (Figure 7E and J). (E) DI for OLM testing session in *Cbp<sup>fl/fl</sup>* mice with Cre (Context B, triangles) or Cre, +Y397D infusion (Context A, dark teal) (Student's t-test,  $t_{28} = 0.43$ ,  $p = 0.67$ ) (Figure 7E and J). (F) DI during OLM test session in Context A for comparison of *Cbp<sup>fl/fl</sup>*; EV, +Y397D and *Cbp<sup>fl/fl</sup>*; Cre, +Y397D conditions stratified by sex (Two-way ANOVA: effect of AAV condition,  $F_{1,22} = 66.13$ , \*\*\*\*  $p < 0.0001$ ) with pre-planned comparisons to corresponding training DI annotated (Student's t-test: Males (*Cbp<sup>fl/fl</sup>*; EV + Y397D, pre-planned paired t-test, training x test:  $t_8 = 5.53$ , ###  $p < 0.001$ ) and (*Cbp<sup>fl/fl</sup>*; Cre + Y397D, pre-planned paired t-test, training x test:  $t_{14} = 1.76$ ,  $p = 0.10$ ); Females (*Cbp<sup>fl/fl</sup>*; EV + Y397D, pre-planned paired t-test, training x test:  $t_{10} = 4.40$ , ##  $p < 0.01$ ) and (*Cbp<sup>fl/fl</sup>*; Cre + Y397D, pre-planned paired t-test, training x test:  $t_{12} = 1.250$ ,  $p = 0.24$ ). No effect of sex x AAV condition interaction (Two-way ANOVA:  $F_{1,22} = 0.64$ ,  $p = 0.43$ ). (G) Quantification of *Cbp* mRNA expression in the dCA1 collected after OLM testing session from *Cbp<sup>fl/fl</sup>*; EV and *Cbp<sup>fl/fl</sup>*; Cre mice with in vivo JetPEI-mediated transfection of Crest Y397D (N = 7/group; Student's t-test:  $t_{12} = 5.22$ , \*\*\*  $p < 0.001$ ). *Hprt* used as reference gene for mRNA normalization. OLM Behavior:  $n = 11-15$  (5-8 males and females) /group. mRNA quantification:  $n = 7$  (males and females) /group. Data presented as mean  $\pm$  SEM. Males = white squares, triangles and circles. Females = black squares, triangles and circles.

# Supplementary material for: The nBAF complex subunit CREST/SS18L1 regulates hippocampal memory processes via tyrosine 397 and histone acetyltransferase CBP
**Source:** Cell Rep. Author manuscript; Available in PMC 2026 May 20.
**Supplement:** Data_S1

**Data S1.** Original immunoblots and NetPhorest2.1 protein motif analysis output

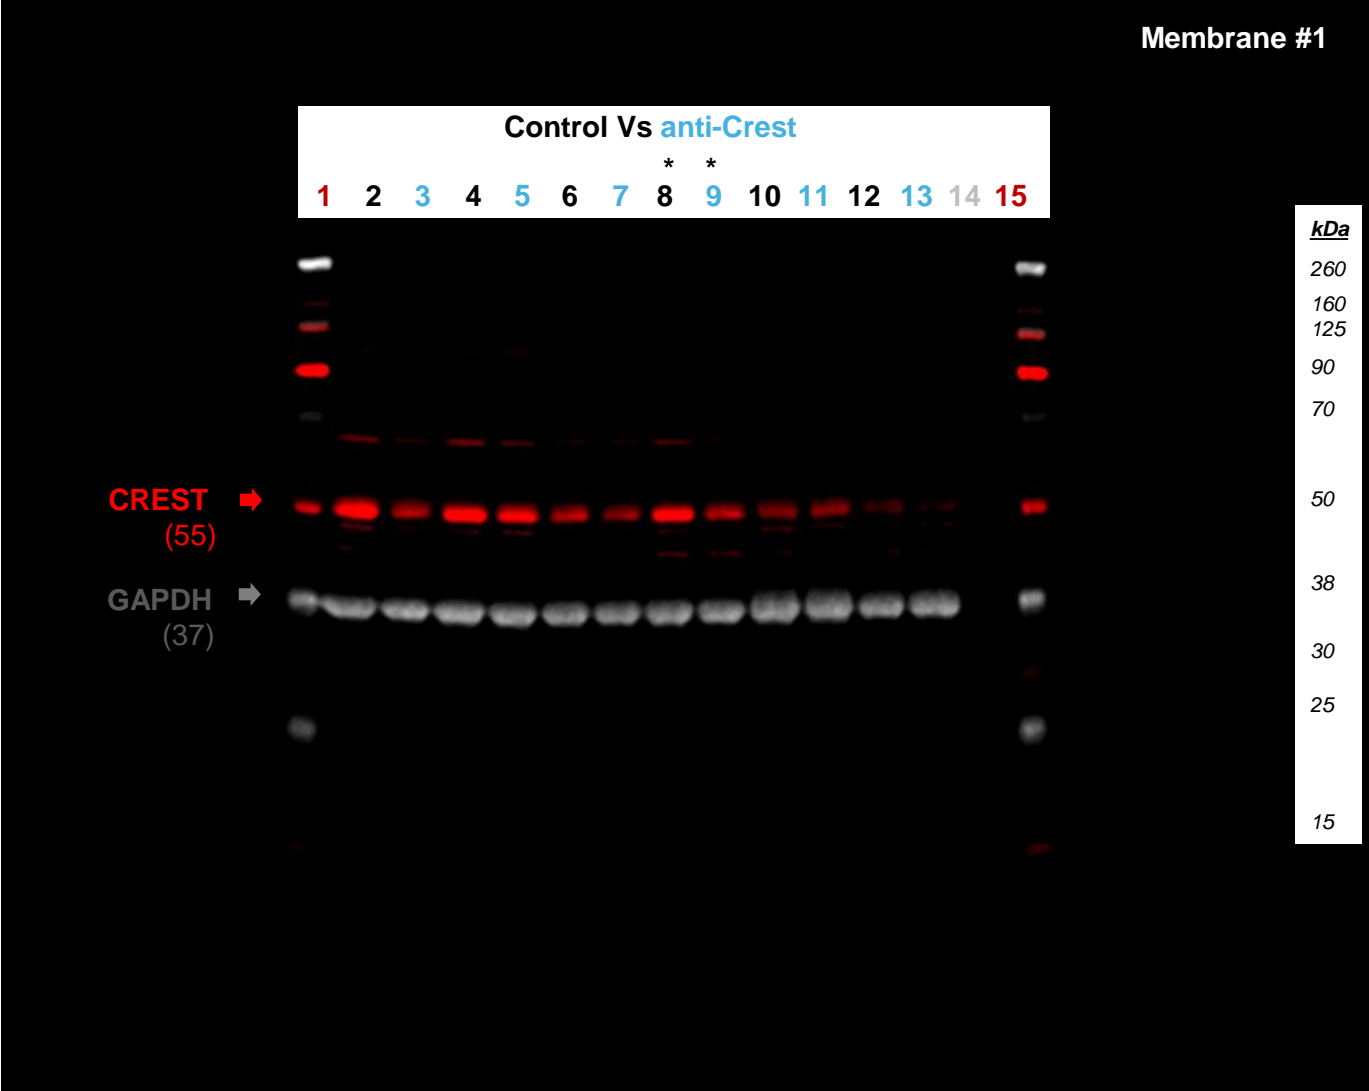

**Source data (Figure 1A-B)** : Full-length immunoblot for cropped representative image shown in **Figure 1A** and used for associated quantification of CREST (red, 700nm signal, IRDYE 680LT, 55kDa) and GAPDH (gray, 800nm signal, IRDYE 800CW, 37kDa) (**Figure 1B**) in protein lysate from dissected dCA1 tissue infused with a Control (black, even numbered lanes) or anti-Crest (blue, odd numbered lanes) morpholino oligo.  $n = 6$  /condition. Lanes #8 and #9 (marked with asterisks) were cropped and used as representative images for **Figure 1A**. Lane #14 is empty. Both lanes #1 and #15 correspond to the Chameleon Duo Pre-stained Protein Ladder (kilodaltons, kDa; #928-60000) with protein band sizes annotated outside (right) of the immunoblot image margins.

**A**

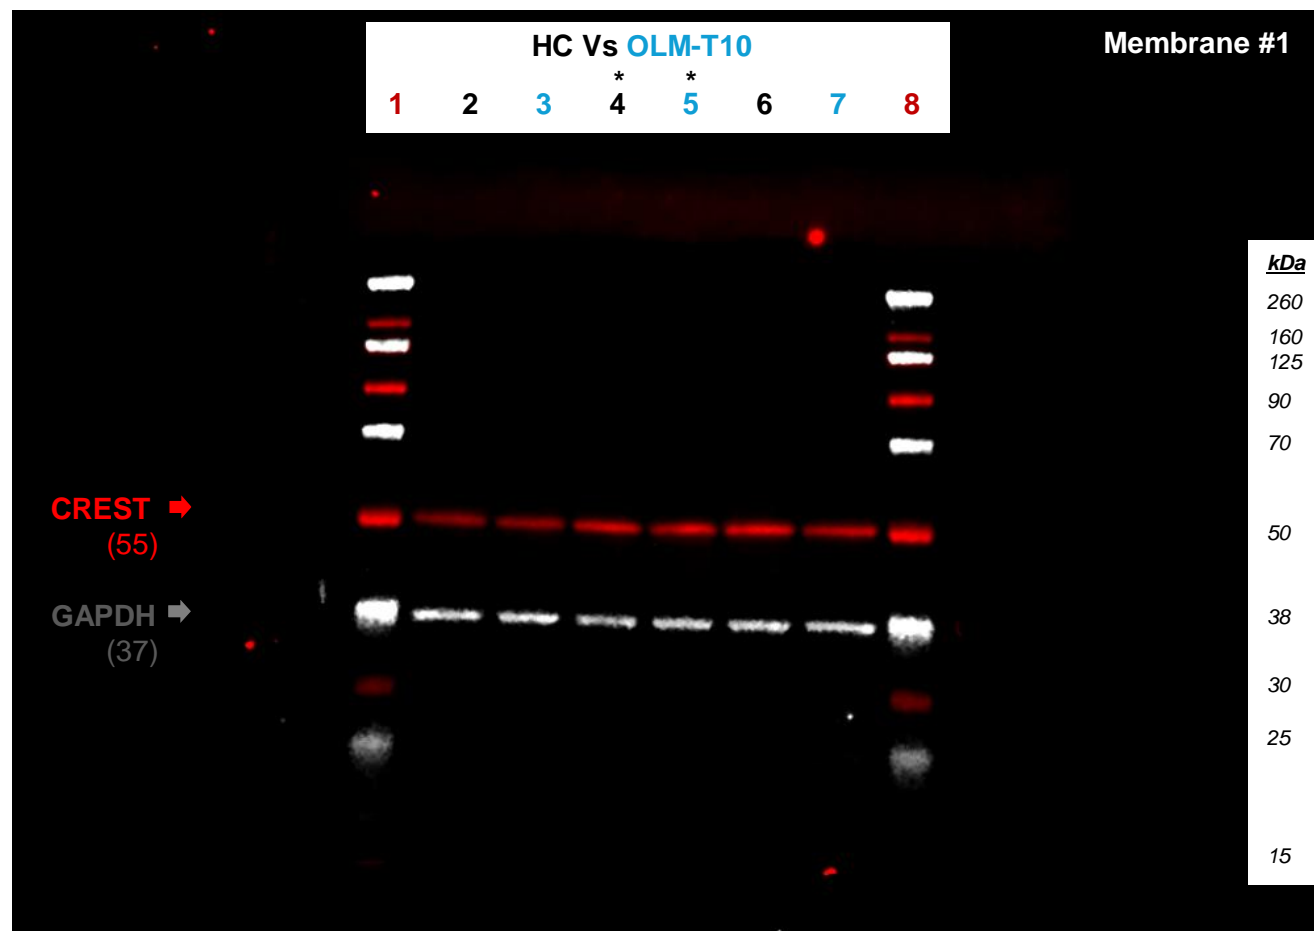

**B**

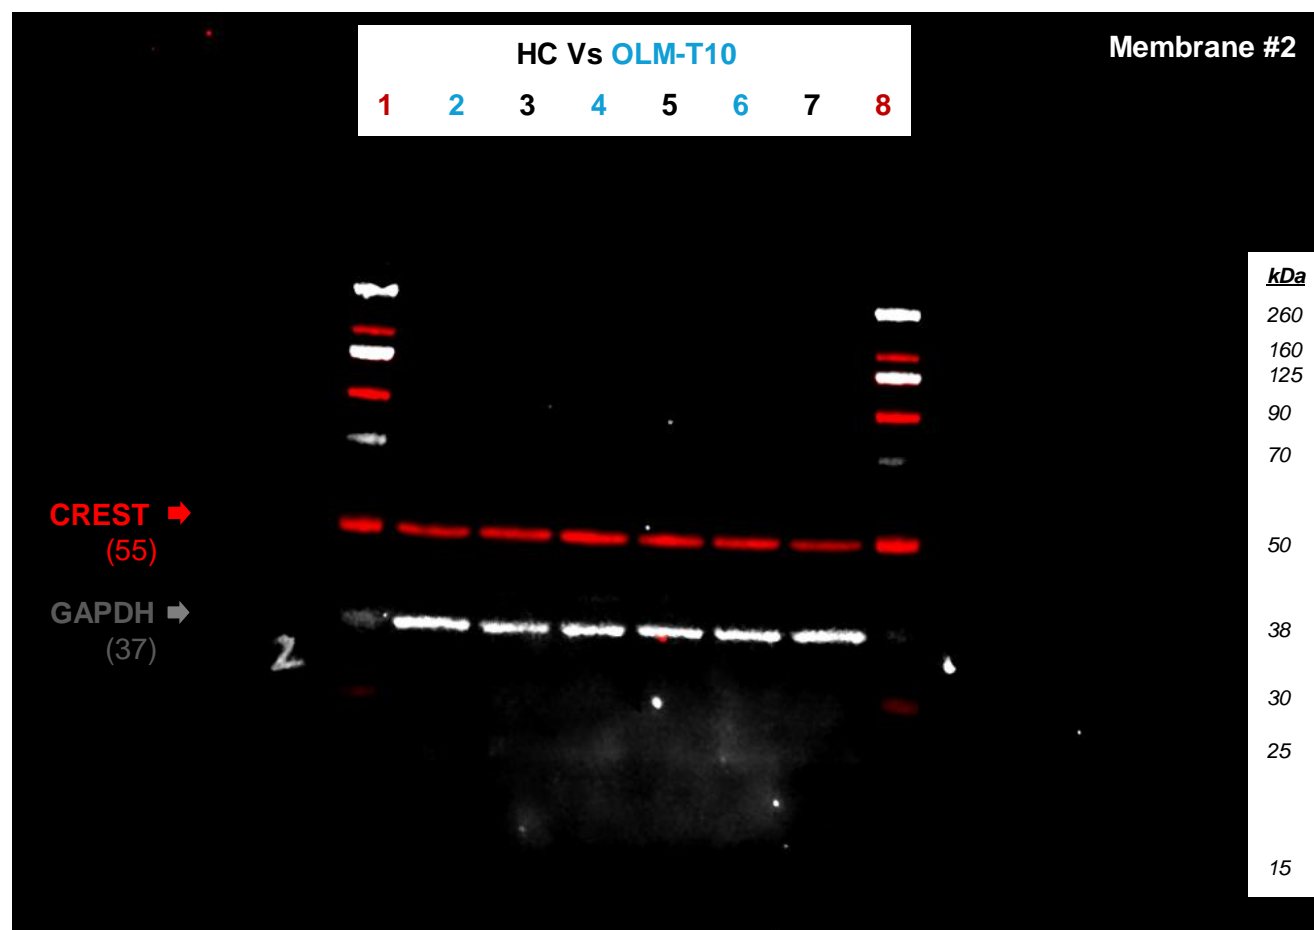

**Source data (Figure 3D): (A-B)** Full-length immunoblot used for associated quantification of CREST (red, 700nm signal, IRDYE 680LT, 55kDa) and GAPDH (gray, 800nm signal, IRDYE 800CW, 37kDa) (**Figure 3D**) in protein lysate from dissected dCA1 collected from home-cage (HC, black, even numbered lanes, Membrane #1; and odd numbered lanes, Membrane #2) and 1hr after OLM threshold training period (OLM-T10, blue, odd numbered lanes, Membrane #1; and even numbered lanes, Membrane #2) ). *n*. Lane #1 and #8 of both membranes correspond to the Chameleon Duo Pre-stained Protein Ladder (kilodaltons, kDa; #928-60000) = 6 /condition with protein band sizes annotated outside of the immunoblot image margins. Lanes #4 and #5 of Membrane 1 (**A**) (marked with asterisks) were cropped for representative image in **Figure 3D**.

 **NetPhorest**

☐ switch to NetworkKIN

[Home](#) [Download](#) [Help](#) [About](#)

Minimum score   
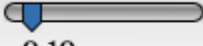  
0.10

Max. difference 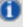  
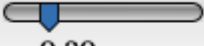  
0.20

☒ KIN ☒ SH2 ☒ PTP ☒ PTB  
☐ 14-3-3 ☐ BRCT ☐ WW ☐ WD40

Max. # of Prediction   
10

Real time filter   
for results ☒

### NetPhorest 2.1 Update

We are happy to announce the release of NetPhorest 2.1, which fixes two major bugs that resulted in arbitrary scores from n. Both web and command line versions were affected. We recommend repeating any analysis performed before May 2017.

[Learn more and download the updated binaries on the download page.](#)

| SS1811 |        |            |      |              |
|--------|--------|------------|------|--------------|
| Y397   | Kinase | Src group  | 0.15 | YEQGQY GNYQQ |
|        | SH2    | GRB2_group | 0.25 | YEQGQY GNYQQ |
|        |        | GRB_group  | 0.14 | YEQGQY GNYQQ |
|        |        | SHD        | 0.10 | YEQGQY GNYQQ |
|        | PTP    | R3_group   | 0.36 | YEQGQY GNYQQ |

R3\_group

**Source data (Figure 3G).** Original output data from NetPhorest (machine-learning): <http://netphorest.info/help.shtml>  
<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6215708/>

How the deposited data were processed for this re-analysis (not part of the article)

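RNA from the dorsal CA1 of 30 mice was measured, 6 mice in each of VEH-HC, VEH-T10, Y397F-T10, VEH-T3 and Y397D-T3, 1 library per mouse, collected 1 h after training or from the home cage. The authors aligned paired reads to mm10 with TopHat 2.1.1 and computed FPKM, fragments divided by the length of the transcript and by the mapped fragments of the library, with Cufflinks 2.2.1, and the values are used here as the authors deposited them. The table holds 24883 rows named by gene symbol and 30 columns of FPKM, and 0 of the columns were left out. Conditions follow the column labels. Read counts, on which the paper's principal components and its comparison of methods rest, are not analysed here, nor are the ChIP-qPCR, behavioural and electrophysiological data or the gene ontology terms. The paper does not state which libraries ran on which of its 2 sequencing platforms, so no sequencing batch could be modelled.

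FPKM holds no read totals. The depth of each library relative to the median library was estimated from 2642 rows with a mean FPKM between 0.005 and 0.1, whose values fall on steps of 1 fragment. The ratio of every pair of libraries was placed on these steps for 435 pairs, 45.7% of the ratios fell on a step, and the median residual was 0.008 log2 and the largest 0.03. Simulated values of 30 libraries gave a largest error of 0.03 log2. Relative depth had a lowest, median and highest value of 0.95, 1.12 and 1.21 in VEH-HC, 0.903, 1.05 and 1.25 in VEH-T10, 0.822, 0.999 and 1.13 in Y397F-T10, 0.852, 0.982 and 1.16 in VEH-T3, and 0.953, 0.994 and 1.05 in Y397D-T3. Absolute depth is unknown, so the precision of a gene is given by the spread among its 6 mice, and values below 1 FPKM are treated as imprecise.

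Rows with a mean FPKM of at least 1 over the 30 libraries, 13184 in number, entered limma 3.58.1 in R 4.3.3 as log2(FPKM + 1), with 1 coefficient per condition, contrasts and empirical Bayes moderation with a trend on mean expression. All 30 libraries shared 1 variance estimate per gene. The comparisons were each trained condition against VEH-HC, Y397F-T10 against VEH-T10, Y397D-T3 against VEH-T3 and VEH-T10 against VEH-T3, each with Benjamini-Hochberg adjustment over its tested rows and a threshold of 0.05. Adding 1 to FPKM draws fold changes of genes with low values toward 0. Overlaps of called genes were tested with the one-sided Fisher's exact test against all tested rows and against the called genes alone. The called genes are those raised or lowered in either comparison. A p value against them therefore moves with the balance of raised and lowered calls and does not by itself measure sharing. Levels of Ss18l1 and sums of rows or of globins were compared with exact permutation tests, 2-sided, and relations across libraries with 100000 permutations. Principal components were computed on the same log2 values, centred per gene. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene coordinates, transcript lengths and GC content come from GENCODE annotation of GRCm38, the assembly also named mm10, by gene symbol, and 96.2% of the tested rows had a match.

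The genes named are those that the paper names from the sequencing data in its text or in Figure 6C, with Ss18l1 and Crebbp, and for each comparison the 3 raised and the 3 lowered genes with the largest log2 fold changes among those with an adjusted p under 0.05 and no overlap between the mice of both conditions. A gene that the paper names and that averages under 1 FPKM takes its test from the model without the filter. Nucks1, Tbl1xr1 and Ttr lie outside this rule and were chosen after their values had been seen, and 1 further gene is not reported here. Some symbols occupy several rows: 280 symbols share 817 rows, and their rows were tested one by one.

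The design and these alternatives were fixed before the data were examined, apart from the form of the Cyber-T-style test: a pseudocount of 0.1; no filter on mean FPKM, with the 18287 rows above 0 in at least 6 libraries; libraries centred on their median log2 value; unadjusted p values; a Cyber-T-style analysis of variance in place of limma; only the 12 libraries of the conditions compared; the replicate number as a block; and rows of a symbol summed, which leaves 13128 rows. The pairing of libraries for the block comes from the replicate numbers in the labels, which belong to different mice. The Cyber-T-style form shrinks each condition's variance toward the square of the mean SD of 101 genes of similar mean with a prior weight of 10 and takes Tukey p values over 10 pairs of conditions, without adjustment over genes. The log2 scale, the window, the prior weight and the Tukey test were fixed in advance. The plan left open whether variances are taken per condition or pooled and whether the window averages SDs or variances. 40 forms, 4 of them within the plan, were compared with the counts and p values of the paper's supplementary lists before 1 was kept, so the kept form is not independent of the paper. Over all rows it called 548 genes for VEH-T10 and the 3 others within the plan 488, 334 and 270. Alternatives added after the data had been seen are these 3 other forms, the Cyber-T-style test on FPKM without a logarithm, a choroid plexus score as a covariate, and the removal of each library's trend with transcript length and GC content by natural splines, for the 12686 rows with an annotation. The series of prior weights was also run after the data had been seen.

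Each procedure was tested on simulated values of 13184 genes with 200 changed. Every gene was drawn independently of the others, with the same SD in all conditions. The false calls may therefore not hold for real libraries, whose genes vary together. Other splits of the real mice gave limma up to 585 genes for Y397F-T10 against VEH-HC. limma recovered 92% of the changes of 1 log2 and 82% of those of 0.5 log2 with 8 false calls, and called 0 genes in a comparison without changes. The Cyber-T-style test recovered 97% and 88% with 105 false calls, and called 129 genes in the unchanged comparison. A simulated trend with transcript length gave limma 523 false calls, and 8 once the trend was removed. Marker lists for tissues and cell types were written before they were tested, and each list's median log2 fold change was placed among 10000 random lists of the same size and similar expression.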

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

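The tests of the trend with length and GC content on the genes that differ between training conditions and of the beta-globin sum were chosen only after the results were seen, as was the restriction of the globin correlation to libraries with more than 1 FPKM of Hbb-bs. Among 255 sets of 6 mice, 1 for each named gene and condition, the highest or lowest mouse stood apart from the other 5 in 32, where the test used, Dixon's gap test at 95%, gives 12.8 by chance.

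Several of these mice belong to symbols with more than 1 row. The first Atxn7l1 row was 10.4 FPKM and the second 2.54 in Y397D-T3 mouse 3, the reverse of the other 5 mice. For 4933409K07Rik the second row was 8.11 in VEH-T3 mouse 4 and the fourth 0 in Y397D-T3 mouse 3. The sum of the Atxn7l1 rows did not differ between VEH-T10 and VEH-HC (exact permutation p = 0.729, 2-sided, log2 difference -0.02), so a candidate explanation is that reads of a single gene are assigned to one row or the other from library to library. Hist2h2aa2, a histone gene with near-identical copies, stood apart in its first row at 11.7 FPKM in VEH-T10 mouse 5 and 6.33 in Y397F-T10 mouse 2. In its second row it stood apart at 0.86 in VEH-HC mouse 1, 4.13 in VEH-T10 mouse 4, 1.81 in Y397F-T10 mouse 2 and 3.05 in Y397D-T3 mouse 1. No explanation was tested for Hist2h2aa2.

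VEH-HC mouse 4 was lowest for Crebbp (3.89 FPKM), Grin2b (4.76), Hipk2 (1.24) and Rlim (7.02). With each library's trend with length and GC content removed, it still stood apart for 3 of the 4 genes, Crebbp, Grin2b and Hipk2, while the gap of Rlim fell to a share of 0.0962 of the range. The removal changed the gaps of these 3 genes little, so it does not decide whether a bias of another form is behind them, and the dissection or handling of this mouse was not tested.

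Hbb-bs reached 17.4 FPKM in VEH-T10 mouse 3 and 13.1 in Y397F-T10 mouse 5, and exceeded 1 FPKM in 0 VEH-HC, 2 VEH-T10, 2 Y397F-T10, 5 VEH-T3 and 6 Y397D-T3 libraries. Over those 15 libraries it rose with the alpha-globin gene Hba-a1 (r = 0.708, permutation p = 0.00139; rho = 0.814, permutation p = 0.00044; r = 0.667 without the 2 farthest libraries; Benjamini-Hochberg values 0.00209 and 0.00066 over 6 relations), which is what residual blood would give. The sum of Hbb-bs, Hbb-b1 and Hbb-b2 was 787 ± 416 FPKM in Y397D-T3 against 553 ± 133 in VEH-HC (exact permutation p = 0.325, 2-sided). The values of VEH-HC argue against the amount of residual blood as the only explanation. Hbb-bs was at most 0.0022 FPKM there, while Hbb-b1 lay between 289.5 and 560.6. The Hba-a1 rows averaged 300 and 308 FPKM in VEH-HC and 422 and 431 in Y397D-T3. The division of reads among beta-globin genes remains a possible explanation, and an effect of training on Hbb-bs cannot be told apart from it.

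The other mice that stood apart were spread over the conditions. The highest values were 4.87 FPKM for Ciart in Y397F-T10 mouse 1, 7.41 for Ctgf in VEH-T3 mouse 1, 5.4 for Ctgf in Y397D-T3 mouse 3, 24.5 for Epha6 in Y397D-T3 mouse 2, 9.15 for Fos in VEH-T10 mouse 5, 18.8 for Gm12338 in Y397D-T3 mouse 3, 27.9 for Gpx3 in VEH-HC mouse 5, 14.6 for Grin2b in VEH-T10 mouse 1, 37.3 for Homer3 in VEH-T10 mouse 6, 3.42 for Ngb in VEH-T3 mouse 5, 5.32 for Per2 in VEH-HC mouse 2 and 6.15 for Slc17a6 in VEH-T3 mouse 1. The lowest were 3.78 for Cdh24 in Y397F-T10 mouse 2, 2.01 for Fosb in Y397D-T3 mouse 5, 6.57 for Tmem263 in VEH-T10 mouse 3 and 2.43 for Wnt9a in VEH-HC mouse 6. No explanation was tested for these.

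Some effects differed between training conditions by a direct limma test. Among the genes lower in VEH-T10 than in VEH-T3 were Lrrc58 (log2 difference -0.27, adjusted p = 0.0152), Nucks1 (-0.20, 0.0313), Rc3h1 (-0.31, 0.0313), Rlim (-0.26, 0.0313) and Tbl1xr1 (-0.24, 0.0266), each in 6 of 6 mice relative to the VEH-T3 median. Tmem263 was lower in Y397D-T3 than in VEH-T3 (-0.24, 0.0383, 6 of 6 mice). The libraries of VEH-T10 and VEH-T3 can be split in 32 ways that part the same-numbered mice, and 1 of the 32, the real one, gave as many genes, while 5 of the 32 splits did so for Y397D-T3 and VEH-T3. Among 68 other splits, which part another number of same-numbered pairs, 3 and 4 gave as many, with up to 91 and 280 genes. With the trend with length and GC content removed, the smallest adjusted p of the 5 genes named here was 0.245, the largest 0.64, and that of Tmem263 was 0.366. Over the alternatives with adjusted p values fixed in advance, the adjusted p ran from 0.0318 to 0.477 for Rc3h1, 0.0153 to 0.477 for Lrrc58, 0.0318 to 0.477 for Rlim and 0.0345 to 0.787 for Tmem263. With the trend with length and GC content removed, their fold changes kept their sign, at -0.19 for Rc3h1 and -0.20 for Tmem263. A bias by length and GC content may thus account for part of these differences, and they cannot be told apart from it.

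Some marker lists outside the genes the paper discusses had fold changes against the home cage that were extreme among random lists. These percentiles ignore the spread among mice, and genes of a list can vary together, so they do not test a difference between conditions. The choroid plexus list lay at percentile 0 in each trained condition. Its score per library gave exact permutation p = 0.0433 in VEH-T10 and 0.00866 in Y397D-T3, but 0.136 in Y397F-T10 and 0.325 in VEH-T3. The median over each list of the mean log2 fold change of the 4 trained conditions was -1.93 for choroid plexus, -0.21 for thalamus, -0.21 for meninges and fibroblasts, -0.19 for reactive glia, -0.17 for the circadian clock, 0.26 for blood, 0.20 for CA3 and 0.094 for the dentate gyrus, which lie at percentiles 0, 0.22, 1.29, 0.455, 0.075, 100.0, 100.0 and 98.2 of 10000 random lists. Lists for CA1 (44.3) and microglia (42.7) lay within the random lists for this mean over the 4 conditions. In single conditions the microglia list lay at percentile 100.0 in VEH-T10 (median 0.22), 1.33 in VEH-T3 (-0.17) and 0.67 in Y397D-T3 (-0.17), the thalamus list at 28.1 in VEH-T3 and the dentate gyrus list at 53.7 in VEH-T10. Meninges and fibroblasts lay at 2.7 in VEH-T10, 16.6 in VEH-T3 and 5.3 in Y397F-T10, and at 0.02 in Y397D-T3 (median -0.50). The direction for reactive glia was not shared by all conditions: its median was 0.12 in VEH-T10, -0.46 in VEH-T3 and -0.50 in Y397D-T3.

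The choroid plexus lies next to the hippocampus and the thalamus beneath it, so the amount of neighbouring tissue in a dissection may differ between conditions. The thalamus list at percentile 0.22 is what more thalamus in the VEH-HC dissections would give. With the choroid plexus score of each library in the model, the lists for meninges and fibroblasts and for reactive glia returned to percentiles 55.0 and 10.2. Meninges and fibroblasts may thus follow the same tissue. For reactive glia this is open. Its median was 0.12 in VEH-T10, where the score was lower (exact permutation p = 0.0433), and -0.46 in VEH-T3, where the score gave p = 0.325. In Y397D-T3 both were lower. The lists for thalamus (0.65), circadian clock (0.0050), blood (100.0), CA3 (99.9) and dentate gyrus (99.9) stayed outside the middle 95% of random lists. This score as a covariate thus does not account for these lists. It does not decide on neighbouring tissue of another kind, because the share of CA3, dentate gyrus and thalamus in each dissection was not measured separately.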

How the results depend on the processing

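The tests of the Cyber-T-style form on FPKM, of the other Cyber-T-style forms, of the choroid plexus covariate and of the trend with length and GC content were chosen only after the results were seen, and the form of the Cyber-T-style test itself was settled after forms had been compared with the paper's lists. limma called 108 genes for VEH-T10, 681 for VEH-T3, 149 for Y397F-T10 and 932 for Y397D-T3 against VEH-HC, 0 between Y397F-T10 and VEH-T10, 1 between Y397D-T3 and VEH-T3 and 6 between VEH-T10 and VEH-T3. Overlaps were 28 up and 27 down for VEH-T10 with VEH-T3, 26 and 30 for VEH-T10 with Y397F-T10, 201 and 150 for VEH-T3 with Y397D-T3, and 39 up for VEH-T10 with Y397D-T3, 13 of them outside VEH-T3 and 8 outside VEH-T3 and Y397F-T10. Values that stayed within 1.5 times these are left out.

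With unadjusted p values the comparisons gave, in the same order, 1964, 2845, 2232, 3287, 498, 1037 and 1075 genes. The overlaps became 369 up and 794 down, 338 and 809, 727 and 922, and 469, 123 and 87. Of the VEH-T10 calls 1254 were also called in Y397D-T3 (with adjusted p 75), and 904 were called in VEH-T10, VEH-T3 and Y397D-T3 (46). Of the 52 listed genes 8 differed between VEH-T10 and VEH-T3 and 5 between Y397F-T10 and VEH-T10, where adjusted p values gave 0 for each.

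The Cyber-T-style test called 435 for VEH-T10, 424 for Y397F-T10, 26 between Y397F-T10 and VEH-T10, 79 between Y397D-T3 and VEH-T3 and 82 between VEH-T10 and VEH-T3. The overlaps were 57 up and 142 down for VEH-T10 with VEH-T3, 56 and 167 with Y397F-T10, and 98 up with Y397D-T3, 48 outside VEH-T3 and 36 outside VEH-T3 and Y397F-T10. It called 279 VEH-T10 genes also in Y397D-T3, 152 in all 3 conditions, and 1 of the 52 listed genes between VEH-T10 and VEH-T3. On FPKM without a logarithm the same test called 402, 406, 28, 86 and 90 genes in the order above, with 162 down for VEH-T10 with VEH-T3, 181 down with Y397F-T10, and 72, 41 and 29 up with Y397D-T3, and with 258 VEH-T10 calls also in Y397D-T3 and 157 in all 3 conditions.

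The other forms within the plan differ in their counts. With the window averaging variances, the test called 193 for VEH-T10, 225 for VEH-T3, 517 for Y397D-T3, and 13, 24 and 16 in the direct comparisons, with 65 down for VEH-T10 with VEH-T3, 17 up and 79 down with Y397F-T10, 69 up and 61 down for VEH-T3 with Y397D-T3, and 13 up in VEH-T10 and Y397D-T3 outside VEH-T3 and Y397F-T10, and with 126 VEH-T10 calls also in Y397D-T3. With a pooled variance and a window of SDs it called 408 for VEH-T10 and 445 for Y397F-T10, and 24, 78 and 84 in the direct comparisons, with 68 up and 126 down for VEH-T10 with VEH-T3, 68 and 139 with Y397F-T10, and 116, 51 and 36 up with Y397D-T3, and with 242 VEH-T10 calls also in Y397D-T3 and 138 in all 3 conditions. With a pooled variance and a window of variances it called 273 and 284, and 10, 27 and 32 in the direct comparisons, with 44 up and 88 down for VEH-T10 with VEH-T3, 41 and 100 with Y397F-T10, and 77, 36 and 25 up with Y397D-T3, and with 159 VEH-T10 calls also in Y397D-T3 and 92 in all 3 conditions.

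With only the 12 libraries of each comparison limma called 321 genes for VEH-T10, 0 for VEH-T3, 43 for Y397F-T10 and 1845 for Y397D-T3, 0 between Y397D-T3 and VEH-T3 and 0 between VEH-T10 and VEH-T3. Overlaps with VEH-T3 were then 0 up and 0 down for VEH-T10 and 0 up and 0 down for Y397D-T3. VEH-T10 shared 5 up with Y397F-T10 and 78 with Y397D-T3, 78 outside VEH-T3, which is all of them because VEH-T3 had no calls, and 74 outside VEH-T3 and Y397F-T10. Of the VEH-T10 calls 237 were also called in Y397D-T3 and 0 in all 3 conditions. Of the 108 VEH-T10 genes called with all 30 libraries 96 were kept, and of the 932 Y397D-T3 genes 850. Of the 149 Y397F-T10 genes 25 were kept, and of the 681 VEH-T3 genes 0.

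With libraries centred on their median, 0 genes were called between Y397D-T3 and VEH-T3 and 2 between VEH-T10 and VEH-T3. The overlaps were 57 up and 10 down for VEH-T10 with VEH-T3, 9 down with Y397F-T10, 58 down for VEH-T3 with Y397D-T3, and 80, 24 and 18 up for VEH-T10 with Y397D-T3. Centring moved the upregulated share of the calls from 38.9% to 75.4% for VEH-T10, 43.2% to 76.0% for VEH-T3, 41.6% to 82.6% for Y397F-T10 and 55.3% to 73.8% for Y397D-T3, because the median log2 fold change was -0.03, -0.04, -0.04 and -0.03 without it. Without the filter on mean FPKM 0 genes were called between Y397D-T3 and VEH-T3, and PC1 held 30.3% of the variance against 31.5%.

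With the replicate block 0 genes were called between Y397D-T3 and VEH-T3 and 0 between VEH-T10 and VEH-T3. VEH-T10 shared 58 down with VEH-T3 and 49 with Y397F-T10, 113 of its calls were also called in Y397D-T3, and 76 in all 3 conditions. Same-numbered libraries are different mice, and their deviations from the condition means had a mean correlation of 0.0438 over 60 pairs against -0.00586 over 300 pairs with different numbers.

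With the choroid plexus score as a covariate limma called 47 for VEH-T10, 244 for Y397F-T10, 477 for Y397D-T3 and 0 between Y397D-T3 and VEH-T3. VEH-T10 shared 12 up with VEH-T3, 11 with Y397F-T10 and 11 with Y397D-T3, 1 outside VEH-T3 and 1 outside VEH-T3 and Y397F-T10, with 30 VEH-T10 calls also in Y397D-T3 and 25 in all 3 conditions. With the trend with length and GC content removed it called 209 for VEH-T10, 351 for VEH-T3, 0 between Y397D-T3 and VEH-T3 and 0 between VEH-T10 and VEH-T3, with 46 down for VEH-T10 with VEH-T3, 111 up for VEH-T3 with Y397D-T3, and 64, 31 and 21 up for VEH-T10 with Y397D-T3, and with 146 VEH-T10 calls also in Y397D-T3 and 72 in all 3 conditions.

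Among 94 values of named genes, 45 with an adjusted p under 0.05, the alternatives fixed in advance gave 658 values. Of these, 571 stayed on the same side of the threshold with the same sign, 36 lost and 44 gained a call, and 7 changed sign. The losses and gains were 2 and 0 with a pseudocount of 0.1, 8 and 0 without the filter, 6 and 10 with centring, 1 and 21 with the Cyber-T-style test, whose p values are not adjusted over genes, 14 and 9 with 12 libraries, and 5 and 4 with the block. Centring turned the first 4933409K07Rik entry in Y397F-T10 to 0.021 log2. Summing the entries of a symbol turned around the first Atxn7l1 entry, to -0.022 in VEH-T10 and -0.097 in Y397F-T10, and entries 2 and 3 of 4933409K07Rik in VEH-T10, both to -0.020. It also turned entry 3 of 4933409K07Rik in Y397F-T10 to -0.038 and the first of Hist2h2aa2 in Y397D-T3 to 0.21. The second Hist2h2aa2 entry averages under 1 FPKM and has no value under the alternatives. Apart from the tests given for single genes elsewhere, the cause was not tested for these changes.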

Differences from the paper's values

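The tests of the Cyber-T-style form on FPKM, of its other forms, of the trend with length and GC content and of the prior weights were chosen only after the results were seen. The Cyber-T-style analysis of variance was named in advance with its window, prior weight and Tukey test, but its form was settled after 40 forms had been compared with the counts and p values of the paper's lists. A gap that it closes is therefore not closed independently of the paper. A value of the paper is called different where one value is more than 1.5 times the other. An alternative that passes the paper's value by more than this therefore counts as not closing a gap. Unadjusted p values in limma, set in advance, did so for every number of DEGs and of shared genes compared here.

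limma called 108 against the paper's 822 DEGs for VEH-T10 against VEH-HC, 42 against 228 up and 66 against 592 down in the paper's supplement. For Y397F-T10 it called 149 against the paper's 671 in all and 87 against the paper's 477 downregulated. None of the alternatives set before the data were examined came within 1.5 times of these values. The counts with unadjusted p values passed them, at 1964 for VEH-T10 and 2232 for Y397F-T10. For the upregulated genes of Y397F-T10 the count was 62 against the paper's 194, and none of the alternatives fully set before the data were examined closed the gap, but it closed to 145 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 165 with 1 of its 3 other forms, added after seeing the values). For Y397D-T3 it was 932 against the paper's 1497 in all, and among the alternatives set before the data were examined the gap closed to 1013 with libraries centred on the median, 1845 with only the 12 libraries compared and 1039 with the replicate number as a block, and to 1028 with the Cyber-T-style analysis of variance, its form settled after seeing the values (with 0 of its 3 other forms, added after seeing the values), and to 1025 with the trend with length and GC content removed, chosen after seeing the values. Its downregulated genes numbered 417 against the paper's 965, and among the alternatives set before the data were examined the gap closed to 1160 with only the 12 libraries compared. The direct comparisons gave 0 against the paper's 167 for Y397F-T10 with VEH-T10, where 498 had an unadjusted p under 0.05, and 1 against the paper's 416 for Y397D-T3 with VEH-T3, and no alternative set before the data were examined closed either gap.

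A Cyber-T-style test on FPKM with a prior weight of 30, chosen after seeing the values, called 813 genes for VEH-T10, 668 for Y397F-T10, 1486 for Y397D-T3, 183 for Y397F-T10 against VEH-T10 and 406 for Y397D-T3 against VEH-T3, which reaches the paper's numbers. This test used all 24883 rows, without the filter on mean FPKM. The paper's supplementary lists hold 820, 670, 1495, 187 and 416.

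For shared genes, VEH-T10 and VEH-T3 had 28 against the paper's 52 up, and among the alternatives set before the data were examined the gap closed to 57 with libraries centred on the median, and to 57 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 68 and 44 with 2 of its 3 other forms, added after seeing the values), and to 36 with the Cyber-T-style analysis of variance on FPKM, chosen after seeing the values. VEH-T10 and Y397F-T10 had 26 against the paper's 50 up, and among the alternatives set before the data were examined the gap closed to 39 with libraries centred on the median, and to 56 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 68 and 41 with 2 of its 3 other forms, added after seeing the values), and to 35 with the Cyber-T-style analysis of variance on FPKM, chosen after seeing the values. VEH-T10 and Y397D-T3 had 39 against the paper's 96 up, and among the alternatives set before the data were examined the gap closed to 80 with libraries centred on the median and 78 with only the 12 libraries compared, and to 98 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 116 and 77 with 2 of its 3 other forms, added after seeing the values), and to 72 with the Cyber-T-style analysis of variance on FPKM and 64 with the trend with length and GC content removed, chosen after seeing the values. Outside VEH-T3 the number was 13 against the paper's 52, and none of the alternatives fully set before the data were examined closed the gap, but it closed to 48 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 51 and 36 with 2 of its 3 other forms, added after seeing the values), and to 41 with the Cyber-T-style analysis of variance on FPKM, chosen after seeing the values. With only the 12 libraries compared VEH-T3 had 0 calls to leave out, so the 78 genes outside it are the whole overlap of VEH-T10 and Y397D-T3 and are not counted as closing this gap. Outside VEH-T3 and Y397F-T10 it was 8 against the paper's 37, and none of the alternatives fully set before the data were examined closed the gap, but it closed to 36 with the Cyber-T-style analysis of variance, its form settled after seeing the values (and to 36 and 25 with 2 of its 3 other forms, added after seeing the values), and to 29 with the Cyber-T-style analysis of variance on FPKM, chosen after seeing the values. Downregulated in both were 27 against the paper's 285 genes for VEH-T10 and VEH-T3, 30 against the paper's 313 for VEH-T10 and Y397F-T10 and 150 against the paper's 339 for VEH-T3 and Y397D-T3. Of the VEH-T10 genes, 56 against the paper's 367 were also called in Y397F-T10 and 75 against the paper's 497 in Y397D-T3, and 46 against the paper's 279 were called in VEH-T10, VEH-T3 and Y397D-T3. None of the alternatives set before the data were examined closed the gap for these downregulated and repeated calls. Unadjusted p values gave more than the paper, such as 794 downregulated in VEH-T10 and VEH-T3.

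With called genes as background, the one-sided Fisher's exact p of the upregulated overlap of VEH-T10 and VEH-T3 was 0.000306, not adjusted over the overlaps tested, against the paper's 0.661, which its supplement gives both before and after FDR adjustment, and among the alternatives set before the data were examined the gap closed to 0.823 with libraries centred on the median. That of VEH-T10 and Y397F-T10 was 2.49e-06, also not adjusted, against the paper's FDR-adjusted 0.0626, which is slightly lower before adjustment in its supplement, and none of the alternatives fully set before the data were examined closed the gap, the value with libraries centred on the median being 0.999. Centring moves the balance of raised and lowered calls, which these p values follow. A gap that it closes or widens therefore does not show how far the lists share genes. PC2 held 19.3 against the paper's 10.0%. The components were recomputed only with a pseudocount of 0.1, without the filter and with centring, which gave 18.4%, 18.9% and 19.6% and did not close the gap. Higher in one of VEH-T10 and Y397F-T10 and lower in the other were 0 against the paper's 2 genes, and the count was the same in each of the alternatives, those added after seeing the values included.

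The paper names genes as raised that limma did not call. Egr1 in VEH-T10 (log2 fold change 0.47, adjusted p = 0.0651, 6 of 6 mice higher) was called with centring, unadjusted p values, the Cyber-T-style test, 12 libraries and the block, and Fos in VEH-T10 (0.52, 0.0658, 6 of 6) with the same settings. Dusp6 (0.39, 0.0526, 6 of 6), Homer3 (0.38, 0.0577, 6 of 6) and Egr4 (0.35, 0.0637, 6 of 6) in VEH-T10 were called with centring, unadjusted p values, the Cyber-T-style test and 12 libraries, and Tesc (0.34, 0.051, 6 of 6) with centring, unadjusted p values, the Cyber-T-style test and the block. Plch2 (0.31, 0.24, 6 of 6), Hpca (0.33, 0.154, 6 of 6), Egr2 (0.51, 0.0916, 6 of 6) and Hist1h4j (1.06, 0.301, 5 of 6) were called with unadjusted p values and the Cyber-T-style test, Smoc2 (0.26, 0.127, 6 of 6) with unadjusted p values and 12 libraries, and Zfpm1 (0.24, 0.273, 6 of 6) with unadjusted p values only. The Cyber-T-style test on FPKM, chosen after seeing the values, called each of these except Zfpm1. Of the 3 other forms of the Cyber-T-style test, also chosen after seeing the values, all called Egr1, Fos, Dusp6, Homer3, Egr4 and Tesc, the forms with a pooled variance called Hpca and Egr2, that with a window of SDs Smoc2, and that with variances per condition Hist1h4j. The removal of the trend with length and GC content, also chosen after seeing the values, called Fos, Dusp6, Tesc, Homer3 and Egr4.

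In Y397D-T3, Fos (0.40, 0.0741, 5 of 6 mice higher) and Tesc (0.27, 0.0534, 6 of 6) were called with centring, unadjusted p values and the Cyber-T-style test, Plch2 (0.29, 0.155, 6 of 6) with unadjusted p values, the Cyber-T-style test and 12 libraries, Smoc2 (0.27, 0.0541, 6 of 6) with these and centring, and Zfpm1 (0.33, 0.0541, 6 of 6) with these, centring and the block. Chosen after seeing the values, the Cyber-T-style test on FPKM called Fos, Tesc, Smoc2 and Zfpm1, its pooled form with a window of SDs on log2 values the same genes, its other pooled form Tesc, its form with variances per condition and a window of variances Tesc and Zfpm1, and the removal of the trend with length and GC content Fos and Tesc. Fos in VEH-T3 (0.39, 0.0962, 6 of 6) was called with unadjusted p values and the Cyber-T-style test. The Hist2h2aa2 row on the paper's list was tested only in the model without the filter, which did not call it (0.43, 0.691, 4 of 6 in VEH-T10 and 0.53, 0.441, 3 of 6 in Y397D-T3). None of the settings compared here called Hist2h4 in VEH-T10 (0.47, 0.423, 4 of 6), Hist1h4j in Y397D-T3 (0.81, 0.302, 5 of 6) or Grin2b in Y397D-T3 (0.35, 0.268, 5 of 6). The series of prior weights on FPKM is not among these settings.

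The paper states that the genes responding to the training periods mostly differ, and the direct comparison of VEH-T10 with VEH-T3 called 6 genes, none of them among its 52 listed genes. The paper describes the 52 genes as not induced by subthreshold training, and 49 of the 49 tested were higher in VEH-T3 than in VEH-HC, 6 with an adjusted p under 0.05 and a median log2 fold change of 0.22. It describes 37 of them as not raised with Y397F, and 34 of the 34 tested were higher in Y397F-T10 than in VEH-HC. Both lists were chosen as raised over the same VEH-HC mice, which favours these directions. No value expected without an effect was computed, so these counts alone do not contradict the paper. The paper also states that c-Fos was raised in every trained condition but Y397F-T10, and Fos differed from VEH-HC by 0.32 there (adjusted p = 0.23, 6 of 6), without an adjusted p under 0.05 in any trained condition. It names Atxn7l1 as raised in VEH-T10 and lowered in Y397F-T10, and the summed Atxn7l1 rows differed between Y397F-T10 and VEH-T10 by -0.07 (exact permutation p = 0.342, 2-sided).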

Other observations

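The tests of the clock genes against time of day, of the prior weight, of the choroid plexus score on the lowered genes and of the trend with length and GC content on the called genes were chosen only after the results were seen.

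The 12 libraries of each comparison can be split in 32 ways that part every same-numbered pair. As many genes as observed were called in 1 of the 32 splits for VEH-T10, 1 of 32 for VEH-T3, 2 of 32 for Y397F-T10 and 1 of 32 for Y397D-T3 against VEH-HC, the real split included. The highest count in any other of these splits was 0, 352, 257 and 92. For Y397F-T10 another split of the same mice thus called more genes than the real one. By these 32 splits its number of genes cannot be told apart from a random split. Between Y397F-T10 and VEH-T10, where no gene was called, 32 of 32 splits gave as many, between Y397D-T3 and VEH-T3 5 of 32, and between VEH-T10 and VEH-T3 1 of 32. In 68 further splits for each comparison, which part a different number of same-numbered pairs, as many genes were called in 0 for VEH-T10, 0 for VEH-T3, 1 for Y397F-T10 (up to 585 genes) and 0 for Y397D-T3. The median of the 52 listed genes between VEH-T10 and VEH-T3, 0.13 log2, was reached in 1 of 32 splits and 1 of the 68 others, but the list was picked on these libraries, so the splits cannot settle it.

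For overlaps, 100 splits were used, the real one included, in which same-numbered libraries of the conditions involved trade places. An overlap as large as observed came in 1 of 100 for the genes up and 1 of 100 for those down in VEH-T10 and VEH-T3, 1 and 2 of 100 for VEH-T10 and Y397F-T10, 1 and 1 of 100 for VEH-T3 and Y397D-T3, 1 of 100 for the genes up in VEH-T10 and Y397D-T3, and 1 and 1 of 100 for those outside VEH-T3 and outside VEH-T3 and Y397F-T10, the real split included. The largest overlap in another split was 213 genes, down in VEH-T10 and Y397F-T10. The VEH-HC libraries traded places too, which removes the difference from the home cage itself. The median overlap of the other splits was 0 for the genes up in VEH-T10 and VEH-T3. These splits thus do not test whether 2 lists share more genes than their calls would give, or whether genes are absent from VEH-T3 or Y397F-T10.

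Each overlap also rests on a shared set of VEH-HC mice. Taking 3 VEH-HC mice for one condition and the other 3 for the second, the correlation of fold changes across genes kept a share of 0.50 of its value with 3 shared mice for VEH-T10 and VEH-T3, 0.552 for VEH-T10 and Y397F-T10, and 0.628 for VEH-T3 and Y397D-T3. The limit set for calling the shared mice the main source was a share under 0.5. The value of 0.50 for VEH-T10 and VEH-T3, which applies to their upregulated and downregulated overlap alike, lies barely above it, so shared VEH-HC mice may supply close to 50% of that correlation. Genes are not independent replicates, and no p value is attached.

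The spread along PC1 did not follow relative depth (n = 30, r = -0.0834, permutation p = 0.66, rho = -0.0941, permutation p = 0.618, r = -0.0121 without the 2 farthest libraries, Benjamini-Hochberg values 0.791 and 0.742 over 6 relations; the rank test gave p = 0.618). Across genes the PC1 loadings had a rank correlation of 0.205 with transcript length and -0.0266 with GC content, both within the limit of 0.3 set for a bias. The choroid plexus score followed PC1 (n = 30, r = -0.596, permutation p = 0.00056, rho = -0.62, permutation p = 0.00037, r = -0.538 without the 2 farthest libraries, Benjamini-Hochberg values 0.00112 and 0.00066 over 6 relations) and PC2 (n = 30, r = 0.771, permutation p = 1.00e-05, rho = 0.692, permutation p = 4.00e-05, r = 0.713 without the 2 farthest libraries, Benjamini-Hochberg values 3.00e-05 and 0.00012 over 6 relations), and not PC3 (n = 30, r = 0.0508, permutation p = 0.792, rho = 0.051, permutation p = 0.789, r = -0.133 without the 2 farthest libraries, Benjamini-Hochberg values 0.792 and 0.789 over 6 relations). Depth, length and GC content are thus unlikely as the main source of PC1, while tissue composition remains open.

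Ttr, a transcript of choroid plexus chosen after its values had been seen, was highest in VEH-T3 mouse 4 and Y397F-T10 mouse 2. The 5 other choroid plexus markers were highest in the same 2 libraries, which is what choroid plexus in the dissected tissue would give. Against VEH-HC the choroid plexus score was lower in VEH-T10 (exact permutation p = 0.0433) and in Y397D-T3 (p = 0.00866), with p = 0.136 in Y397F-T10 and p = 0.325 in VEH-T3, all 2-sided. Carried-over choroid plexus could lower other genes in the trained conditions. With the score in the model, 66.3% of the lowered calls of the 4 comparisons with VEH-HC remained, 635 of 957, and 588 of 913 raised calls. By comparison with VEH-HC, the calls that remained were 36 of 108 in VEH-T10, 661 of 681 in VEH-T3, 128 of 149 in Y397F-T10 and 398 of 932 in Y397D-T3. Most calls were thus lost in VEH-T10 and Y397D-T3, the conditions whose score differed from VEH-HC, and choroid plexus may account for them there, although a covariate that differs between conditions may also take up effects of training. In VEH-T3 and Y397F-T10 it does not account for most calls. The median of the thalamus markers at percentile 0.22 leaves thalamic tissue as another candidate explanation for lowered genes such as Slc17a6.

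Fold changes followed transcript length across genes, with rank correlations of 0.0967 for VEH-T10, 0.326 for VEH-T3, 0.344 for Y397F-T10 and 0.196 for Y397D-T3 against VEH-HC. With the trend with length and GC content removed from each library, 57.8% of the calls of these comparisons remained, 1081 of 1870. By comparison these were 98 of 108 in VEH-T10, 235 of 681 in VEH-T3, 64 of 149 in Y397F-T10 and 684 of 932 in Y397D-T3. A technical length and GC bias could therefore account for most calls of VEH-T3 and Y397F-T10, and for fewer of VEH-T10 and Y397D-T3.

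The circadian clock genes Dbp and Ciart were lower in trained mice. If the time of day of collection differed for the home cage mice, genes of the opposite phase (Arntl, Npas2 and Clock) would be expected to rise together, which happened in 0 of 4 comparisons, with 2 of 3 opposite-phase genes higher in each. Npas2 was lower in each comparison, but Arntl rose in Y397D-T3 (log2 fold change 0.27, adjusted p = 0.0326) and Clock in VEH-T3 (0.24, adjusted p = 0.0132), Y397F-T10 (0.23, adjusted p = 0.0313) and Y397D-T3 (0.17, adjusted p = 0.0482), as a shift would give. The time of day thus cannot be ruled out, and an effect of training on clock genes is a hypothesis that the design cannot separate from handling.

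The paper reports more DEGs than limma called. Over all 24883 rows, without the filter on mean FPKM, a Cyber-T-style test on FPKM gave 511 genes for VEH-T10 with a prior weight of 10, 686 with 20 and 813 with 30. With the filter it gave 402 at a weight of 10. The paper's supplement lists 820, and 806 of them were called at a weight of 30. Across its listed genes the log10 p values correlated with r = 0.994. A larger weight of neighbouring genes in the variance, rows below the filter and p values that are not adjusted over genes may together explain the larger number.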
